# Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis

**DOI:** 10.1038/s41467-018-03863-z

**Published:** 2018-04-20

**Authors:** Jack P. Wang, Megan L. Matthews, Cranos M. Williams, Rui Shi, Chenmin Yang, Sermsawat Tunlaya-Anukit, Hsi-Chuan Chen, Quanzi Li, Jie Liu, Chien-Yuan Lin, Punith Naik, Ying-Hsuan Sun, Philip L. Loziuk, Ting-Feng Yeh, Hoon Kim, Erica Gjersing, Todd Shollenberger, Christopher M. Shuford, Jina Song, Zachary Miller, Yung-Yun Huang, Charles W. Edmunds, Baoguang Liu, Yi Sun, Ying-Chung Jimmy Lin, Wei Li, Hao Chen, Ilona Peszlen, Joel J. Ducoste, John Ralph, Hou-Min Chang, David C. Muddiman, Mark F. Davis, Chris Smith, Fikret Isik, Ronald Sederoff, Vincent L. Chiang

## Abstract

A multi-omics quantitative integrative analysis of lignin biosynthesis can advance the strategic engineering of wood for timber, pulp, and biofuels. Lignin is polymerized from three monomers (monolignols) produced by a grid-like pathway. The pathway in wood formation of *Populus trichocarpa* has at least 21 genes, encoding enzymes that mediate 37 reactions on 24 metabolites, leading to lignin and affecting wood properties. We perturb these 21 pathway genes and integrate transcriptomic, proteomic, fluxomic and phenomic data from 221 lines selected from ~2000 transgenics (6-month-old). The integrative analysis estimates how changing expression of pathway gene or gene combination affects protein abundance, metabolic-flux, metabolite concentrations, and 25 wood traits, including lignin, tree-growth, density, strength, and saccharification. The analysis then predicts improvements in any of these 25 traits individually or in combinations, through engineering expression of specific monolignol genes. The analysis may lead to greater understanding of other pathways for improved growth and adaptation.

## Abstract (web summary)

A systematic analysis of lignin biosynthetic genes to quantitatively understand their effect on wood properties is still lacking. Here, the authors integrate transcriptomic, proteomic, fluxomic and phenomic data to quantify the impact of perturbations of transcript abundance on lignin biosynthesis and wood properties.

## Introduction

Wood has long been used as construction material and for pulp and paper production. Such uses are in considerable part determined by the properties of lignin in wood. Removal of lignin is the key step in pulp and paper production and the conversion of biomass to liquid biofuels. Lignin was discovered in wood by Anselme Payen in 1839 as the incrusting material that must be removed to isolate wood’s useful fiber, cellulose^1^. Lignin is a major phenolic polymer in plant secondary cell walls and is formed predominately from the oxidative polymerization of three major monolignols, 4-coumaryl alcohol (H-subunit, 20, Fig. 1), coniferyl alcohol (G-subunit, 22), and sinapyl alcohol (S-subunit, 24)^2^ in angiosperms. The monolignols polymerize around a framework of cellulose and hemicelluloses to form secondary cell walls in trees to make wood. Despite more than half a century of investigation, there is not yet a fundamental quantitative basis for understanding the regulation of lignin biosynthesis and its effects on the properties and utilization of wood.

**Fig. 1:**
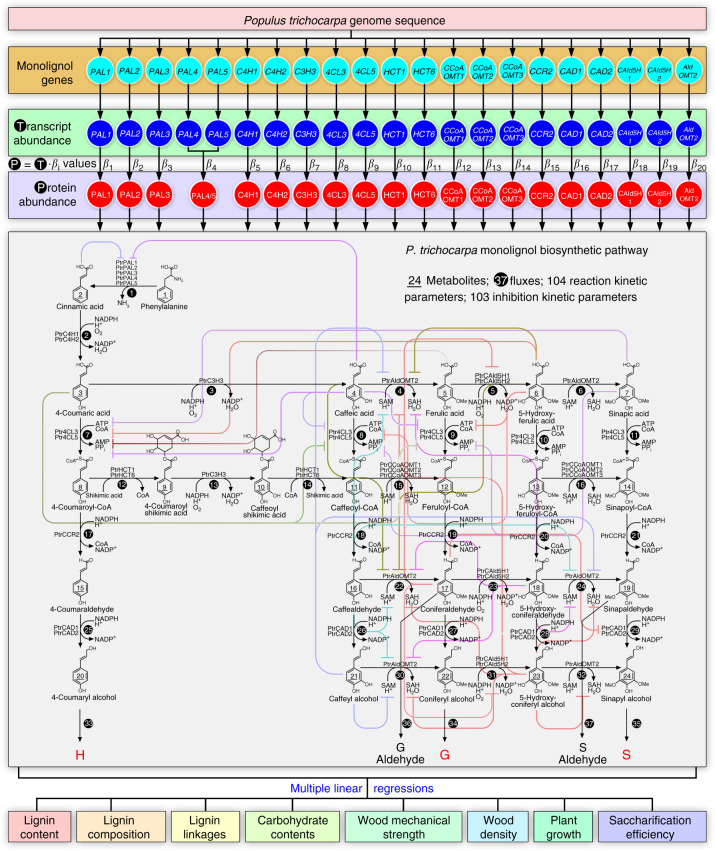
Our multi-omics integrative analysis of the monolignol biosynthetic pathway in *P. trichocarpa* predicts wood properties for wood utilization. The pathway is represented by 21 monolignol genes (turquoise circles) identified from the genome sequence, and their corresponding transcripts (blue circles) and proteins (red circles). The gene transcript abundances can be converted to protein abundances by specific *β*_i_ values from linear regression models (Supplementary Table 2). The monolignol proteins in a metabolic grid convert phenylalanine to monolignols in stem-differentiating xylem. The metabolic grid consists of 24 metabolites (underlined numbers within structures), 37 reaction fluxes (white numbers on black circles), 104 reaction kinetic parameters and 103 inhibition kinetic parameters. Other enzymes, regulators, and components are involved but genes encoding these factors are unknown or not yet sufficiently characterized to be included in this study. Fluxes 16, 20, 21, and 26 were set to zero because kinetic parameters for these reactions are not currently available. Colored lines represent pathway enzyme inhibitions. Multiple linear regressions predict the lignin and wood properties. Abbreviations: Reduced nicotinamide adenine dinucleotide phosphate (NADPH), oxidized nicotinamide adenine dinucleotide phosphate (NADP+), coenzyme A (CoA), adenosine triphosphate (ATP), adenosine monophosphate (AMP), pyrophosphate (PPi), S-adenosylmethionine (SAM), S-adenosylhomocysteine (SAH)

We now present a quantitative multi-omics integration of the regulation of lignin biosynthesis in wood formation in the model woody plant *Populus trichocarpa* (Torr. & Gray) that improves wood properties for utilization. The genome sequence of *P. trichocarpa*^3^ identified the genes for the biosynthesis of lignin from its monolignol precursors^4^. A core set of 21 genes^4^ (known at the onset of this study) encode specific enzymes that mediates a biosynthetic pathway of 37 metabolic-fluxes converting phenylalanine (1, Fig. 1) through 24 intermediate metabolites into the three monolignols (20, 22, and 24)^5^ for lignin formation that determines wood properties. Using transgenic *P. trichocarpa*, we systematically integrated five levels of regulation (genomic, transcriptomic, proteomic, fluxomic, and phenomic, Fig. 1, Fig. 2a, b) to quantify the effects of the expression of monolignol biosynthetic pathway genes on wood properties and wood utilization, such as saccharification (extraction of sugars) (Fig. 2c).

**Fig. 2:**
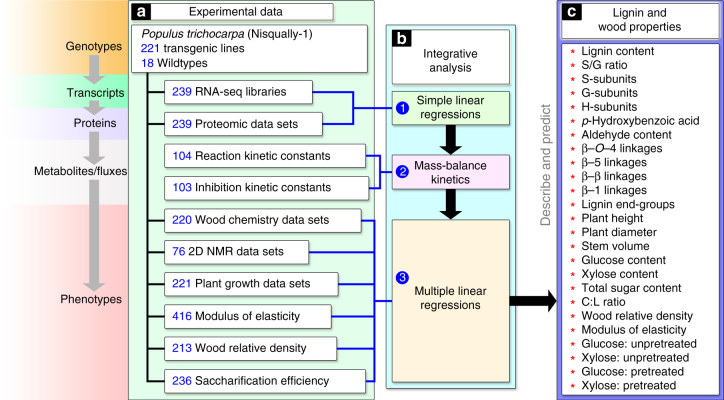
Systematic integrative analysis of lignin biosynthesis in *P. trichocarpa*. **a** The experimental data measured for the transgenics and wildtype. **b**(1-3) The quantitative relationships between transcript and protein abundances are represented by simple linear regressions. Monolignol pathway metabolites and fluxes are estimated using mass-balance kinetics. Multiple linear regressions associate the metabolite concentrations and fluxes with lignin and wood properties. **c** The 25 key lignin and wood properties

## Results

### Overall approach

The five level multi-omics integrative analysis involves three major steps (1–3, Fig. 2b). (1) Quantifying the relationships between the abundances of gene-specific transcripts and proteins. (2) Establishing the effects of gene-specific pathway protein abundances on metabolic-flux and metabolite concentrations. (3) Quantifying the effects of predicted metabolic-flux and metabolite concentrations on specific end products (lignin and other wood properties, Fig. 2c). We defined these relationships through xylem-specific transgenic perturbation of the 21 monolignol pathway genes (Fig. 2a, Supplementary Table 1; Supplementary Data 1) to provide a broad range of variation in the levels of gene expression and the downstream responses. Many of these genes are phylogenetically paired members within different gene families^4^. We therefore used RNA interference constructs (types I–III, Supplementary Fig. 1a) to downregulate individual genes, gene-pairs or gene families. Artificial microRNA constructs (type IV, Supplementary Fig. 1a) were also designed to target the specific downregulation of single genes within gene families. We generated ~2000 transgenic *P. trichocarpa* trees and selected 221 independent lines showing varying degrees of gene downregulation (Supplementary Table 1, Supplementary Data 1, Supplementary Note).

Monolignol biosynthetic genes are abundantly expressed in both fiber and vessel cells (the key wood-forming cells; Supplementary Fig. 1b) in stem-differentiating xylem. We isolated the stem-differentiating xylem from the transgenics and wildtype and analyzed 239 full transcriptomes and 239 proteomes to regress the abundances of transcripts and proteins (Fig. 2a, b). Using recombinant proteins from the 21 monolignol pathway genes used in this study, we determined 207 reaction and inhibition enzyme kinetic parameters to predict the effects of protein abundances on pathway metabolic-fluxes and metabolite concentrations (Fig. 2a, b, Supplementary Data 9)^5–8^. To determine the effects of metabolic-fluxes and metabolite concentrations on lignin and wood properties, we quantified the chemical composition of 220 wood samples, and 76 lignin samples using 2D HSQC NMR for lignin composition and structures (Fig. 2a, b, Supplementary Note describes the number of samples used for each quantification). We measured the growth of 221 lines, the modulus of elasticity (MOE) of 416 wood samples, the density of 213 wood samples, and tested 236 wood samples for saccharification efficiency (Fig. 2a, b, Supplementary Note). All these data were then systematically integrated to describe the transduction of biological information from the 21 monolignol genes through transcripts, proteins, metabolic-fluxes, and metabolite concentrations, leading to specific lignin and wood properties (Fig. 2a–c).

### Monolignol gene transcript and protein relationships

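RNA was extracted from stem-differentiating xylem, the newly formed wood tissue in which monolignol genes are abundantly expressed, of trees grown in 6 planting batches. Each library came from a pool of clonally propagated trees of a single line. The 239 libraries analyzed in the paper comprised 221 pools from transgenic lines and 18 wildtype pools, with 3 wildtype pools in every batch. Batches 1 to 6 held 15, 27, 47, 26, 55 and 51 transgenic pools. The authors prepared the libraries with the TruSeq kit, sequenced them on the Illumina GAIIx platform, mapped the reads to the P. trichocarpa genome v3.0 with Bowtie and TopHat, and counted reads per gene with BedTools. The deposited values are these raw counts for 41334 genes, before the authors' TMM normalization. Among the transgenic pools, the median total per library was 5.91 M counts in batch 1 (range 4.64 to 39.4 M), 32.1 M in batch 2 (13.4 to 46.0 M), 23.4 M in batch 3 (9.46 to 67.4 M), 22.8 M in batch 4 (5.38 to 61.9 M), 14.9 M in batch 5 (5.66 to 32.3 M) and 16.5 M in batch 6 (8.00 to 25.7 M). Among the wildtype pools, the median was 5.80 M in batch 1 (5.58 to 5.89 M), 7.91 M in batch 2 (4.57 to 9.08 M), 22.3 M in batch 3 (19.8 to 27.6 M), 25.7 M in batch 4 (14.7 to 93.5 M), 11.2 M in batch 5 (4.98 to 11.5 M) and 16.8 M in batch 6 (8.75 to 22.9 M). In batch 2, every transgenic library therefore held more counts than every wildtype library. For the values given beside the paper's statements, genes with low counts were left out with edgeR's filterByExpr, totals were scaled by TMM factors, and each construct was compared only with the 3 wildtype libraries of its own batch by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment. Pools entered these tests as replicates, although up to 3 pools came from the same clonal line. The filter, the scaling, the choice of reference and the treatment of pools of one line can each change the counts of genes. The count table lists genes by v3.0 identifiers without names, and 0 of its 41334 identifiers matched the 34621 genes of the reference table used for names (assembly P.trichocarpa_v4.1). The monolignol genes, including the targets of each construct, were therefore not assigned to table entries and their transcripts are not analysed here.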

We analyzed the whole transcriptomes of the stem-differentiating xylem of 221 transgenics and 18 wildtypes by RNA-seq (GEO accession number: GSE78953) (Supplementary Fig. 1c, d). Transgenic suppression provided broad variation in the levels of monolignol gene expression (Supplementary Fig. 2). Variation in gene expression arose from (1) targeted transgene suppression, (2) indirect (non-targeted) effects of other monolignol transgenes, and (3) seasonal and environmental effects (Supplementary Note, Supplementary Fig. 3). 

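The variance of log2 CPM (prior count 2) over the 239 libraries was divided into nested components of batch, construct within batch, line within construct and pool within line, for 25849 genes with a mean of at least 1 CPM. Batch held 38.9% of the variance summed over genes (SD 3.10 over the 6 estimates that each left out 1 batch, range 36.3 to 44.7%). Construct held 10.7% (SD 2.18, range 6.66 to 12.7%), line 19.0% (SD 2.33, range 14.7 to 20.8%) and pool 31.4% (SD 1.80, range 27.9 to 32.7%). The share of batch exceeded the share of construct in each of these 6 estimates. Taken gene by gene, the median share was 25.7% for batch and 38.2% for pool, so that pool held more than batch in the median and batch more than pool in the sum. Among the other settings tried, the mean of at least 10 CPM moved a summed share furthest, to 26.4% for pool, and leaving out TMM moved a median share furthest, to 46.0% for pool. Season, greenhouse conditions and any difference between batches in harvest or library preparation are held together in the component of batch, and any such difference within a batch enters the other components.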

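Genome-wide differences from wildtype were counted in 10 constructs, 1 for each gene family, with 6 to 12 pools from 3 or 4 lines each. In i15, directed at Ptr4CL3 and Ptr4CL5, 8127 genes were higher and 6939 lower than in the wildtype of the batch at an adjusted p under 0.05, together 56.2% of the 26808 genes tested. All 6 i15 pools belong to the 12 pools of batch 6 without a tree height in Supplementary Data 5, which lay farther from wildtype than the 38 pools with a height (mean root mean square log2 difference 1.48 against 0.561). An a12 library whose pool number differs between labels and paper was not joined to a height and is in neither group. Of the other 6 pools without a height, 4 came from a12 and a13, directed at Ptr4CL3 or Ptr4CL5 as i15 is, and 2 from i21 (PtrCCoAOMT3). Whether suppression of Ptr4CL, tree growth or a difference in harvest lies behind the count was not separated. In i35 (PtrCAD1 and PtrCAD2), 3201 genes were higher and 2642 lower. The numbers of higher and lower genes were 1622 and 2089 in i24 (PtrCCoAOMT1 and PtrCCoAOMT2), 1764 and 1610 in i20 (PtrC3H3), 1328 and 1381 in i8 (all 5 PtrPAL genes), and 466 and 741 in i69 (PtrC3H3, PtrC4H1 and PtrC4H2). Fewer genes differed in i29 (PtrCAld5H1 and PtrCAld5H2), with 59 higher and 173 lower, and in i30 (PtrAldOMT2), with 30 higher and 161 lower. No gene passed the threshold with edgeR in i19 (PtrHCT1 and PtrHCT6) or in i26 (PtrCCR2), where 1261 and 3786 genes had an unadjusted p under 0.05. DESeq2 called 32 genes in i19 and 560 in i26, so these counts of 0 depend on the tool. In data simulated with the layout of i8 at a dispersion of 0.05, 12.9% of DESeq2's calls and 4.60% of edgeR's were false. At a dispersion of 0.12 these shares were 17.4% and 2.27%, and edgeR recovered 129 of 200 changed genes. The common dispersion by construct was 0.138 in batch 5, which holds i19, and 0.152 in batch 4, which holds i26. The i19 lines were unlike one another, with line i19-7 at a mean distance (root mean square log2 difference) from wildtype of 1.70 and i19-8, i19-15 and i19-4 at 0.508, 0.511 and 0.563, so the 0 for the construct does not mean that no line changed. When the counts of the pools of a line were added up so that each line entered once, the number of genes changed from 5843 to 766 in i35 and from 3374 to 72 in i20, and it was 0 in i69 and in i30, where 2770 and 4484 genes had an unadjusted p under 0.05. The counts also depended on which wildtype library of the batch was left out. Without wildtype replicate 1, 2 or 3, in this order, the number of genes was 1688, 1274 and 2356 in i8, 444, 112 and 2119 in i69, 1730, 221 and 1948 in i20, 3045, 2581 and 4324 in i35, 568, 247 and 110 in i29, 1871, 2791 and 1783 in i24, and 17, 159 and 69 in i30.

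**Figure D1:**
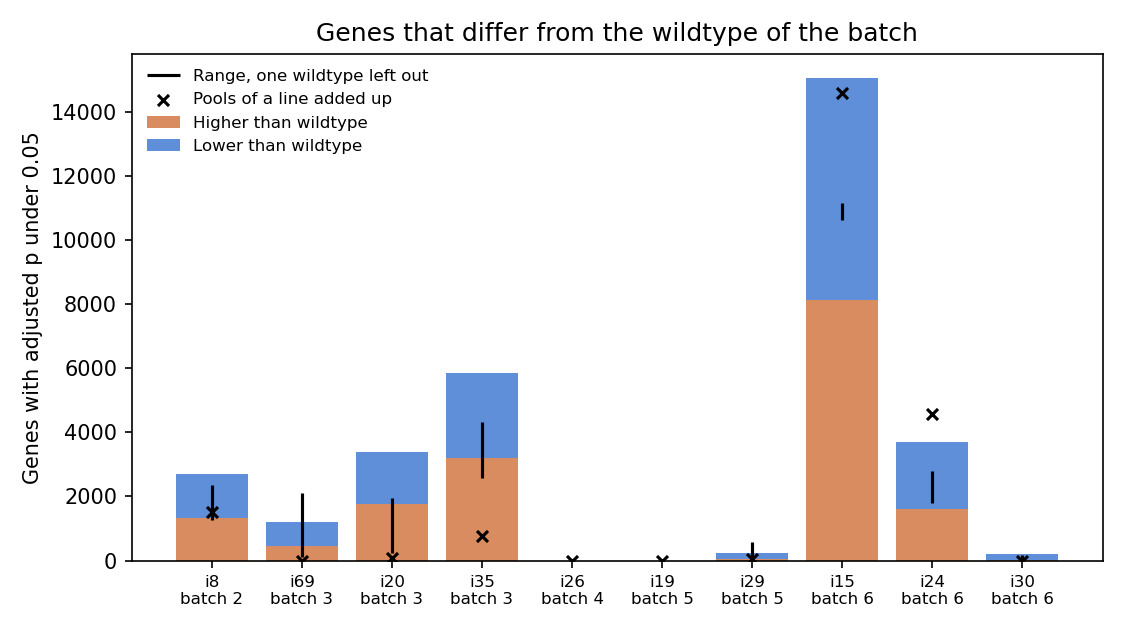
Number of genes with an adjusted p under 0.05 against the 3 wildtype libraries of the batch (vertical axis) in 10 constructs (horizontal axis, with their batch). Stacked bars give genes higher (orange) and lower (blue) than wildtype, vertical lines the range over the 3 fits that each left out 1 wildtype library, and crosses the number with the pools of a line added up. The bar of i15 reaches 15066 genes, and those of i26 and i19 are at 0.

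The i8 pools serve to name single genes, as 9 pools from 3 lines. Among the genes whose 9 pools all lay on the same side of the wildtype mean, the smallest p-values of genes that rose belonged to Potri.002G244900, at 15.0 ± 1.80 CPM (SD, n = 9 pools) against 1.58 ± 0.461 CPM (SD, n = 3 wildtype pools), a log2 fold change of 3.26 (standard error 0.196, adjusted p = 3.96e-07 from edgeR's quasi-likelihood test), and to Potri.008G062300, at 284 ± 74.0 CPM against 34.2 ± 3.93 CPM, a log2 fold change of 3.06 (standard error 0.251, adjusted p = 8.64e-06). Of the genes that fell, Potri.005G139000 went from 88.2 ± 19.0 CPM in wildtype to 1.17 ± 0.335 CPM, a log2 fold change of -6.22 (standard error 0.161, adjusted p = 3.62e-11), and Potri.001G412500 from 17.4 ± 0.930 CPM to 0.116 ± 0.0993 CPM, with 0 to 5 counts per i8 library (log2 fold change -7.18, standard error 0.314, adjusted p = 2.50e-08). Against the other PtrPAL constructs of batch 2 in place of wildtype, the changes of Potri.002G244900 and Potri.005G139000 had the opposite sign, at -0.35 and 0.40, neither past the threshold. Potri.008G062300 stayed higher in i8 there, with a log2 fold change of 2.82 (adjusted p = 1.22e-07 from edgeR), and Potri.001G412500 was not among the genes tested. Potri.001G412500 was at 0 to 0.388 CPM in all 27 PtrPAL libraries of batch 2. It was at 17.9 to 19.6 CPM in the wildtype and 3.64 to 488 CPM in the regulator libraries of that batch. Its low level was therefore not specific to i8. Against the other PtrPAL constructs of batch 2, i8 differed in 1832 genes, of which 639 were among the 2709 called against wildtype. Effects that all PtrPAL constructs share drop out of this comparison, whatever their cause. All 5 PtrPAL constructs of that batch departed from its wildtype in the direction that separates the wildtype of batches 3 to 5 from that of batch 1, with a correlation across 25790 genes, which are not independent replicates, of 0.715 in i8. Reads shared with near-identical gene copies are left as the authors' counting assigned them, so single genes with close copies are uncertain. The paper names its sources of variation (suppression of targets, indirect effects of other monolignol transgenes, season and environment) after describing the monolignol genes, whereas the counts here cover all genes and do not separate these sources.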

Targeted transgenesis always resulted in a wide range of target gene suppression (Fig. 3a, Supplementary Data 1). For example, the targeted transgenic suppression of *PtrPAL1* expression ranged from 18.4 (i8-8-2, Fig. 3a) to 92.5% (i6-9-3) of the parental wildtype level. *PtrPAL1* was also suppressed by homologous transgenes of its family members, such as *PtrPAL3* (Fig. 3b), and to a lesser extent, by transgenes of members from other families, such as *PtrAldOMT2* (Fig. 3b), through gene interactions. The indirect effect of genetic interactions was observed for many monolignol genes, suggesting unknown higher-order regulation (Fig. 3b). 

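Across the 18 wildtype libraries, 15033 of 27573 genes (54.5%) differed between the 6 batches at an adjusted p under 0.05, in edgeR's quasi-likelihood F-test of all batch coefficients together. For 25354 genes with a mean of at least 1 CPM, the highest batch mean exceeded the lowest by a median of 0.68 on the scale of log2(CPM + 1), with quartiles of 0.45 and 1.09. The highest of the 3 libraries within a batch exceeded the lowest by a median of 0.35 on the same scale. The batch means spanned more than 2-fold in 7273 genes (28.7%) and more than 10-fold in 506 genes. With wildtype replicate 1, 2 or 3 left out of every batch, 8105, 7564 and 6137 genes differed, and DESeq2's likelihood ratio test called 17765 genes. Season, greenhouse conditions, harvest and library preparation are not separated between batches here. The median wildtype total also differed, from 5.80 M counts in batch 1 to 25.7 M in batch 4. The table entry of PtrPAL1 was not identified, so these values describe the wildtype transcriptome as a whole.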

Seasonal and environmental effects in the greenhouse (Supplementary Note) also contributed to variations in transcript abundance, as seen for *PtrPAL1* expression in the wildtypes (white bars, Fig. 3a). These variations provided a broad range of gene expression to correlate transcript abundance and protein abundance, and increased the power of the integrative analysis.

**Fig. 3:**
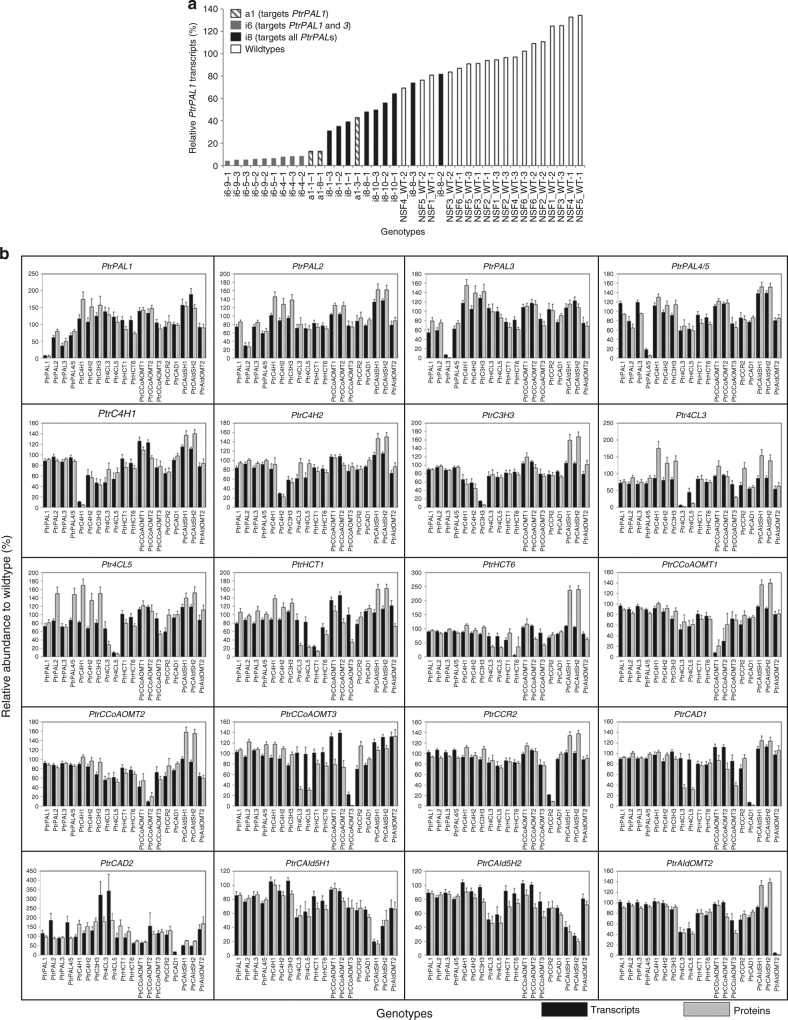
The abundance of the monolignol biosynthetic gene transcripts and proteins in transgenic *P. trichocarpa* lines. **a** Relative abundance of *PtrPAL1* transcripts in the transgenic and wildtype *P. trichocarpa*. White bars represent *PtrPAL1* transcript abundance in wildtype trees. Striped bars represent *PtrPAL1* transcript abundance in transgenic lines targeting the downregulation of *PtrPAL1*. Gray bars represent *PtrPAL1* transcript abundance in transgenic lines targeting the downregulation of both *PtrPAL1* and *PtrPAL3*. Black bars represent *PtrPAL1* transcript abundance in transgenic lines targeting the downregulation of all five *PtrPAL*s. **b** The *x*-axis represents the genotypes of the transgenic lines, and the *y*-axis represents relative transcript (black bars) and protein (gray bars) abundance to the average wildtype level. Error bars represent the standard error of at least three biological replicates

We determined the absolute quantities of the monolignol biosynthetic proteins in the stem-differentiating xylem of the 239 transgenics and wildtype using protein cleavage-isotope dilution mass spectrometry (PC-IDMS) and protein-specific stable-isotope-labeled internal standards, following Shuford et al. (2012)^9^. Specific reduction of protein abundance was observed in the downregulated transgenics for all monolignol pathway enzymes (Fig. 3b). Protein and transcript abundance for specific monolignol genes showed significant positive linear relationships (Fig. 4, Supplementary Fig. 2, Supplementary Table 2). We assembled a simple linear regression equation for each monolignol gene to describe the efficiency of translation of the transcript to the protein (equations 1–20, Supplementary Data 2). On average, each transcript molecule (inferred from RNA-seq, Supplementary Note) produces a steady-state level of ~1.5 × 10^4^ molecules of the protein (*β*_i_ values, Supplementary Table 2). Translation efficiencies are typically ~10^4^ in eukaryotes and ~540 in prokaryotes^10,11^. Different monolignol genes showed dramatically different efficiencies (*β*_i_ values, Supplementary Table 2, Supplementary Note). The monolignol gene transcript abundance explained on average 31% (coefficient of determination, *R*^2^ = 0.31) of the variation in protein abundance, which ranged from 53% (for *PtrPAL2*) to 3% (for *PtrCCoAOMT3*, a poor predictor) (Supplementary Table 2, Supplementary Note). The protein abundances predicted by the linear regressions were used in mass-balance equations to estimate metabolite concentrations and pathway reaction fluxes (Fig. 2b).

**Fig. 4:**
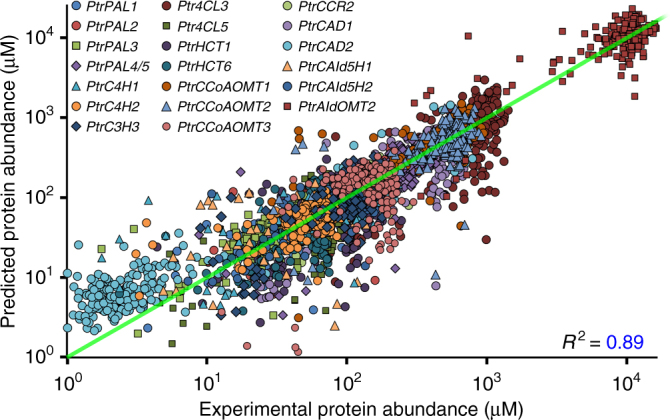
Regression of monolignol transcript/protein relationships. Transcript abundance is used in the linear regression equations (Supplementary Table 2) to obtain the predicted protein abundance (*y*-axis), which is regressed on the experimental protein abundance (*x*-axis). The equations can explain ~89% of the variation in abundance of the monolignol biosynthetic proteins in the 239 transgenic and wildtype samples, based on the abundance of the gene transcripts. Each data point represents the abundance of a monolignol gene for a replicate pool of one wildtype or transgenic line containing 3–5 clonally propagated plants

### Metabolic fluxes for monolignol biosynthesis

We previously measured 104 Michaelis–Menten kinetic parameters and 103 inhibition kinetic parameters for purified functional recombinant proteins of 21 monolignol genes^5,7^. These 207 kinetic parameters provide an approximation of the kinetic behaviors of the monolignol enzymes in vivo. We integrated these 207 kinetic parameters and the absolute quantity of monolignol proteins in stem-differentiating xylem into 39 mass-balance equations to predict the effects of changing the abundance of each pathway protein on metabolic-flux, total lignin content, and lignin S/G ratio^5,7^. We now extend these mass-balance equations (equations 21–59, Supplementary Data 2) to include the additional regulation that comes from some specific protein–protein interactions^12^ (Methods) and the transcript/protein regression equations (equations 1–20) to illustrate quantitatively how changes in the pathway gene transcript levels affect protein abundance, metabolite concentrations, metabolic-flux, and additional major lignin properties. These new properties include the abundances of the major lignin subunits (H, G and S) and their structural linkages, as well as two non-monolignol phenolics in lignin, based on semi-quantitative two-dimensional nuclear magnetic resonance (2D NMR) of lignin from transgenic trees. The non-monolignol phenolics are *p*-hydroxybenzoic acid and hydroxycinnamaldehydes (Fig. 2c, Fig. 1), which are usually present in minor quantities in lignin of wildtype *P. trichocarpa*. In transgenics modified in the expression of specific monolignol genes, the abundance of some of these non-monolignol phenolics incorporated into lignin is elevated (Supplementary Note) and affects wood properties (Supplementary Data 3–8).

Our current 59 equations (equations 1–59, Supplementary Data 2) describe how changes in monolignol transcript abundance affect protein abundances and the 37 metabolic-fluxes and 24 metabolite concentrations in the pathway (Fig. 1). We next characterized 25 major lignin and wood chemical and physical properties (Fig. 2c; and described in sections below) in the transgenics and wildtype (Supplementary Table 1) for multiple linear regressions (equations 60–84, Supplementary Data 2, Methods) to predict the effects of pathway flux and metabolite concentrations on these wood properties. The final 84 equations (equations 1–84, Supplementary Data 2) represent the quantitative relationships linking monolignol genes to transcripts, proteins, predicted metabolic-flux, predicted metabolite concentrations, and 25 lignin and wood chemical and physical properties (Fig. 2a–c).

### Wood chemical properties

To quantify the effects of monolignol gene perturbations on wood chemical properties, we analyzed stem wood from 203 transgenics and 17 wildtypes. Wildtype wood contains on average 21.7% lignin, 49.8% glucose, 16.2% xylose, 2.8% mannose, and 1.0% galactose (% = g/100 g dry wood), with a total carbohydrate to lignin ratio (C:L) of 3.2 (Supplementary Data 3). The C:L ratio is a direct indicator of the potential maximum cellulosic yield for wood pulp and maximum sugar yield for biofuels and other bioproducts. The levels of monolignol gene expression significantly altered the wood composition; we observed broad variation of lignin content that ranged from 9.4 to 25.0% (Fig. 5a). Glucose varied from 37.0 to 66.9% (Fig. 5b), xylose from 12.4 to 23.9% (Fig. 5c), mannose from 0.0 to 4.9% (Fig. 5d), and galactose from 0.1 to 2.9% (Fig. 5e, Supplementary Data 3, Supplementary Fig. 4). The C:L ratios of the transgenics ranged from 2.5 to 8.8 (Fig. 5f), demonstrating the feasibility of generating raw materials suitable for a wide range of end uses. Consistent with our previous finding^13^, lignin content showed a significant negative linear relationship with total carbohydrate (Fig. 5g), having a slope of −0.8 and a correlation coefficient of −0.4. Therefore, for every 1% reduction in lignin, the total carbohydrate increases on average by ~0.8% (% = g/100 g dry wood).

**Fig. 5:**
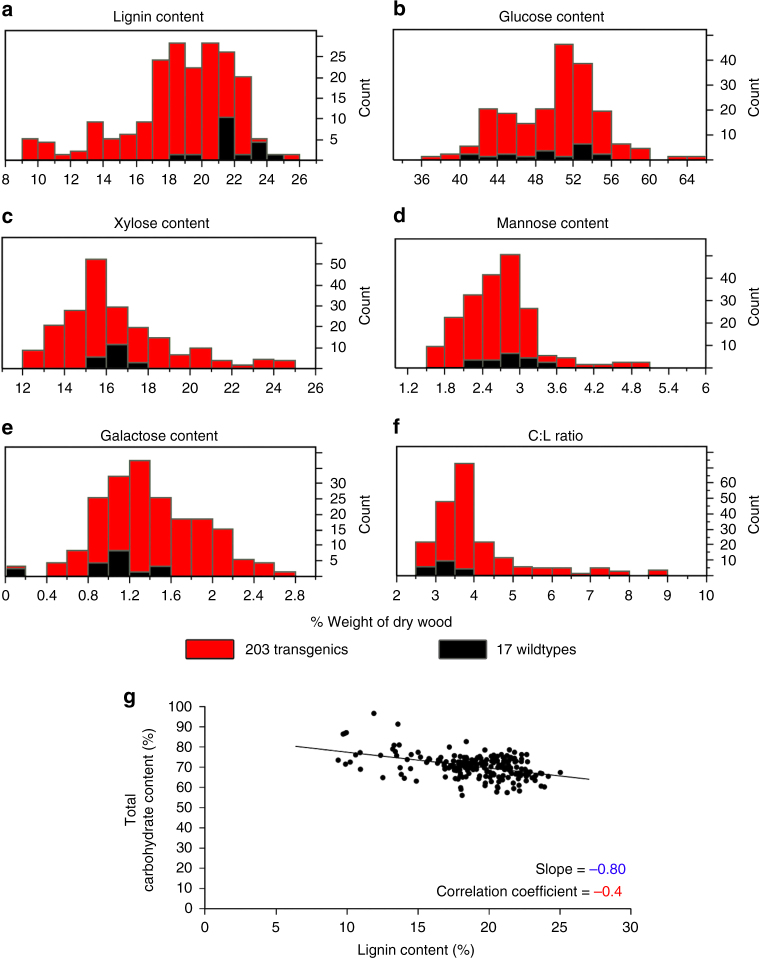
Variation of lignin and carbohydrate contents in transgenic and wildtype *P. trichocarpa*. **a** lignin, **b** glucose, **c** xylose, **d** mannose, and **e** galactose contents, and the carbohydrate to lignin (C:L) ratio **f** in the wood of transgenic (red bars) and wildtype (black bars) *P. trichocarpa*. See Supplementary Data 3. **g** Lignin and total carbohydrate contents are negatively correlated. The negative linear relationship has a slope of −0.8 and a correlation coefficient of −0.4. Each data point represents a replicate pool of one wildtype or transgenic line containing 3–5 clonally propagated trees

Lignin from 68 transgenics and 8 wildtypes was analyzed by 2D NMR to quantify lignin subunit composition and major interunit linkages (Fig. 6, Supplementary Data 4, Supplementary Fig. 5, Supplementary Fig. 6, Supplementary Note). Changing monolignol gene expression significantly altered lignin composition. In the lignin of transgenics, S-subunits ranged from 11.0 to 74.8%, G-subunits from 5.1 to 88.8%, H-subunits from 0.2 to 44.8%, *p*-hydroxybenzoic acid from 1.4 to 14.8%, and S/G ratios from 0.12 to 9.9 (Fig. 6b–o, Supplementary Data 4, Supplementary Note). The wide variation in lignin subunit composition also significantly altered the interunit linkages. β-Ethers (β–*O*–4-ether linkages) ranged from 76.9 to 95.9%, phenylcoumarans (β–5) from 1.2 to 16.3%, resinols (β–β) from 1.4 to 12.7%, spirodienones (β–1) from 0.0 to 3.5%, and cinnamyl alcohol end-groups from 4.6 to 14.2% (Supplementary Data 4, Supplementary Note).

**Fig. 6:**
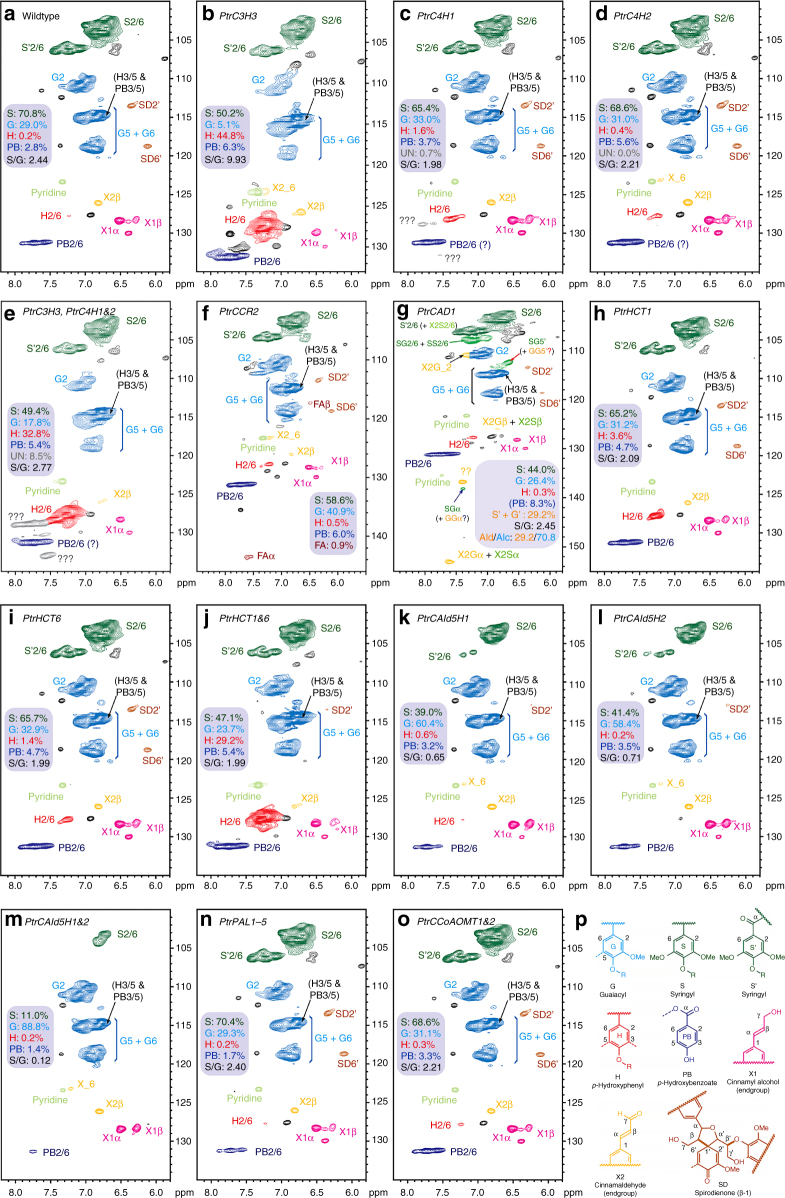
Composition of lignin quantified by 2D NMR. Partial (aromatic and double-bond regions) short-range 2D ^1^H–^13^C correlation (HSQC) spectra of enzyme lignin from wildtype (**a**), and an example of a transgenic *P. trichocarpa* line for each construct downregulated in the gene expression of **b** *PtrC3H3*, **c** *PtrC4H1*, **d** *PtrC4H2*, **e** *PtrC3H3* and *PtrC4H1*&*2*, **f** *PtrCCR2*, **g** *PtrCAD1*, **h** *PtrHCT1*, **i** *PtrHCT6*, **j** *PtrHCT1*&*6*, **k** *PtrCAld5H1*, **l** *PtrCAld5H2*, **m** *PtrCAld5H1*&*2*, **n** *PtrPAL1*–*5*, **o** *PtrCCoAOMT1*&*2*. S/G ratio and the percentage volume integrals of major lignin components are from contour volume integrals. **p** The chemical structures of the lignin monomeric subunits, color-coded to match their signal assignments in the spectra. See Supplementary Data 4 for all 2D NMR data

### Wood physical properties

The consequences of changing monolignol gene expression on plant growth, wood mechanical strength, and density has not previously been systematically investigated in any tree species within a uniform genetic background. We measured the growth (height, diameter, and stem volume) of 221 transgenic and wildtype lines (6-month-old). Plant growth was significantly affected by the downregulation of specific monolignol genes (Supplementary Data 5). Transgenics downregulated in *PtrHCT*, *Ptr4CL* and *PtrCCR* families showed severe growth reduction (Supplementary Data 5) that does not correlate with lignin content. Some transgenics with low lignin, such as *PtrPAL* transgenics with 9.4% lignin (% = g/100 g dry wood) (i7-2-2, Supplementary Data 3) showed growth similar to wildtype (i7-2-2, Supplementary Data 5). Growth is also not associated with lignin subunit composition or specific linkages (Supplementary Data 5), but the growth reduction has been attributed to collapsed vessel elements^14^, transcriptional reprogramming^15^, and accumulation of chemical inhibitors^16^ in some transgenics.

The MOE is a quantitative index of wood mechanical strength and is widely used to guide solid wood and engineered wood utilization. A higher MOE indicates that the wood is stiffer and less prone to deformation. We measured MOE perpendicular to the longitudinal axis for stem segments of 416 transgenic and wildtype trees (Supplementary Data 6). Transgenic trees showed broad variation of MOE that ranged from 355 to 6058 Mega-Pascals (MPa), compared to the wildtype (3763 ± 121 MPa) (Supplementary Data 6). MOE is substantially affected by the subunit content and composition of lignin. All transgenic trees with reduced lignin showed proportional reductions in MOE (Supplementary Data 3 and 6). Under conditions where total lignin content does not change, an increase in hydroxycinnamaldehyde units from 4.0 to 29.2% in lignin (i33-05, Supplementary Data 4) resulted in a ~61% reduction in MOE (i33-05, Supplementary Data 6).

Wood density (expressed as specific gravity, Supplementary Data 7) is one of the most important properties of wood because of its strong relationship to the yield and quality of wood products^17^. The density of 213 samples of transgenic and wildtype wood varied from 0.26 to 0.43 (wildtype = 0.36) (average density for each line, Supplementary Data 7). Wood density and mechanical strength (MOE) showed a positive correlation (coefficient = 0.57) (Fig. 7a). Each 0.01 unit increase in wood density corresponds to a 125 MPa increase in MOE (Fig. 7a). MOE per 0.01 unit increase in wood density for *P. cathayana* and *P. tomentosa* are 120 and 125 MPa, respectively, and averaged 166 MPa across 16 diverse woody plant species^18^.

**Fig. 7:**
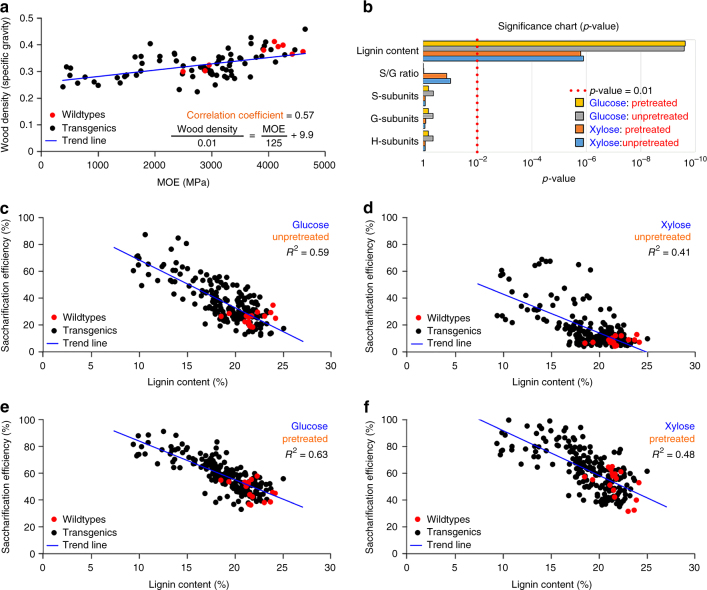
Quantitative relationships between wood relative density, MOE, lignin content, and saccharification efficiency. **a** The relationship between experimentally measured wood density and MOE. Each dot represents a replicate pool of one wildtype (red dots) or transgenic (black dots) line containing 3–5 clonally propagated plants. MOE and wood density show a positive linear relationship with a correlation coefficient of 0.57. Linear regression shows that each 0.01 increase in wood density corresponds to a 125 MPa increase in MOE. **b** Significance chart (*p*-value) shows that among the lignin properties, lignin content is the only significant effector (*p* < 0.01) of wood saccharification efficiency. The five highest *p*-values and the corresponding lignin properties are shown. **c**–**f** Wood saccharification efficiency is negatively correlated with lignin content. Scatterplots show the percentage release of glucose (**c**, **e**) and xylose (**d**,** f**) in the transgenic (black dots) and wildtype (red dots) *P. trichocarpa*. The wood samples were either unpretreated (**c**, **d**) or hot-water pretreated (**e**,** f**) (Methods). Each dot represents a replicate pool of one wildtype or transgenic line containing 3–5 clonally propagated plants. *R*^2^ denotes the coefficient of determination (percent variance explained by the regression)

### Saccharification efficiency and lignin

Wood is an attractive resource for sustainable biofuel and biomaterial production. However, the recalcitrant properties of lignin have impeded enzymatic saccharification for biofuels and bioproducts. Acid pretreatment is typically used to reduce lignin recalcitrance to facilitate enzymatic saccharification, but the process is costly and produces enzyme inhibitors^19^. Lowering lignin content reduces or eliminates the need for chemical pretreatment^20^. The saccharification efficiency of 236 wood samples of the transgenics and wildtype generated here was calculated from the quantities of glucose and xylose (the two main sugars in hardwood species) released from unpretreated or pretreated (Methods) wood samples (Fig. 7b–f). In unpretreated wildtypes, the saccharification efficiency of releasing glucose from glucans (cellulose and glucomannan) is 24.8%, and xylose from xylans is 8.3% (Fig. 7c, d, Supplementary Data 8). Unpretreated transgenic wood with reduced lignin showed high glucan saccharification efficiencies, up to 87.2% (Fig. 7c) and xylan up to 68.8% (Fig. 7d, Supplementary Data 8). Without pretreatment, every 1% (% = g/100 g dry wood) lignin content reduction results in a 3.5% increase in glucose saccharification efficiency (Fig. 7c) and a 2.8% increase in xylose efficiency (Fig. 7d). Pretreatment elevated the saccharification efficiencies of wildtype wood from 24.8 to 47.6% for glucose (Fig. 7e) and from 8.3 to 52.8% for xylose (Fig. 7f). Pretreatment together with transgenic reduction in lignin content further elevated wood saccharification efficiencies from 47.6 to 91.1% for glucose (Fig. 7e) and from 52.8 to 99.6% for xylose (Fig. 7f). The glucan and xylan saccharification efficiencies are strongly and negatively affected by lignin content whether the wood is pretreated or not (Fig. 7b–f), consistent with previous studies in alfalfa^21^ and Arabidopsis^22^. The efficiency in *P. trichocarpa* is not significantly affected by the lignin subunit composition or its linkage distribution (*p* > 0.01, Fig. 7b). Lignin and sugar composition have been shown to influence saccharification efficiency in Arabidopsis^22^ and unpretreated alfalfa^21^.

### Integrative systems analysis

We then systematically combined the individual quantitative effects of changing monolignol gene expression on protein quantity, predicted metabolic-flux, predicted metabolite concentration, lignin (content, subunit composition, and linkages), carbohydrates, growth, MOE, wood density, and saccharification efficiency for an integrative analysis (Fig. 2b). The analysis integrates 84 equations (Supplementary Datas 2 and 9, Methods), describing and predicting the behavior of the lignin biosynthetic pathway and the consequence of monolignol gene perturbations on the chemical and physical properties of wood. We validated the predictive capabilities of the analysis using five-fold cross-validation. The cross-validation includes re-estimation of all transcript/protein constants (*β*_i_ values) and multiple linear regression parameters in the absence of the validation data sets, thereby providing a validity check of the entire integrative analysis. The training data sets and the validation data sets (Fig. 8a) show similar *R*^2^ values, indicating that the integrative analysis equations are not overfitting the experimental data. With only transcript abundance as the input, the validated integrative analysis accurately captured the variation in lignin and wood properties of the transgenics and wildtype (Fig. 9). The integrative analysis explained on average 82% of the variation in lignin properties (Fig. 9a–m) and 72% for all 25 wood properties (Fig. 9a–y). Lower variations (*R*^2^ of 0.40 and 0.44, respectively) in glucose and total carbohydrates (Fig. 9q, s) were explained, indicating that these traits are more strongly regulated by mechanisms other than lignin biosynthesis. The analysis predictions and the experimentally measured values showed minimal bias (average bias = 0.96, Supplementary Table 3), suggesting that our integrative analysis has high predictive power. Quantitative estimation of the monolignol pathway fluxes and metabolite concentrations is necessary for the multiple linear regression equations to accurately predict lignin and wood properties (Fig. 8b, Supplementary Note).

**Fig. 8:**
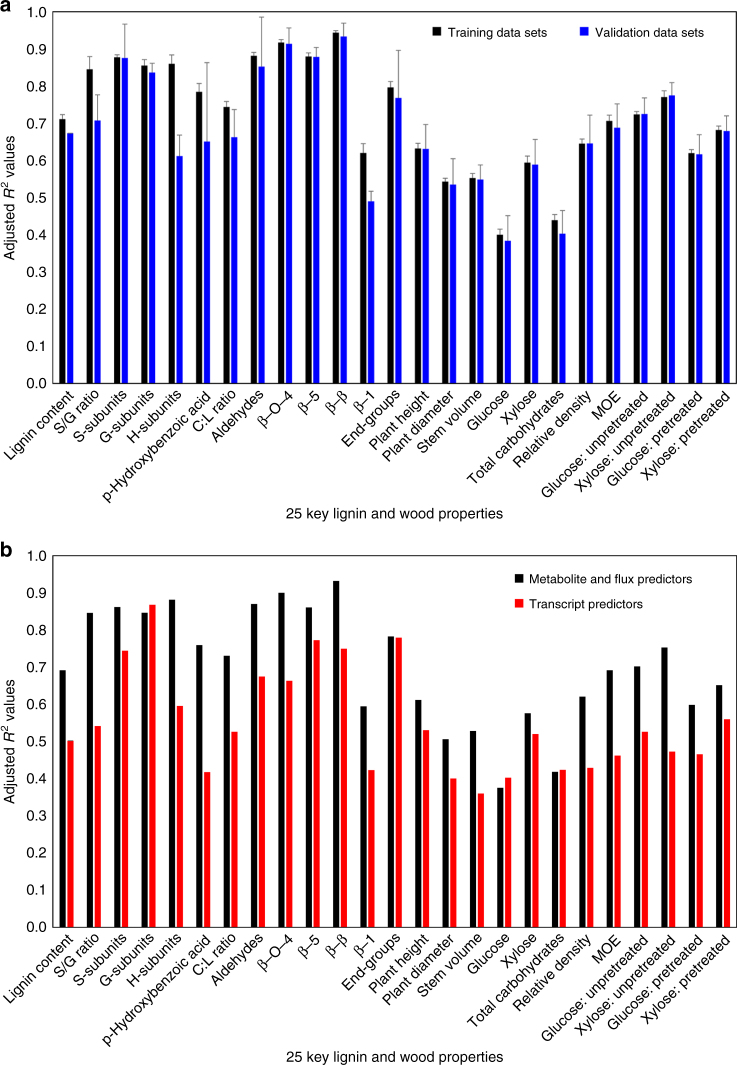
Integrative analysis validation. **a** Average adjusted *R*^2^ values for the training data sets (black bars) and the validation data sets (blue bars) for a five-fold cross-validation. Error bars denote the standard error of five sets of validations. **b** Adjusted *R*^2^ values for the lignin and wood properties predicted using either absolute transcript abundances as predictors (red bars) or metabolic-fluxes and metabolite concentrations as predictors (black bars). For both regression equations, an all-possible-model algorithm was used to determine the specific predictor variables. See Methods for detail. Adjusted *R*^2^ values represent variation explained by the regressions after adjusting for a different number of predictors

**Fig. 9:**
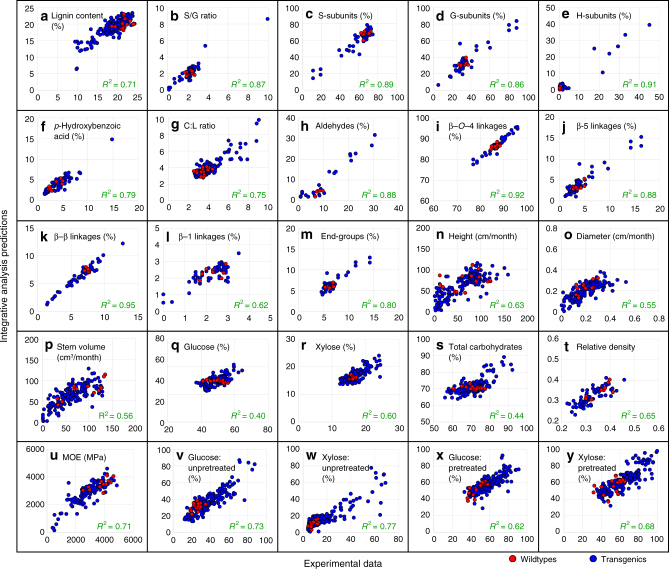
Scatterplots of the phenotypic variations captured by the lignin-based integrative analysis. The monolignol transcript abundance was used as the only input for the multi-level integrative analysis to predict the corresponding protein abundance, predicted metabolic-flux, predicted metabolite concentrations, and the 25 lignin and wood properties. The figure shows that transcript abundance is used to predict the 25 lignin and wood properties (*y*-axis, through the multi-level analysis), which are regressed on the experimental data (*x*-axis, measured in transgenics and wildtype). **a** Lignin content; **b** S/G ratio; **c** S-subunits; **d** G-subunits; **e** H-subunits; **f** *p*-Hydroxybenzoic acid; **g** Carbohydrate to lignin (C:L) ratio; **h** Aldehyde content; **i** β–*O*–4 linkages; **j** β–5 linkages; **k** β–β linkages; **l** β–1 linkages; **m** Cinnamyl alcohol end-groups; **n** Height; **o** Diameter; **p** Stem volume; **q** Glucose content; **r** Xylose content; **s** Total carbohydrates; **t** Relative density; **u** MOE; **v**–**y** Saccharification efficiency for glucose (**v**,** x**) and xylose (**w**, **y**) release from unpretreated (**v**, **w**) or pretreated (**x**,** y**) wood samples. The *R*^2^ values are coefficients of determination, showing the percent variation in dependent variables explained by monolignol gene transcript abundance as the predictor. Each data point represents a replicate pool of one wildtype or transgenic line containing 3–5 clonally propagated trees

### Strategic engineering of wood properties

Our integrative analysis (84 integrated equations, Supplementary Data 2) can guide the strategic engineering of wood for better timber and more efficient conversion to pulp and liquid biofuels. High quality timber is dense, strong, and resistant to pests and pathogens, whereas wood pulp and saccharification benefit from reduced wood recalcitrance and increased carbohydrate content. To understand the extent and direction to which specific monolignol genes or combinations of these genes affect lignin and other wood properties, we used the integrative analysis to predict the consequences of varying transcript abundance of a single monolignol gene or a gene family, while all other gene transcripts remained at wildtype levels (Fig. 10, Supplementary Data 10). Different genes and gene families show distinct and specific effects on lignin and wood properties (Fig. 10a, Supplementary Data 10, Supplementary Table 4, Supplementary Note). The effects of changing the expression of an entire gene family are greater than the effects of changing the expression of individual genes within a family (Supplementary Data 10), which indicates that individual family members are functionally redundant and maintain wildtype levels of lignin and wood formation.

**Fig. 10:**
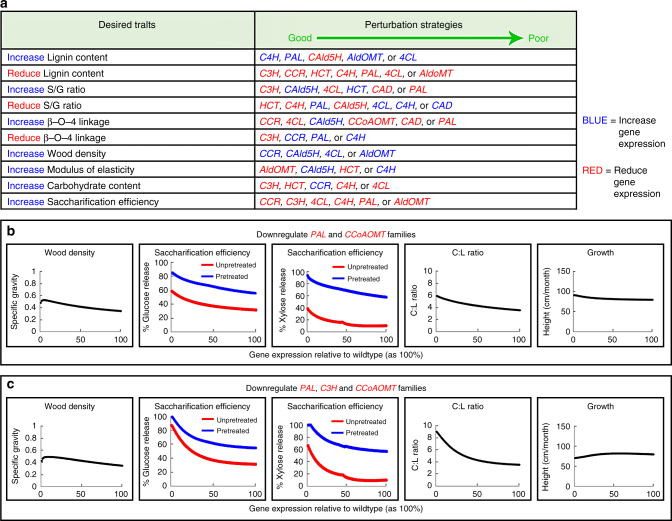
Strategic engineering of single or combinations of multiple lignin and wood traits through manipulating the expression of specific monolignol genes or combinations of these genes. **a** The integrative analysis based gene perturbation strategies to achieve specific desired wood traits. Perturbation strategies for each desired trait are arranged from the most significant effector to the least. Blue text represents increased gene expression, and red text represents reduced gene expression. **b**, **c** Examples of integrative analysis predicting how to simultaneously improve a combination of three key wood properties without significant impact on plant growth—downregulating two gene families (*PtrPAL* and *PtrCCoAOMT*) (**b**) or downregulating three gene families (*PtrPAL*, *PtrC3H*, and *PtrCCoAOMT*) (**c**). Each scatterplot is composed of 100 data points, representing 1 to 100% of wildtype transcript abundance

Our integrative analysis can be used to identify the best approach for improving single or combinations of multiple lignin and wood properties, while minimizing negative effects on growth. For example, we identified perturbation approaches for a maximal increase in three key properties, i.e., wood density, saccharification efficiency, and the ratio of carbohydrate to lignin (C:L), for more efficient biofuel and pulp/paper production, without significant impact on growth. We analyzed all possible combinations of monolignol gene perturbations, where each gene family was either upregulated, downregulated or remained at wildtype level (Methods). We then ranked these perturbations by the extent of improvement over wildtype for their predicted lignin and wood properties. For a single gene family perturbation, the integrative analysis predicts that the downregulation of *PAL* delivers the best overall improvement in wood quality. Compared to wildtype, *PAL* downregulation by 95% is predicted to exhibit ~70% increase in glucose release and ~260% increase in xylose release during saccharification, and ~60% increase in the C:L ratio (Supplementary Data 10). To achieve maximal improvement in all three key properties simultaneously, perturbation of multiple gene families is needed. Downregulation of both *PAL* and *CCoAOMT* genes by 95% (Fig. 10b) is predicted to increase wood density by ~53% over wildtype, with ~75 and ~220% increase in glucose and xylose release, respectively, and ~60% increase in the C:L ratio (Fig. 10b). Downregulation of *PAL*, *C3H* and *CCoAOMT* gene families is predicted to yield the best overall wood quality (Fig. 10c), with ~41% increase in wood density, ~153 and ~456% increase in glucose and xylose release, respectively, and ~140% increase in the C:L ratio (Fig. 10c).

Our integrative analysis provides a foundation for future work to incorporate additional regulatory processes that affect lignin and wood properties. For example, epigenetic and transcriptional regulation of monolignol gene expression could be incorporated to understand how developmental (e.g., G-lignin and S-lignin cell-types) and genetic variation affect these properties. Novel pathway components, such as the recently discovered caffeoyl shikimate esterases^23–25^, could also be incorporated and may further increase predictive power. To develop the designed transgenic trees with predicted wood and growth properties for utilization, field trials are essential to validate their viability. Field data on key growth and development regulations linking lignin and wood formation with environmental effects (i.e., biotic and abiotic stresses) could then be integrated into our analysis for a more comprehensive strategic engineering of wood properties.

## Discussion

Genetic perturbation of monolignol biosynthetic pathway expands the range of variation in monolignol gene transcripts, lignin and wood traits, and saccharification efficiencies, compared to a natural population of *P. trichocarpa*^26,27^. Sufficient downregulation of any monolignol gene family can modify the properties of lignin and wood. In many cases, these gene-specific downregulations also affect plant development. Specific combinatorial effects of changing the expression of multiple genes are necessary for trait modifications to alleviate negative effects on plant growth and adaptation. Our integrative analysis enables strategic designs for such combinatorial effects. The analysis has also indicated significant novel regulatory components that have not yet been investigated, such as where transcripts and proteins are not well correlated, and epistatic effects imply feed-back regulation. Field testing of the analysis in transgenic *Populus* will reveal more novel regulation associated with specific growth and adaptation effects that can be incorporated into the engineering designs. Our current integrative analysis is more directly applicable to wood formation in *Populus* spp. The applicability in other economically important species, such as Eucalypts and pines, remains to be determined. Monolignol biosynthetic pathway genes and metabolic fluxes may vary broadly across genera. With applicable multi-omics data, the integrative analysis approach used here provides a unique strategy that would allow improvements in multiple lignin and wood properties in any woody species. It also provides a general strategy for rigorous definitions of other biological pathways that could lead to a more comprehensive understanding and description of plant metabolism, growth, and adaptation.

## Methods

### Plant materials

*P. trichocarpa* genotype Nisqually-1 was used for all experiments. Wildtype and transgenic trees were grown in ½ Miracle-Gro Soil (Scotts Miracle-Gro products, Maysville, OH, USA) and ½ Metro-Mix 200 (Sun Gro, Bellevue, WA, USA) in a greenhouse (16 h light/8 h dark cycle with supplementary light of ~300 µE m^−2^ s^−1^)^28^. Wildtype trees for transformation were 6 months old. All transgenic and the corresponding wildtype trees in soil were grown in a greenhouse for 6 months before harvest for characterization.

### Constructs for transgenesis

Gene downregulation constructs were prepared for individual genes, phylogenetic gene-pairs, and gene families. We designed three types of RNAi constructs (types I–III, Supplementary Fig. 1a) and one type of amiRNA construct (type IV, Supplementary Fig. 1a) for these downregulations. Type I RNAi constructs can knock-down individual genes, such as only one xylem-specific family member (e.g., *PtrC3H3* or *PtrCCR2*) (Supplementary Table 1). Type II RNAi constructs with two cDNA silencing fragments (S1 & S2) suppress multiple genes. A type III RNAi construct with four cDNA silencing fragments suppress more genes simultaneously. Type IV is an amiRNA construct used to knock-down individual member within gene families that share high sequence similarities (>85%), such as genes in the *PAL* and *C4H* families.

Using the downregulation of *PtrPAL* genes as an example, five amiRNA constructs (Supplementary Table 1) were used to suppress each *PtrPAL* gene independently. A *P. trichocarpa* miRNA gene, *ptr-MIR408*, was used as the transgene to deliver the 21-nt mature amiRNA silencing sequence complementary only to a specific target gene region for transcript cleavage (knock-down). Then a type II RNAi construct (Supplementary Table 1) with two cDNA silencing fragments (S1 & S2) was designed to suppress the paired *PtrPAL1* and *3* genes. Another type II RNAi constructs (Supplementary Table 1) was designed to suppress the group of *PtrPAL2, 4*, and *5* genes. A type III RNAi construct (Supplementary Table 1) with four cDNA silencing fragments was designed to suppress all five *PtrPAL* genes simultaneously.

All of these constructs contained the *pBI* binary vector backbone. Its original 35S promoter was replaced by the xylem-specific promoter of *Ptr4CL3*, which we named pBI121-4CLXP plasmid^5^. A xylem-specific promoter ensures that the downstream transgene is specifically expressed in the wood-forming tissue of the transgenic trees. To prepare the gene knockdown constructs, the original *GUS* sequence of the pBI121-4CLXP plasmid was replaced by an RNAi or amiRNA transgene.

To assemble the RNAi transgene that targets multiple genes, such as genes in the same subgroup or all members of a gene family, one 150–300 bp sequence sharing over 70% sequence similarity between different target genes but less than 70% with untargeted genes was selected and used as the RNAi sequence. Such an RNAi sequence fragment was amplified from a cloned gene transcript sequence^4^. If that RNAi sequence did not have sufficient similarity to all target genes (>70%), more than one similar sequence was prepared and then assembled by overlapping PCR to form the type II and type III RNAi transgenes.

All RNAi fragments were amplified using primers with 3′ sequences that contained appropriate restriction sites. The amplified fragments were digested with restriction enzymes and assembled with a 600 bp GUS linker sequence (GL) to form an antisense: GL: sense fragment as an RNAi transgene sequence and cloned into an intermediate plasmid^29^. The assembled RNAi transgene fragments, confirmed by sequencing, were subcloned into the pBI121-4CLXP plasmid to replace the original GUS sequence^5^.

The amiRNA transgenes were prepared based on the Ptr-MIR408 transcript. The original miRNA408 and miRNA408* sequences were replaced by designed amiRNA and amiRNA* sequences using overlapping PCR^4^. All amiRNA sequences were designed using the online program WMD (http://wmd.weigelworld.org)^30^ based on the genome of *P. trichocarpa* v1.0 (JGI). The amiRNA sequences were designed using the “no off-target” option, i.e., the amiRNA had only one specific binding site in the target gene and avoided any possible off-target sites in other genes. AmiRNA* sequences and primer sets for integrating amiRNA and amiRNA* sequences into an amiRNA gene backbone were designed using the WMD program’s oligo function under the vector option RS3000 (MIR319a). To integrate the designed amiRNA and amiRNA* sequences into the Ptr-MIR408 transgene backbone, primer sets were modified by replacing the vector sequence of Ath-MIR319a (RS300 vector) with that of Ptr-MIR408. pBI121-based amiRNA expression binary vectors were assembled following Shi et al. (2010)^31^, except that the promoter-specific forward primer was designed for the xylem-specific promoter of the *Ptr4CL3* gene^5^. Transformation construct for simultaneously overexpressing *PtrCAD2* and downregulating *PtrCAD1* (type O, Supplementary Table 1) was prepared by the insertion of full-length *PtrCAD2* coding sequence after the *4CLXP*, and the cassette containing 4CLXP-PtrCAD2-NosT was inserted into the *PtrCAD1* (type I) construct. All binary constructs were introduced into *Agrobacterium tumefaciens* C58 for plant transformation^28^.

### Transgenic plant production

*P. trichocarpa* genotype Nisqually-1 was transformed to downregulate genes for monolignol biosynthesis by *Agrobacterium* transformation^28^ and RNAi or amiRNA constructs (Supplementary Fig. 1a)^30^ listed in Supplementary Table 1. To confirm positive transgene insertions, genomic DNA of putative plantlets was extracted from young leaf tissues using the Qiagen DNeasy Plant Mini Kit (Invitrogen/Life Technologies, Grand Island, NY). PCR assays using promoter forward primers and transgene-specific reverse primers were conducted for the putatively transformed plantlet along with a positive control, the transformation vector plasmid DNA, and a negative control, the genomic DNA from a wildtype tree. For each construct, we produced ~15 independent transgenic lines. Two vegetatively propagated copies of each line were grown in a greenhouse, and 6-month-old trees were analyzed by qRT-PCR to quantify the levels of target gene knock-down. To select transgenic lines that exhibit different levels of knock-down gene expression, stem-differentiating xylem tissues of transgenic lines of 6-months-old greenhouse-grown trees were collected for RNA extraction. Stem-differentiating xylem was scraped from the surface of the debarked stems using single-edge razor blades^32,33^. The collected tissues were frozen and ground into powder in liquid nitrogen. Total RNA was extracted using the Qiagen RNeasy Mini Kit (Invitrogen/Life Technologies, Grand Island, NY). Target gene transcript abundance was analyzed using qRT-PCR as in our previous studies^4^. Three to fourteen independent transgenic lines were selected per construct to represent varying levels of target gene expression. The selected lines were propagated to 9–15 copies each in the greenhouse. In this way, we produced ~2000 transgenic *P. trichocarpa* trees for our integrative analysis. All transgenic trees were grown in the greenhouse along with wildtype controls under the same conditions^29^. The same tissue and wood samples for each transgenic line and wildtype were used for all analyses (RNA, protein, and wood) (sections below).

Six-months-old trees were harvested for characterization. For each line, three biological replicates were collected; each replicate was a pool of 3–5 clonally propagated trees. 

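In the 221 transgenic libraries, 60 lines had 3 pools, 13 lines had 2 and 15 lines had 1. Between libraries of the same line, or of the wildtype of a batch, log2 CPM correlated across genes with a median Pearson's r of 0.970 over 346 pairs, from 0.689 to 0.994. The highest r between libraries of different lines was 0.996, so a high correlation is not specific to a line. These pairs include labelled libraries that the paper did not use. No library was identical to another. With each line as a group in edgeR, the biological coefficient of variation between pools of a line was 0.189 in batch 1, 0.154 in batch 2, 0.172 in batch 3, 0.330 in batch 4, 0.241 in batch 5 and 0.311 in batch 6. With all pools of a construct as a group, it was 0.244, 0.223, 0.284, 0.390, 0.371 and 0.425 in the same order, so that pools of different lines varied more than pools of one line in every batch.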

Fresh stem-differentiating xylem tissues were collected and stored in liquid nitrogen for analysis by RNA-seq and absolute protein quantification. The corresponding wood samples were collected for quantification of MOE, wood density, lignin content and composition, 2D NMR, wood composition and saccharification efficiency. The transgenic trees were produced and harvested in batches at different times each with wildtype controls, which were used to normalize data collected from different batches (Supplementary Note).

### Quantitative estimation of transcript abundance by RNA-seq

Total RNA from each replicate pool (containing 3–5 clonally propagated trees) was extracted using the RNeasy standard protocol (Qiagen, Valencia, CA). Each RNA sample was tested for concentration and purity using a NanoDrop spectrophotometer (Thermo Scientific, Wilmington, DE). The preparation of RNA libraries for sequencing followed Li et al. (2012)^34^, using the TruSeq RNA sample preparation kit (Illumina, San Diego, CA). The RNA libraries were pooled for multiplex sequencing using the Illumina GAIIx platform (Genomic Sciences Laboratory, North Carolina State University, Raleigh, NC). We mapped the FASTQ files from the Illumina GAIIx onto the genome of *P. trichocarpa* v3.0^3,35–37^, using Bowtie^38^ and Tophat^39^. BAM (Binary Sequence Alignment/Map) files were converted to raw counts using BedTool^40^, and normalized read counts were obtained using the Trimmed Means of *M* values^35–37,41^.

### Protein quantification by PC-IDMS

Total protein extracts were isolated from stem-differentiating xylem and processed using filter-aided sample preparation^9^. The absolute protein abundance of the monolignol biosynthetic enzymes was measured by PC-IDMS using a C18 column (75 µm × 15 cm), reversed phase nanoLC and selected reaction monitoring on a TSQ triple quadrupole mass spectrometer (Thermo Scientific, San Jose, CA)^9^. The spectral data was processed and integrated using Skyline^42^ to determine the absolute quantities of proteins in stem-differentiating xylem.

### Wood chemistry analysis of transgenics and wildtype

After stem-differentiating xylem tissue collection for RNA and protein isolation, the remaining wood stem segments (devoid of internodes 1–5) from the same transgenic and wildtype trees were used for wood chemistry analysis. The stem segments were extracted with 90% acetone for 48 h, followed by three additional extractions (each 48 h) using 100% acetone, and air-dried. The extractive-free stem segments were ground to a fine powder using a Wiley mill and sieved to 40–60 mesh and vacuum dried over P_2_O_5_. Acid-insoluble lignin and acid-soluble lignin contents were determined following the Klason procedure^43^. Sugars in the acid-soluble lignin fractions were quantified by a gas chromatography-flame ionization detector (GC-FID 7890A; Agilent, Santa Clara, CA)^43^, or neutralized using CaCO_3_, filtered through a 0.2 µm PVDF membrane (Pall Corporation, Port Washington, NY), and analyzed by an Infinity 1200 HPLC (Agilent, Santa Clara, CA). Pure compounds of glucose, galactose, xylose, mannose, and arabinose (Sigma, St. Louis, MO) were used as standards. The sum of lignin and sugar contents averages 91.6% (% = g/100 g dry wood) for wildtype trees; the uronic acid and acetyl contents in wood likely account for much of the remainder.

### Quantification of lignin composition and interunit linkages

To ensure that we analyzed essentially the entire lignin fraction of the wood, we utilized nothing more than enzymatic saccharification and did not attempt to further purify the lignin, utilizing the power of the whole-cell-wall 2D NMR methods^44,45^ to resolve components and extract data. To enrich lignin from the wood samples of transgenics and wildtype for 2D NMR analysis, extractive-free wood samples were ground to 40–60 mesh and vacuum dried under P_2_O_5_. The wood samples were then milled using a Pulverisette 7 Planetary Micro Mill (Fritsch, Idar-Oberstein, Germany) at 600 rpm, with six cycles of 30 min on and 15 min off. The milled samples were incubated with cellulase (Sigma C9422, St. Louis, MO) in the ratio of 1 g wood per 450 units of cellulase, for 48 h at 48 °C. The samples were washed twice with an acetate buffer (pH 4.5, 20 mM), followed by two more washes using distilled water, and were freeze dried. The lignin samples were analyzed without further purification to retain the entire lignin without fractionation. The lignin samples were dissolved in DMSO-d_6_/pyridine-d_5_ (4:1, v/v), then analyzed by a 700 MHz Bruker NMR instrument fitted with a cryoprobe for improved sensitivity^44^. S, G, H, and *p*-hydroxybenzoic acid levels were determined by integrating the H2/C2 correlations using Bruker’s Topspin 3.5 software (and expressing on an S + G + H = 100% basis); relative interunit linkage levels were from integrating Hα/Cα correlations and are expressed on the basis of the sum of the (β–*O*–4) + (β–5) + (β–β) + (β–1) levels^45^.

### Quantification of wood modulus of elasticity

Three 20-cm long stem sections were cut from the base of each transgenic and wildtype sample. The stem sections were kept in sealed plastic bags to prevent drying. The stem sections were cut to a length-to-width ratio of 16:1 and analyzed using a three-point bending test^46^ by a universal mechanical tester (MTS Insight, Eden Prairie, MN) to measure the MOE.

### Quantification of wood density

One-inch thick disks were cut from the base of each stem and were used to measure wood density (specific gravity) of each tree using the water displacement method^47^. Samples were weighed, dried in an oven at 103 ± 2 °C overnight and the oven dry mass measured. The density was calculated following the ASTM standards (D2395)^47^.

### Wood pretreatment and enzymatic hydrolysis

Extractive-free wood samples from wood chemistry analysis were either (1) subjected to hot-water pretreatment at 180 °C for 5 min in 96-well reactor plates (pretreated, see below), or (2) without pretreatment (unpretreated) prior to enzymatic hydrolysis. Enzymatic hydrolysis of unpretreated and pretreated samples was carried out using a high-throughput pretreatment and incomplete-saccharification hydrolysis technique to allow comparisons^48^. Briefly, 5 ± 0.3 mg dry extractive-free wood was weighed into custom-made 96-well Hastelloy reactors with Mobile Tool Management robotics (FreeSlate, Sunnyvale, CA). The reactor plates were sealed and pretreated (5 min at 180 °C) after 250 µL of water was added to each well. After cooling, 40 mL of CTec2 cellulase (Novozymes, Franklinton, NC) diluted in 1.0 M citrate buffer pH 5.0 was added to each well to a final loading of 70 mg protein/g glucan. For unpretreated samples, CTec2 was added directly to the reactor plates at the same concentrations as the pretreated samples. The reactor plates were sealed, and the enzymatic hydrolysis was performed at 50 °C for 70 h. The released glucose and xylose in the supernatants were quantified by sugar-specific oxidation-reduction assays^48^. For each independent wood sample, three analytical replicates were performed. Sugar release data were reported as weight percentage (wt%) of cell wall residues^48^ and then converted to % of total glucose or xylose content.

### Normalizing transcript and protein abundances and regression

We collected stem-differentiating xylem tissues in six separate batches at different times. Each batch of transgenic trees was planted with wildtype controls. We normalized the RNA-seq read counts of specific transcript and the quantities of specific peptides against the average of three replicates of wildtype in each batch (Supplementary Fig. 3). 

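The precision of the wildtype average was measured from the 3 wildtype libraries of each batch, over 23959 to 25920 genes with a mean of at least 1 CPM in the batch. The median coefficient of variation (CV) of a gene between the 3 libraries was 14.1% in batch 1, 14.3% in batch 2, 12.0% in batch 3, 16.7% in batch 4, 19.9% in batch 5 and 9.63% in batch 6. The standard error of the average of 3 libraries corresponding to this median was 8.13, 8.25, 6.91, 9.63, 11.5 and 5.56% of the mean. A division by the wildtype average carries this error into every transgenic value of the batch. Counting error by itself gives a median CV of 10.6% in batch 1, 10.2% in batch 2, 5.67% in batch 3, 4.01% in batch 4, 8.85% in batch 5 and 6.48% in batch 6 at the depth of these libraries.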

Linear regression for the transcript (predictor) and protein (dependent variable) abundances of the monolignol biosynthetic pathway genes in the stem-differentiating xylem of wildtype and transgenic *P. trichocarpa* was performed using JMP software (JMP^®^, Version 12, SAS Institute Inc., Cary, NC, 1989–2007).

### Integrative analysis

The integrative analysis is represented by equations 1 to 84 (Supplementary Data 2), coded in MATLAB (Supplementary Data 9). There are three main components to the integrative analysis (1–3, Fig. 2b): (1) the transcript/protein equations (2) the mass-balance kinetic equations and (3) the multiple linear regression equations used to predict the phenotypes (Fig. 2c). The integrative analysis is based on wood formation that consists of a mix of different cell types (fiber, vessel, and ray cells).

#### Transcript/protein equations

The integrative analysis takes the absolute transcript abundances as the input to predict protein abundances using simple linear regressions (*β*_i_ values, Supplementary Table 2). The simple linear regressions were constrained to intercept 0 (i.e., zero transcript = zero protein). The absolute transcript abundances in µM were estimated from the RNA-seq libraries^49^. Briefly, the raw read counts were normalized to reads per kilobase per million mapped reads, and calibrated to µM using monolignol transcript abundances determined from qRT-PCR of wildtype *P. trichocarpa* stem-differentiating xylem^49^. The predicted protein abundances were used as the input for the mass-balance kinetic equations.

#### Mass-balance kinetic equations

The mass-balance equations by Wang et al. (2014)^5^ assumed independence between the monolignol enzyme functions^5^. However, we showed that the two Ptr4CL isoforms (Ptr4CL3 and Ptr4CL5, Fig. 1), each with distinct kinetic and inhibitory properties, form a heterotetrameric protein complex in vivo in the ratio of 3:1^12^. This 4CL protein complex affects the specificity and reaction rates of CoA ligation (fluxes 7 to 11, Fig. 1)^12^, improves the stability/robustness of the pathway^50^, and constitutes an important component of metabolic regulation^12^. Therefore, we modified the mass-balance equations from Wang et al. (2014)^5^ to include the updated flux equations from Chen et al. (2014)^12^ and Lin et al. (2015)^7^, which incorporate the heterotetrameric 4CL protein complex for fluxes 7 and 8 (Fig. 1), and the associated complex enzyme inhibition kinetics. The modified equations (equations 21 to 59, Supplementary Data 2) were coded into MATLAB 2015b using the ordinary differential equation solver (ODE15s) to predict pathway metabolic-fluxes and metabolite concentrations. We presented evidence that three monolignol cytochrome P450 monooxygenases (PtrC4H1, PtrC4H2, and PtrC3H3) interact to form heteromeric protein complexes^51^. However, mass-balance kinetic equations that describe these interactions were not part of the integrative analysis because they are difficult to determine, and biochemical techniques are not currently available to assay the membrane-bound enzymes at different molar ratios. To determine the initial conditions, we used MATLAB and equations 21 to 59 to solve for the phenylalanine concentration when wildtype S/G ratio is 2.16 (equivalent to fluxes V35/V34, Fig. 1), a quantity based on our 2D NMR analysis of isolated lignin from the stem-differentiating xylem of wildtype *P. trichocarpa* (Supplementary Data 4). MATLAB shows that a phenylalanine concentration of 1.4 µM is necessary to produce a wildtype S/G ratio of ~2.16. The remaining metabolite concentrations vary dynamically in MATLAB until a steady-state is reached. The simulation time was set from 0 to 10,000 s, which provides sufficient time for the metabolic-fluxes and metabolite concentrations to reach steady-state values. We tested 10,000 sets of random initial metabolite concentrations (Latin Hypercube Sampling) to determine all possible steady-states and found 92% of all simulations settled at the same steady-state, suggesting that the pathway is robust to changing initial conditions. 4-Coumaryl alcohol (20, H-subunit precursor, Fig. 1), coniferyl alcohol (22, G-subunit precursor), and sinapyl alcohol (24, S-subunit precursor) are formulated as precursors of the terminal products (H, G, and S-subunits) that accumulate over the course of the flux analysis.

#### Multiple linear regressions

Using JMP Pro 12 (SAS Institute Inc., Cary, NC), an all-possible-model approach was used to determine which of the metabolites and metabolic-fluxes are the best linear predictors for each of the lignin and wood properties. The all-possible-model approach tests all combinations of metabolites and fluxes as predictors to identify the best multiple linear regressions (equations 60 to 84, Supplementary Data 2) that exhibit global minima in the corrected Akaike’s information criterion (AICc). To reduce multicollinearity, metabolites and fluxes with correlation coefficients >0.95 were omitted from the multiple linear regressions. The predicted lignin and wood properties from the multiple linear regressions are restricted to non-negative values, and the properties that have the unit of percentage (e.g., β–*O*–4 linkages) are restricted to a maximum value of 100%.

### Integrative analysis validation

The integrative analysis was validated using 5-fold cross-validation. For the 5-fold cross-validation, each of the 239 transgenic and wildtype lines was randomly sorted into five approximately equal sized groups. Using JMP Pro 12 (SAS Institute Inc., Cary, NC), an all-possible-model approach was used to determine which of the metabolites and fluxes were the best linear predictors for each group, based on the lowest AICc value. The all-possible-model algorithm re-estimates all regression parameters including the transcript/protein *β*_i_ values and the multiple linear regression constants. To prevent the algorithm from choosing fluxes and metabolites with very small values and assigning them a very large scaling factor, the metabolite concentrations and fluxes were rounded to five decimal places for this process. The predictors that yield the lowest AICc value were chosen to be included in the integrative analysis (Supplementary Data 2).

Direct validation of metabolite concentrations and metabolic-fluxes derived from the mass-balance equations (equations 21–59, Supplementary Data 2) is not possible because there is no reliable extraction technique that permits the quantitation isolation of monolignol pathway metabolites. We have investigated extensively the quantification of monolignol pathway metabolites in vivo, by synthesizing stable-isotope-labeled standard compounds and using advanced LC-MS/MS systems. Our analysis confirmed that monolignol pathway metabolites could not be reliably extracted from wood forming tissues for quantification. Similarly, metabolic-fluxes for monolignol biosynthesis cannot be validated experimentally, due to the complex enzyme inhibitory network that regulates the pathway. These technical difficulties have long prohibited the use of metabolite concentrations and metabolic-fluxes for experimental validation. The most direct means of validating the integrative analysis is by association to the content, composition, and linkage structures of lignin, which we applied in our five-fold cross-validation. Cross-validation is suitable here because its re-sampling technique allows for efficient use of all available data and provides a robust estimation of the validity of predictions with minimal bias and variability. Considering the integrative analysis is based on ~2000 transgenic trees, a small independent experiment would be insufficient to provide an adequate validation.

### Genetic engineering strategies for optimal wood properties

To identify the optimal approaches for improving any single or combination of lignin and wood properties, we used the integrative analysis to investigate all possible combinations of monolignol gene perturbations. Each gene family transcript abundance was either (1) upregulated to 1000% of the wildtype level, (2) retained at the wildtype level, or (3) downregulated to 5% of the wildtype level. Gene upregulation by 1000% is an estimate of the level of gene-specific overexpression feasible by transgenesis, and represents an extrapolated projection of how increasing monolignol gene expression affects lignin and wood traits. Such extrapolation is outside of the experimental data and should be interpreted with caution. In silico gene perturbations were limited to a simultaneous modification of one, two, or three gene families. Untargeted gene families were set at the wildtype level because indirect effects were not included in the integrative analysis equations (Supplementary Data 2). A total of 1161 unique combinations of monolignol gene family perturbations were tested using the integrative analysis (equations 1 to 84, Supplementary Data 2). The predicted lignin and wood properties were then individually ranked from the highest value to the lowest, or vice versa, depending on the desired traits. The gene perturbations that produced the most desired traits were reported in Fig. 10a. For maximal improvement of multiple lignin and wood properties, the best perturbation approaches were identified by ranking each predicted outcome based on the extent of the overall improvement over wildtype for the specific desired properties. To do this, we applied proportional scoring^52^ to each predicted outcome using the equation:

$$\mathop {\sum }\limits_{i = 1}^N ({\mathrm {predicted}}\;{\mathrm {property}}_i - {\mathrm {desired}}\;{\mathrm {property}}_i)^2$$

Where *N* represents the number of desired properties. The scores were then ranked from the lowest value (most desired outcome) to the highest (least desired outcome) to identify the best perturbation approaches (Fig. 10b, c).

### Data availability

The RNA-seq libraries are available under GEO accession number GSE78953. Proteomics, MOE, wood density, 2D NMR, plant growth, and wood chemistry data sets are available on CyVerse [http://mirrors.iplantcollaborative.org/browse/iplant/home/shared/LigninSystemsDB]. Correspondence and requests for materials should be addressed to V.L.C. ().

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

# Supplementary material for: Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis
**Source:** Nat Commun. 2018 Apr 20;9:1579. doi: 10.1038/s41467-018-03863-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis**

Wang *et al.*

**Supplementary Note 1**

**Monolignol biosynthesis:** Monolignols (4-coumaryl, coniferyl, and sinapyl alcohols that are the precursors to the H-, G- and S-subunits in lignin) are biosynthesized from phenylalanine through a metabolic grid consisting of 10 enzyme families and 24 metabolites (**Fig. 1**)^1,2^. In stem-differentiating xylem, a wood-forming tissue of *Populus trichocarpa*, five isoforms of phenylalanine ammonia-lyase (PtrPAL1–5) catalyze the deamination of phenylalanine to cinnamic acid^1,3-5^, which is then hydroxylated sequentially to 4-coumaric acid and caffeic acid by a membrane protein complex consisting of two isoforms of cinnamic acid 4-hydroxylases (PtrC4H1 and PtrC4H2) and a 4-coumaric acid 3-hydroxylase (PtrC3H3)^6^. 4-Coumaric acid is also activated to 4-coumaroyl-CoA by a hetero-tetrameric protein complex of 4-coumaric acid: CoA ligases (Ptr4CL3 and Ptr4CL5) in a 3:1 ratio^7^. 4-Coumaroyl-CoA can be reduced to 4-coumaryl alcohol (H-subunit) by a cinnamoyl-CoA reductase (PtrCCR2) and cinnamyl alcohol dehydrogenases (PtrCAD1 and PtrCAD2)^1^, or hydroxylated to caffeoyl-CoA by the cooperative reactions of two isoforms of hydroxycinnamoyl-CoA shikimate hydroxycinnamoyl transferases (PtrHCT1 and PtrHCT6)^4,8^, and the PtrC4H1/PtrC4H2/PtrC3H3 protein complex^6^. Recently, a caffeoyl shikimate esterase (CSE)^9-11^ was discovered in Arabidopsis that hydrolyzes caffeoyl shikimic acid to caffeic acid. Caffeoyl-CoA is methylated to feruloyl-CoA by three isoforms of caffeoyl-CoA *O*-methyltransferases (PtrCCoAOMT1–3), which is then reduced to coniferyl alcohol by PtrCCR2, PtrCAD1, and PtrCAD2^1,4^. Two isoforms of coniferaldehyde 5-hydroxylases (PtrCAld5H1 and PtrCAld5H2) and a 5-hydroxyconiferaldehyde *O*-methyltransferase (PtrAldOMT2) convert coniferaldehyde to sinapaldehyde, and coniferyl alcohol (G-subunit) to sinapyl alcohol (S-subunit) (**Fig. 1**)^12-14^.

**Generation of 221 transgenic lines of *P. trichocarpa* with modified expression of the core monolignol biosynthetic genes:** Transgenic perturbation provides a wide range of levels of gene expression and the downstream responses. Such variation is the foundation for integrative analysis because it allows us to determine the linearity of the relationships and to calculate the regression parameters, such as translation efficiency (*β*_i_ values, **Supplementary Table 2**). Genes expressed at a fixed transcript level may exhibit weak correlations with their corresponding protein abundance^15^. In contrast, genes expressed at a range of different levels may correlate well with their corresponding protein abundance^16^. Using a systematic gene perturbation approach with transgenic *P. trichocarpa*, we modified the expression of the 21 core genes involved in monolignol biosynthesis (**Fig. 1**, **Supplementary Table 1**) used in this study. Of the 21 pathway genes, 10 (from 5 families) had been targeted by transgenesis in previous studies (*PtrPAL*^17^, *Ptr4CL*^18^, *PtrC3H*^19^, *PtrCCR*^20^, and *PtrCAD*^20^), and 11 are perturbed for the first time in transgenic *P. trichocarpa*. The pathway for monolignol biosynthesis has been a target for genetic manipulation across diverse plant species^21^. We produced 28 transgene constructs for *P. trichocarpa* transformation (**Supplementary Table 1**, **Methods**). These include three types of RNA interference constructs (RNAi) (types I–III, **Fig. 1**), and one type of artificial microRNA construct (amiRNA) (type IV, **Fig. 1**). Type I RNAi constructs targeted the knock-down of individual genes, where gene-specific silencing is relatively predictable; such as for monolignol gene families with only one xylem-specific member (**Fig. 1**, **Supplementary Table 1**). Type II RNAi constructs contained two cDNA silencing fragments (S1 and S2) and were used to suppress monolignol phylogenetic gene-pairs (**Fig. 1**, **Supplementary Table 1**). A type III RNAi construct containing four cDNA silencing fragments was used to suppress all five members of the *PtrPAL* family (*PtrPAL1*–*5*) (**Fig. 1**, **Supplementary Table 1**). The amiRNA constructs were used to target single gene-specific knock-downs within families (**Fig. 1**, **Supplementary Table 1**)^22^. *PtrCAD2* transcript abundance is very low in stem-differentiating xylem^4^. Therefore, we used *PtrCAD2* overexpression (type O, **Supplementary Table 1**) to obtain broad variation in the levels of *PtrCAD2* transcript for the integrative analysis (**Methods**). The transgene’s expressions were driven by a Ptr4CLXP promoter for stem-differentiating xylem-specific expression^13^. Using these 28 transgene constructs, we produced ~2,000 transgenic trees. For each transgene construct, 3 to 14 independent lines (for a total of 221 lines) (**Supplementary Table 1**) exhibiting varying levels of transgene expression were selected and clonally propagated to 3 to 5 copies per replicate pool for characterization (**Methods**). All 221 transgenic lines and 18 wildtype samples were characterized by RNA-seq and quantitative proteomics (**Methods**). Our analysis of wood chemistry, lignin 2D NMR, MOE, density, and saccharification efficiency covered an extensive range of transgenic events (**Supplementary Data 3–8**). However, due to the large quantity of wood required for these specific analyses, not all the samples had enough wood or tissues for characterization by every analysis (**Fig. 2A**).

**Transcriptomic analysis of transgenic and wildtype *P. trichocarpa* stem-differentiating xylem:** Integrative analysis of transcriptomes depends on accurate quantification of gene expression^23^. The whole transcriptome RNA-seq is suitable for such quantification at the genome level with high sensitivity and reproducibility^24^. RNA-seq also allows deep sequencing of a specific tissue to determine which potential isoforms are expressed and functionally implicated in a pathway^25^. Using RNA-seq, we profiled the stem-differentiating xylem transcriptomes of all 221 transgenic lines and 18 wildtype controls of *P. trichocarpa*. About 5.06 billion sequence reads (0.53 terabases) were generated from the 239 RNA-seq libraries, averaging 21.2 ± 0.1 million reads (2.2 ± 0.1 billion bases) per library (**Supplementary Fig. 1c**). The RNA-seq reads showed on average an 89.9 ± 0.6% alignment rate to the *P. trichocarpa* genome v3.0. The biological coefficient of variation (BCV) that describes variation in transcript abundance across the 239 RNA-seq libraries showed a common dispersion of 0.217 (**Supplementary Fig. 1d**), which is lower than the BCV typically observed in transcriptomes of genetically identical organisms (BCV of ~0.25)^26^. This result indicates that our transcriptomes exhibit minimal global ectopic effects^26^. Reads mapping to *PtrPAL4* and *PtrPAL5* were quantified as a sum of the two genes because the surrogate peptide used for their corresponding protein quantification was a shared sequence, preventing independent quantification by protein cleavage-isotope dilution mass spectrometry (PC-IDMS)^27^. All transgene constructs were able to significantly knock-down their targeted monolignol biosynthetic genes in the transgenic *P. trichocarpa* (**Fig. 3a**, **b**, **Supplementary Data 1**).

**Normalization of transcript and protein abundances for regression analysis:** Our transgenics and wildtype were produced over time and data measurements were taken for the batches, which introduced batch-to-batch variations^28^. Batch effects were observed for most monolignol genes in the transgenic and wildtype *P. trichocarpa* (**Supplementary Fig. 3**). Batch effects arise predominantly from variations due to seasonal effects. Normalization is an effective and commonly used approach to correct batch effects^29^. We normalized the transcript and protein abundances using wildtype samples for each batch (**Methods**). Normalization corrected the batch effects (**Supplementary Fig. 3**) and resulted in an approximate normality of the transcript and protein abundances across the six batches, and therefore enabling the integration of data to examine the relationships between transcripts and proteins.

**The relationships between the abundances of transcripts and proteins:** The transcription/ translation processes are central components of gene regulation in the control of development and metabolism and therefore essential to understanding any specific metabolic pathway such as lignin biosynthesis. The efficiency of translation of transcript to protein is a complex process involving the formation of an initiation complex, protein factors, and tRNA-dependent elongation, and is also dependent on transcript abundance, sequence, structure, and stability^23,30^. To our knowledge, there is no previous work in plants on the efficiency of translation of all the genes involved in a specific metabolic pathway. Such information would provide insights into the coordinated regulation of the metabolic pathway, and how the regulation is controlled. Transcript abundance can predict protein abundance in yeast, bacteria, insects, nematodes, and human cells^31-35^. Most studies show weak to moderate correlations between transcript and protein abundance^15^.

For the proteins of the monolignol pathway, we could estimate the relative abundance of transcript equivalents measured as RNA-seq fragment reads, relative to the abundance of specific peptide fragments measured by quantitation of surrogate tryptic peptides in the wood-forming tissue of *P. trichocarpa.* Transcript abundance was a significant predictor of protein for genes *PtrPAL2* (coefficient of determination, R^2^=0.53), *PtrPAL4|5* (R^2^=0.48), *PtrCAld5H1* (R^2^=0.41), and *PtrC4H1* (R^2^=0.41). In bacteria and eukaryotes, such relationships are typically ~0.4 (R^2^)^23^. A strong transcript/protein relationship indicates that transcript level is a major determinant of the corresponding protein abundance. In genes *PtrCCoAOMT3*, *PtrHCT1*, *Ptr4CL5,* and *PtrHCT6*, transcript abundance was a poor predictor of protein quantity as shown by low R^2^ values (0.03 to 0.15) (**Supplementary Table 2**). Such weak transcript/protein relationships suggest that regulatory processes after transcription exert significant control over their protein abundance. These processes may include post-transcriptional, translational, and protein degradation regulation^23^. Some monolignol proteins are post-translationally modified by protein phosphorylation and glycosylation^36,37^.

The general relationship between transcript abundance and protein abundance (**Fig. 4**, **Supplementary Fig. 2**, **Supplementary Table 2**) for genes in the monolignol pathway is linear with a positive slope of 14,980 ± 5150 molecules of proteins per molecule of transcript. The protein-per-transcript ratios are consistent with the observation that stability (half-life) of proteins is usually a matter of days, compared to the transcripts where the half-life is more a matter of hours^15^. Therefore, the abundance of protein is likely to accumulate relative to the abundance of the transcript. However, different genes have dramatically different translational efficiency, which ranges from 2610 to 104,730 molecules of protein per transcript (*β*_i_ values, **Supplementary Table 2**). Therefore, even for genes in the same metabolic pathway, the conversion of their transcripts to proteins may be regulated differently.

Different translational efficiency was also observed between members of the same monolignol gene family. For example, the regression slopes (*β*_i_), or the number of protein molecules produced per molecule of the transcript, are much higher for the xylem-specific *PAL* genes (*PtrPAL2* and *4|5*) compared to the non-xylem-specific *PAL* genes (*PtrPAL1* and *3*) (**Supplementary Table 2**). The two *HCT* genes also show different regression slopes. For each molecule of the transcript, *PtrHCT6* produces ~480% more proteins than *PtrHCT1*. Similarly, *Ptr4CL3* transcripts produce ~200% more proteins than do the *Ptr4CL5* transcripts. Ptr4CL3 and Ptr4CL5 form a heterotetrameric protein complex in a ratio of 3:1^7^. Perturbations that alter the ratios of Ptr4CL3 to Ptr4CL5 could therefore affect metabolic-flux for monolignol biosynthesis. The *CCoAOMT* family is encoded by three members, *PtrCCoAOMT1*, *PtrCCoAOMT2* and *PtrCCoAOMT3*. The three *CCoAOMT*s have similar and high protein/transcript ratios of 12,720, 13,440 and 10,820, respectively. The cytochrome P450 monooxygenases *PtrC4H1, PtrC4H2* and *PtrC3H3* also have similar ratios of protein/transcript abundance. PtrC4H1, PtrC4H2, and PtrC3H3 form a heteromeric membrane protein complex^6^. The similar protein/transcript ratios suggest co-regulation of translational efficiencies of the protein complex.

The inclusion of transcript to protein relationships in an integrative analysis provides greater utility than an integrative analysis based on proteins alone. Traditional tree breeding and modern genetic engineering technologies such as RNAi, amiRNA, and CRISPR all rely on quantifying changes in transcript abundance. Transcripts can be reliably quantified by many genomic techniques, whereas absolute protein quantification remains challenging. We generated simple linear regression equations representing the efficiency of translation of transcripts to proteins for the monolignol biosynthetic pathway genes (equations 1–20, **Supplementary Data 2**). The regression equations were incorporated into the integrative analysis of monolignol biosynthesis (**Supplementary Data 9**) to predict the absolute abundance of the pathway proteins in the stem-differentiating xylem of *P. trichocarpa*, based on the corresponding transcript abundances.

To investigate the extent to which uncertainties between monolignol transcript and protein abundances impact predictive power of the integrative analysis, we tested either transcript or protein abundances as input to predict the 25 lignin and wood properties (**Fig. 2c**) in the transgenics and wildtype. An all-model-approach (**Methods**) was used to determine the multiple linear regression equations when protein abundances were the input. Similar average adjusted R^2^ values were observed for the 25 lignin and wood properties when either transcript (adjusted R^2^ = 0.70 ± 0.15) or protein (adjusted R^2^ = 0.64 ± 0.16) abundances were the input, suggesting that uncertainties between monolignol transcript and protein abundances do not significantly impact predictive power.

**Lignin composition and interunit linkages of transgenic and wildtype *P. trichocarpa*:** Perturbation of monolignol gene expression may cause significant changes in the biosynthesis of the type and quantity of monolignols, and result in altered lignin composition and the relative levels of the various interunit linkages. To quantify the effects of gene perturbation on lignin properties, we first developed and optimized a method to isolate the maximum possible yield of lignin with intact structural features (with their characteristic interunit linkages) (**Methods**). Using this optimized method, we performed 2D NMR analysis of 76 wildtype and transgenic *P. trichocarpa* lignin samples (**Supplementary Data 4**). Wildtype lignin is composed on average of 67.8% S-subunits, 31.9% G-subunits, 0.3% H-subunits, and 3.5% *p*-hydroxybenzoic acid (on an S + G + H = 100% basis); with 6.3% cinnamyl alcohol end-groups (end-groups are usually over-estimated in HSQC spectra^38^) (**Supplementary Data 4**). The subunits are linked on average by 86.5% β–*O*–4 linkages, 3.7% β–5 linkages, 7.5% β–β linkages, and 2.3% β–1 linkages (**Supplementary Data 4**).

In transgenic lines that target the downregulation of *PtrC3H3* (NSF3-i20-5, **Supplementary Data 4**), we observed a drastic increase in H-subunits (to 44.8%) (**Fig. 7b**), significantly reduced G-subunits (to 5.1%), and mildly reduced S-subunits (to 50.2%). This change in lignin composition is consistent with *C3H* downregulated hybrid poplar (*P. alba* × *P. grandidentata*)^39^. *p*-Hydroxybenzoic acid was increased (to 6.3%) (**Fig. 7**b, **Supplementary Data 4**). The increase in H-subunits may be the result of reduced metabolic-fluxes that convert 4-coumaric and 4-coumaroyl shikimic acids to caffeic and caffeoyl shikimic acids, respectively (fluxes 3 and 13, **Fig. 1**). Consequently, metabolic-flux may be redirected to the biosynthesis of 4-coumaryl alcohol for incorporation as H-subunits in lignin (20, **Fig. 1**). The remaining flux may then be preferentially directed to the biosynthesis of S-subunits (24, **Fig. 1**)^12,13^, resulting in a significant increase in the lignin S/G ratio (9.93) (**Fig. 7b**), despite the decreased S-subunit level. β–Aryl ether (β–*O*–4) unit levels in *PtrC3H3* transgenics were slightly lower (**Supplementary Fig. 5b**, **Supplementary Data 4**), consistent with the decreased S-subunit levels. Monolignols have a higher probability of β–aryl ether coupling to S-subunits in the growing lignin polymer during lignification because of the extra methoxyl group^39^. Spirodienones (β–1) were also reduced. Phenylcoumarans (β–5) and resinols (β–β) were higher (to ~230% and ~170% of wildtype, respectively) (**Supplementary Fig. 5b**, **Supplementary Data 4**) in the *PtrC3H3* transgenics. The main reason for these observations is likely the increased H-subunits.

Transgenic lines that target the downregulation of *PtrC4H1* (NSF4-a10, **Supplementary Data 4**) or *PtrC4H2* (NSF4-a9) showed no significant changes in lignin composition. The lignin aliphatic area of the HSQC spectra also did not show significant changes. However, for transgenic lines that target the downregulation of three monolignol hydroxylases (*PtrC3H3*, *PtrC4H1,* and *PtrC4H2*) (NSF3-i69-4, **Supplementary Data 4**), H-subunit levels were significantly elevated to 32.8% (**Fig. 7e**) compared to the wildtypes (0.3%, **Supplementary Data 4**). S- and G-subunits were both reduced (to 49.4% and 17.8%, respectively) (**Fig. 7e**) compared to the wildtypes. Spirodienones (β–1) were reduced in the transgenics (**Supplementary Fig. 5e**, **Supplementary Data 4**). There were new peaks at 7.79 ppm/128.8 ppm and 7.74 ppm/131.2 ppm, which represent structures that we are not yet able to identify (**Fig. 7e**).

For the *PtrCCR2* downregulated transgenic lines, the ferulic acid in lignin, although a minor component, was clearly increased (from ~0% to ~0.9%) compared to the wildtypes (**Fig. 7f**). A ferulic acid marker (*bis*–β–*O*–4–ether) that has previously been detected in *CCR*-downregulated plants^40^ was also identified in the *PtrCCR2* downregulated *P. trichocarpa* lignin (**Supplementary Fig. 6a–d**). *PtrCCR2* downregulation results in a minor reduction of S-subunits and a minor increase in G-subunits, reducing the S/G ratio to 1.43 (**Fig. 7f**) compared to the wildtypes (2.44) (**Fig. 7a**). A reduction in resinol units (β–β) to 3.3% (**Supplementary Fig. 5f**) was observed compared to the wildtypes. The reduction in S/G ratio and the reduction in resinol units are consistent because most resinol structures in lignin come from sinapyl alcohol dimerization^39^.

All *PtrCAD1* and *PtrCAD2* downregulated transgenic lines showed significantly elevated levels of aldehydes in lignin, compared to the wildtype (**Fig. 7g**, **Supplementary Data 4**). Aldehyde levels reached 30.4% in the most severely downregulated *PtrCAD* line (NSF3-i35-7, **Supplementary Data 4**), compared to ~4% in the wildtypes (**Supplementary Data 4**). Products resulting from the endwise coupling of coniferaldehyde and sinapaldehyde into the lignin polymer were readily observed in the 2D HSQC NMR spectra (**Fig. 7g**), confirming that the 4-hydroxycinnamaldehydes are functioning as lignin subunits^40^. *PtrCAD* downregulation did not affect the ratios of H:G:S in lignin (**Fig. 7g**, **Supplementary Data 4**). However, the *p*-hydroxybenzoic acid level (14.8%) (NSF3-i35-7, **Supplementary Data 4**) was drastically elevated compared to the wildtype (3.5%), suggesting the activation of a *p*-hydroxybenzoic acid specific pathway by *PtrCAD* downregulation. The transgenic lignin shows a minor increase in β-aryl ether (β–*O*–4) linkages, and a corresponding reduction in resinol (β–β) and phenylcoumaran (β–5) contents (NSF3-i33 and i35, **Supplementary Fig. 5g**, **Supplementary Data 4**). The reduced resinol and phenylcoumaran contents are likely due to the reduced S- and G-subunits, respectively^39^.

For transgenic lines that target the downregulation of *PtrHCT1* (NSF5-a17-4-1, **Supplementary Data 4**) or *PtrHCT6* (NSF5-a18-9-1), we observed minor increase in H-subunits (to 3.6% and 1.4%, respectively), compared to the wildtypes (0.3%). As a result, resinol (β–β) contents were slightly reduced, and phenylcoumaran (β–5) contents were slightly increased (**Supplementary Fig. 5h**, **i**, **Supplementary Data 4**). In contrast, when both *PtrHCT1* and *PtrHCT6* were downregulated (NSF5-i19-7-1, **Fig. 7j**, **Supplementary Data 4**), we observed a significant increase in H-subunits (to 29.2%), S-subunits were significantly reduced (to 47.1%), and G-subunits were slightly reduced (23.7%) (NSF5-i19-7-1, **Fig. 7j**, **Supplementary Data 4**). The drastic difference in lignin composition between single *PtrHCT* downregulation and the downregulation of both *PtrHCT*s suggests functional redundancy of *PtrHCT1* and *PtrHCT6*. Despite the large increase in H-subunits and reduction of S-subunits, lignin interunit linkage distributions were not significantly affected by the downregulation of *PtrHCT*s (**Supplementary Fig. 5j**, **Supplementary Data 4**), a feature that has been noted previously^41^.

Transgenic lines that target the downregulation of *PtrCAld5H1* (NSF5-a27-2-1, **Supplementary Data 4**) or *PtrCAld5H2* (NSF5-a28-3-1) showed significant reduction in S-subunits (to 39.0% and 41.4%, respectively) (**Fig. 7k**, **l**), and correspondingly increased G-subunits (to 60.4% and 58.4%, respectively) (**Fig. 7k**, **l**). Consequently, S/G ratio was reduced from 2.44 in wildtype (**Fig. 7a**) to 0.65 and 0.71, respectively for *PtrCAld5H1* and *PtrCAld5H2* transgenic lignin (**Fig. 7k**, **l**). One *PtrCAld5H2* downregulated line (NSF5-a28-1-1, **Supplementary Data 4**) showed significantly elevated H-subunit content (to 11%), which suggests additional regulation of the pathway. In transgenic lines that downregulated both *PtrCAld5H1* and *PtrCAld5H2* (NSF5-a29-2-1, **Supplementary Data 4**), S-subunits in lignin were further reduced to 11% and G-subunits were increased to 88.8% (**Fig. 7m**), resulting in a S/G ratio of 0.12 (**Fig. 7m**). *p*-Hydroxybenzoic acid content was reduced from 2.8% in the wildtypes to 1.4% in transgenic lignin (**Fig. 7m**, **Supplementary Data 4**). The drastic alteration in lignin composition also affected lignin interunit linkage distributions. Phenylcoumaran (β–5) contents were increased to 16.3% (**Supplementary Fig. 5m**) due to the increase in G-subunits. These results confirmed that the activities of PtrCAld5H1 and PtrCAld5H2 are additive for the biosynthesis of sinapyl alcohol (24, **Fig. 1**), and that the abundance of total PtrCAld5H is the primary determinant of S/G ratio in lignin ^12^. Downregulation of *PtrPAL* genes and *PtrCCoAOMT* genes resulted in no significant change in lignin composition or interunit linkages in *P. trichocarpa*, compared to the wildtypes (**Supplementary Data 4**).

**Modulus of elasticity:** Modulus of elasticity (MOE) represents the extent of wood deformation when a constant force is applied. MOE is an important index for the evaluation of wood mechanical properties and is crucial for solid wood and engineered wood applications^42^. MOE was measured perpendicular to the longitudinal axis for stem segments of 416 trees (**Supplementary Data 6**). The 416 trees correspond to 36 wildtypes and 128 replicate pools, with each pool containing 2 to 5 clonally propagated trees (**Methods**).

**Wood density:** Wood density (as specific gravity) is the ratio of the density of wood to the density of water. Most mechanical properties and physical properties are closely related to wood density^42^. Little is known about the density of wood of transgenic trees with altered monolignol genes. Horvath et al. (2010)^43^ found reduced wood density in transgenic quaking aspen (*P. tremuloides* Michx.) with reduced lignin content and increased S/G ratio.

We measured the wood density for 213 transgenic and wildtype trees (**Supplementary Data 7**). The wood density of the transgenic lines showed a large range from 0.26 to 0.43 with an average of 0.32 (**Supplementary Data 7**). The wildtypes have an average wood density of 0.36 (**Supplementary Data 7**), which is similar to the average wood density of mature *P. trichocarpa* trees reported^42^. The lowest wood densities were found in *PtrCAD*, *PtrC3H,* and *PtrC4H* transgenics produced in our study (**Supplementary Data 7**).

**Integrative systems analysis:** The integrative analysis captures the variation in the 25 key lignin and wood properties of our 239 transgenics and wildtype. Using transcript abundance as the only input, the integrative analysis explained a high percentage of the phenotypic variation in lignin content, composition, and C:L ratio (R^2^ from 0.71 to 0.91, **Fig. 9a–h**). Major lignin interunit linkages are also accurately explained (R^2^ from 0.62 to 0.95, **Fig. 9i–m**). The integrative analysis captures plant height, diameter, and stem volume with R^2^ values of 0.63, 0.55, and 0.56, respectively (**Fig. 9n–p**). Glucose, xylose, and total carbohydrate contents are captured with R^2^ values of 0.40, 0.60, and 0.44, respectively (**Fig. 9q–s**). Wood density and MOE are explained with R^2^ values of 0.65 and 0.71 (**Fig. 9t**, u). The integrative analysis of saccharification efficiency of unpretreated wood captured 73% and 77% of the variation in glucose and xylose release (**Fig. 9v**, **w**), and captured 62% and 68% of the variation in glucose and xylose release from pretreated wood (**Fig. 9x**, **y**).

Our integrative analysis can guide gene perturbation strategies to improve specific lignin and wood traits (**Fig. 10a**). For example, it predicts that lignin content can be reduced by severe downregulation of any monolignol gene family except for *CCoAOMT*, *CAD,* and *CAld5H* (**Fig. 10a**, **Supplementary Data 10**). The strongest lignin reduction is predicted for the downregulation of *C3H*, *CCR*, or *HCT* families (**Fig. 10a**), but these perturbations also inhibit growth (**Supplementary Data 10**). In contrast, the integrative analysis shows that downregulating the *PAL* or *C4H* genes can reduce lignin to ~8.7% (a 60% reduction based on wildtype lignin content) without significant effects on growth (**Supplementary Data 10**). The integrative analysis predictions are generally consistent with our experimental transgenic results, except for the *CCoAOMT* transgenics (**Supplementary Data 3**). A discrepancy between predictions and experimental observations may lead to novel mechanistic insights into lignin biosynthesis and the downstream effects of changing gene expression. The integrative analysis shows that the reduced lignin in *CCoAOMT* transgenics (**Supplementary Data 3**) is the consequence of epistatic effects that reduced the abundance of 4CL, HCT, CAD and AldOMT proteins (**Fig. 3b**), and not a direct result of reduced CCoAOMT activity.

**Monte Carlo simulations:** Monte Carlo simulation is a mathematical technique that uses repeated random sampling of predictor variables to derive a probability distribution for all possible outcomes ^44^. We used Monte Carlo simulation to explore the combinatorial output space of the integrative analysis that is beyond the space of the transgenics, thereby estimating the range and distribution of all possible lignin and wood properties attainable by changing monolignol gene expression. Transcript abundances with ±25%, ±50%, and ±100% variation from the wildtype values were input to the integrative analysis (equations 1–84, **Supplementary Data 2**) and the resulting lignin and wood properties were calculated. The Monte Carlo simulations show that increasing transcript variation in monolignol gene expression is much more likely to reduce lignin as opposed to increase lignin (**Supplementary Fig. 4a**). In contrast, saccharification efficiency is more likely to be increased in response to increasing variation in transcript abundance (**Supplementary Fig. 4k**). The Monte Carlo simulations also show that a subset of the randomly sampled expression levels of the monolignol genes may produce wood with improved phenotypic traits, such as elevation of S/G ratio, wood density, mechanical strength, and saccharification efficiency (**Supplementary Fig. 4**).

The Monte Carlo simulations (**Supplementary Fig. 4**) show that a ±25% variation around wildtype monolignol transcript abundance results in phenotypic distributions that are similar to the variations observed in wildtypes, indicating that stronger gene perturbations (>25%) are needed to affect lignin and wood properties. The predicted lignin and wood properties for ±50% or ±100% variation of the wildtype transcript abundances (**Supplementary Fig. 4**) show significant differences in their distributions when compared to the wildtype. Despite the increased transcript variation, the phenotypic distributions remained approximately normal, with the mean value similar to the wildtype, indicating a preferred steady-state wildtype level of gene expression effects (**Supplementary Fig. 4**). This result suggests a homeostatic response of the major lignin and wood properties to changes in gene expression.

**Global sensitivity analysis:** To determine the extent to which variation in lignin and wood properties can be apportioned to specific monolignol gene expression, we performed a global sensitivity analysis using Latin Hypercube Sampling (LHS)^45^ and Partial Rank Correlation Coefficient (PRCC) (**Supplementary Table 4**). LHS was used to randomly sample 2,000 sets of monolignol transcript abundances within the range of expression levels observed in the transgenics and wildtype (e.g., 4–307% for *PtrPAL1*, GEO accession number: GSE78953). PRCC of the 2,000 monolignol transcript profiles and their corresponding lignin and wood properties (predicted by the integrative analysis) then estimate the influence of each monolignol gene transcript on lignin and wood. A PRCC of 1 indicates that the gene transcript has a strong positive influence on the property; a PRCC of -1 indicates a strong negative influence; and a PRCC of 0 indicates no influence.

All monolignol gene families significantly influence (PRCC>0.3 or <-0.3, *p*<0.05)^46^ one or more lignin and wood properties (**Supplementary Table 4**). The extent and direction of influence varies among each gene family. For example, wood density is negatively influenced by *PtrCCoAOMT*s (PRCC = -0.685 to -0.101), but positively influenced by *PtrCCR2* (PRCC = 0.726). Within a gene family, members can influence the same properties (such as *PtrCAld5H*s), which suggests functional redundancy^12^. In contrast, gene family members that are distinct in their enzyme activities (such as Ptr4CL3 and Ptr4CL5)^7,47^ tend to influence different lignin and wood properties (**Supplementary Table 4**).

Of all the 500 possible combinations of a single monolignol gene influencing a single lignin and wood property, only 61 (12.2%) are significant (PRCC>0.3 or <-0.3, *p*<0.05)^46^. This indicates that each lignin and wood property may be insensitive up to 87.8% of all variations in monolignol gene expression. The insensitivity to gene transcript variation is supported by our transgenic data (**Fig. 5**) and Monte Carlo simulations (**Supplementary Fig. 4**), where the majority of lignin and wood properties approximate the wildtype level, despite modifications to the monolignol gene expression. This result provides further evidence for a homeostatic regulation of lignin biosynthesis in wood formation.

**Metabolic-flux mechanisms are essential for accurate prediction of lignin and wood properties:** To illustrate that the wood phenotypic traits are not simply direct reflections of transcript variation, we compared the predictive capabilities of multiple linear regression equations using either **(1)** metabolic-fluxes and metabolite concentrations as predictors (black bars, **Fig. 8b**) or **(2)** absolute transcript abundances as predictors (red bars, **Fig. 8b**). For the comparison, an all-possible model approach was used to test the specific predictor variables, and the regressions exhibiting lowest AICc values were selected to predict the lignin and wood properties (**Methods**). For 84% (21 out of 25) of the key lignin and wood properties, the predictive capabilities of the integrative analysis are significantly better when using the metabolic-fluxes and metabolite concentrations as predictor variables (black bars, **Fig. 8b**). For 4 (out of 25) wood properties (G-subunits, end-groups, glucose, and total carbohydrates), similar adjusted R^2^ values were observed when either transcript abundances or metabolites and fluxes were used as predictors, indicating that for these 4 properties, the variation is sufficiently captured by monolignol transcript abundances. More accurate predictabilities for metabolite and flux predictors are seen for lignin content, S/G ratio, *p*-hydroxybenzoic acid, C:L ratio, aldehydes, lignin linkage structures, growth, relative density, MOE, and saccharification efficiency (**Fig. 8b**). This result indicates that the transcript abundances (without the metabolic-flux mechanisms) are not enough to sufficiently describe the variations in most wood phenotypic traits characterized, and that the mechanistic-based mass-balance equations are necessary to more accurately predict these lignin and major wood properties.

**
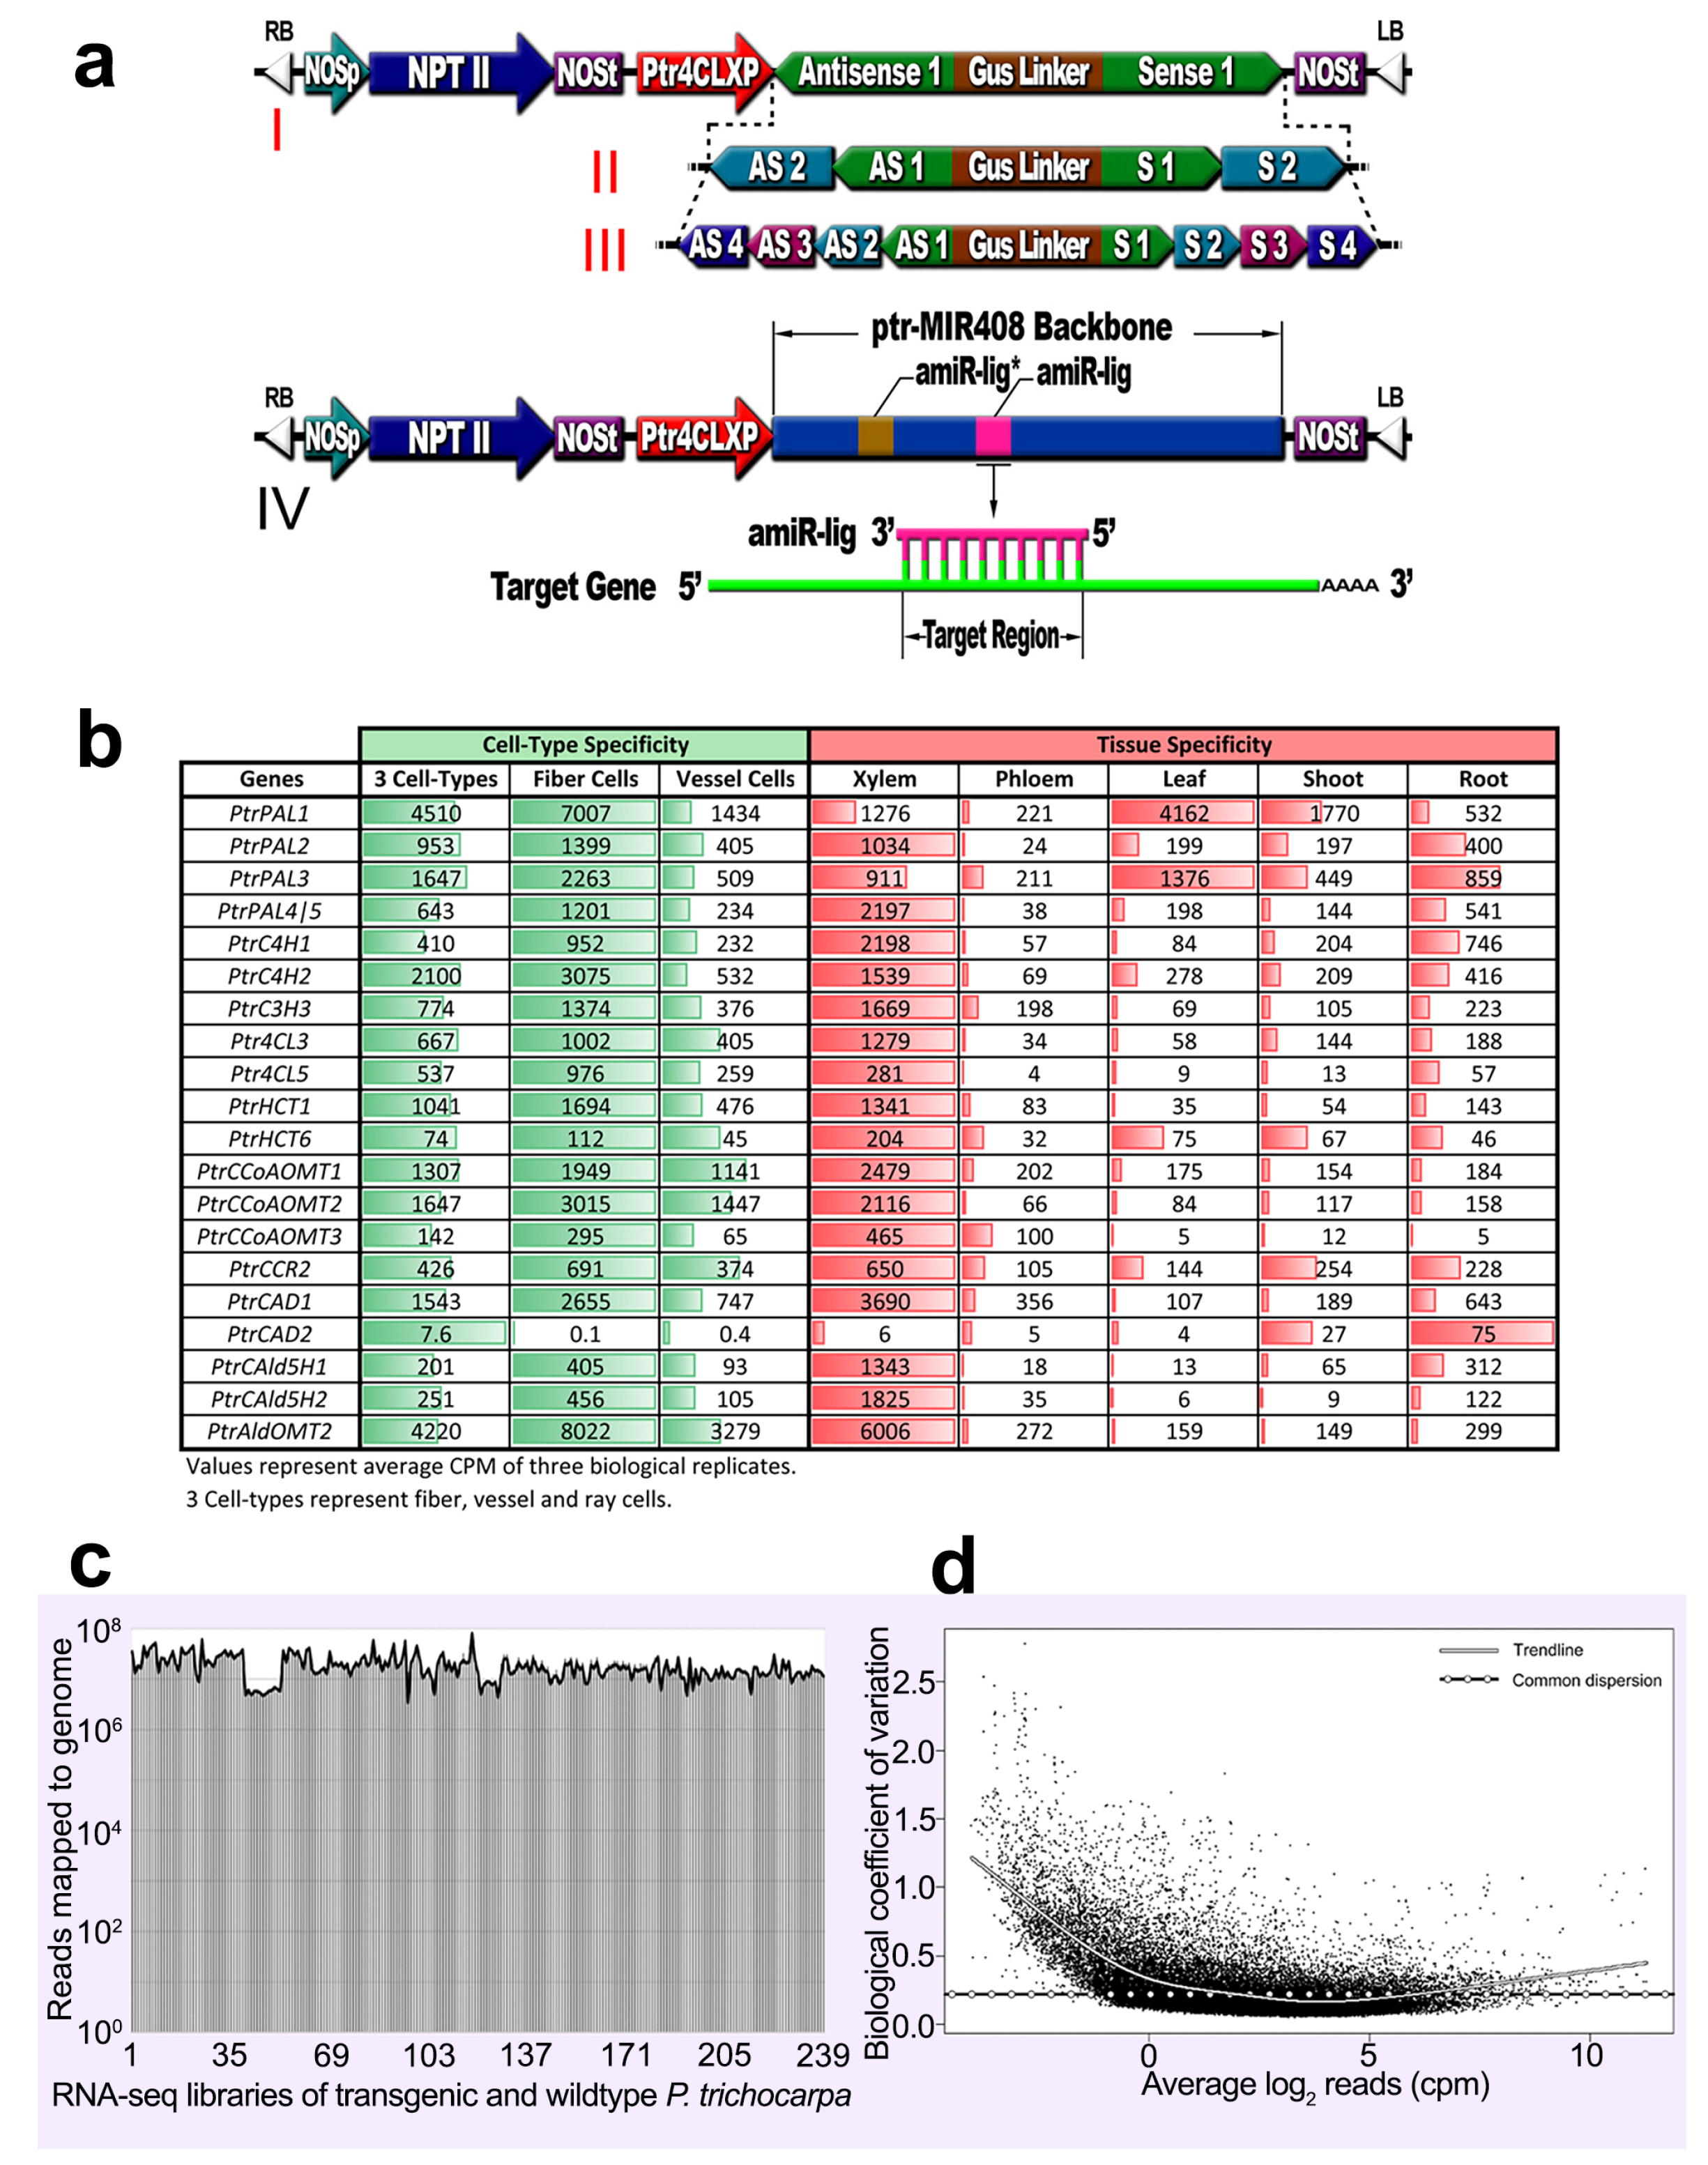
**

**Supplementary Figure 1 │ Transgene constructs, tissue and cell-type expression specificity of monolignol genes, and RNA-seq libraries of the transgenic and wildtype *P. trichocarpa*. a,** RNA interference constructs (types I to III; RNAi) and an artificial microRNA construct (IV; amiRNA) were used for gene-specific downregulation of the monolignol biosynthetic genes. See **Methods** for more details on the preparation of these constructs. Abbreviations: Nopaline synthase promoter (NOSp); neomycin phosphotransferase II (NPT II); nopaline synthase terminator (NOSt); *Ptr4CL3* native xylem-specific promoter (Ptr4CLXP)^13^; sense strand (S); antisense strand (AS); specific 21-nt mature amiRNA silencing sequence (amiR-lig). **b,** The tissue and cell-type expression specificity of the core monolignol biosynthetic genes in *P. trichocarpa*. Green bars show the transcript abundances of the monolignol genes in fiber cells, vessel cells, or a mixture of fiber, vessel, and ray cells (3 cell-types). Monolignol gene expression is generally higher in fiber cells compared to vessel cells. Red bars show the transcript abundances in xylem, phloem, leaves, shoots, and root tissues of wildtype *P. trichocarpa*. The values represent average count-per-million (CPM) reads of three biological replicates. 

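Summed over all genes, the 239 libraries held a mean of 20.8 M counts (SD 12.9, standard error 0.836) and a median of 17.5 M. The deposited counts cover reads assigned to genes, and the paper's reported mean, 21.2 ± 0.1 M, is of sequence reads. The totals differed by a factor of 20.5, and 27389 to 35570 genes per library had at least 1 count. The 221 transgenic libraries had a mean of 21.1 M counts (SD 12.2) and the 18 wildtype libraries a mean of 17.7 M (SD 20.4). Differences between batches exceeded the difference between these groups.

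**Figure D2:**
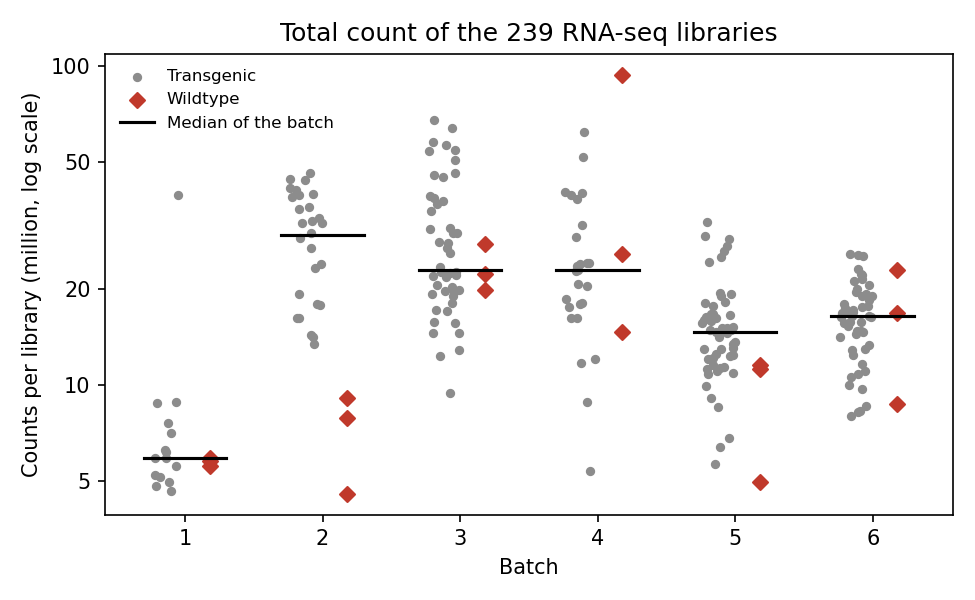
Total count of each of the 239 libraries, in M counts on a log scale (vertical axis), by batch (horizontal axis). Gray dots are transgenic libraries, red diamonds wildtype libraries, and black lines the median of the batch, which lies between 5.89 M in batch 1 and 29.4 M in batch 2.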

The tissue and cell-type gene expression analysis is described in Chen et al. (2014)^7^. **c,** The transcriptomes of the stem-differentiating xylem of transgenic and wildtype *P. trichocarpa.* The number of sequencing reads that mapped to the *P. trichocarpa* genome v3.0 for each of the 239 RNA-seq libraries (GEO accession number: GSE78953). **d,** The biological coefficient of variation that describes the variation in transcript abundances between the RNA-seq libraries. 

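With construct within batch as the groups (34 groups) and 32662 genes past edgeR's filterByExpr, the common dispersion of the 239 libraries was 0.124 and its square root, the biological coefficient of variation (BCV), was 0.353. Estimated within single batches, the BCV had a mean of 0.323 (SD 0.0839). The choice of groups moved this value most. With each transgenic line as a group (94 groups), the common dispersion was 0.0641 and the BCV 0.253, and with no groups they were 0.330 and 0.574. The 18 wildtype libraries, with batch as the group, had a common dispersion of 0.0552 and a BCV of 0.235.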

Each dot represents the average expression and variance for each gene in the genome, with the trend line and the common dispersion overlaid.

**
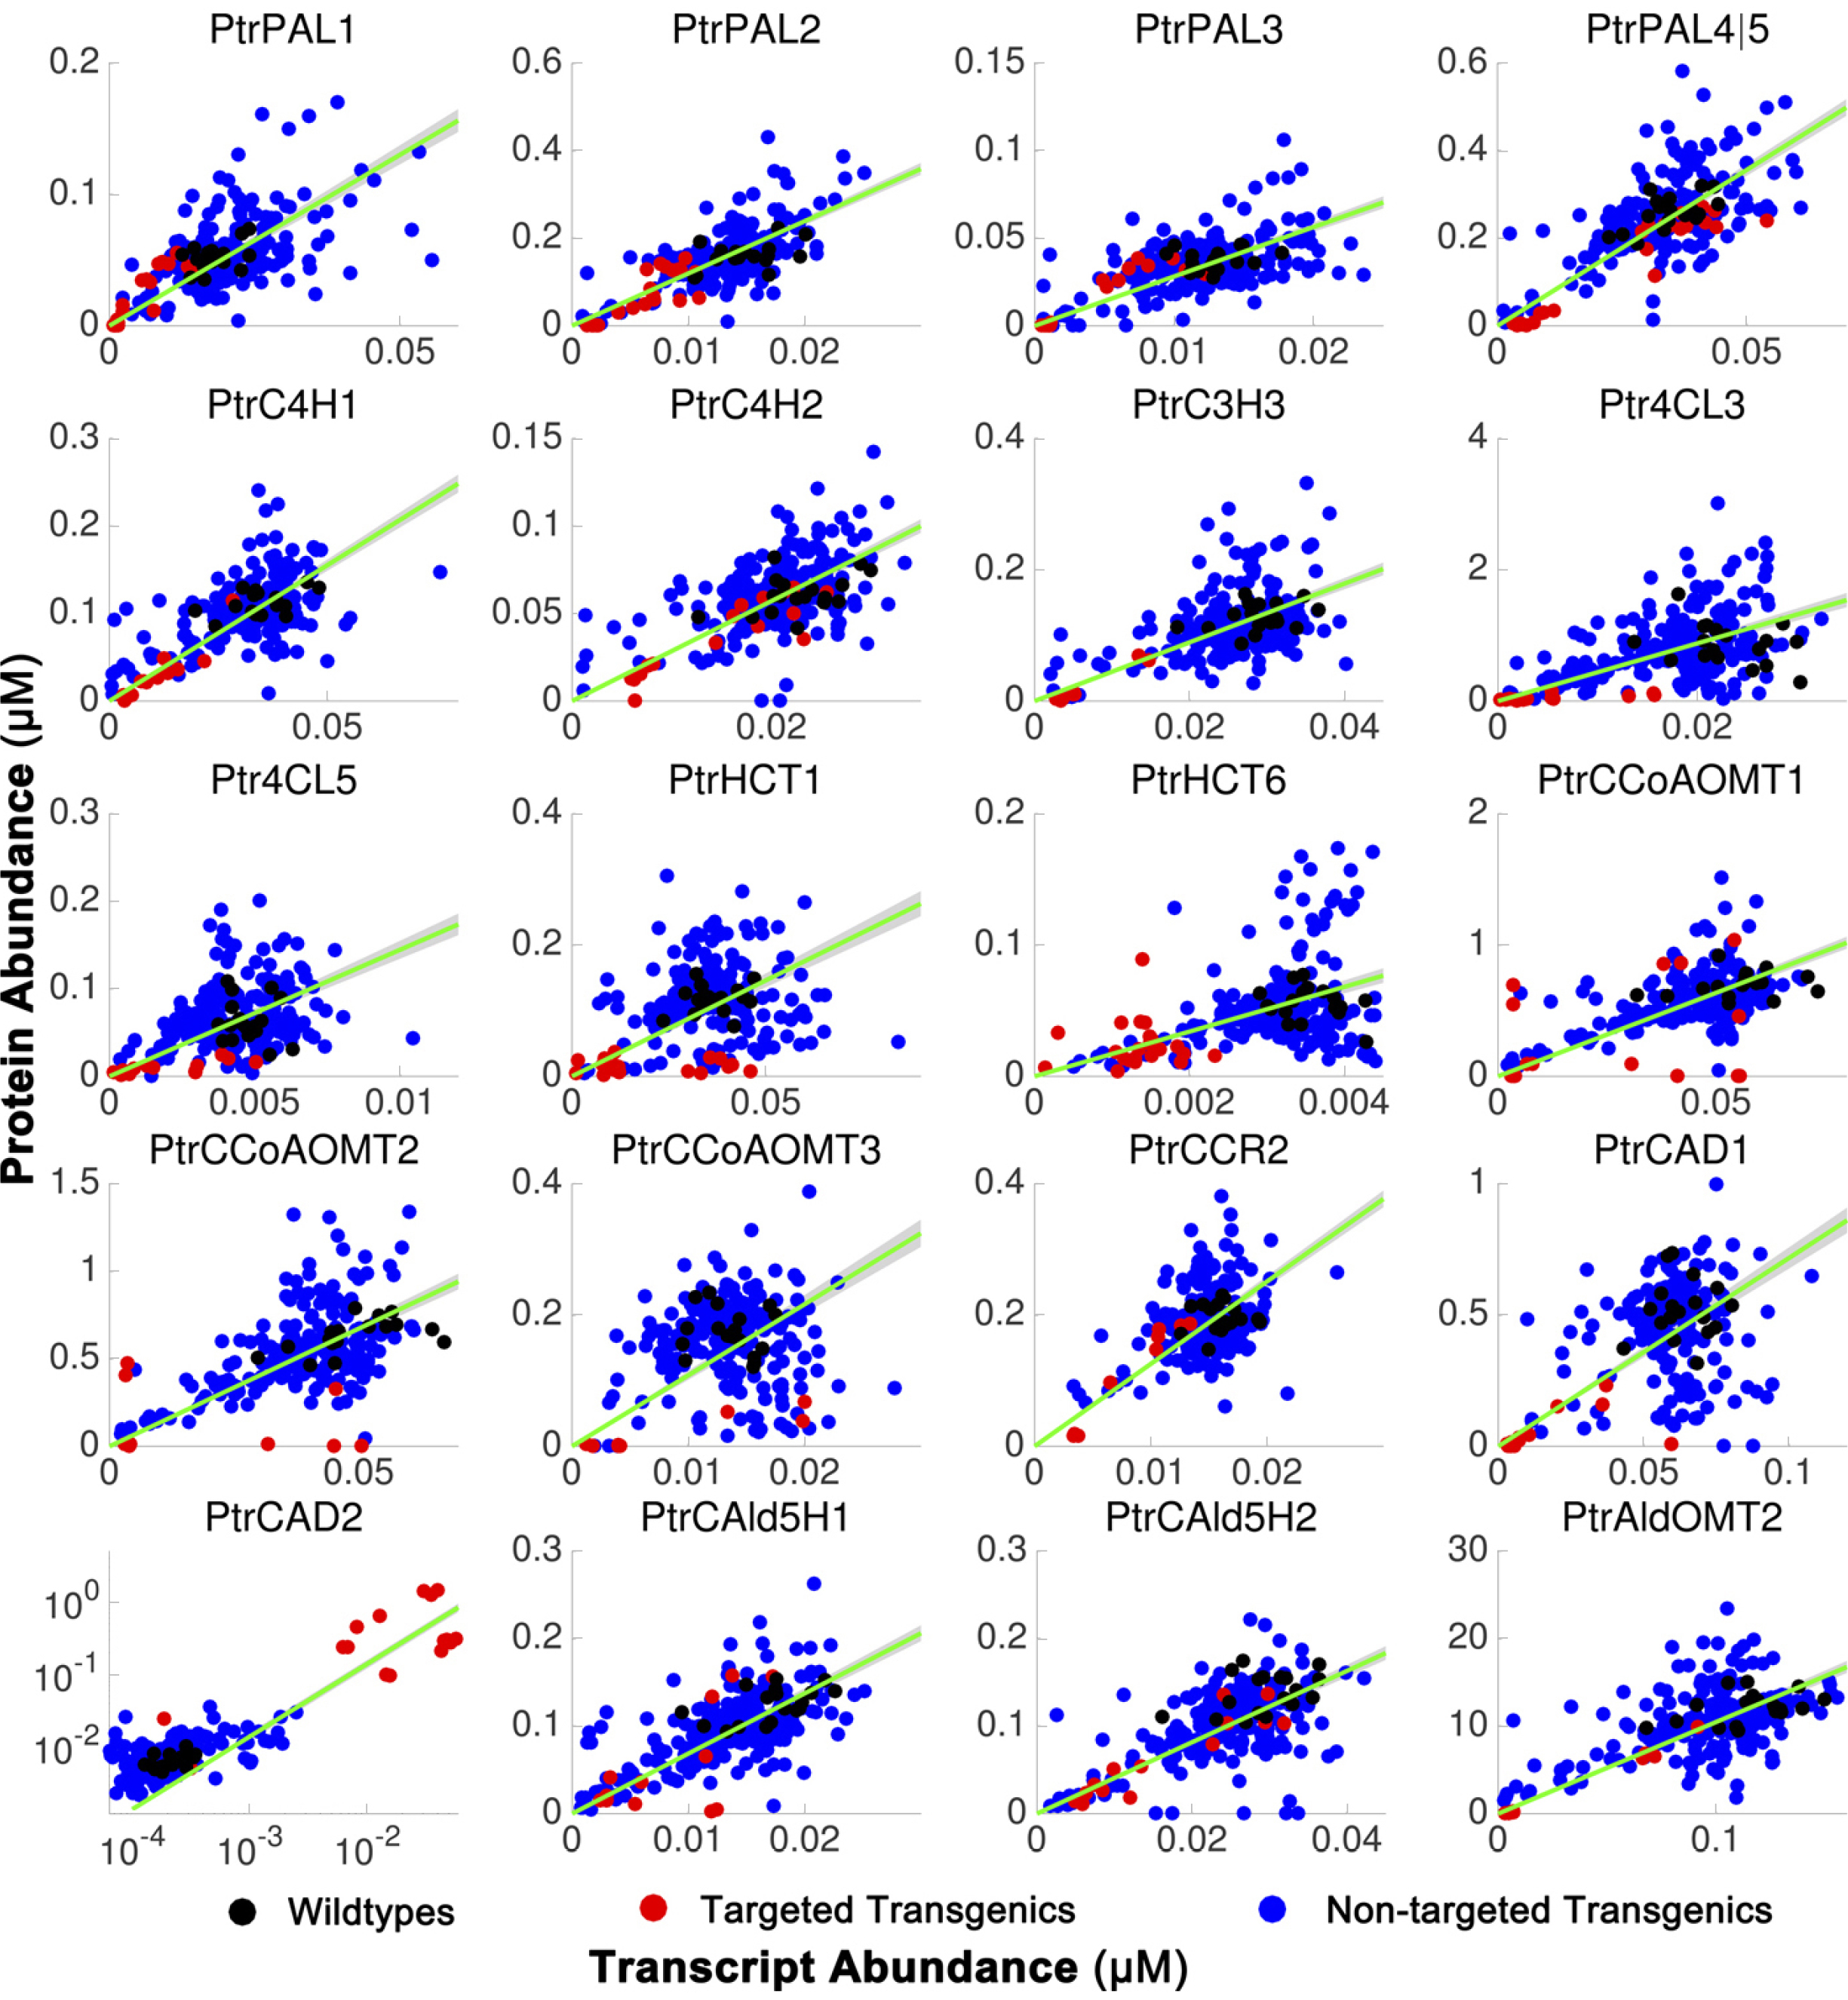
**

**Supplementary Figure 2 │ Relationships between transcript abundance and protein abundance for the monolignol biosynthetic genes in stem-differentiating xylem of wildtype and transgenic *P. trichocarpa* lines.** Black dots represent transcript and protein abundances in 18 wildtypes. Red dots represent transcript and protein abundances of the monolignol genes in transgenics that targeted their downregulation (targeted transgenics). Blue dots represent transcript and protein abundances in transgenics that did not target their downregulation (non-targeted transgenics). Green lines are linear regression fits, with gray shadings representing the 95% confidence intervals. Each dot represents the quantitative measurements of transcripts and proteins for a replicate pool of one wildtype or transgenic line containing 3 to 5 clonally propagated trees.

**
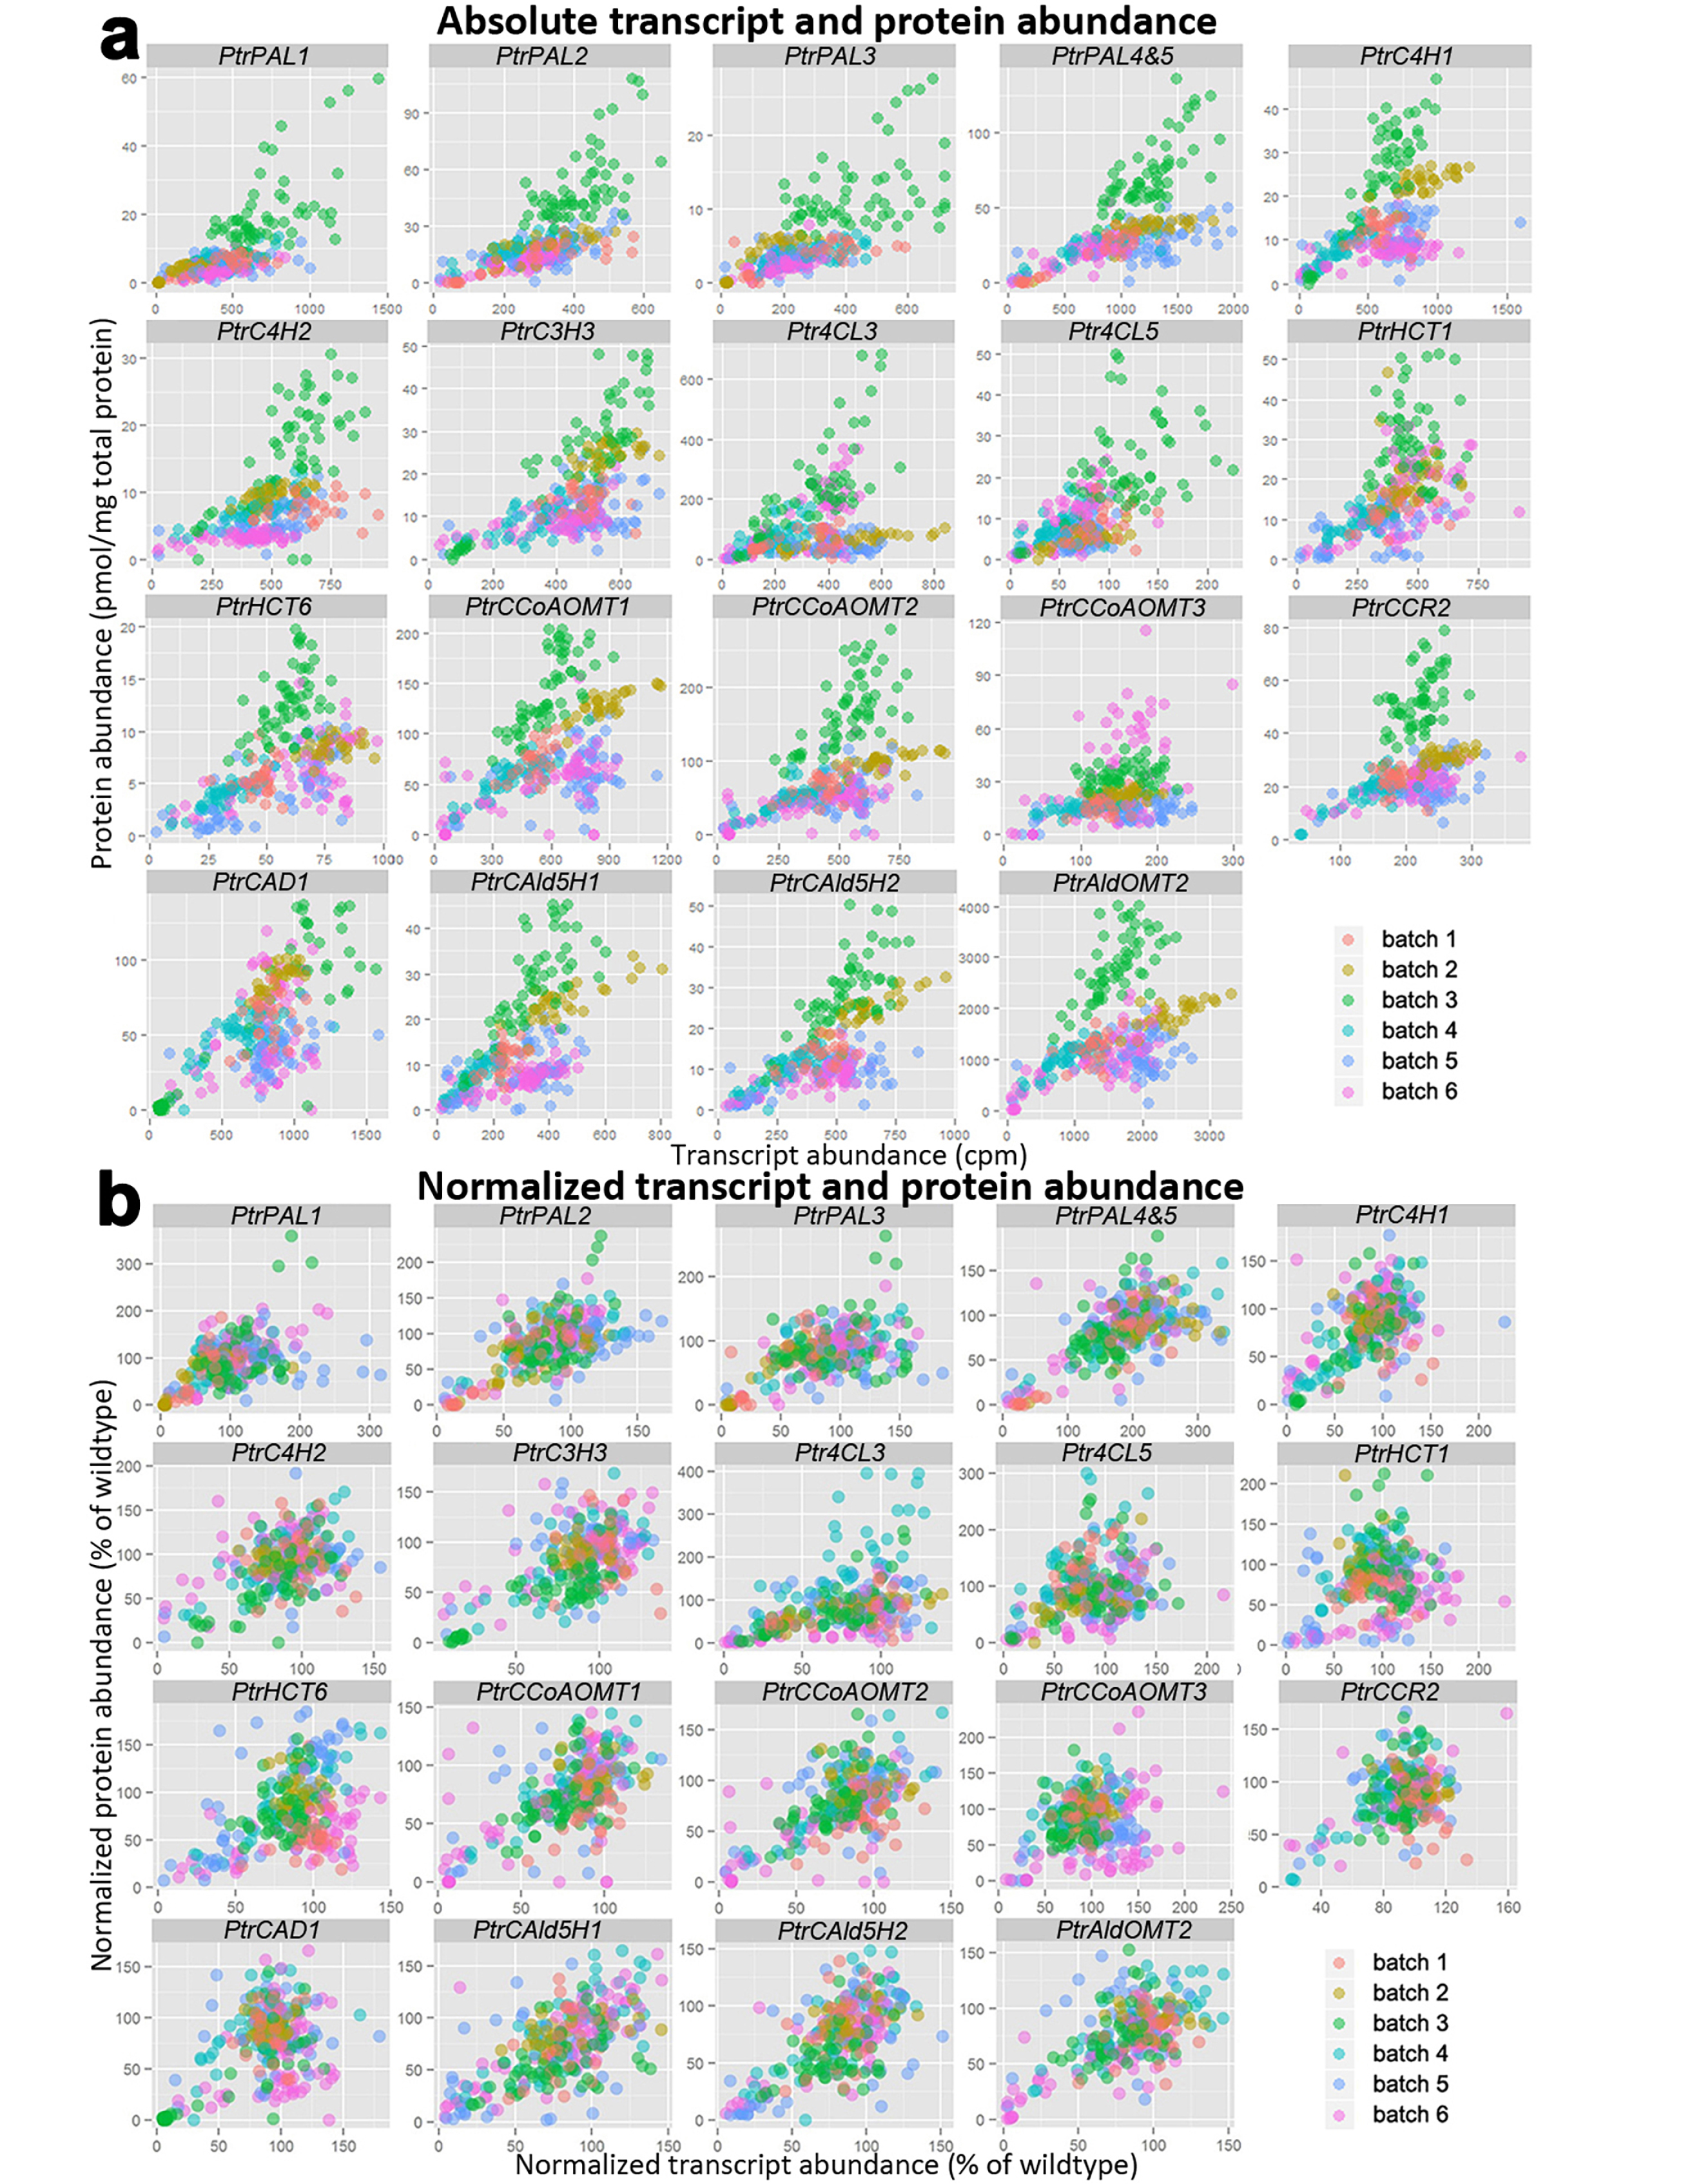
**

**Supplementary Figure 3 │ Normalization of transcript and protein abundances to correct for batch effects.** **a,** Scatterplots of the absolute transcript and protein abundances in wildtype and transgenic trees. **b,** Scatterplots of the normalized transcript and protein abundances in wildtype and transgenic trees. 

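For the 221 transgenic libraries, the batch component of the variance was computed before and after each gene was divided by the mean of the wildtype libraries of the batch, on the scale of log2(CPM + 0.5). Its mean per gene went from 0.175 to 0.126, so that 72.0% was left after normalization. As a share of all variance, batch went from 37.6% to 30.2%. The component was lower after normalization in 61.2% of genes and not lower in the other 10038. In simulated counts with a batch effect wholly shared with wildtype, 17.7% was left over 25355 genes, which comes from the error of the wildtype average. Leaving out batch 2 moved the share that was left furthest, to 56.1%, and the 6 estimates that each left out 1 batch reached up to 84.4%. Different constructs were planted in different batches, so a difference between the constructs of 2 batches also enters this component. These values cover all genes past the filter and not the monolignol genes by themselves.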

Each dot represents a replicate pool of one wildtype or transgenic line containing 3 to 5 clonally propagated trees. The dots are color coded by their experimental batch numbers (batches 1–6).

**
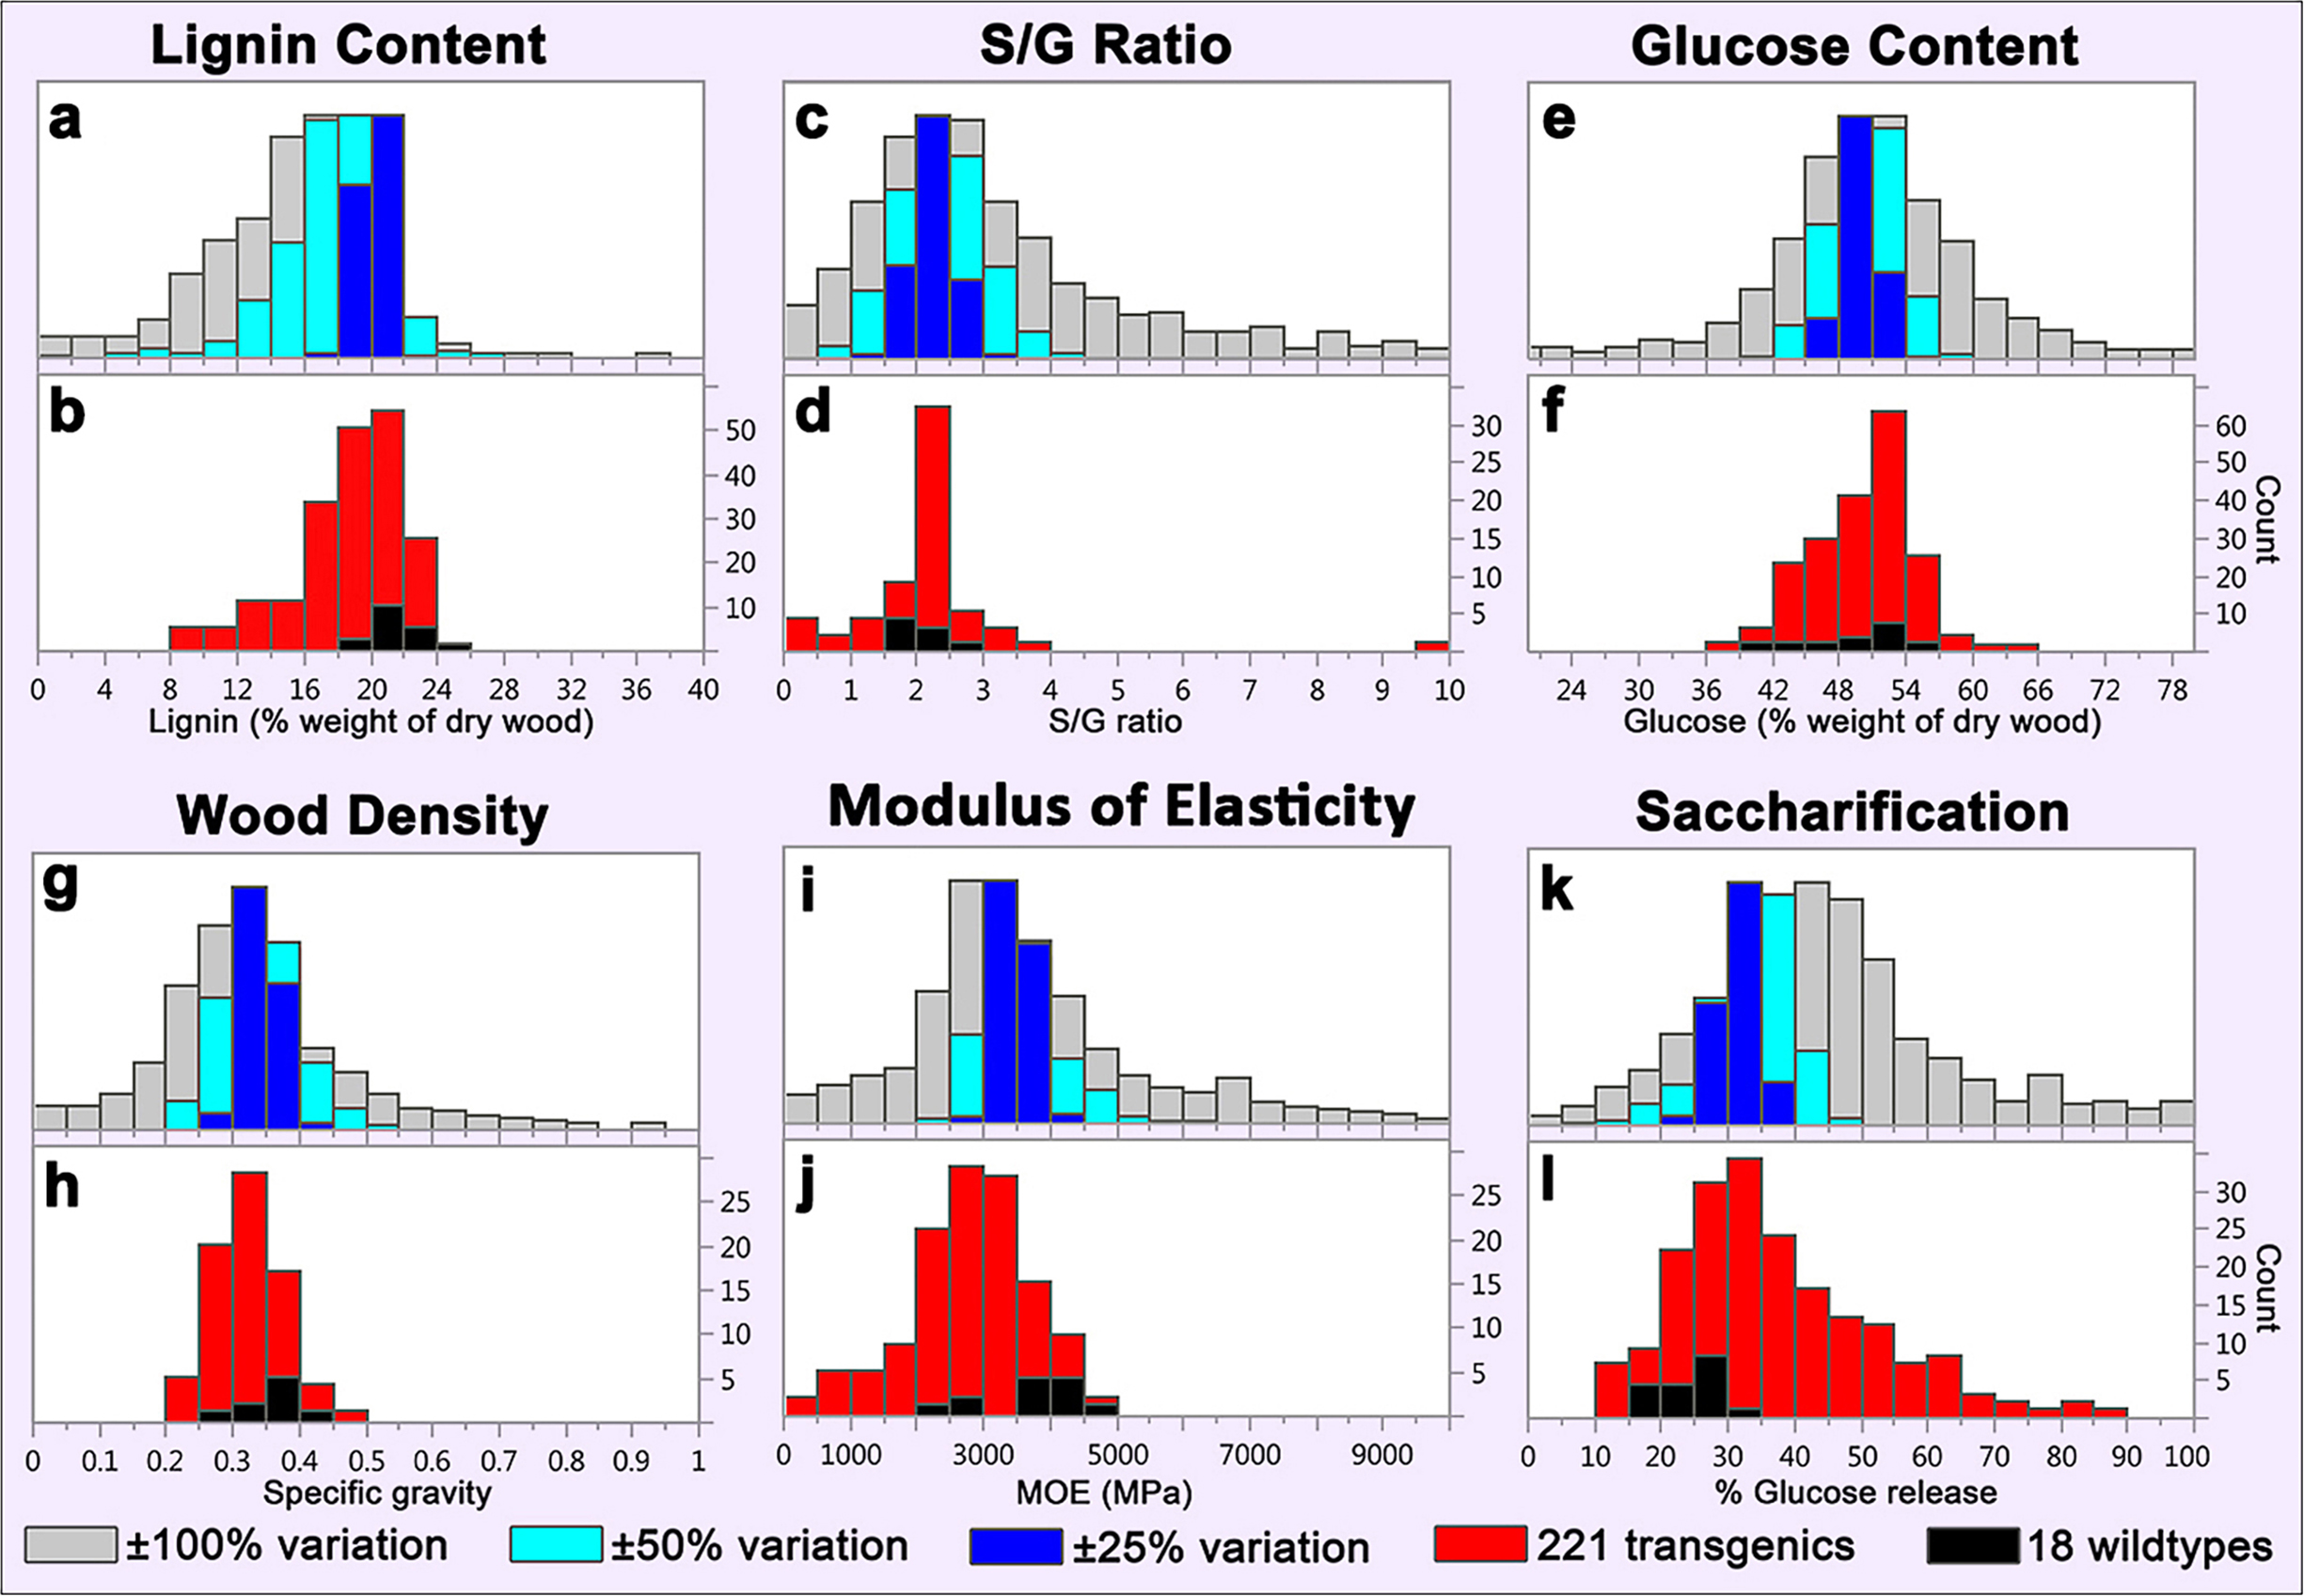
**

**Supplementary Figure 4 │ Overlaid distribution (histograms) of lignin content, S/G ratio, glucose content, wood density, modulus of elasticity, and saccharification efficiency.** Phenotypic distributions (**a**, **c**, **e**, **g**, **i** and **k**) predicted by Monte Carlo simulations with transcript abundances randomly sampled at wildtype level ±25% (blue), ±50% (turquoise), and ±100% (gray) variations (1,000 iterations per level). (**b**, **d**, **f**, **h**, **j** and **l**) Red bars represent distributions of the quantities of lignin and wood properties and saccharification efficiency for the 221 transgenic lines, and black bars represent those for the 18 wildtype samples.

**
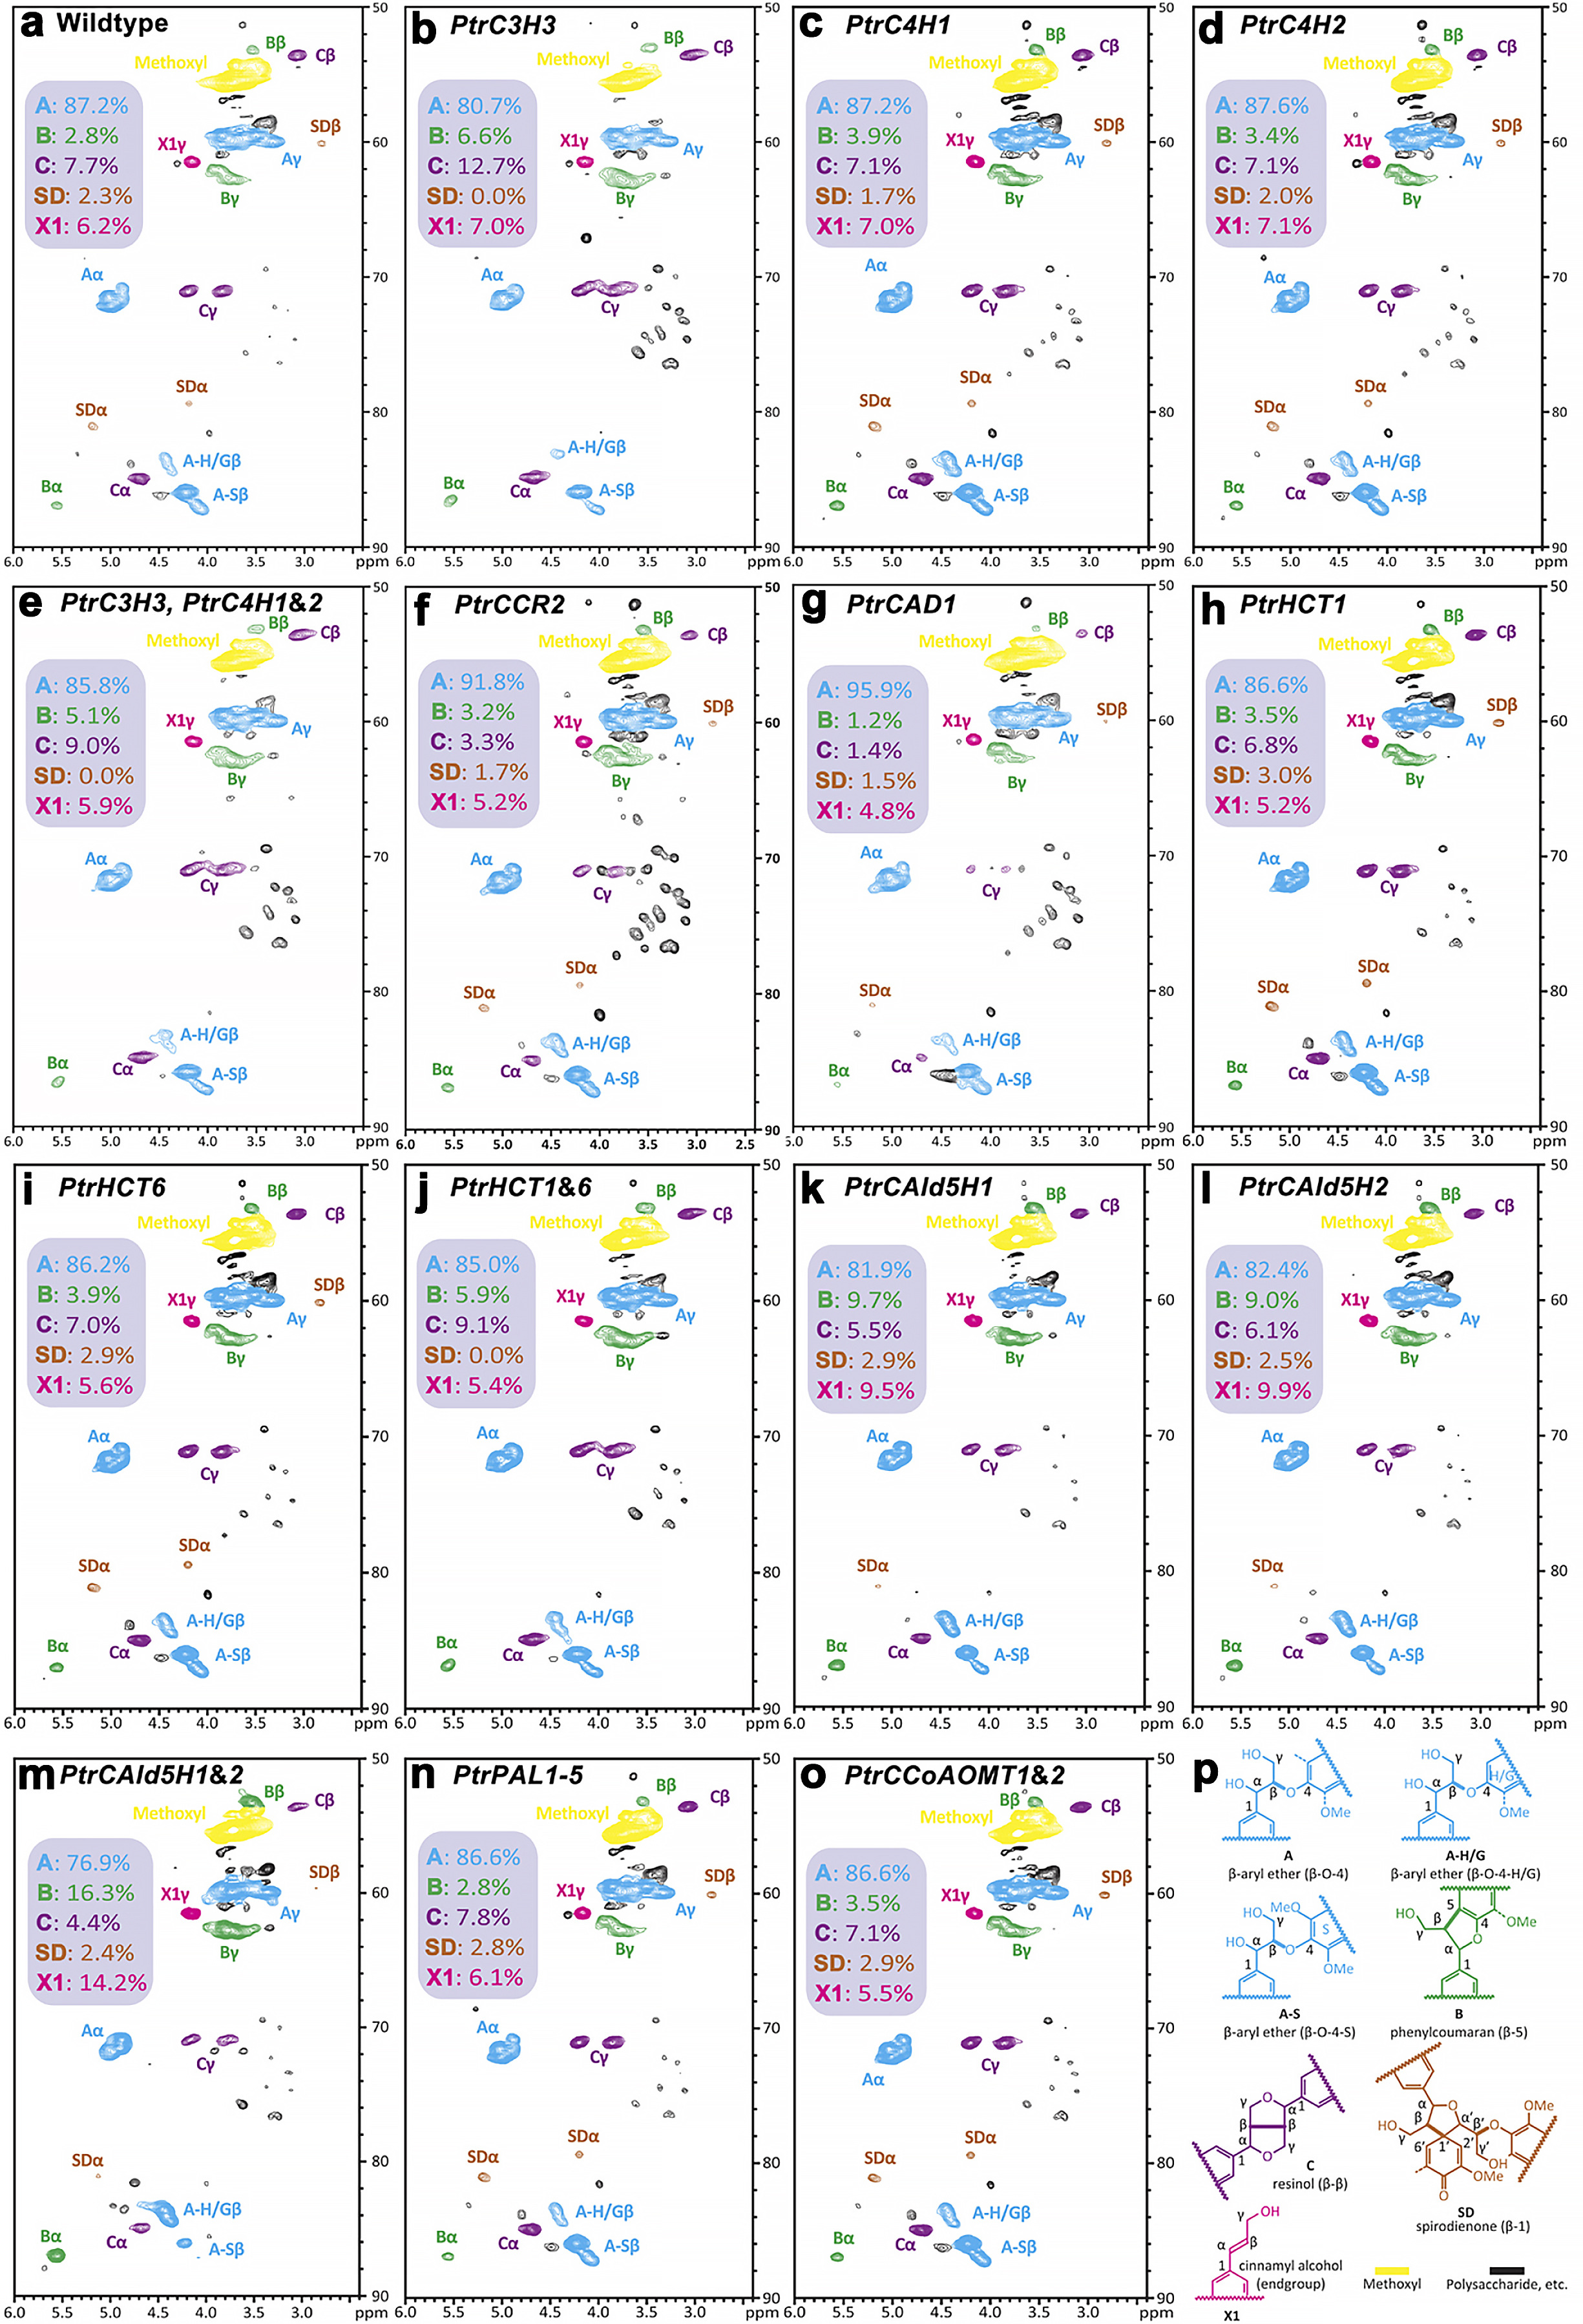
**

**Supplementary Figure 5 │ The interunit linkages of lignin measured by 2D NMR.** Partial (aliphatic region) short-range ^1^H–^13^C correlation (HSQC) spectra of enzyme lignin from wildtype **a,** and an example of transgenic *P. trichocarpa* line for each construct downregulated in the gene expression of **b,** *PtrC3H3*, **c,** *PtrC4H1*, **d,** *PtrC4H2*, **e,** *PtrC3H3* and *PtrC4H1*&*2*, **f,** *PtrCCR2*, **g,** *PtrCAD1*, **h,** *PtrHCT1*, **i,** *PtrHCT6*, **j,** *PtrHCT1&6*, **k,** *PtrCAld5H1*, **l,** *PtrCAld5H2*, **m,** *PtrCAld5H1&2*, **n,** *PtrPAL1*–*5*, **o,** *PtrCCoAOMT1*&*2*. Spectral contours are color-coded according to **p,** the major linkage structures. Percentage volume integrals of major lignin linkages are provided for each spectra. Abbreviations: **A**: β-aryl ether (β–*O*–4); **B**: phenylcoumaran (β–5); **C**: resinol (β–β); **SD**: spirodienone (β–1); **X1**: cinnamyl alcohol end-groups. See **Supplementary Data 4** for all 2D NMR data.

**
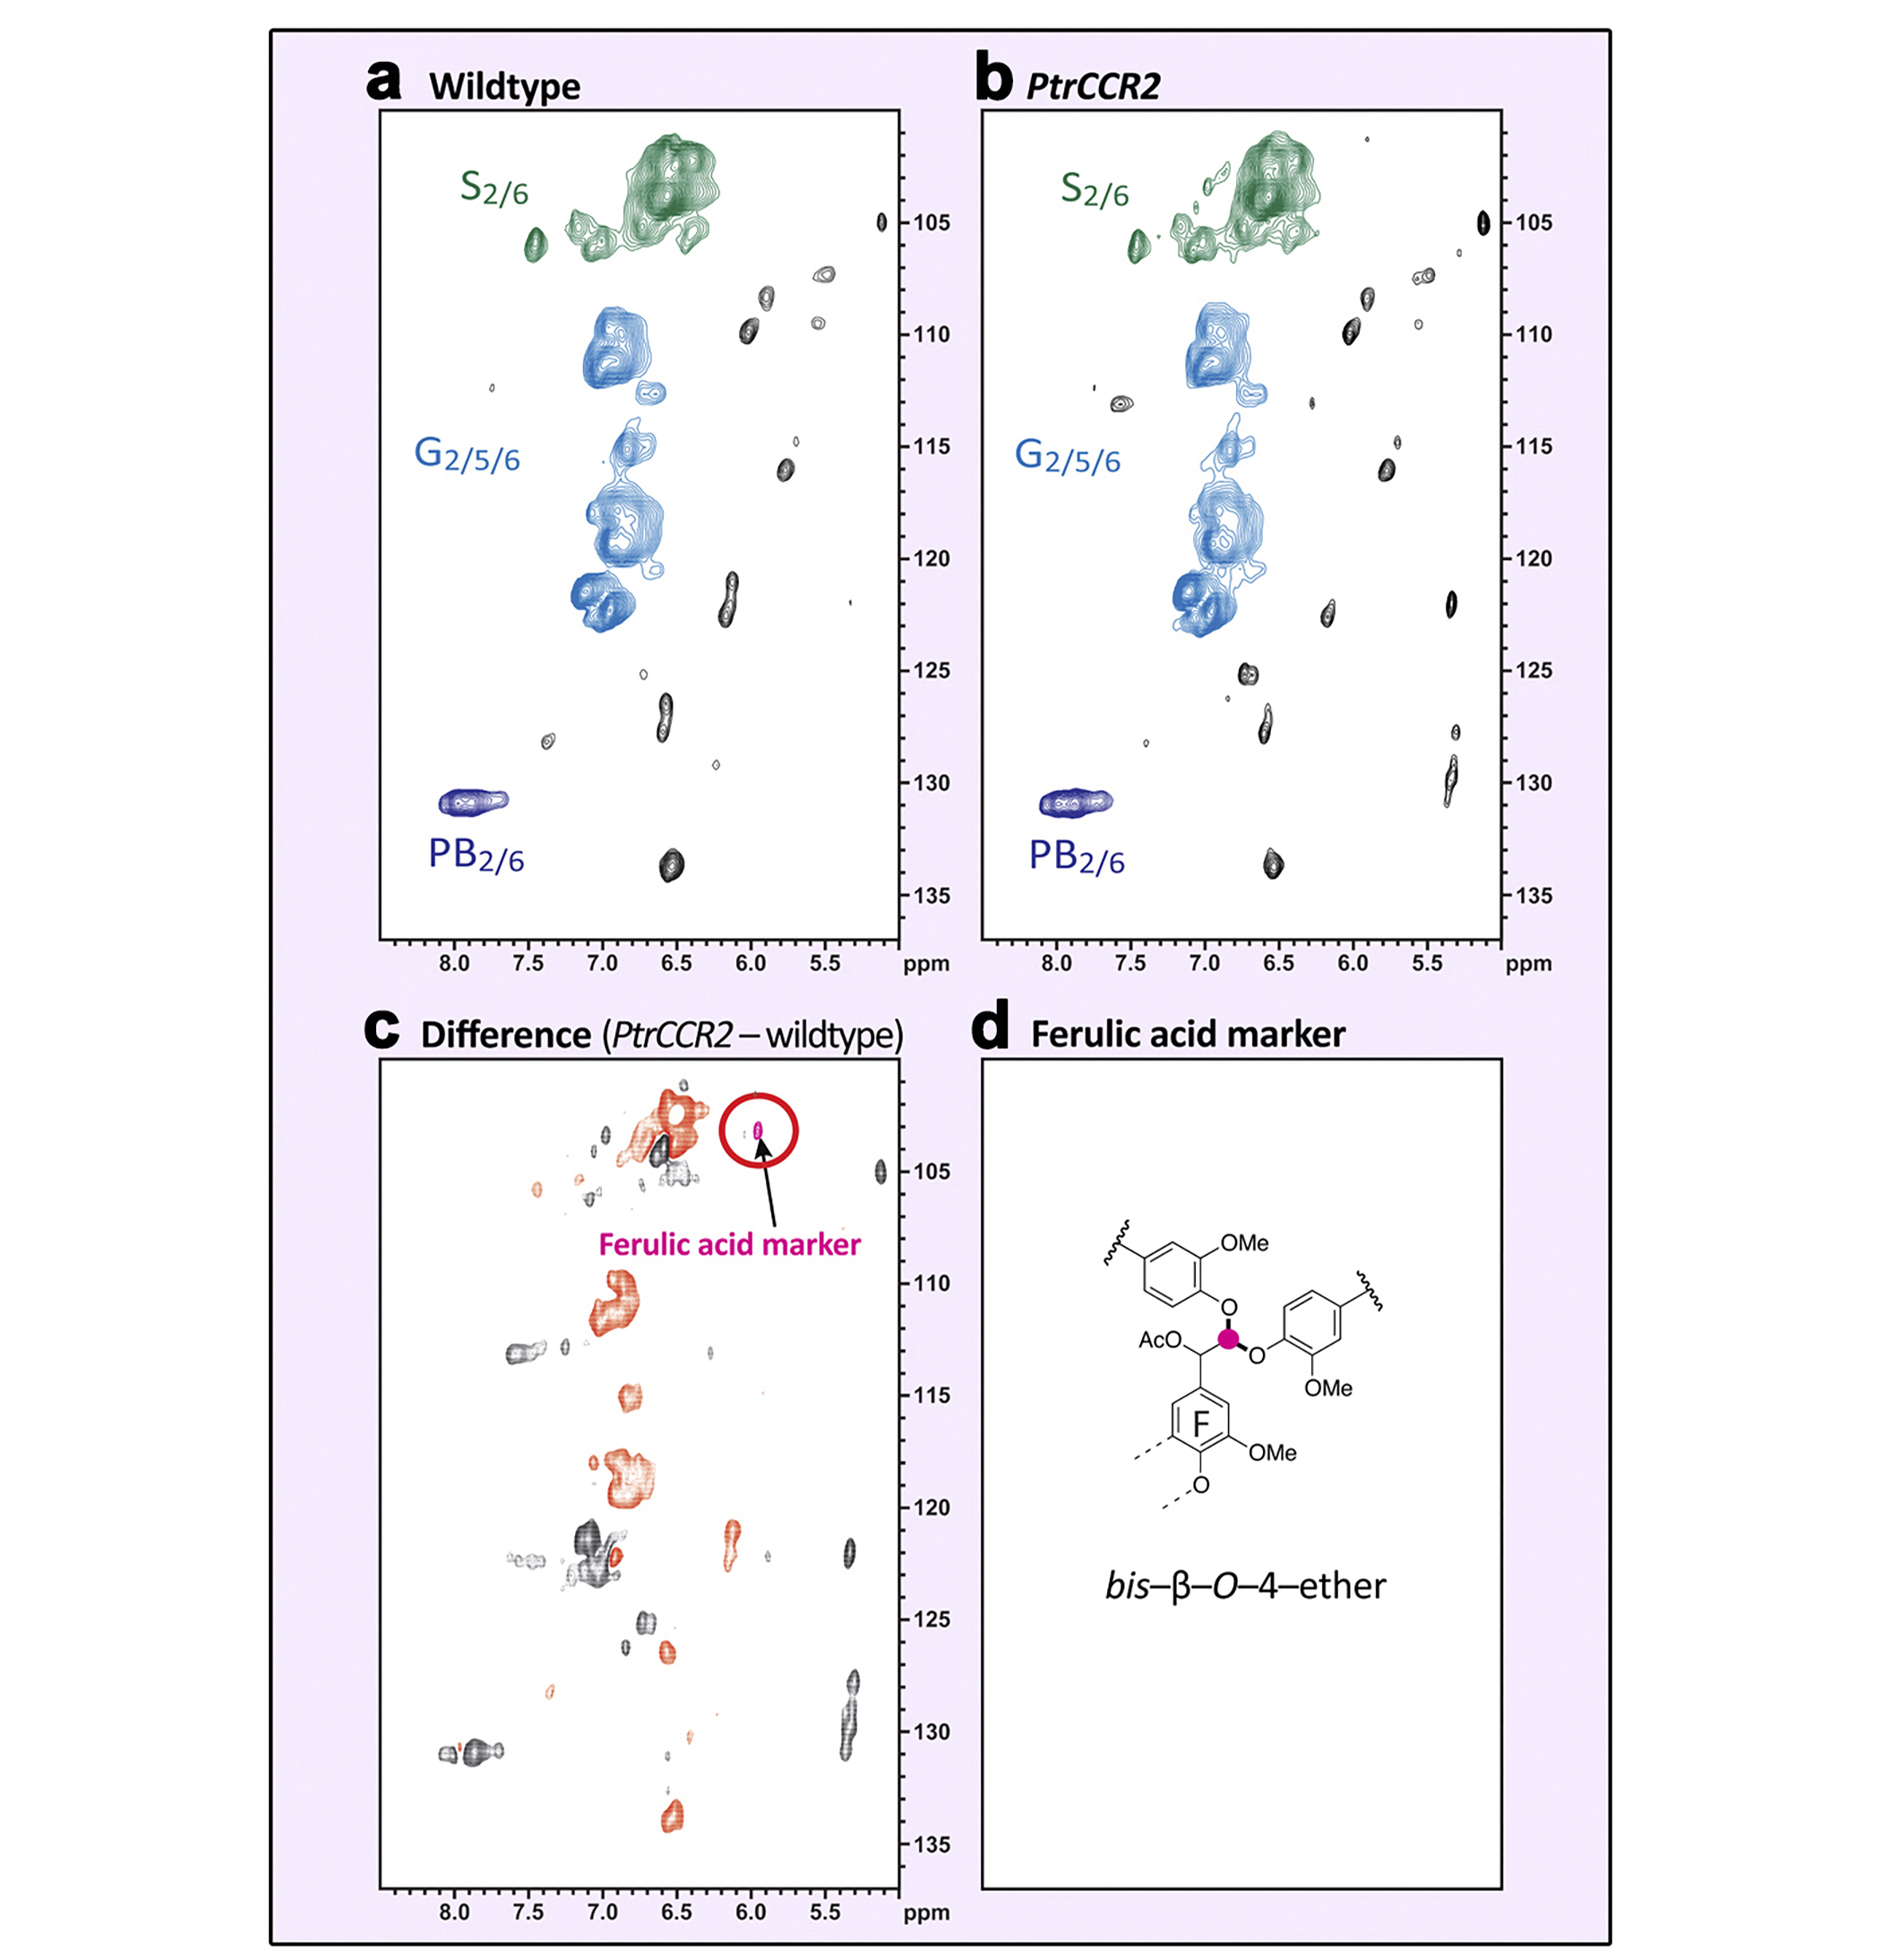
**

**Supplementary Figure 6 │ Ferulic acid marker (*bis*–β–*O*–4–ether) in lignin of *PtrCCR2* downregulated transgenic *P. trichocarpa*.** Partial HSQC NMR spectra for enzyme lignin of **a,** wildtype and **b,** *PtrCCR2* downregulated transgenics. **c,** Difference spectra shows the ferulic acid marker (arrow and magenta contours) resulting from the plant’s use of ferulic acid as a (low-level) monomer. The red contours indicate a higher level of G-subunits in the transgenic sample compared to the wildtype. **d,** The chemical structure of the ferulic acid marker^40^.

**Supplementary Table 1 │** Transformation constructs and the number of *P. trichocarpa* transgenic lines.

| **Gene families** | **Construct types** | **Target gene(s)** | **Number of transgenic lines** |
| --- | --- | --- | --- |
| *PtrPAL* | IV | *PtrPAL1* | 3 |
|  | IV | *PtrPAL2* | 3 |
|  | IV | *PtrPAL4* | 3 |
|  | IV | *PtrPAL5* | 3 |
|  | II | *PtrPAL1* | 9 |
|  |  | *PtrPAL3* |  |
|  | II | *PtrPAL2* | 12 |
|  |  | *PtrPAL4* |  |
|  |  | *PtrPAL5* |  |
|  | III | *PtrPAL1* | 9 |
|  |  | *PtrPAL2* |  |
|  |  | *PtrPAL3* |  |
|  |  | *PtrPAL4* |  |
|  |  | *PtrPAL5* |  |
| *PtrC4H* | IV | *PtrC4H2* | 9 |
|  | IV | *PtrC4H1* | 8 |
|  | II | *PtrC4H1* | 7 |
|  |  | *PtrC4H2* |  |
| *PtrC3H* |  | *PtrC3H3* |  |
|  | I | *PtrC3H3* | 8 |
| *Ptr4CL* | IV | *Ptr4CL3* | 8 |
|  | IV | *Ptr4CL5* | 8 |
|  | I | *Ptr4CL3* | 6 |
|  |  | *Ptr4CL5* |  |
| *PtrHCT* | IV | *PtrHCT1* | 9 |
|  | IV | *PtrHCT6* | 11 |
|  | I | *PtrHCT1* | 11 |
|  |  | *PtrHCT6* |  |
| *PtrCCoAOMT* | IV | *PtrCCoAOMT1* | 6 |
|  | IV | *PtrCCoAOMT3* | 8 |
|  | I | *PtrCCoAOMT1* | 12 |
|  |  | *PtrCCoAOMT2* |  |
| *PtrCCR* | I | *PtrCCR2* | 9 |
| *PtrCAD* | I | *PtrCAD1* | 9 |
|  | II | *PtrCAD1* | 9 |
|  |  | *PtrCAD2* |  |
|  | O | *PtrCAD1* | 14 |
|  |  | *PtrCAD2* (OE) |  |
| *PtrCAld5H* | IV | *PtrCAld5H1* | 3 |
|  | IV | *PtrCAld5H2* | 6 |
|  | II | *PtrCAld5H1* | 9 |
|  |  | *PtrCAld5H2* |  |
| *PtrAldOMT* | I | *PtrAldOMT2* | 9 |
|  |  | **Total** | **221** |

Construct types are described in **Methods** and in **Supplementary Figure 1a**. Types I, II, and III are RNA interference constructs containing 1, 2, and 4 monolignol gene fragments, respectively (**Supplementary Figure 1a**). Type IV is an artificial microRNA construct targeting individual genes within gene families (**Supplementary Figure 1a**). Type O construct downregulates *PtrCAD1* (by RNAi) and overexpresses (OE) *PtrCAD2* (**Supplementary Note**). 

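The 221 transgenic libraries of the paper carry names that give construct, line and pool. Read this way, and with o65 and o66 counted as 1 construct, as Supplementary Table 1 does, they came from 28 constructs, with 3 to 14 pools per construct, and from 88 lines, with 1 to 6 lines per construct.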

Three to fourteen transgenic lines exhibiting varying levels of transgene expression were selected for each construct.

**Supplementary Table 2 │** Simple linear regression parameters for the relationship between transcript abundance and protein abundance of the *P. trichocarpa* monolignol biosynthetic genes.

| **Genes** | ***p*-values of the F tests** | **R^2^** | ***β*_i_** (10^3^) ± **SE** | **RMSE** |
| --- | --- | --- | --- | --- |
| *PtrPAL1* | < 0.001 | 0.35 | 2.61 ± 0.07 | 24.1 |
| *PtrPAL2* | < 0.001 | 0.53 | 11.94 ± 0.23 | 48.8 |
| *PtrPAL3* | < 0.001 | 0.37 | 2.82 ± 0.07 | 13.3 |
| *PtrPAL4\|5* | < 0.001 | 0.48 | 7.12 ± 0.14 | 73.7 |
| *PtrC4H1* | < 0.001 | 0.41 | 3.10 ± 0.07 | 33.1 |
| *PtrC4H2* | < 0.001 | 0.32 | 2.85 ± 0.06 | 18.1 |
| *PtrC3H3* | < 0.001 | 0.31 | 4.47 ± 0.11 | 44.4 |
| *Ptr4CL3* | < 0.001 | 0.27 | 43.89 ± 1.57 | 449.0 |
| *Ptr4CL5* | < 0.001 | 0.14 | 14.47 ± 0.52 | 36.6 |
| *PtrHCT1* | < 0.001 | 0.07 | 2.92 ± 0.11 | 61.3 |
| *PtrHCT6* | < 0.001 | 0.15 | 17.04 ± 0.62 | 30.4 |
| *PtrCCoAOMT1* | < 0.001 | 0.32 | 12.72 ± 0.29 | 208.4 |
| *PtrCCoAOMT2* | < 0.001 | 0.33 | 13.44 ± 0.33 | 205.9 |
| *PtrCCoAOMT3* | < 0.001 | 0.03 | 10.82 ± 0.35 | 76.1 |
| *PtrCCR2* | < 0.001 | 0.20 | 12.56 ± 0.22 | 50.4 |
| *PtrCAD1* | < 0.001 | 0.34 | 7.18 ± 0.20 | 182.2 |
| *PtrCAD2* | < 0.001 | 0.45 | 13.94 ± 0.95 | 122.4 |
| *PtrCAld5H1* | < 0.001 | 0.41 | 6.87 ± 0.15 | 34.1 |
| *PtrCAld5H2* | < 0.001 | 0.39 | 4.08 ± 0.09 | 34.6 |
| *PtrAldOMT2* | < 0.001 | 0.34 | 104.73 ± 2.18 | 3391.9 |
| **Average** |  | **0.31** | **14.98 ± 5.15** |  |

R^2^ values represent variance explained by the regressions. ***β***_i_ are the slopes, which represent the increase in the number of protein molecules per molecule of transcript increased. One standard error of regression slopes is given. RMSE represents the root mean squared errors. The *p*-values of the F tests show that transcript abundance is a significant predictor explaining variation in protein abundance for different genes.

**Supplementary Table 3 │** Linear regression statistics for the integrative analysis predictability of lignin and wood properties.

| **Properties** | **Slope** | **RMSE** |
| --- | --- | --- |
| Lignin content | 0.99 | 1.665 |
| S/G ratio | 0.97 | 0.404 |
| S-subunits | 0.99 | 6.300 |
| G-subunits | 0.98 | 5.853 |
| H-subunits | 0.89 | 2.837 |
| *p*-Hydroxybenzoic acid | 0.97 | 1.125 |
| C:L ratio | 0.99 | 0.466 |
| Aldehydes | 0.84 | 0.316 |
| β–*O*–4 | 1.00 | 1.245 |
| β–5 | 0.96 | 1.064 |
| β–β | 0.99 | 0.547 |
| β–1 | 0.96 | 0.005 |
| End-groups | 0.98 | 0.821 |
| Plant height | 0.90 | 17.25 |
| Plant diameter | 0.90 | 0.066 |
| Stem volume | 0.90 | 22.78 |
| Glucose content | 1.00 | 3.453 |
| Xylose content | 0.99 | 1.487 |
| Total carbohydrate | 1.00 | 4.463 |
| Relative density | 0.99 | 0.027 |
| Modulus of elasticity | 0.98 | 493.0 |
| Glucose: unpretreated | 0.96 | 7.965 |
| Xylose: unpretreated | 0.93 | 5.084 |
| Glucose: pretreated | 0.99 | 6.403 |
| Xylose: pretreated | 0.98 | 8.830 |
| **Average** | **0.96** |  |

Slope represents the deviation from 1.00 of the slopes between the predicted and observed values. RMSE (root-mean-square-error) represents the estimate of the standard deviation of the random error.

**Supplementary Table 4│** Global sensitivity analysis.

| **Genes** | **Three most influenced lignin and wood properties (PRCC)** |
| --- | --- |
| *PtrPAL1* | Glucose: pretreated (-0.138); lignin content (0.107); C:L ratio (-0.100) |
| *PtrPAL2* | Glucose: pretreated (-0.175); xylose content (0.151); lignin content (0.151) |
| *PtrPAL3* | Xylose content (0.047) |
| *PtrPAL4\|5* | Glucose: pretreated (-0.358); lignin content (0.287); xylose: pretreated (-0.264) |
| *PtrC4H1* | β–1 (0.669); stem volume (-0.282); H-subunits (-0.272) |
| *PtrC4H2* | β–1 (0.405); lignin content (0.138); glucose: pretreated (-0.130) |
| *PtrC3H3* | Total sugar (-0.733); xylose content (-0.710); β–1 (0.669) |
| *Ptr4CL3* | G-subunits (0.235); stem volume (0.218); MOE (0.195) |
| *Ptr4CL5* | Total sugar (0.586); xylose content (0.581); S/G ratio (-0.497) |
| *PtrHCT1* | Height (0.407); xylose: pretreated (0.356); stem volume (0.264) |
| *PtrHCT6* | Height (0.600); diameter (0.568); glucose: pretreated (0.434) |
| *PtrCCoAOMT1* | Density (-0.341); *p*-hydroxybenzoic acid (-0.097); β–*O*–4 (0.088) |
| *PtrCCoAOMT2* | Density (-0.685); *p*-hydroxybenzoic acid (-0.244); β–*O*–4 (0.167) |
| *PtrCCoAOMT3* | Density (-0.101); β–*O*–4 (0.047) |
| *PtrCCR2* | Glucose (0.771); density (0.726); total sugar (0.705) |
| *PtrCAD1* | Xylose content (-0.332); aldehydes (-0.220); glucose (0.180) |
| *PtrCAD2* | β–1 (0.092); total sugar (-0.058); S/G ratio (-0.054) |
| *PtrCAld5H1* | End-groups (-0.603); G-subunits (-0.569); β–5 (-0.437) |
| *PtrCAld5H2* | End-groups (-0.550); G-subunits (-0.524); β–5 (-0.366) |
| *PtrAldOMT2* | End-groups (0.783); aldehydes (-0.705); G-subunits (0.680) |

Values denote PRCC (partial rank correlation coefficient), which represent the sensitivity of lignin and wood properties to changes in gene transcript abundances. Blue values indicate positive influence; red values indicate negative influence. All listed PRCC values are significantly different from zero (*p*<0.05).

**Supplementary References**

1. Higuchi, T. “Biosynthesis of Wood Components” in *Biochemistry and Molecular Biology of Wood* (Springer-Verlag, Berlin, Heidelberg, NY, 1997), pp. 93-262.
2. Boerjan, W., Ralph, J. & Baucher, M. Lignin biosynthesis. *Annu. Rev. Plant Biol.* **54**, 519-546 (2003).
3. Shi, R. *et al.* Regulation of phenylalanine ammonia-lyase (*PAL*) gene family in wood forming tissue of *Populus trichocarpa*. *Planta* **238**, 487-497 (2013).
4. Shi, R. *et al.* Towards a systems approach for lignin biosynthesis in *Populus trichocarpa*: Transcript abundance and specificity of the monolignol biosynthetic genes. *Plant Cell Physiol.* **51**, 144-163 (2010).
5. Higuchi, T. “Biosynthesis of Lignin” in *Biosynthesis and biodegradation of wood components* (Academic Press Inc., Orlando, FL, 1985), pp. 141-160.
6. Chen, H. *et al.* Membrane protein complexes catalyze both 4- and 3-hydroxylation of cinnamic acid derivatives in monolignol biosynthesis. *Proc. Natl. Acad. Sci. USA* **108**, 21253-21258 (2011).
7. Chen, H. *et al.* Systems biology of lignin biosynthesis in *Populus trichocarpa*: Heteromeric 4-coumaric acid:coenzyme A ligase protein complex formation, regulation, and numerical modeling. *Plant Cell* **26**, 876-893 (2014).
8. Hoffmann, L., Maury, S., Martz, F., Geoffroy, P. & Legrand, M. Purification, cloning, and properties of an acyltransferase controlling shikimate and quinate ester intermediates in phenylpropanoid metabolism. *J. Biol. Chem.* **278**, 95-103 (2003).
9. Ha, C. M. *et al.* An essential role of caffeoyl shikimate esterase in monolignol biosynthesis in *Medicago truncatula*. *Plant J.* **86,** 363-375 (2016).
10. Vargas, L. *et al.* Improving total saccharification yield of Arabidopsis plants by vessel-specific complementation of *caffeoyl shikimate esterase* (*cse*) mutants. *Biotechnol. Biofuels* **9**, 139 (2016).
11. Vanholme, R. *et al.* Caffeoyl shikimate esterase (CSE) is an enzyme in the lignin biosynthetic pathway in Arabidopsis. *Science* **341**, 1103-1106 (2013).
12. Wang, J. P. *et al.* Functional redundancy of the two 5-hydroxylases in monolignol biosynthesis of *Populus trichocarpa*: LC-MS/MS based protein quantification and metabolic-flux analysis. *Planta* **236**, 795-808 (2012).
13. Wang, J. P. *et al.* Complete proteomic-based enzyme reaction and inhibition kinetics reveal how monolignol biosynthetic enzyme families affect metabolic-flux and lignin in *Populus trichocarpa*. *Plant Cell* **26**, 894-914 (2014).
14. Osakabe, K. *et al.* Coniferyl aldehyde 5-hydroxylation and methylation direct syringyl lignin biosynthesis in angiosperms. *Proc. Natl. Acad. Sci. USA* **96**, 8955-8960 (1999).
15. Maier, T., Guell, M. & Serrano, L. Correlation of mRNA and protein in complex biological samples. *FEBS Lett.* **583**, 3966-3973 (2009).
16. Greenbaum, D., Colangelo, C., Williams, K. & Gerstein, M. Comparing protein abundance and mRNA expression levels on a genomic scale. *Genome Biol.* **4**, 117 (2003).
17. Shi, R., Yang, C., Lu, S., Sederoff, R. & Chiang, V. L. Specific down-regulation of *PAL* genes by artificial microRNAs in *Populus trichocarpa*. *Planta* **232**, 1281-1288 (2010).
18. Schmidt, M. *et al*. Label-free in situ imaging of lignification in the cell wall of low lignin transgenic *Populus trichocarpa*. *Planta* **230**, 589-597 (2009).
19. Lin, C. Y. *et al.* 4-Coumaroyl and caffeoyl shikimic acids inhibit 4-coumaric acid:coenzyme A ligases and modulate metabolic-flux for 3-hydroxylation in monolignol biosynthesis of *Populus trichocarpa*. *Mol. Plant* **8**, 176-187 (2015).
20. Wang, J. P. *et al*. “A proteomic based quantitative analysis of the relationship between monolignol biosynthetic protein abundance and lignin content using transgenic *Populus trichocarpa*” in *Recent Advances in Polyphenol Research Volume 5* (John Wiley & Sons, Ltd, Chichester, UK, 2017), pp. 89-107.
21. Dixon, R. A., Srinivasa Reddy, M. S. & Gallego-Giraldo, L. “Monolignol biosynthesis and its genetic manipulation: the good, the bad, and the ugly” in *Recent Advances in Polyphenol Research Volume 4* (John Wiley & Sons, Ltd, Chichester, UK, 2014), pp. 1-38.
22. Schwab, R., Ossowski, S., Riester, M., Warthmann, N. & Weigel, D. Highly specific gene silencing by artificial microRNAs in Arabidopsis. *Plant Cell* **18**, 1121-1133 (2006).
23. Vogel, C. & Marcotte, E. M. Insights into the regulation of protein abundance from proteomic and transcriptomic analyses. *Nat. Rev. Genet.* **13**, 227-232 (2012).
24. SEQC/MAQC-III Consortium. A comprehensive assessment of RNA-seq accuracy, reproducibility and information content by the Sequencing Quality Control Consortium. *Nat. Biotechnol.* **32**, 903-914 (2014).
25. Li, Q. *et al.* Splice variant of the SND1 transcription factor is a dominant negative of SND1 members and their regulation in *Populus trichocarpa*. *Proc. Natl. Acad. Sci. USA* **109**, 14699-14704 (2012).
26. McCarthy, D. J., Chen, Y. & Smyth, G. K. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. *Nucleic Acids Res.* **40**, 4288-4297 (2012).
27. Shuford, C. M. et al. Comprehensive quantification of monolignol-pathway enzymes in *Populus trichocarpa* by protein cleavage isotope dilution mass spectrometry. *J. Proteome Res.* **11**, 3390-3404 (2012).
28. Leek, J. T. *et al.* Tackling the widespread and critical impact of batch effects in high-throughput data. *Nat. Rev. Genet.* **11**, 733-739 (2010).
29. Qin, S., Kim, J., Arafat, D. & Gibson, G. Effect of normalization on statistical and biological interpretation of gene expression profiles. *Front. Genet.* **3**, 160 (2013).
30. de Sousa Abreu, R., Penalva, L. O., Marcotte, E. M. & Vogel, C. Global signatures of protein and mRNA expression levels. *Mol. Biosyst.* **5**, 1512-1526 (2009).
31. Ghaemmaghami, S. *et al.* Global analysis of protein expression in yeast. *Nature* **425**, 737-741 (2003).
32. Ishihama, Y. *et al.* Exponentially modified protein abundance index (emPAI) for estimation of absolute protein amount in proteomics by the number of sequenced peptides per protein. *Mol. Cell. Proteomics* **4**, 1265-1272 (2005).
33. Nie, L., Wu, G. & Zhang, W. Correlation of mRNA expression and protein abundance affected by multiple sequence features related to translational efficiency in *Desulfovibrio vulgaris*: A quantitative analysis. *Genetics* **174**, 2229-2243 (2006).
34. Schrimpf, S. P. *et al.* Comparative functional analysis of the *Caenorhabditis elegans* and *Drosophila melanogaster* proteomes. *PLoS Biol.* **7**, e1000048 (2009).
35. Vogel, C. *et al.* Sequence signatures and mRNA concentration can explain two‐thirds of protein abundance variation in a human cell line. *Mol. Syst. Biol.* **6**, 400 (2010).
36. Wang, J. P. *et al*. Phosphorylation is an on/off switch for 5-hydroxyconiferaldehyde O-methyltransferase activity in poplar monolignol biosynthesis. *Proc. Natl. Acad. Sci. USA* **112**, 8481-8486 (2015).
37. Loziuk, P. L., Hecht, E. S. & Muddiman, D. C. N-linked glycosite profiling and use of Skyline as a platform for characterization and relative quantification of glycans in differentiating xylem of *Populus trichocarpa*. *Anal. Bioanal. Chem*. **409,** 487-497 (2017).
38. Mansfield, S. D., Kim, H., Lu, F. & Ralph, J. Whole plant cell wall characterization using solution-state 2D NMR. *Nat. Protoc.* **7**, 1579-1589 (2012).
39. Ralph, J., Akiyama, T., Coleman, H. D. & Mansfield, S. D. Effects on lignin structure of coumarate 3-hydroxylase downregulation in poplar. *Bioenerg. Res.* **5**, 1009-1019 (2012).
40. Ralph, J. *et al.* Identification of the structure and origin of a thioacidolysis marker compound for ferulic acid incorporation into angiosperm lignins (and an indicator for cinnamoyl CoA reductase deficiency). *Plant J.* **53**, 368-379 (2008).
41. Ralph, J. *et al.* Effects of coumarate 3-hydroxylase down-regulation on lignin structure. *J. Biol. Chem.* **281**, 8843-8853 (2006).
42. Bowyer, J. L., Shmulsky, R. & Haygreen, J. G. in *Forest Products and Wood Science: An Introduction* (Wiley-Blackwell, Ames, Iowa, 1998).
43. Horvath, B., Li, L., Kasal, B., Peralta, P. & Peszlen, I. Effect of lignin genetic modification on wood anatomy of aspen trees. *IAWA J.* **31**, 29-38 (2010).
44. Rubinstein, R. Y. & Kroese, D. P. in *Simulation and the Monte Carlo method* (John Wiley & Sons, Hoboken, N.J., 2008).
45. McKay, M. D., Beckman, R. J. & Conover, W. J. Comparison of three methods for selecting values of input variables in the analysis of output from a computer code. *Technometrics* **21**, 239-245 (1979).
46. Mukaka, M. M. Statistics corner: A guide to appropriate use of correlation coefficient in medical research. *Malawi Med. J.* **24**, 69-71 (2012).
47. Chen, H. *et al.* Monolignol pathway 4-coumaric acid:coenzyme A ligases in *Populus trichocarpa*: Novel specificity, metabolic regulation, and simulation of coenzyme A ligation fluxes. *Plant Physiol.* **161**, 1501-1516 (2013).

# Supplementary material for: Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis
**Source:** Nat Commun. 2018 Apr 20;9:1579. doi: 10.1038/s41467-018-03863-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Descriptions of Additional Supplementary Files**

File Name: Supplementary Data 1

Descriptions: Targeted transgene suppression in transgenic and wildtype plants

File Name: Supplementary Data 2

Descriptions: Integrative analysis equations

File Name: Supplementary Data 3

Descriptions: Wood composition of transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 4

Descriptions: Lignin composition and linkages of transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 5

Descriptions: Growth of the transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 6

Descriptions: Modulus of elasticity of the transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 7

Descriptions: Wood density of the transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 8

Descriptions: Saccharification of the transgenic and wildtype *P. trichocarpa*

File Name: Supplementary Data 9

Descriptions: MATLAB codes for the integrative analysis

File Name: Supplementary Data 10

Descriptions: Simulations of the effects of monolignol gene perturbation on lignin and wood

# Supplementary material for: Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis
**Source:** Nat Commun. 2018 Apr 20;9:1579. doi: 10.1038/s41467-018-03863-z

*PtrPAL1*

Relative transcript abundance (%)

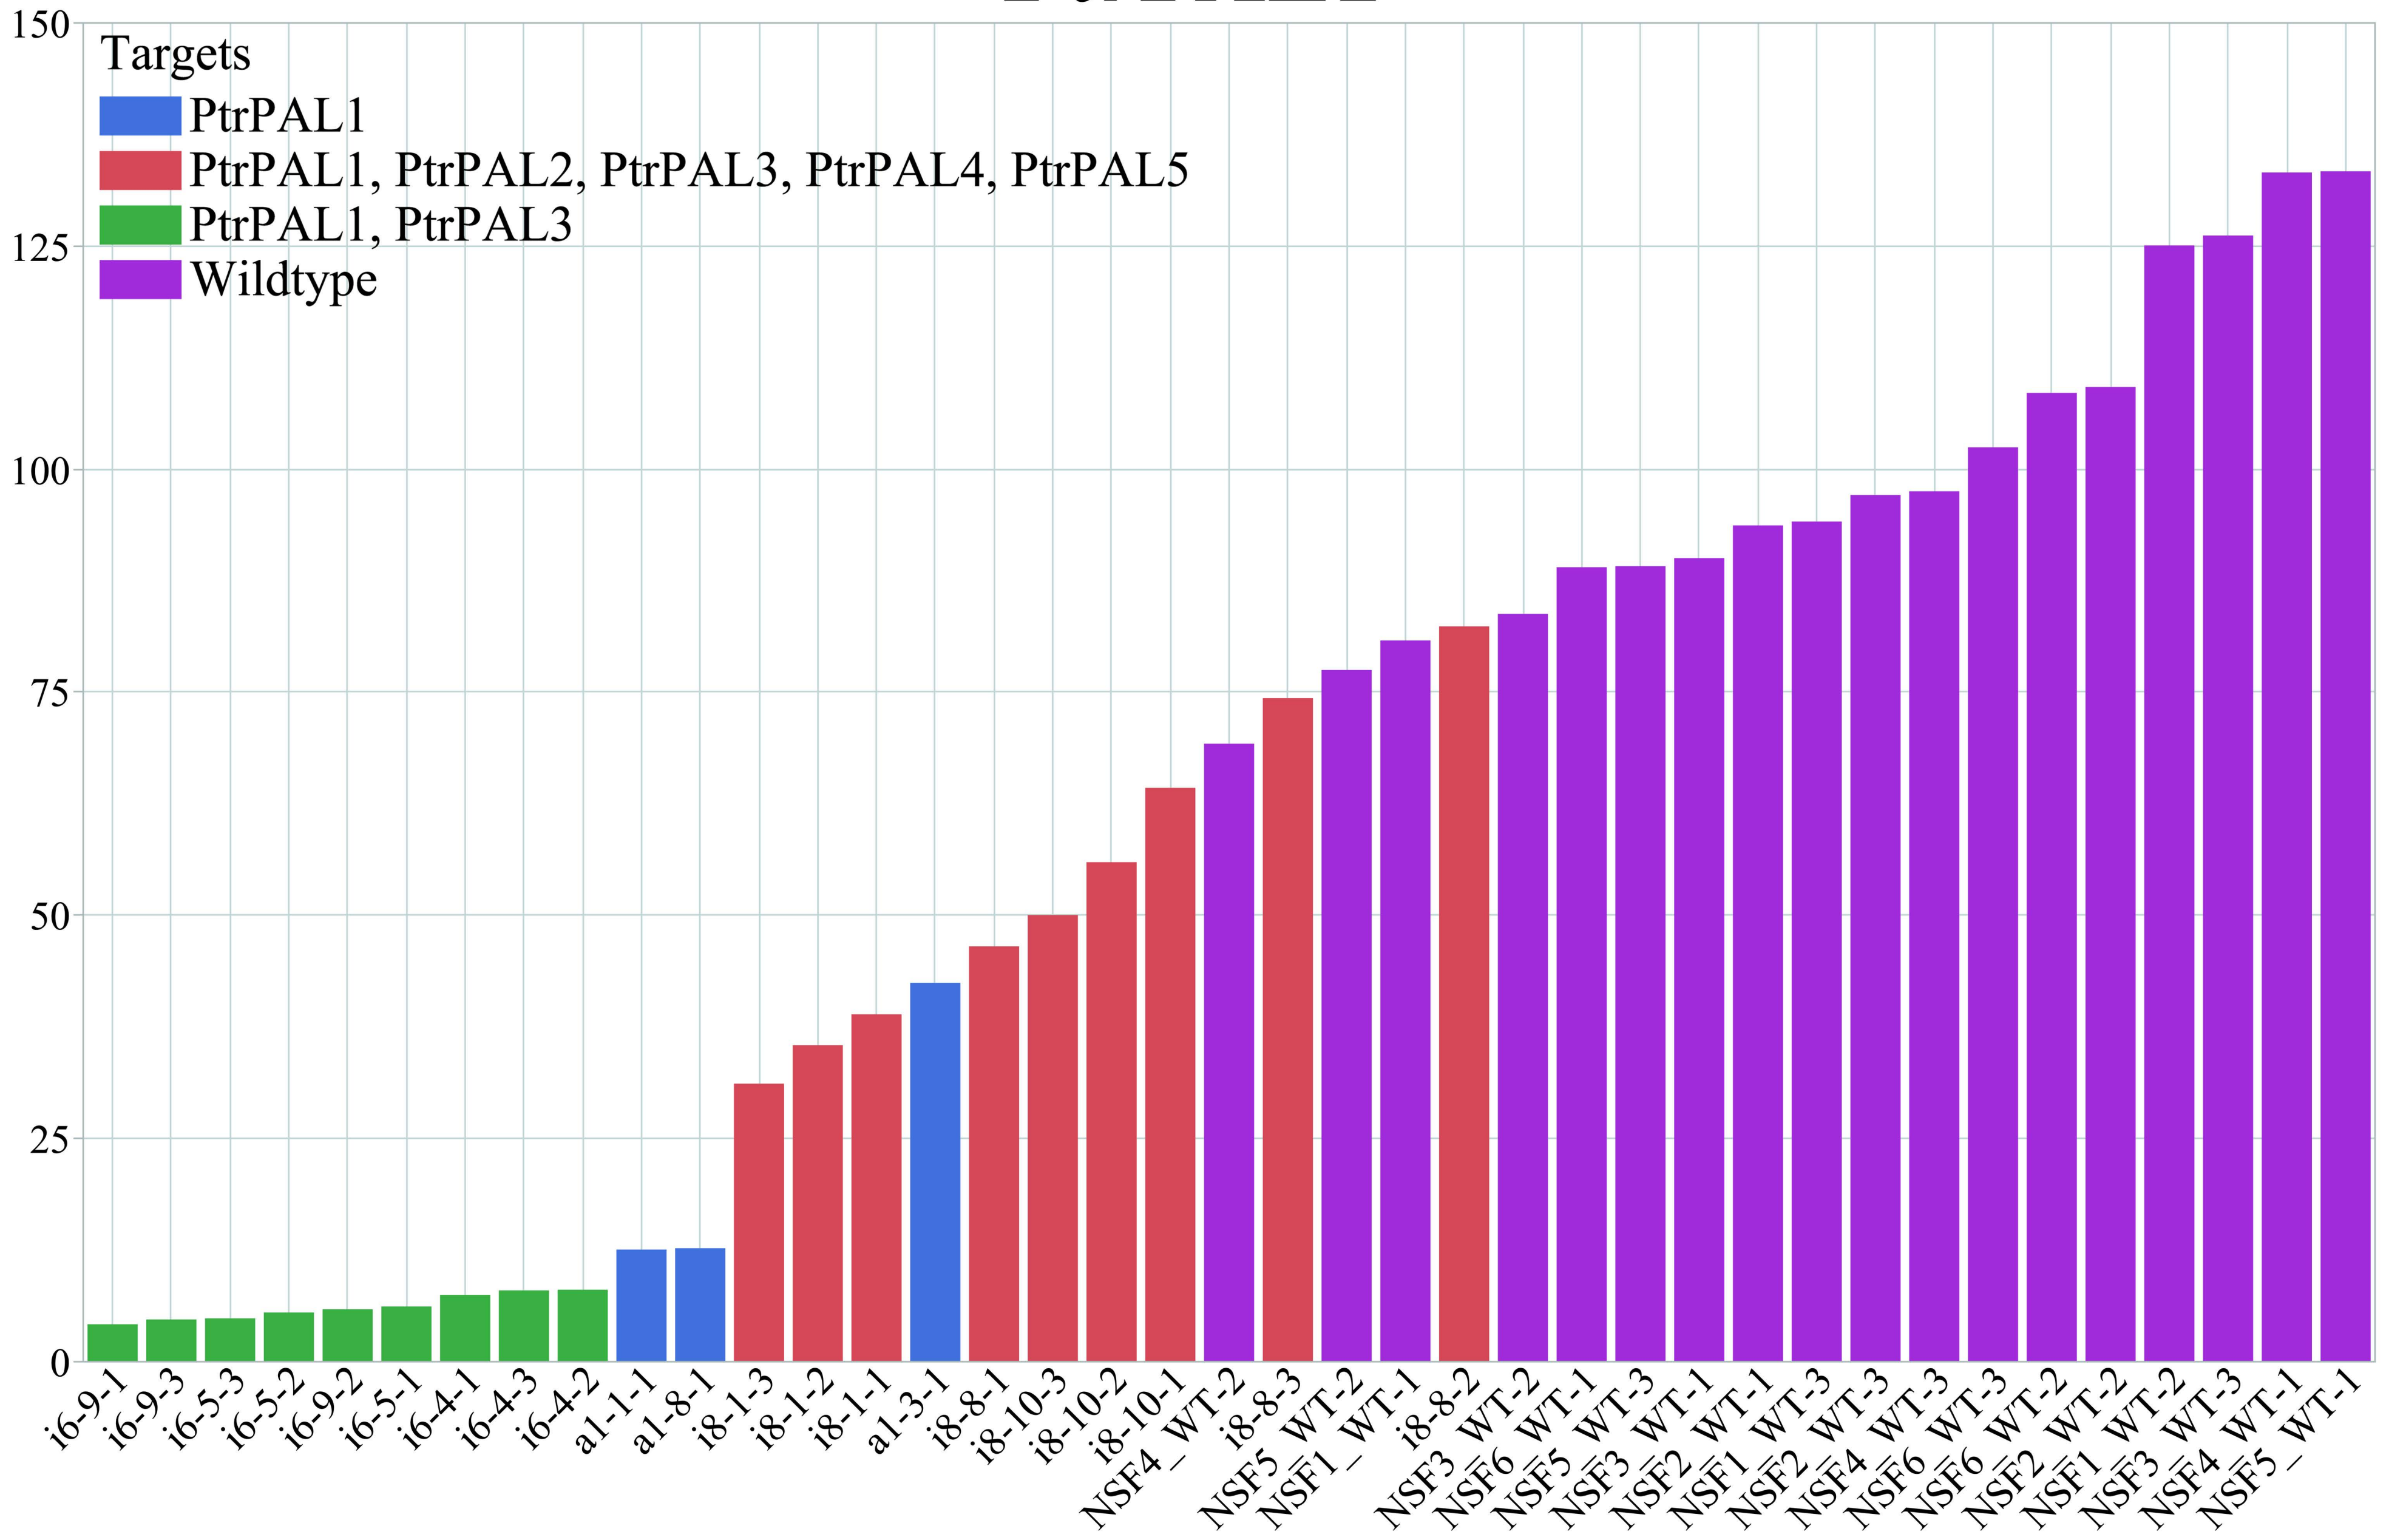

Transgenic and wildtype lines

*PtrPAL2*

Relative transcript abundance (%)

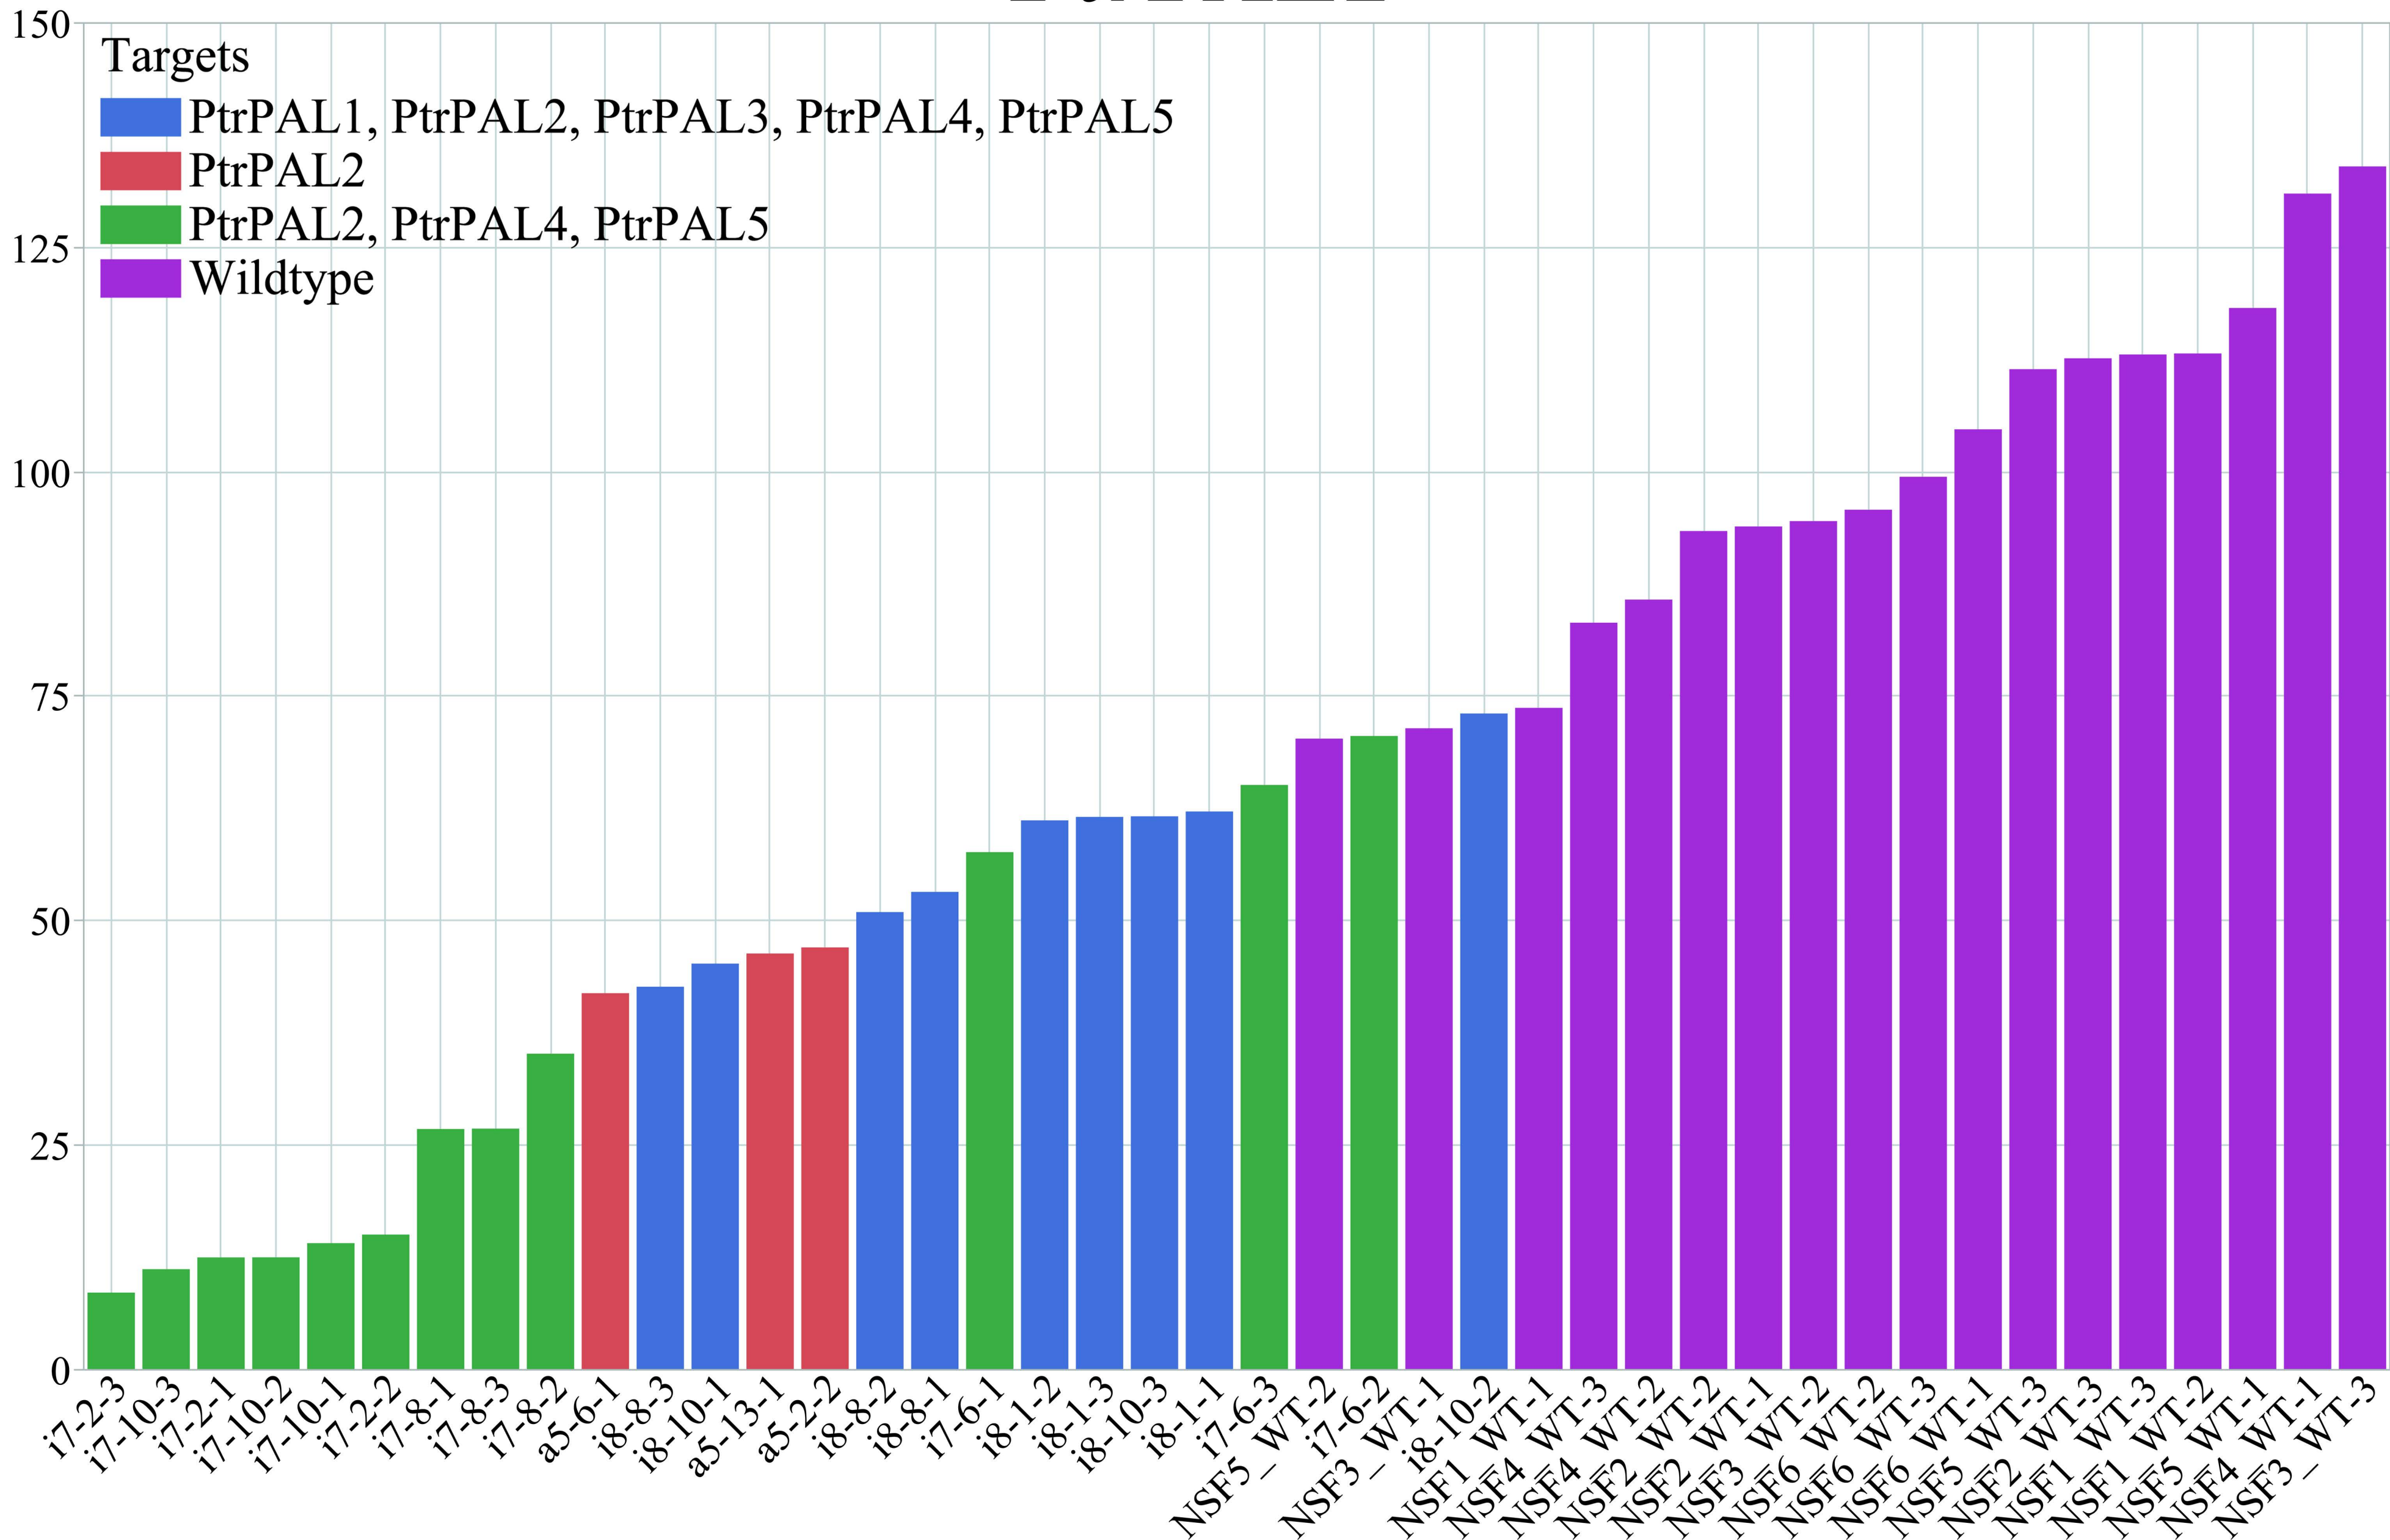

Transgenic and wildtype lines

*PtrPAL3*

Relative transcript abundance (%)

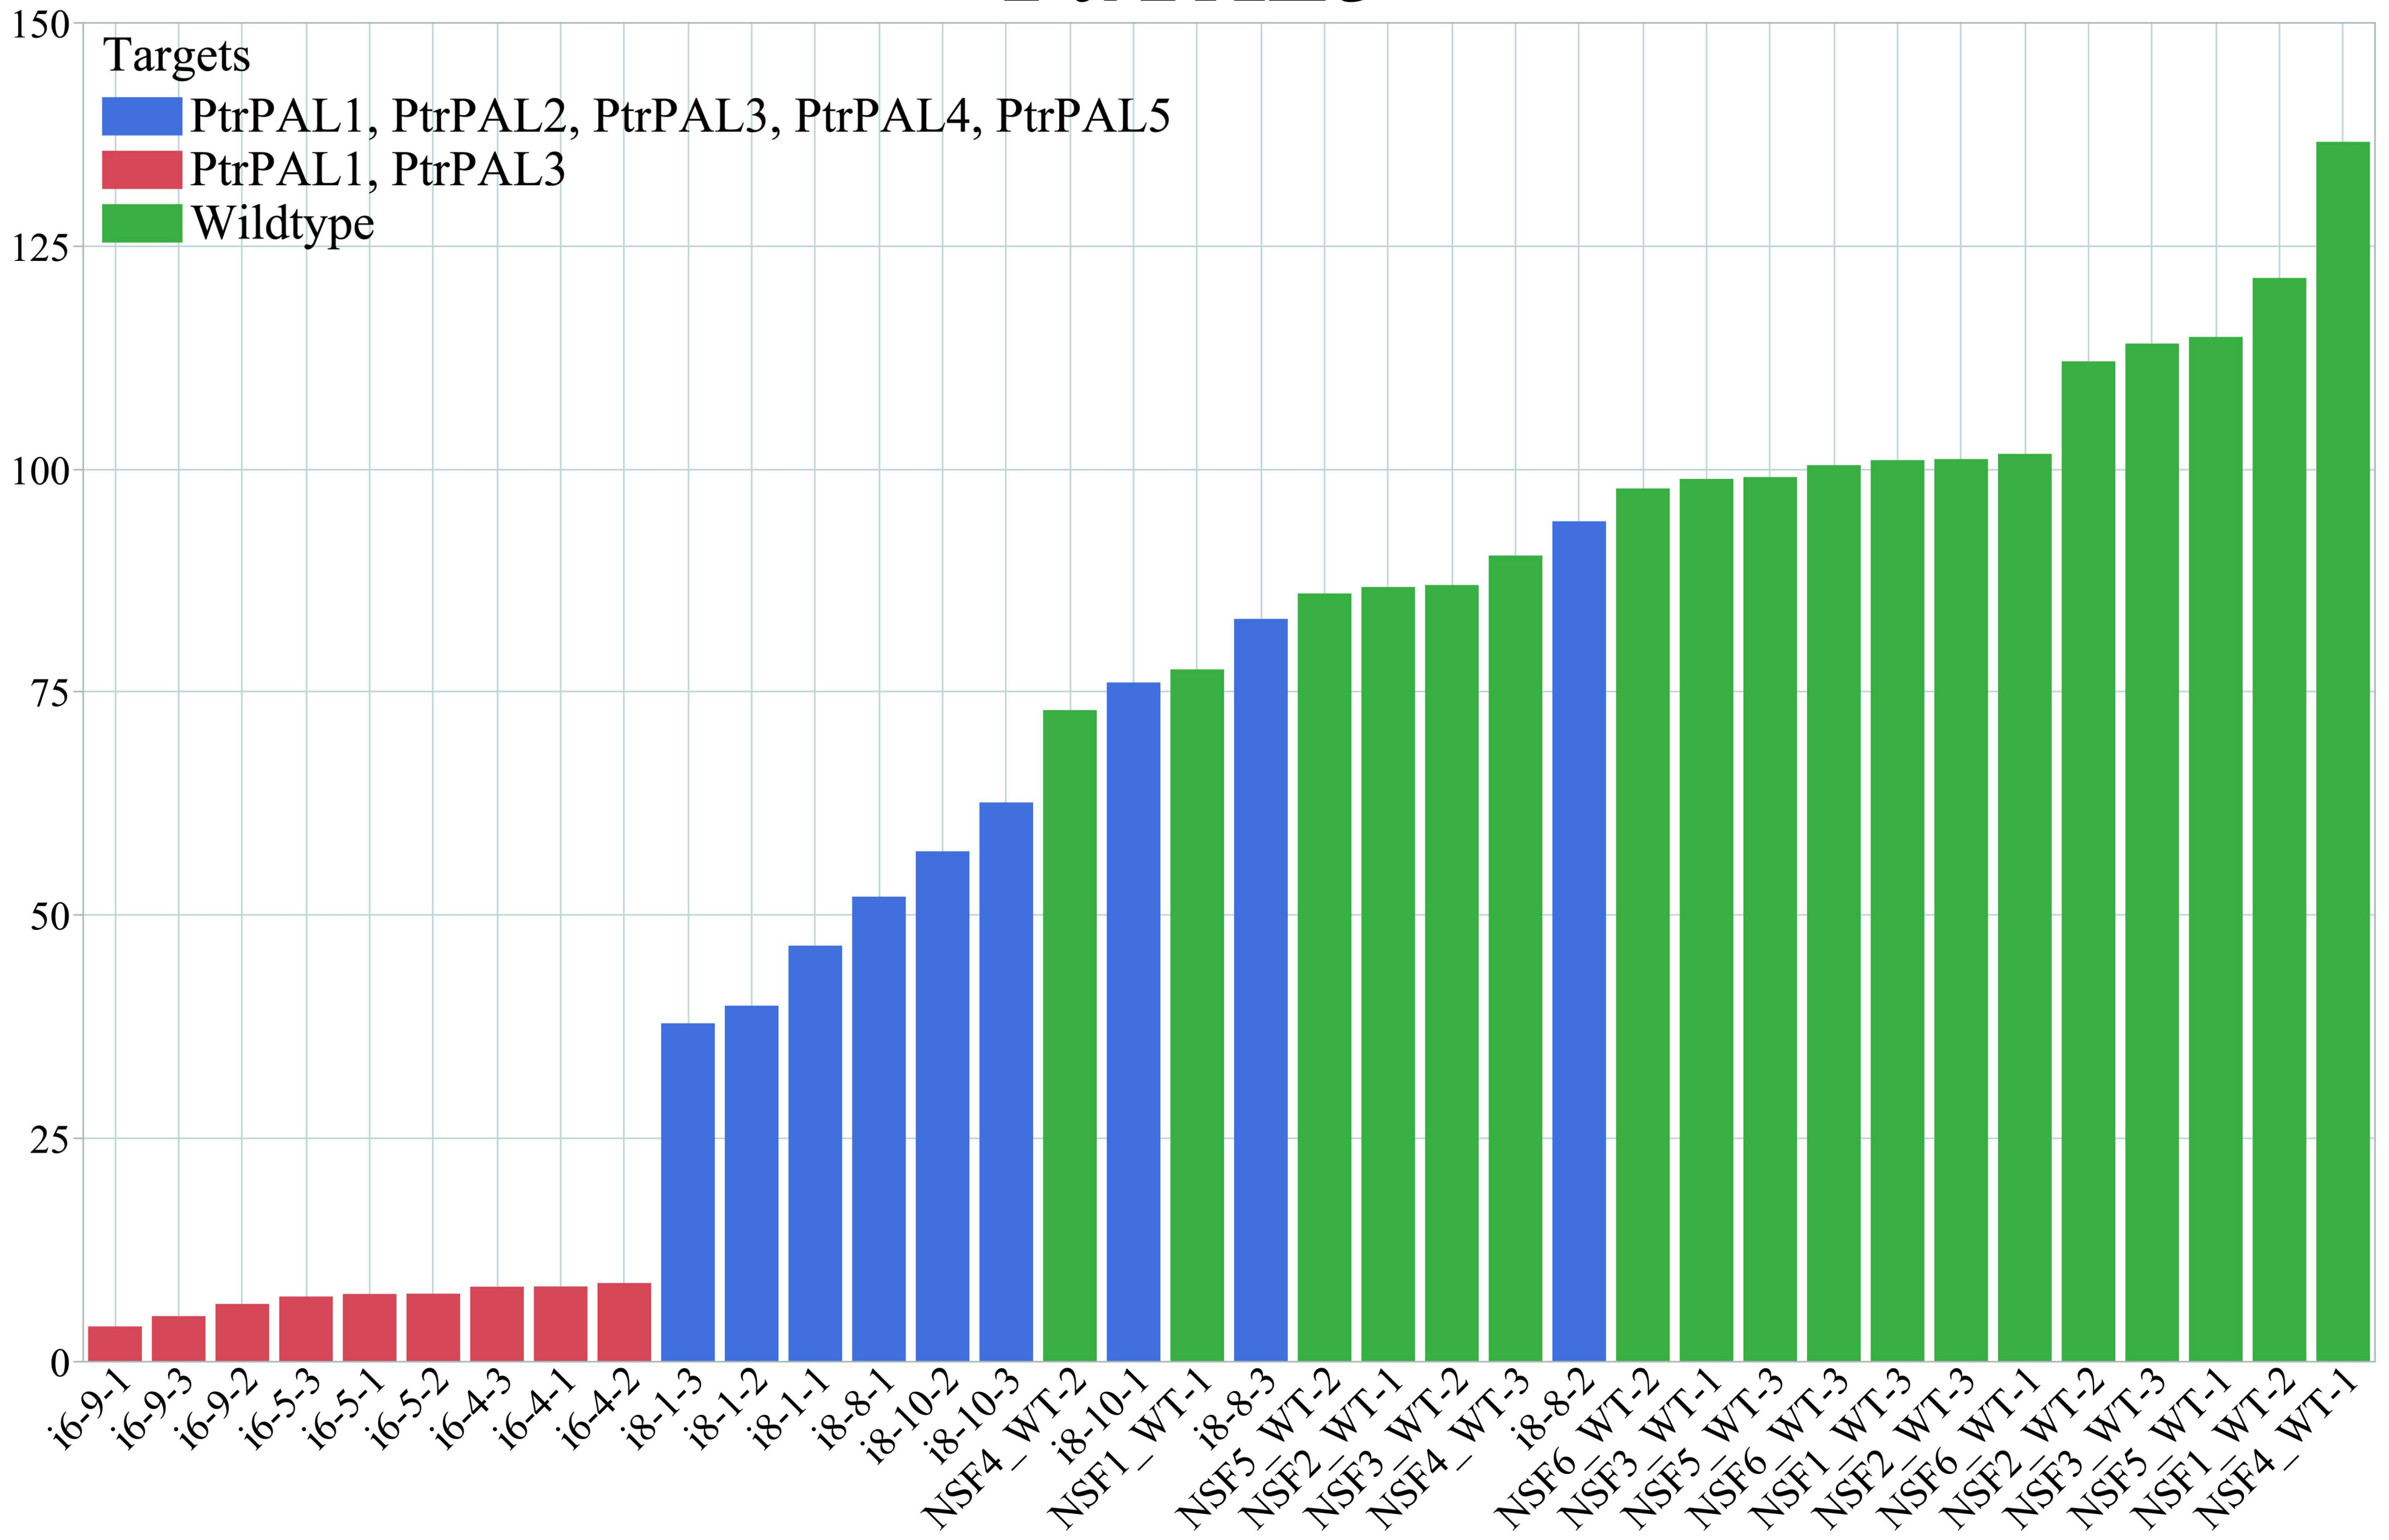

Transgenic and wildtype lines

# *PtrPAL4 and PtrPAL5*

Relative transcript abundance (%)

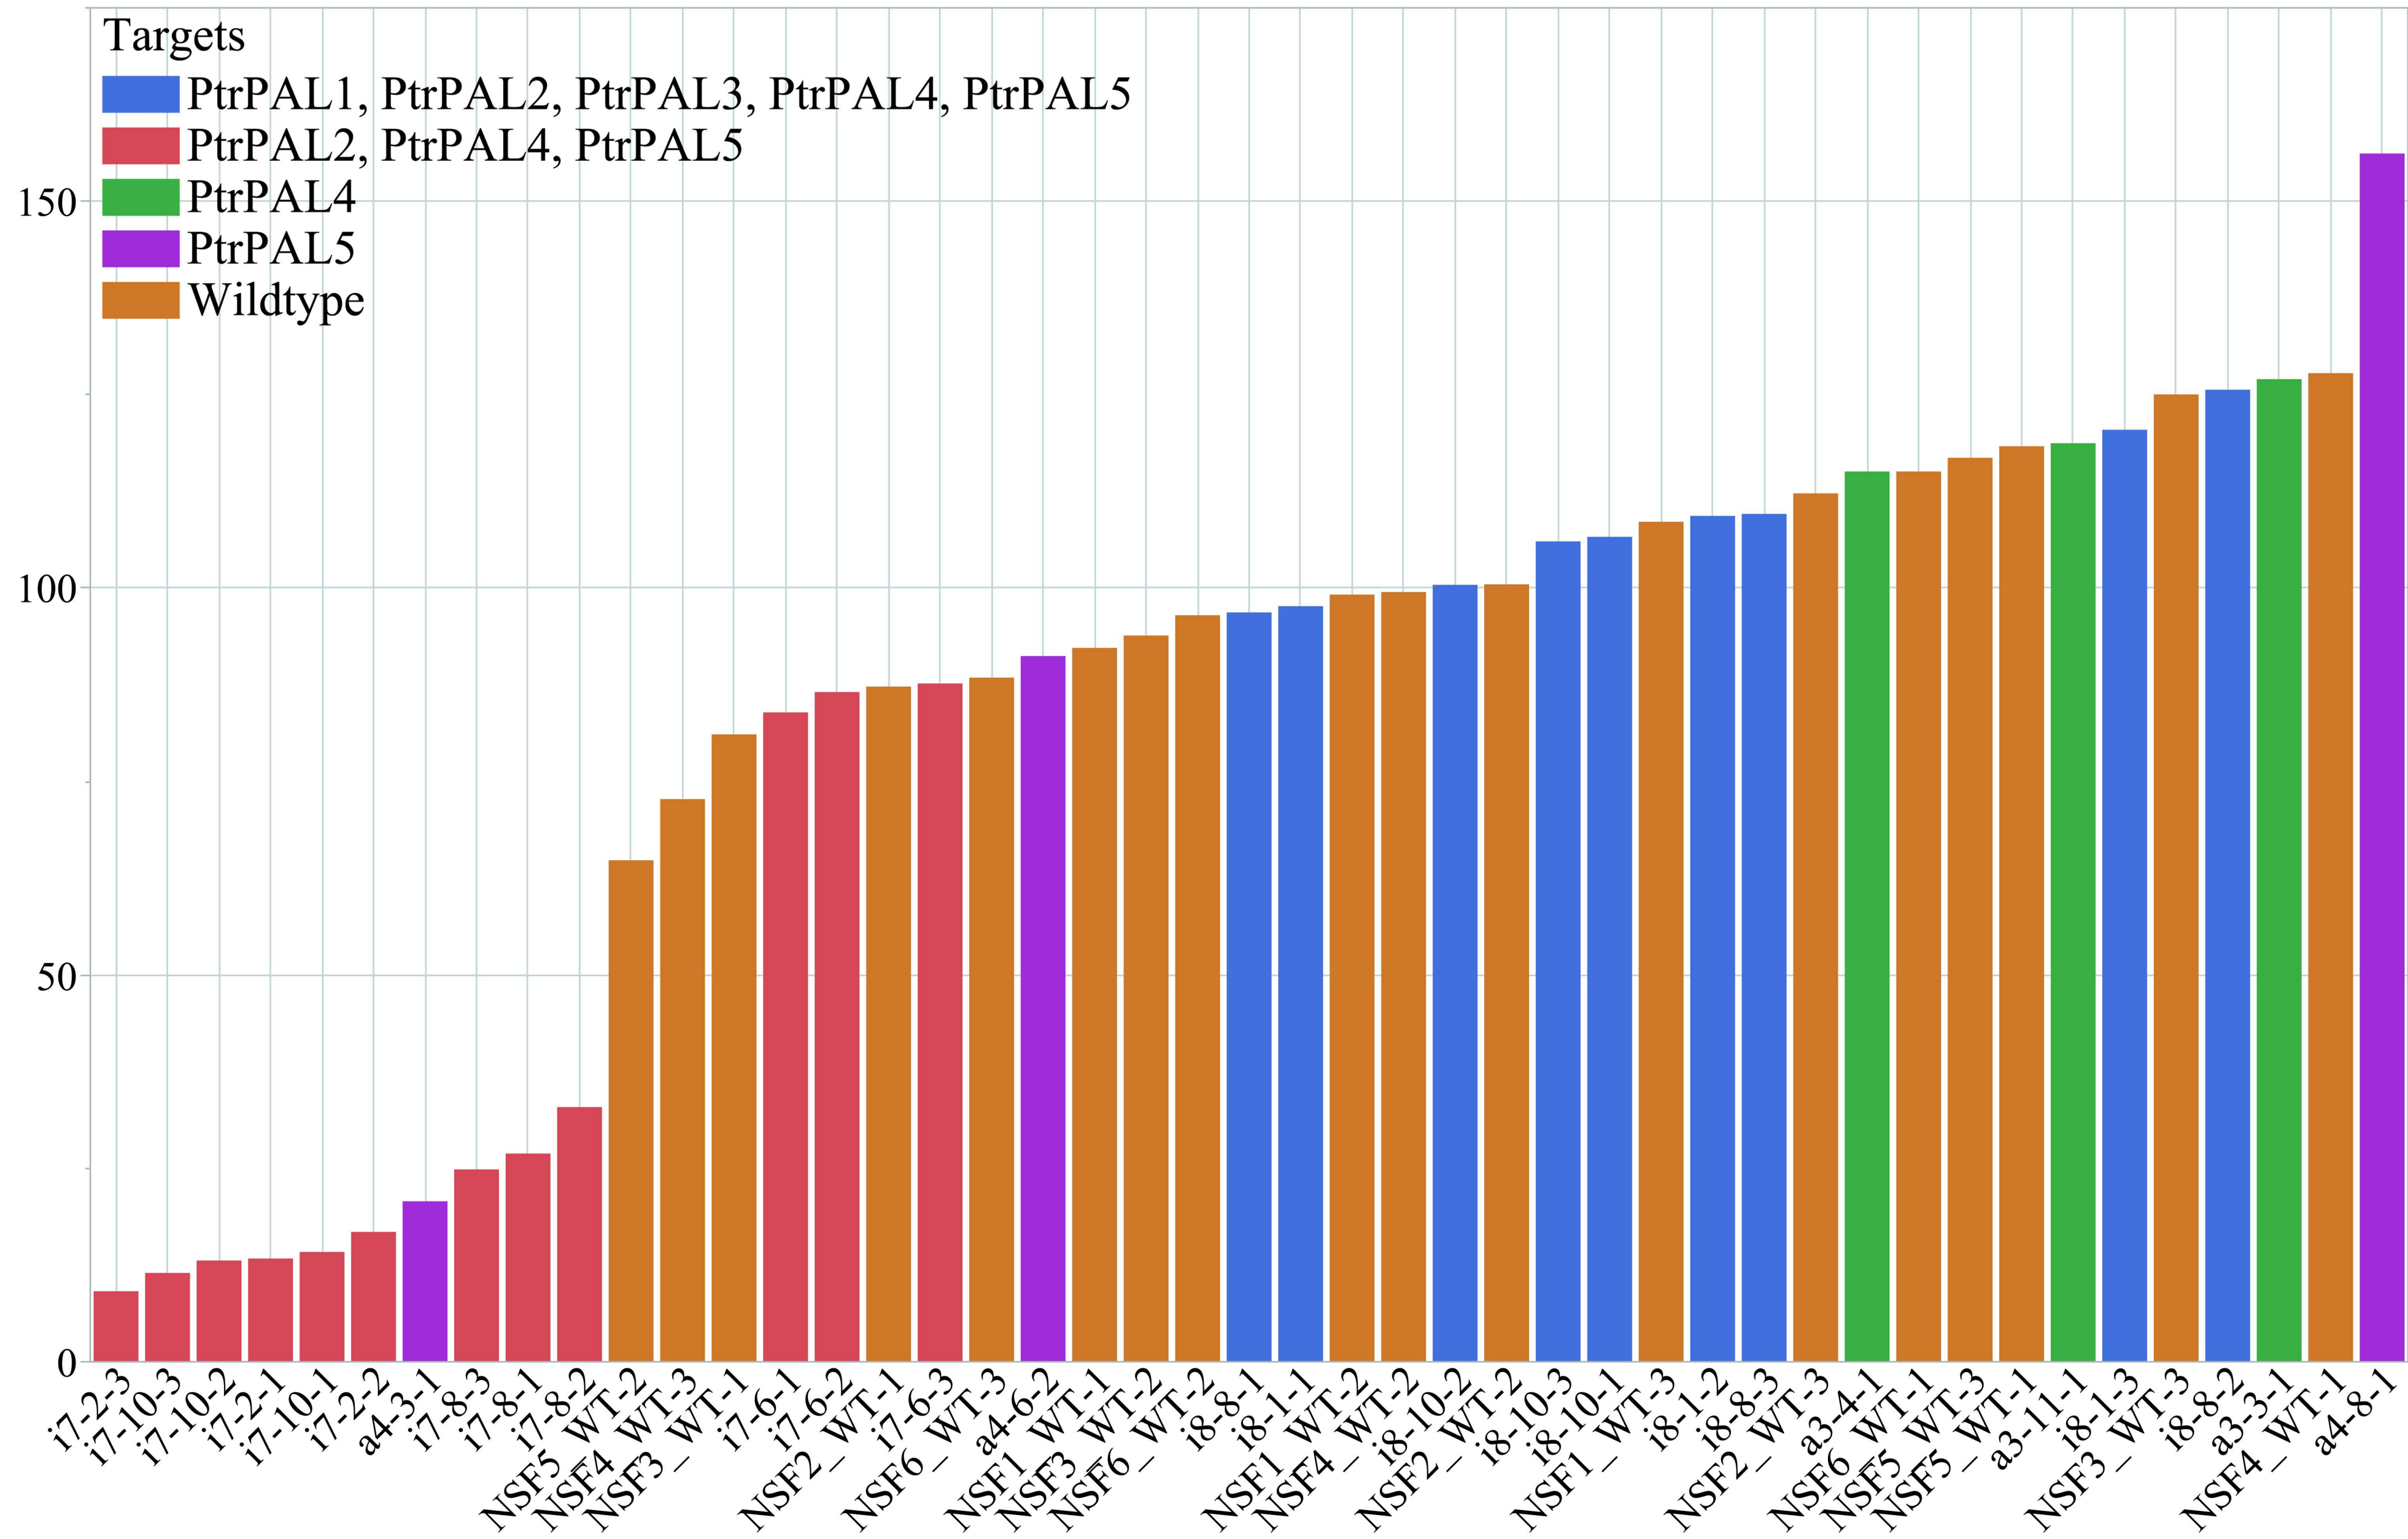

Transgenic and wildtype lines

# *PtrC4H1*

Relative transcript abundance (%)

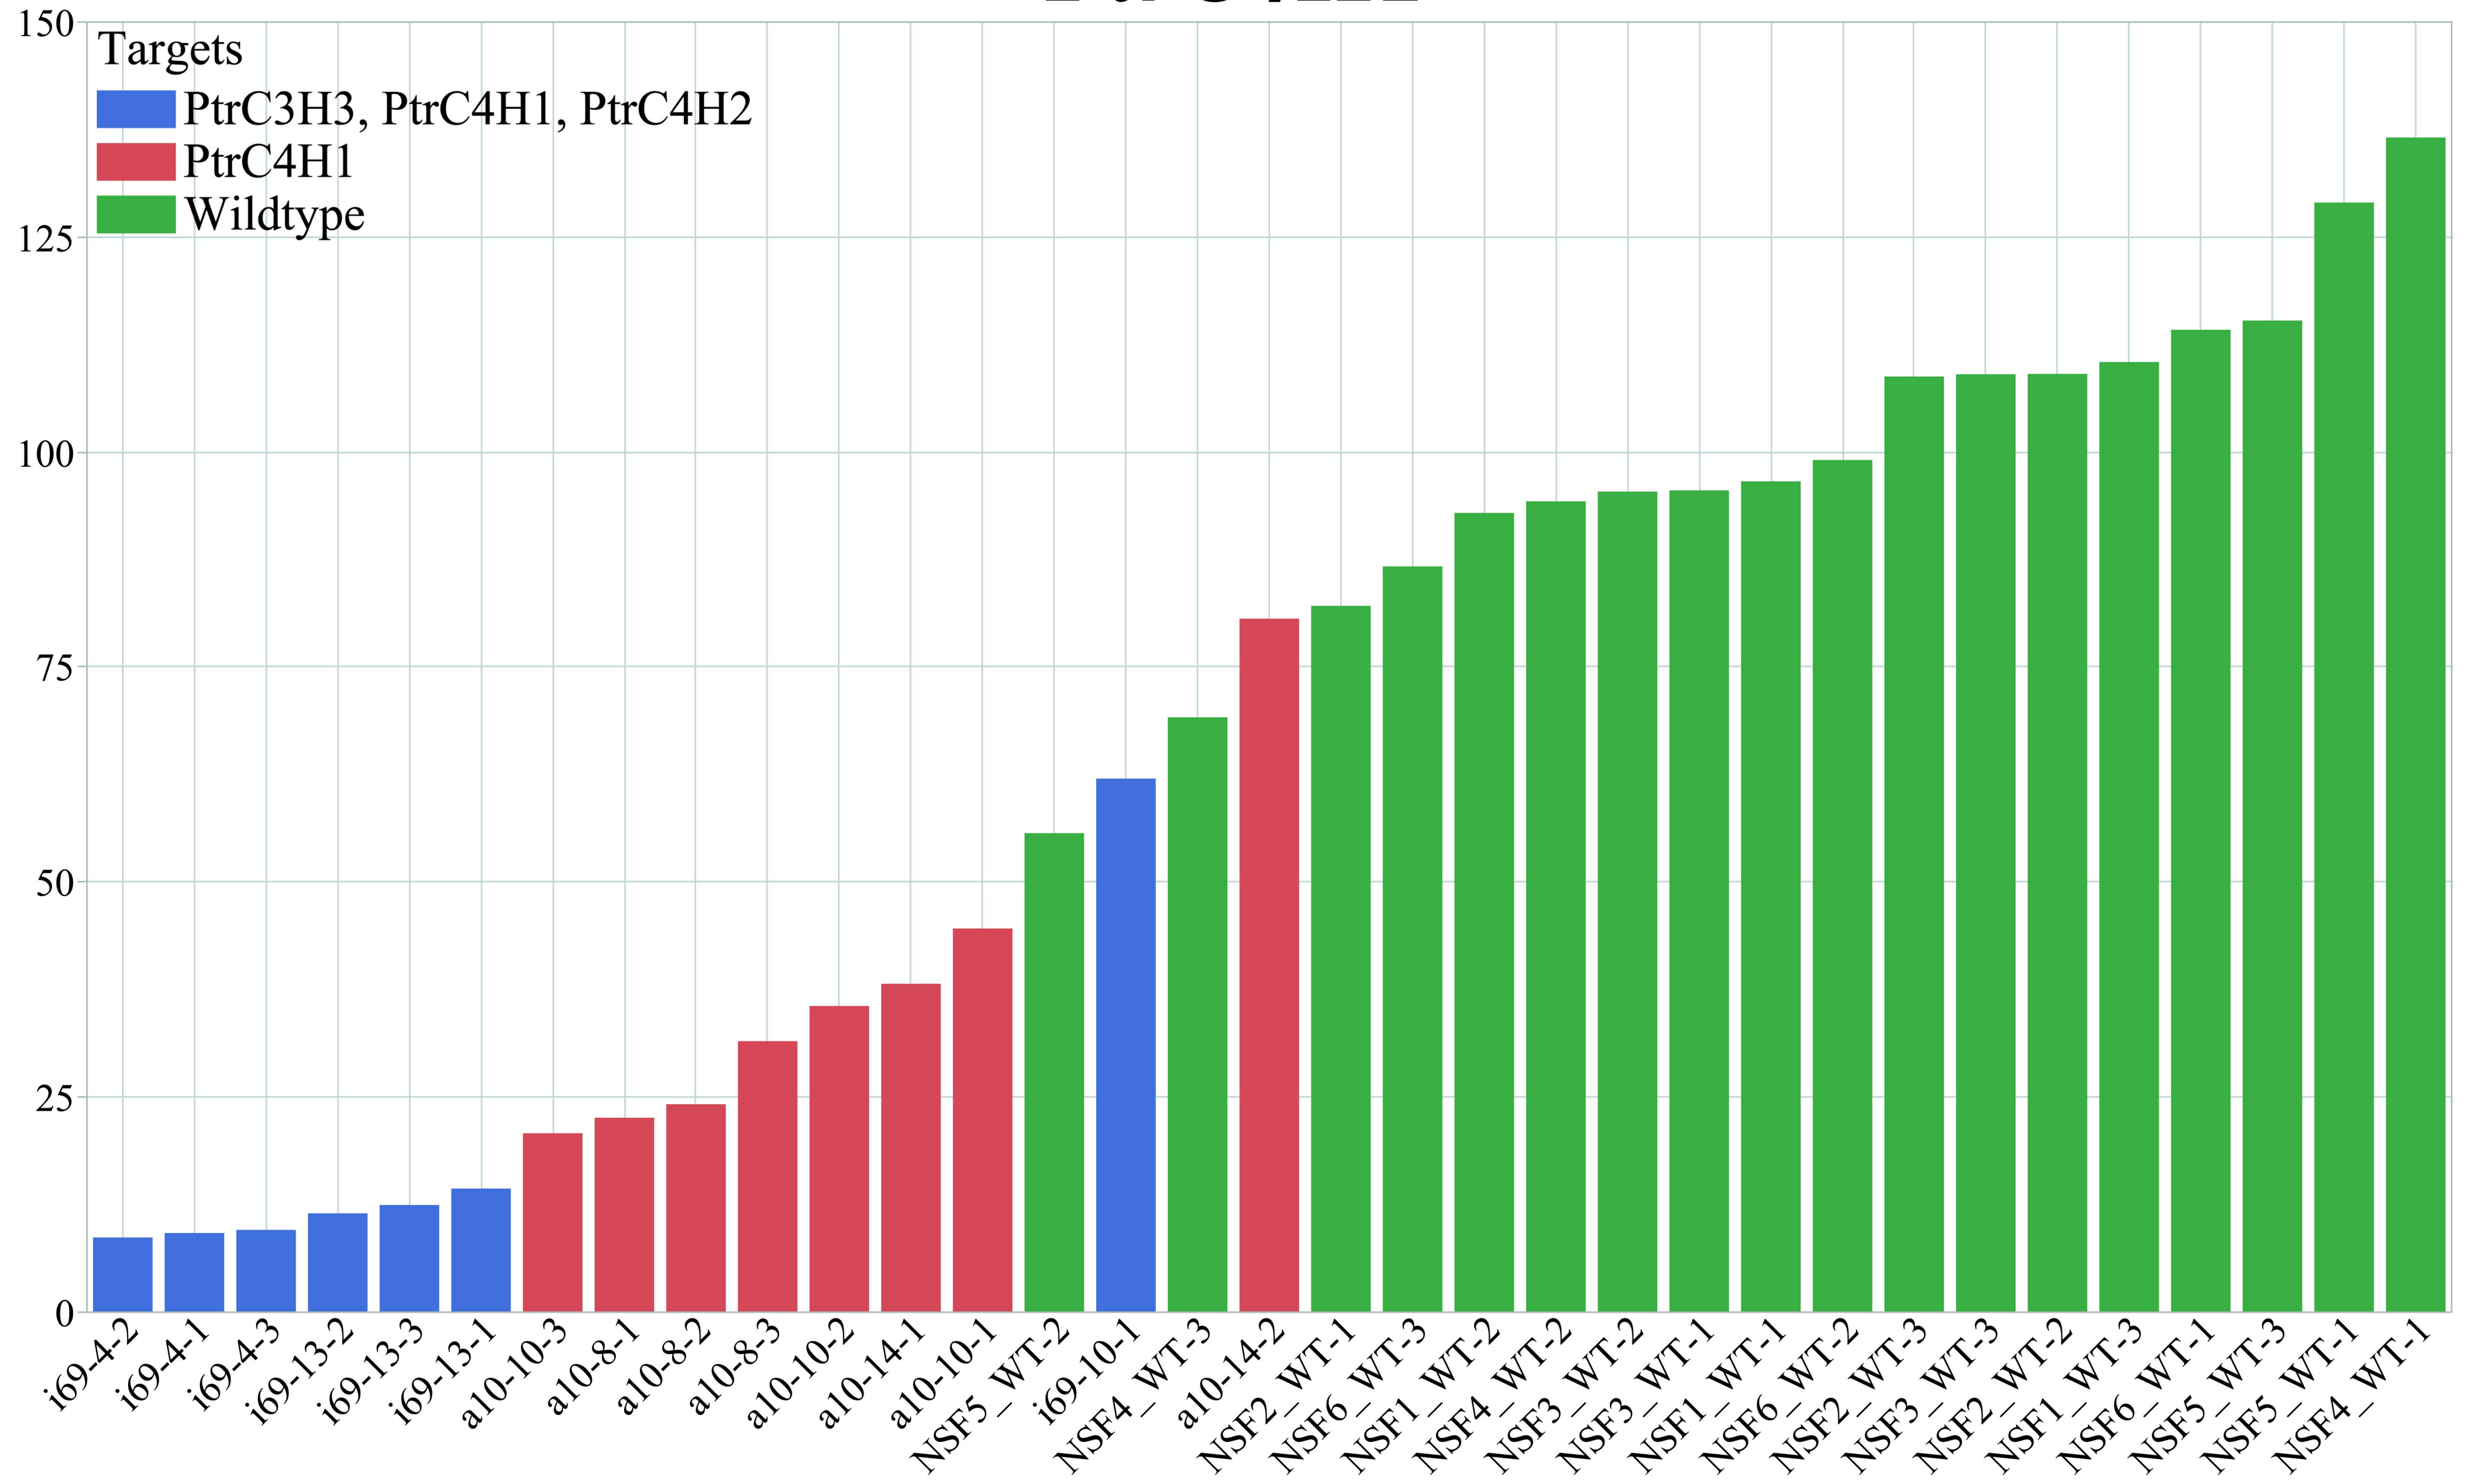

Transgenic and wildtype lines

*PtrC4H2*

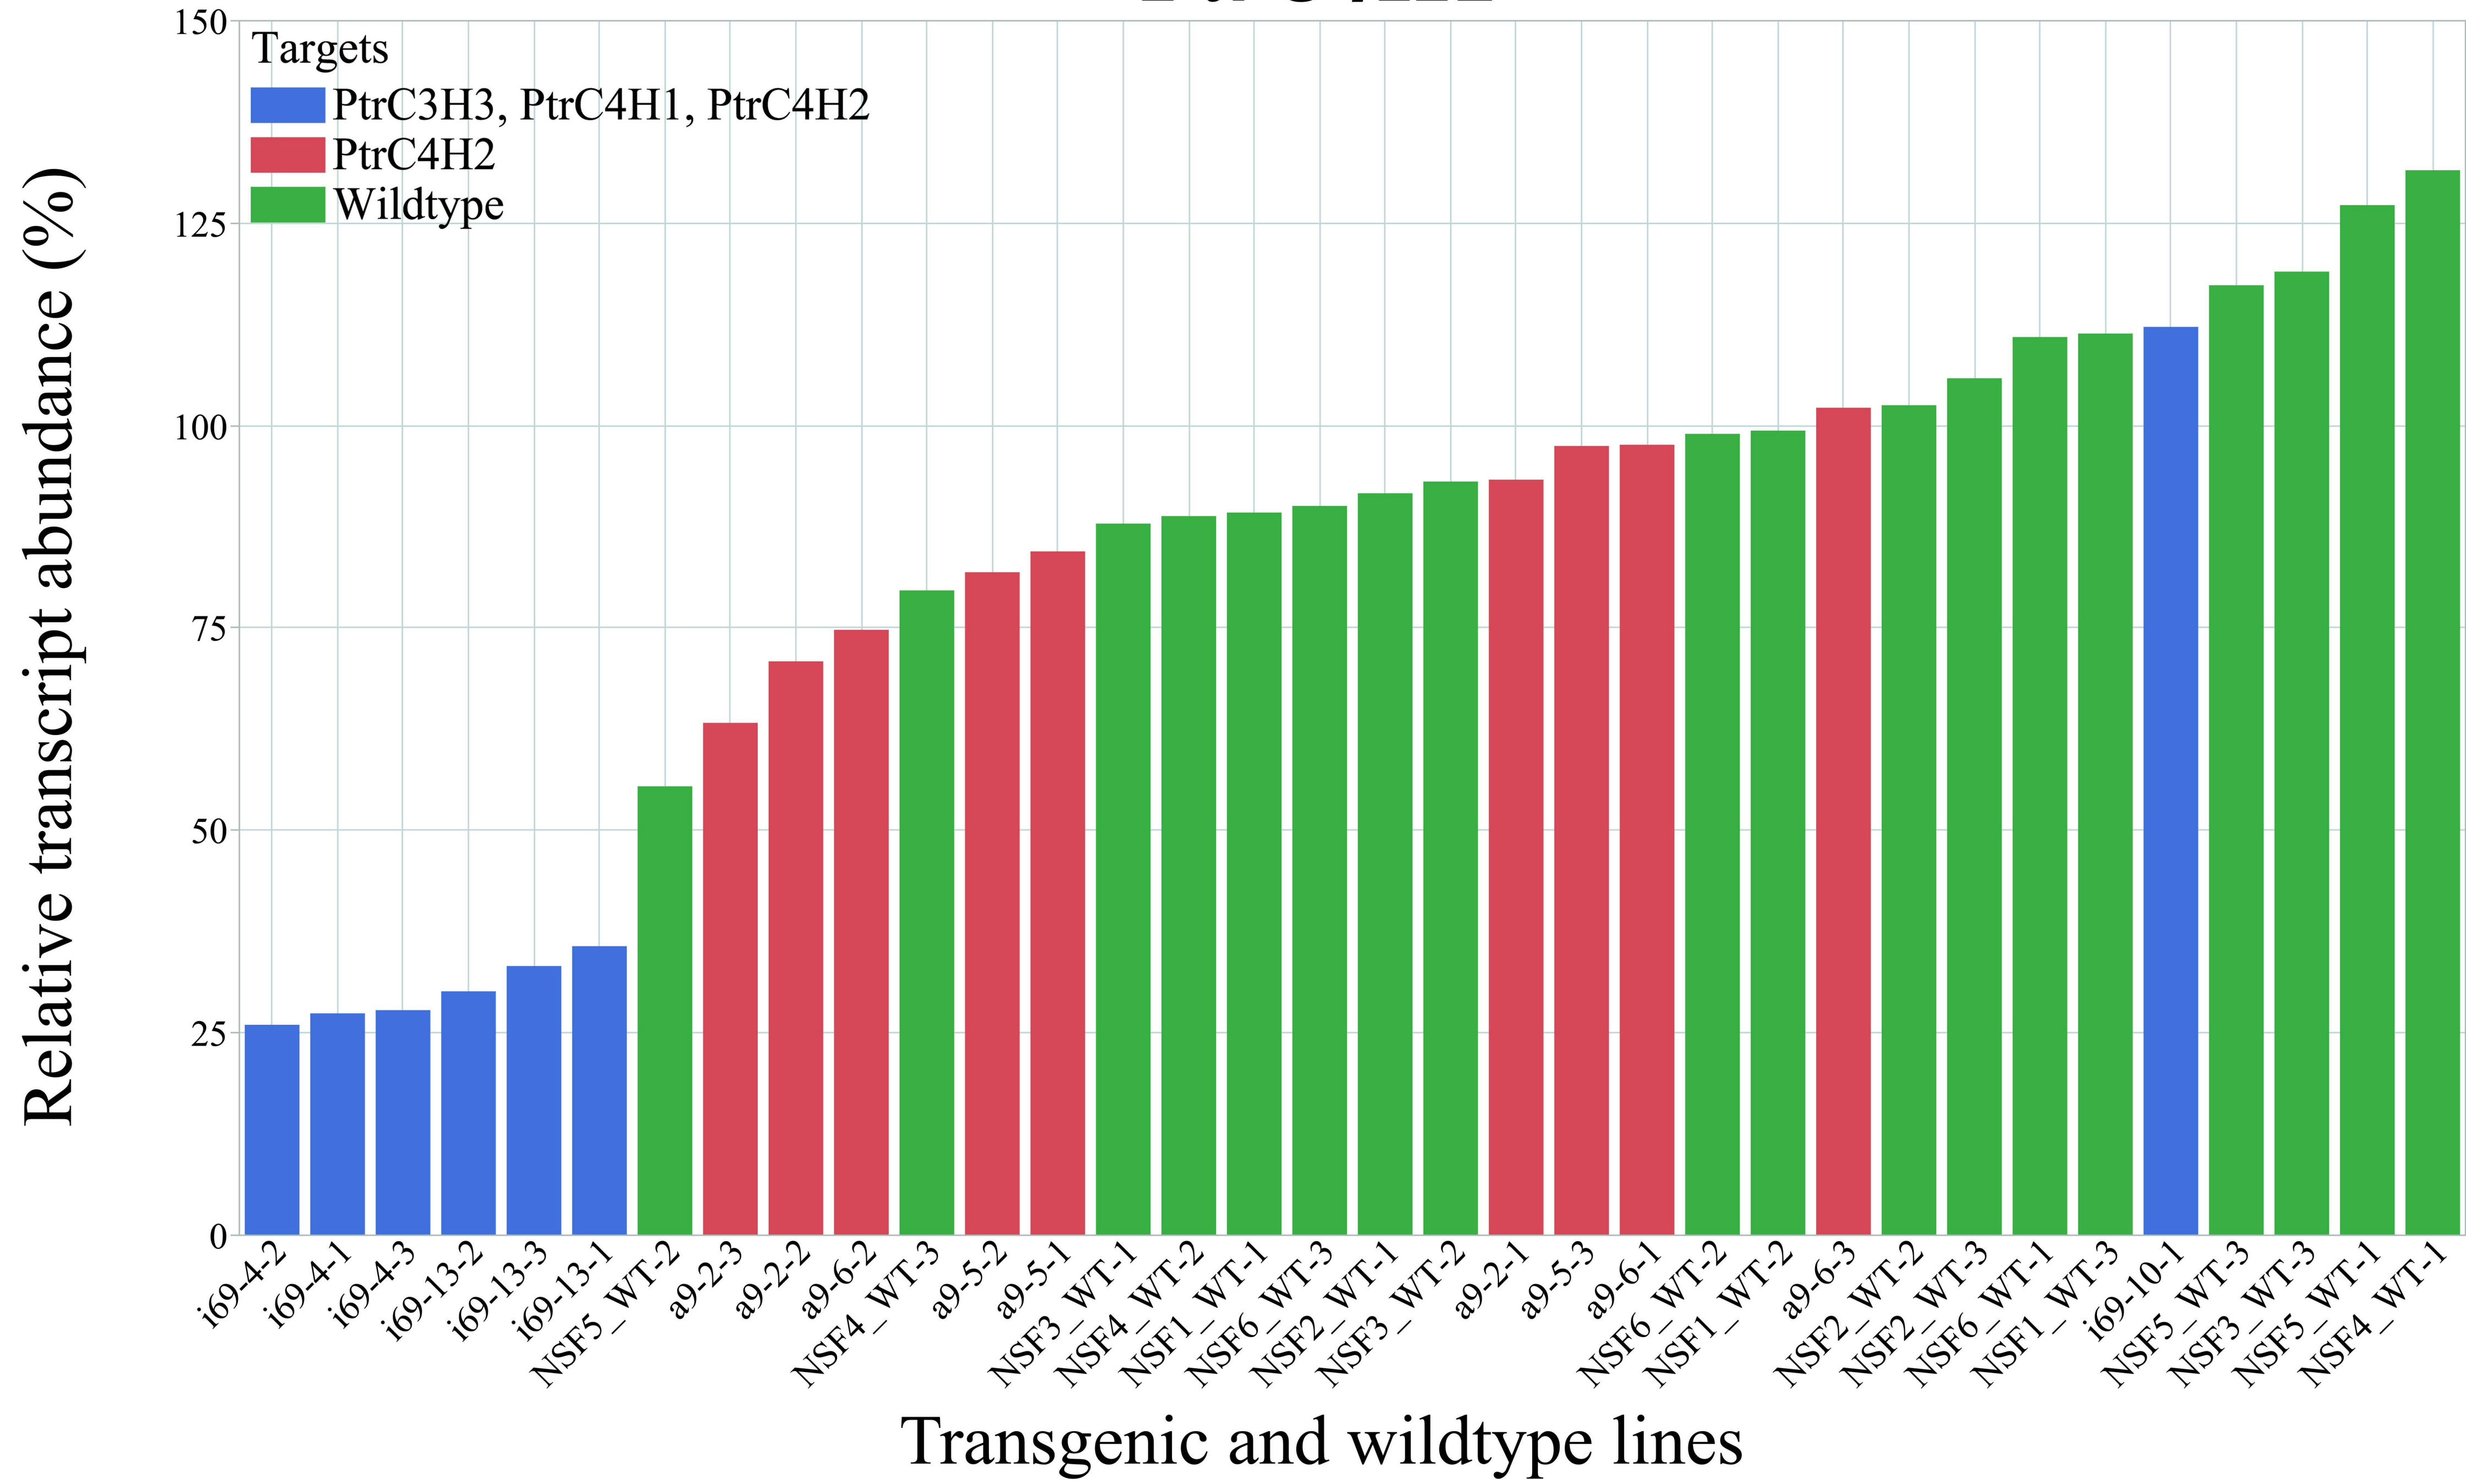

*PtrC3H3*

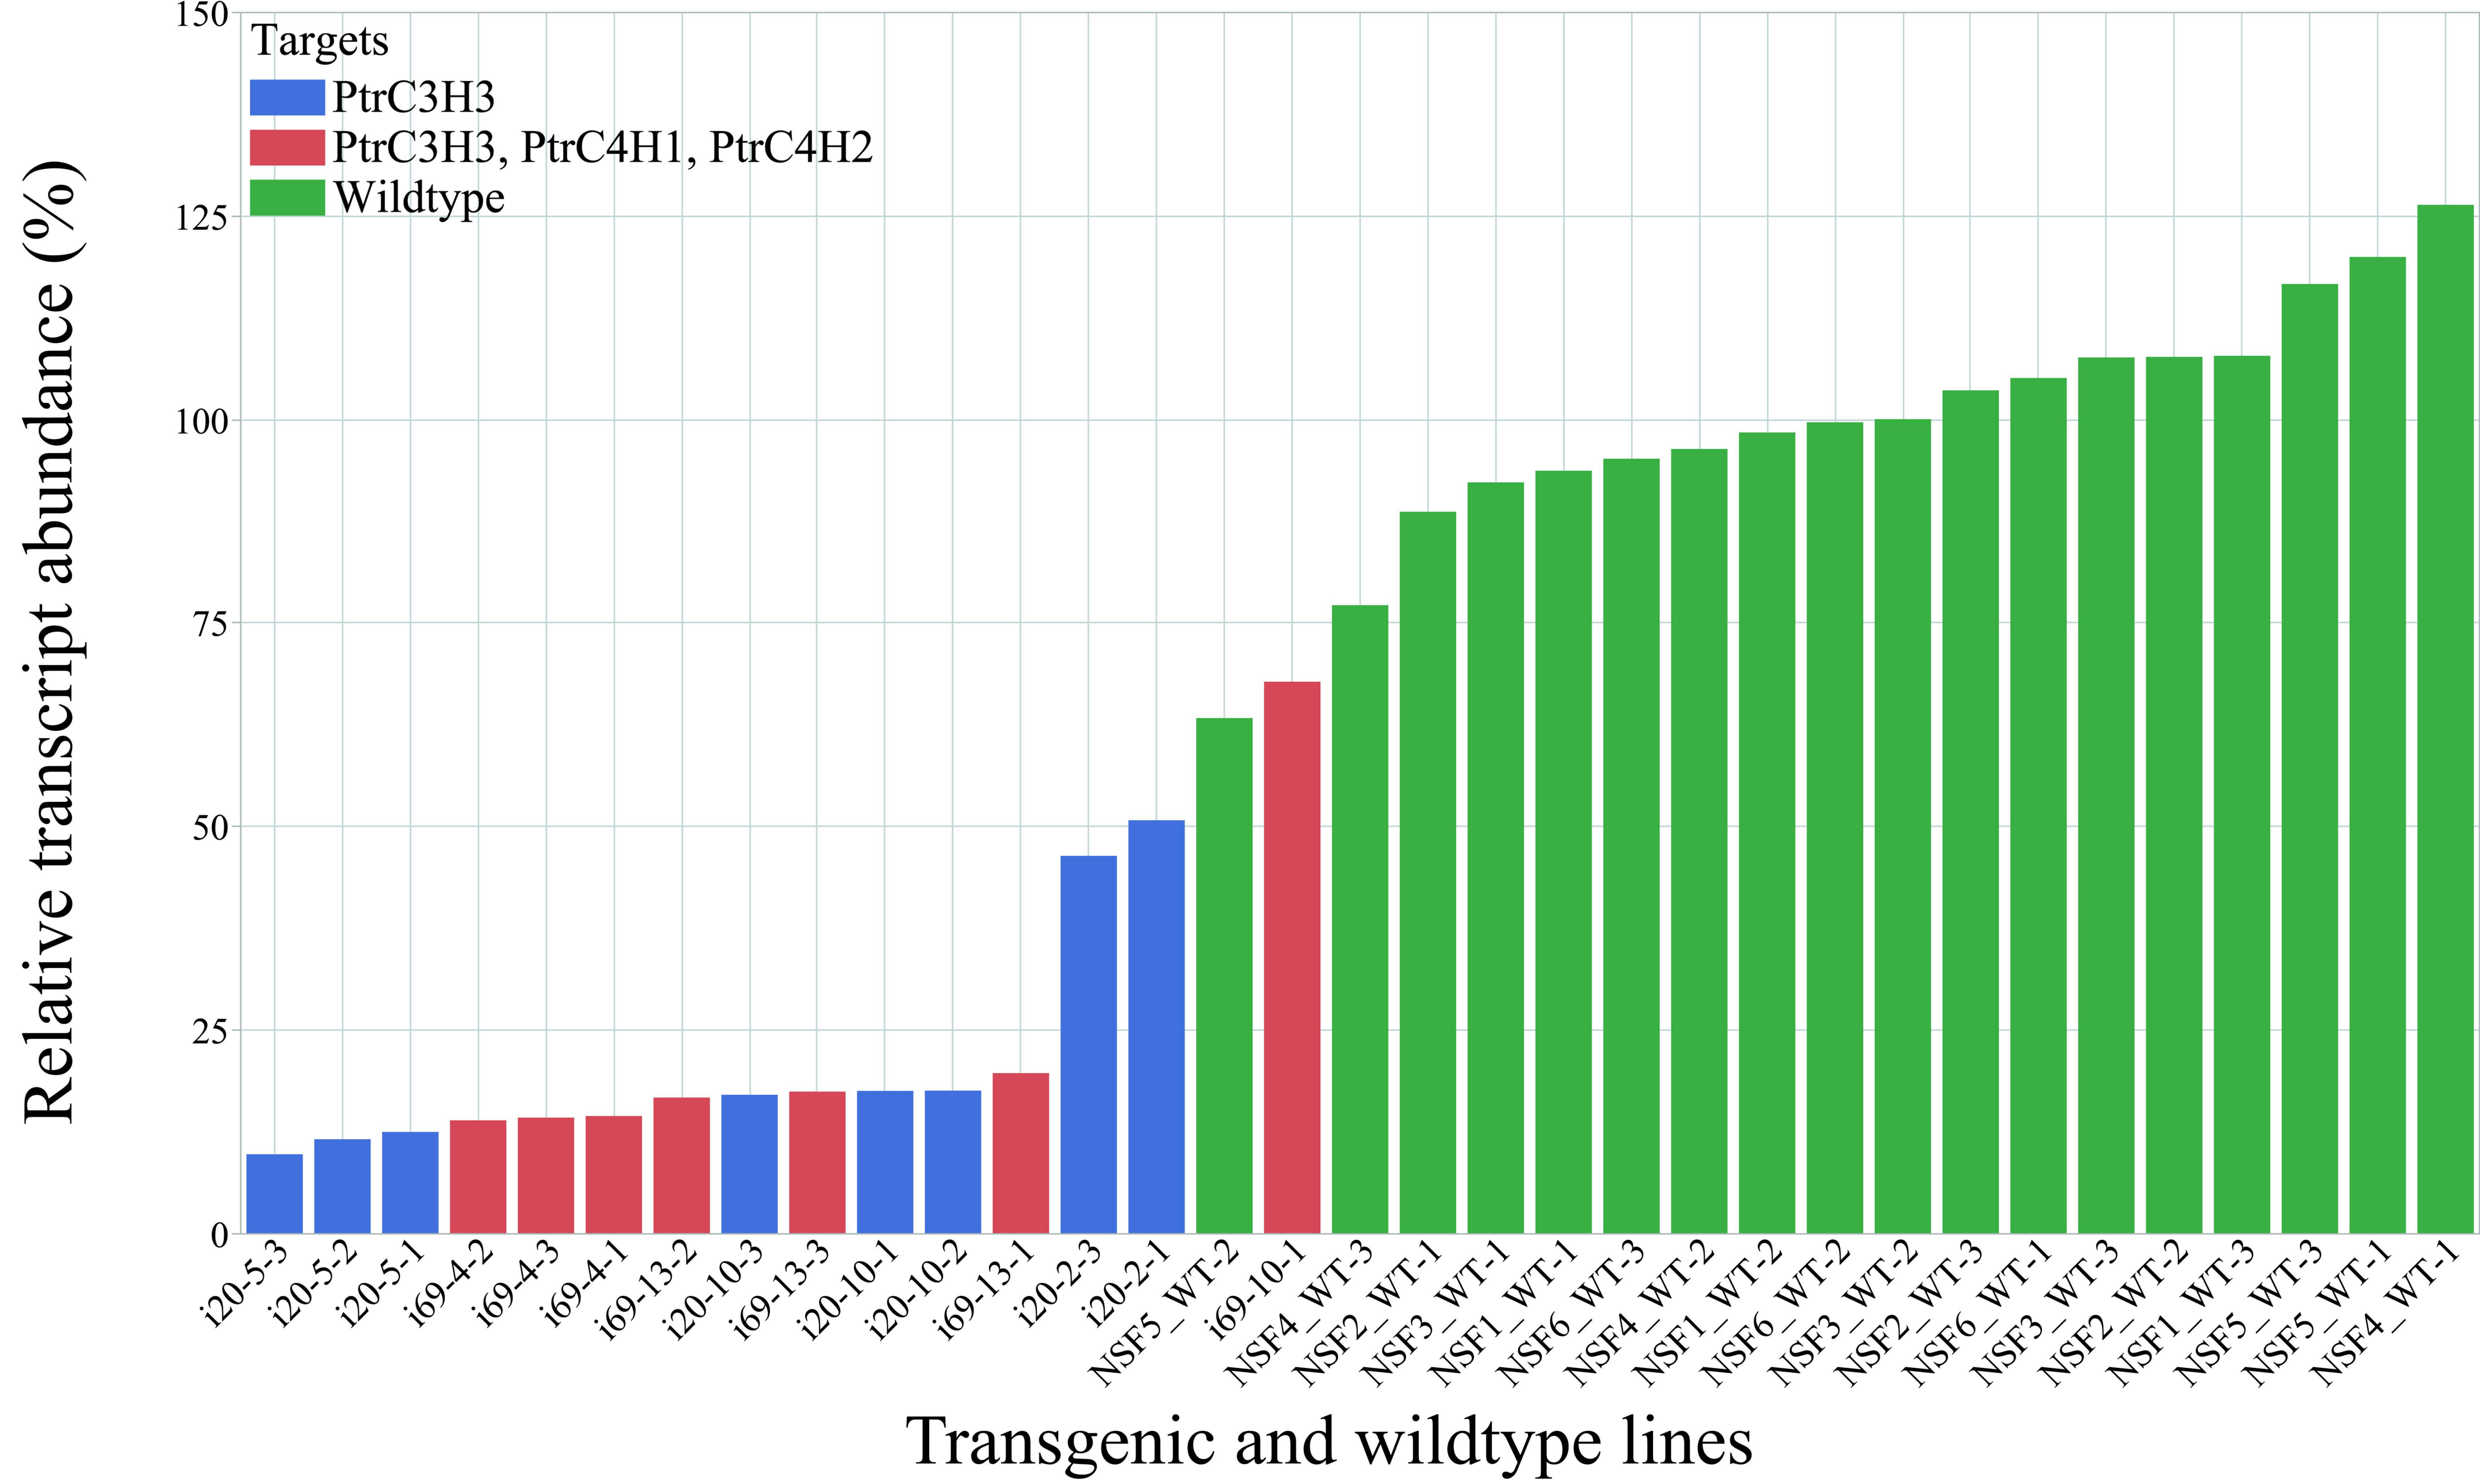

*Ptr4CL3*

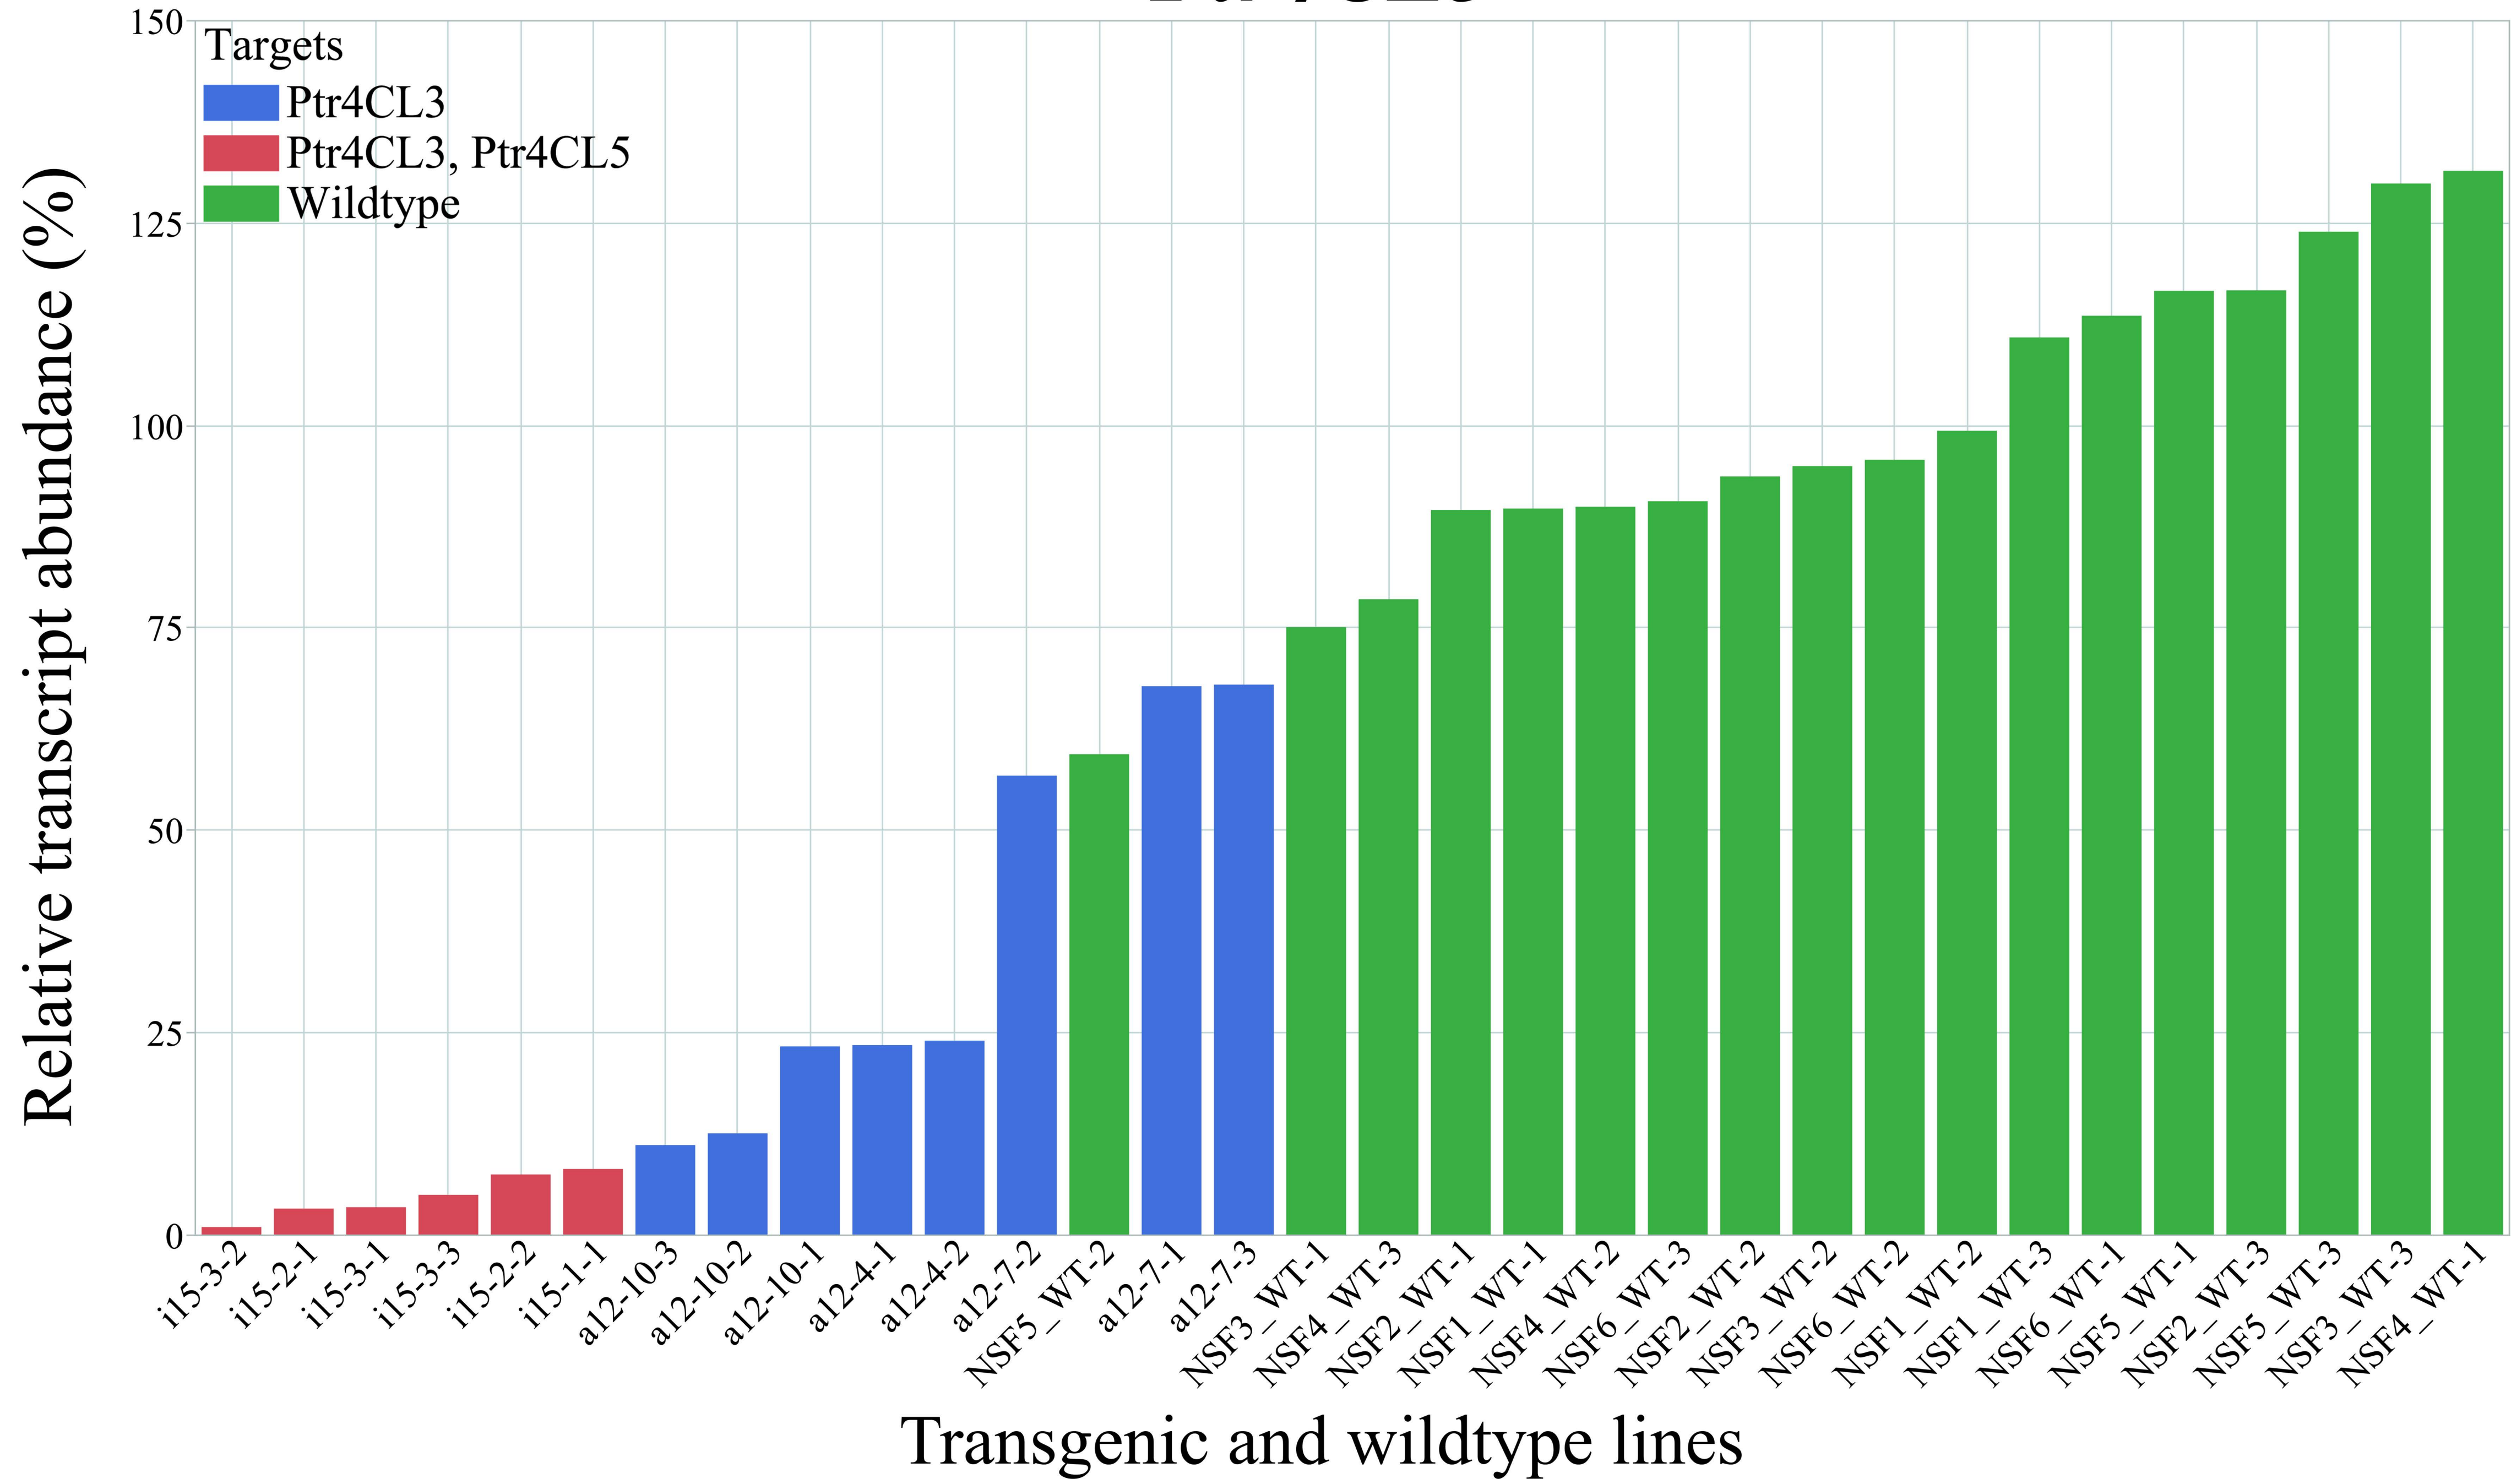

*Ptr4CL5*

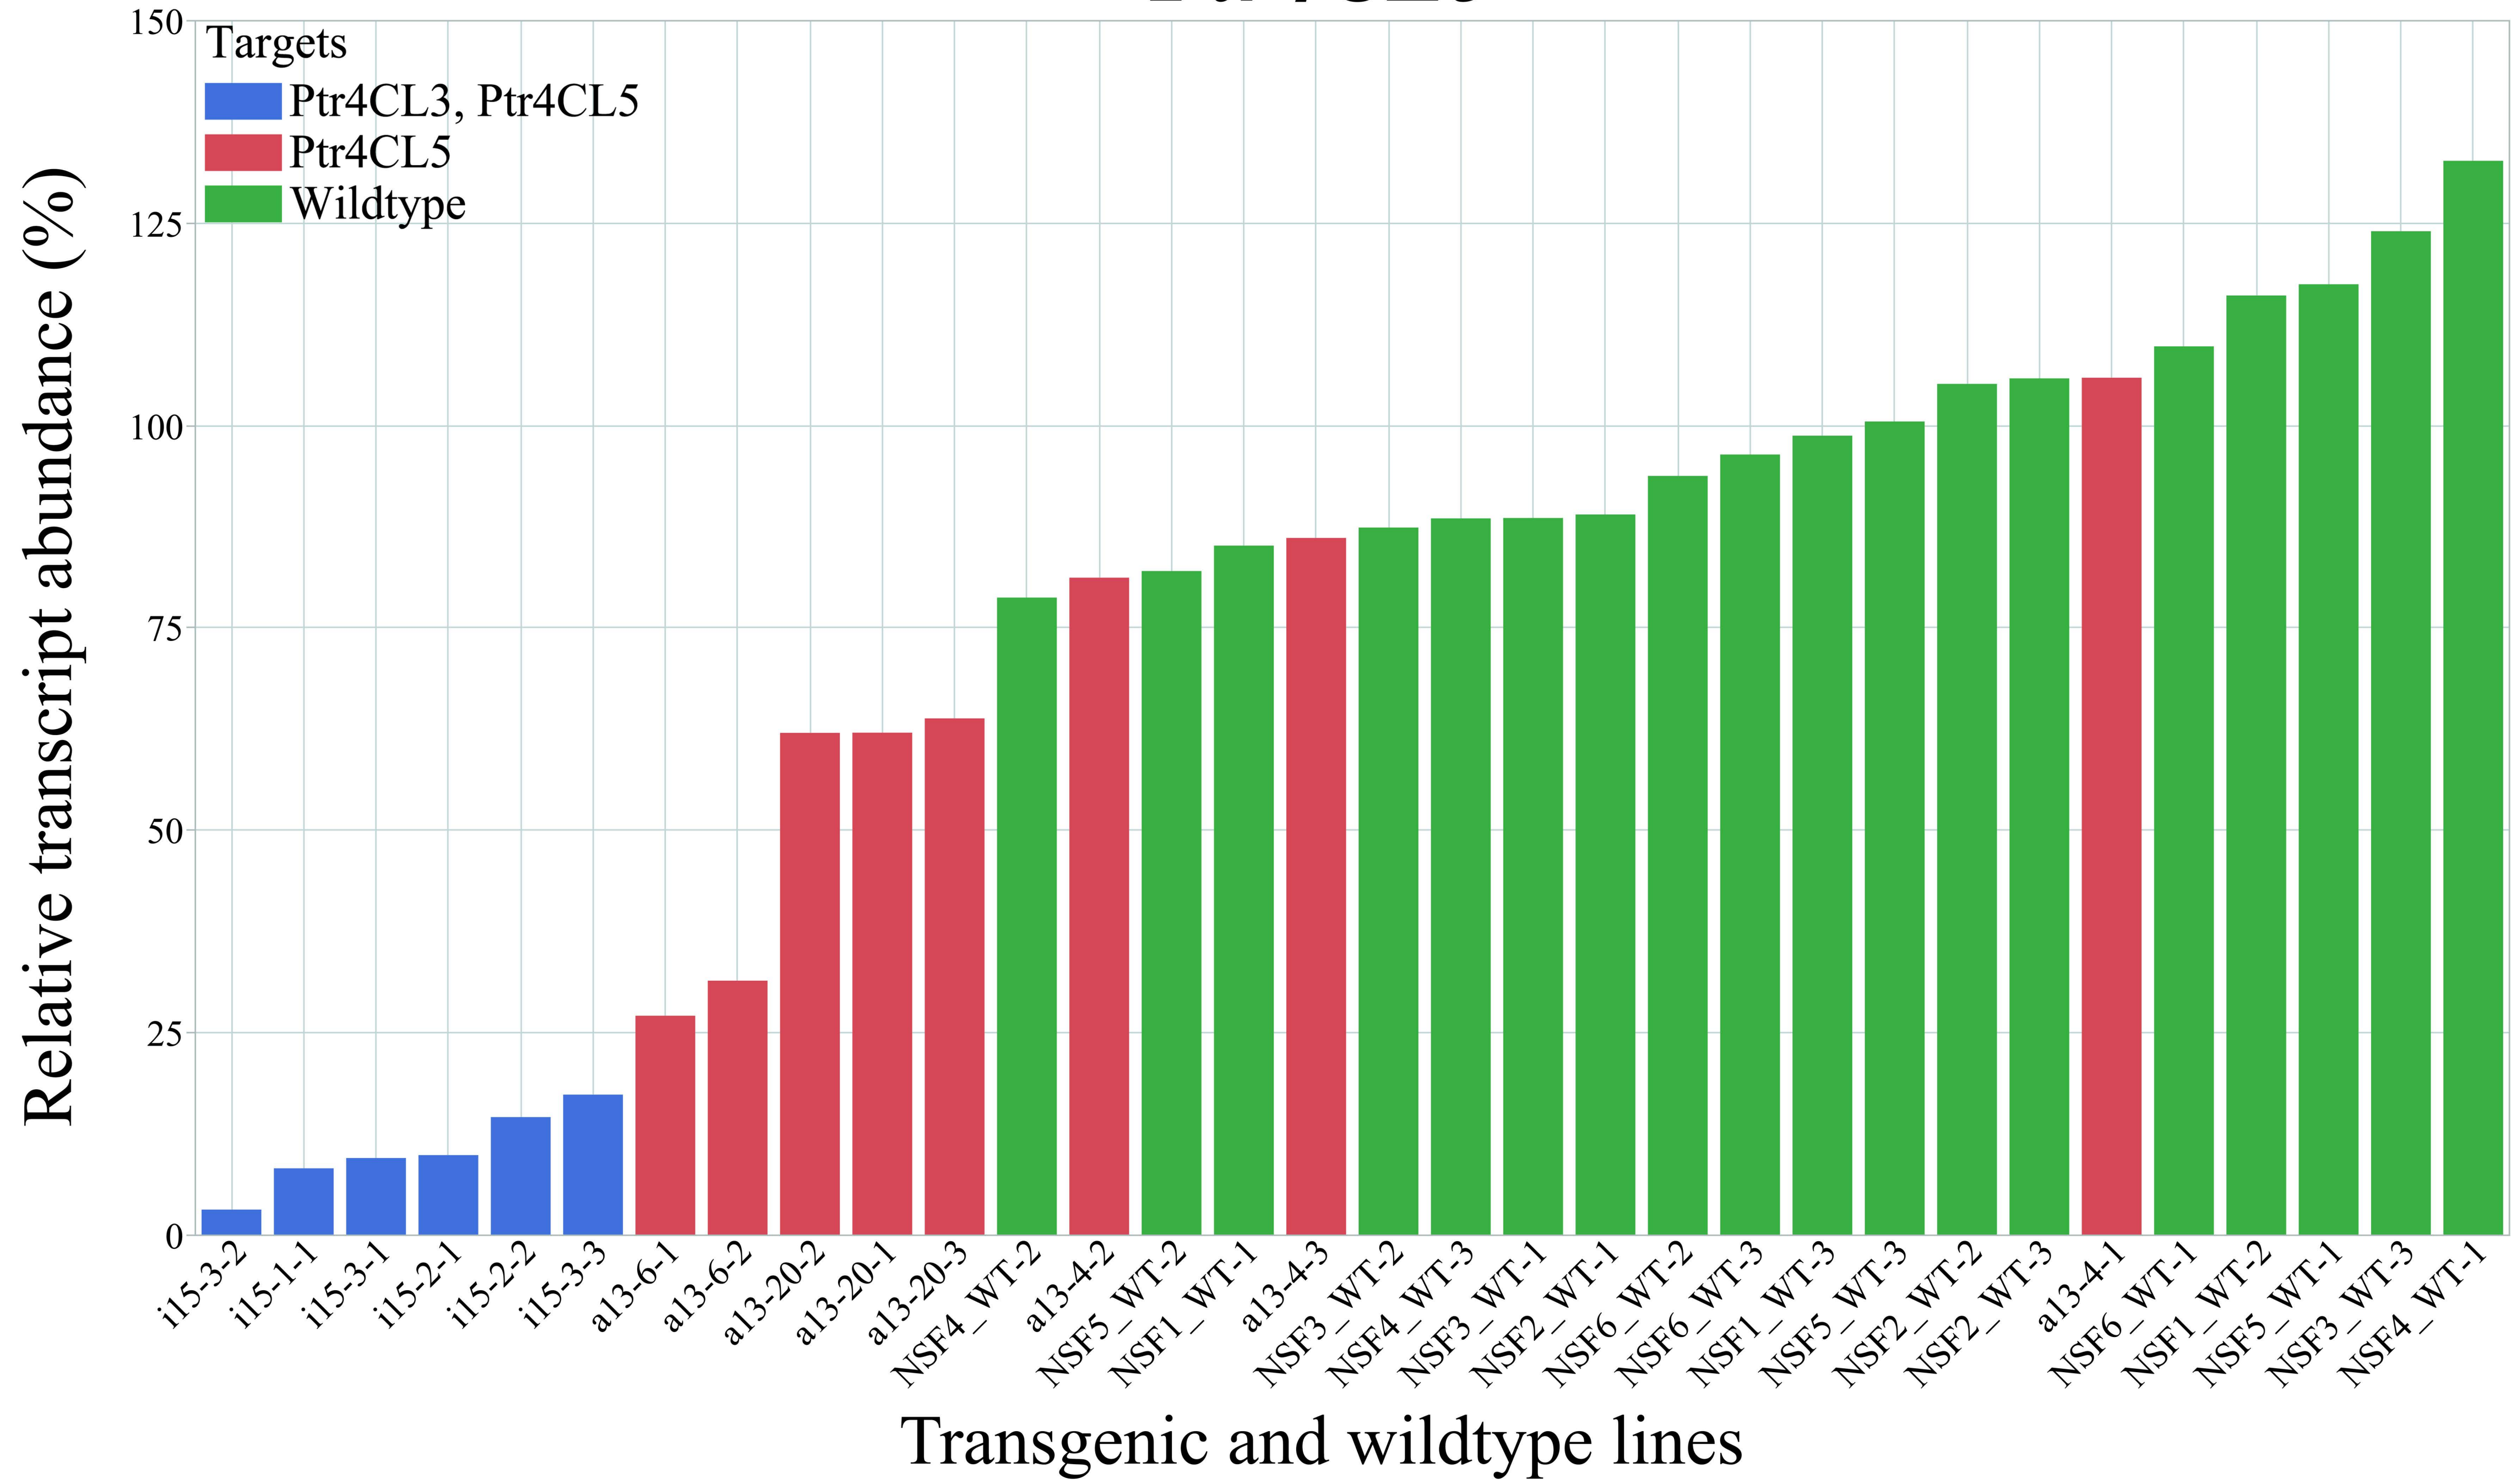

# *PtrHCT1*

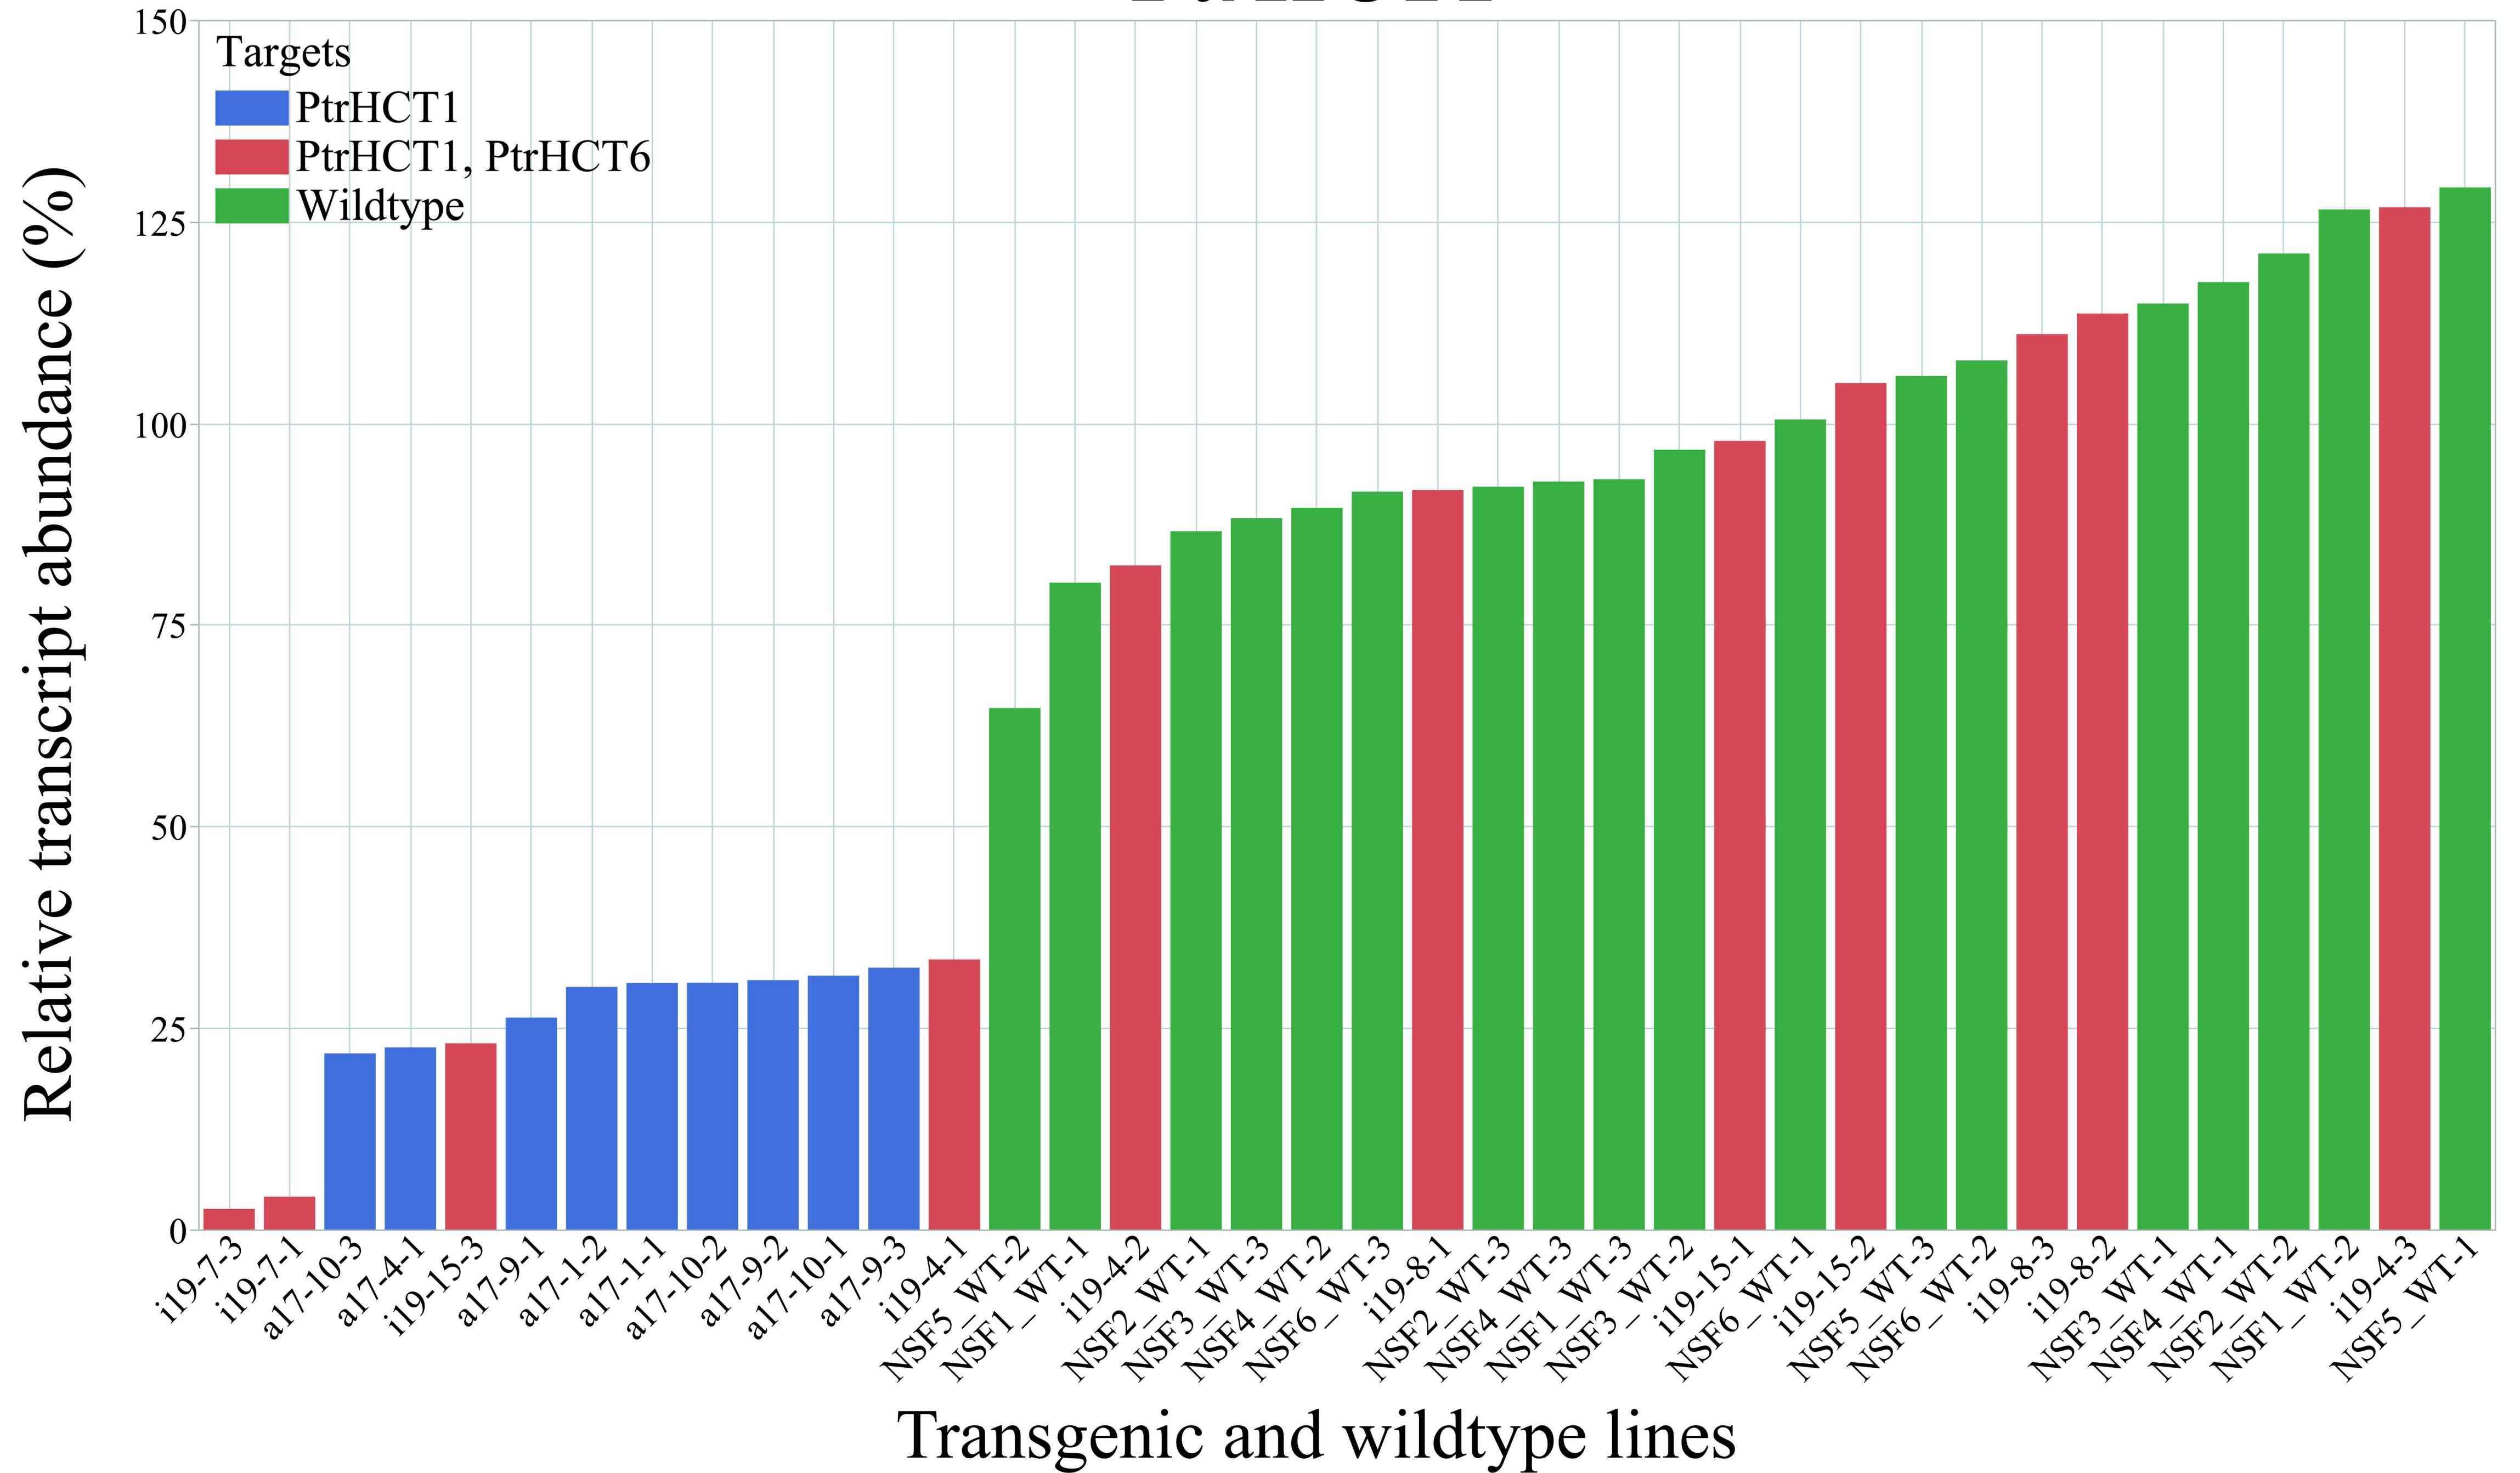

*PtrHCT6*

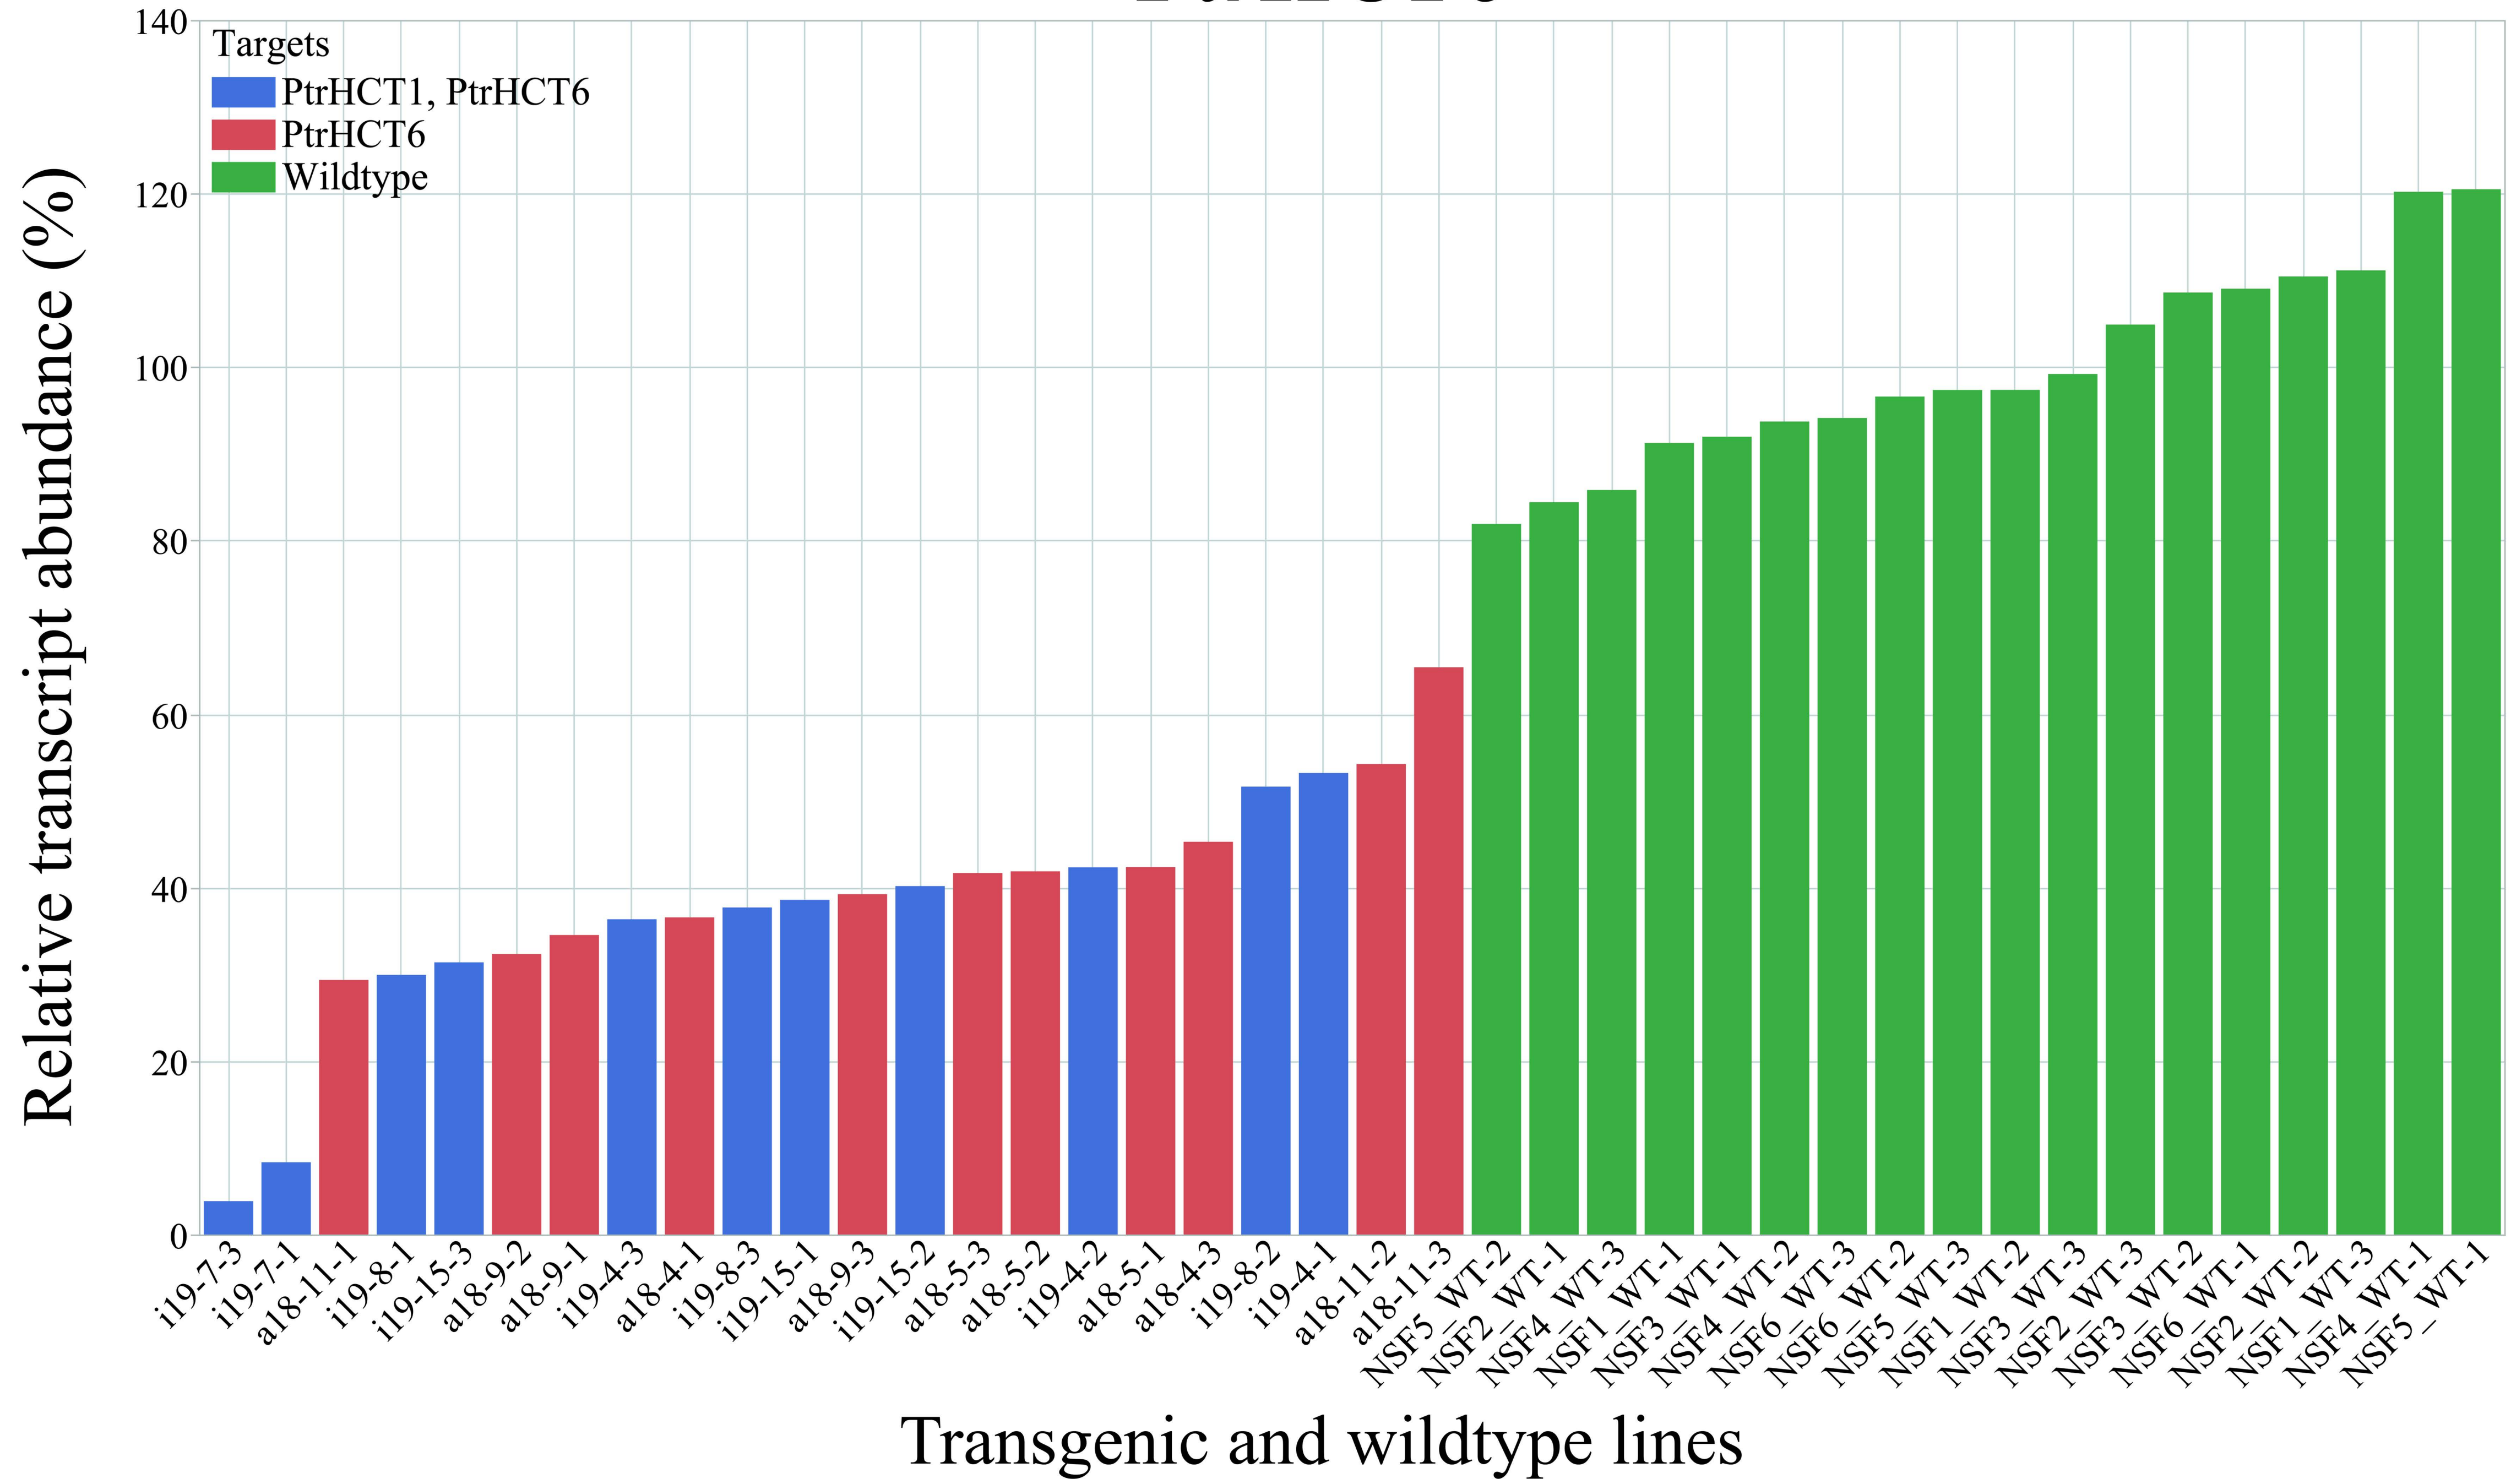

# *PtrCCoAOMT1*

Relative transcript abundance (%)

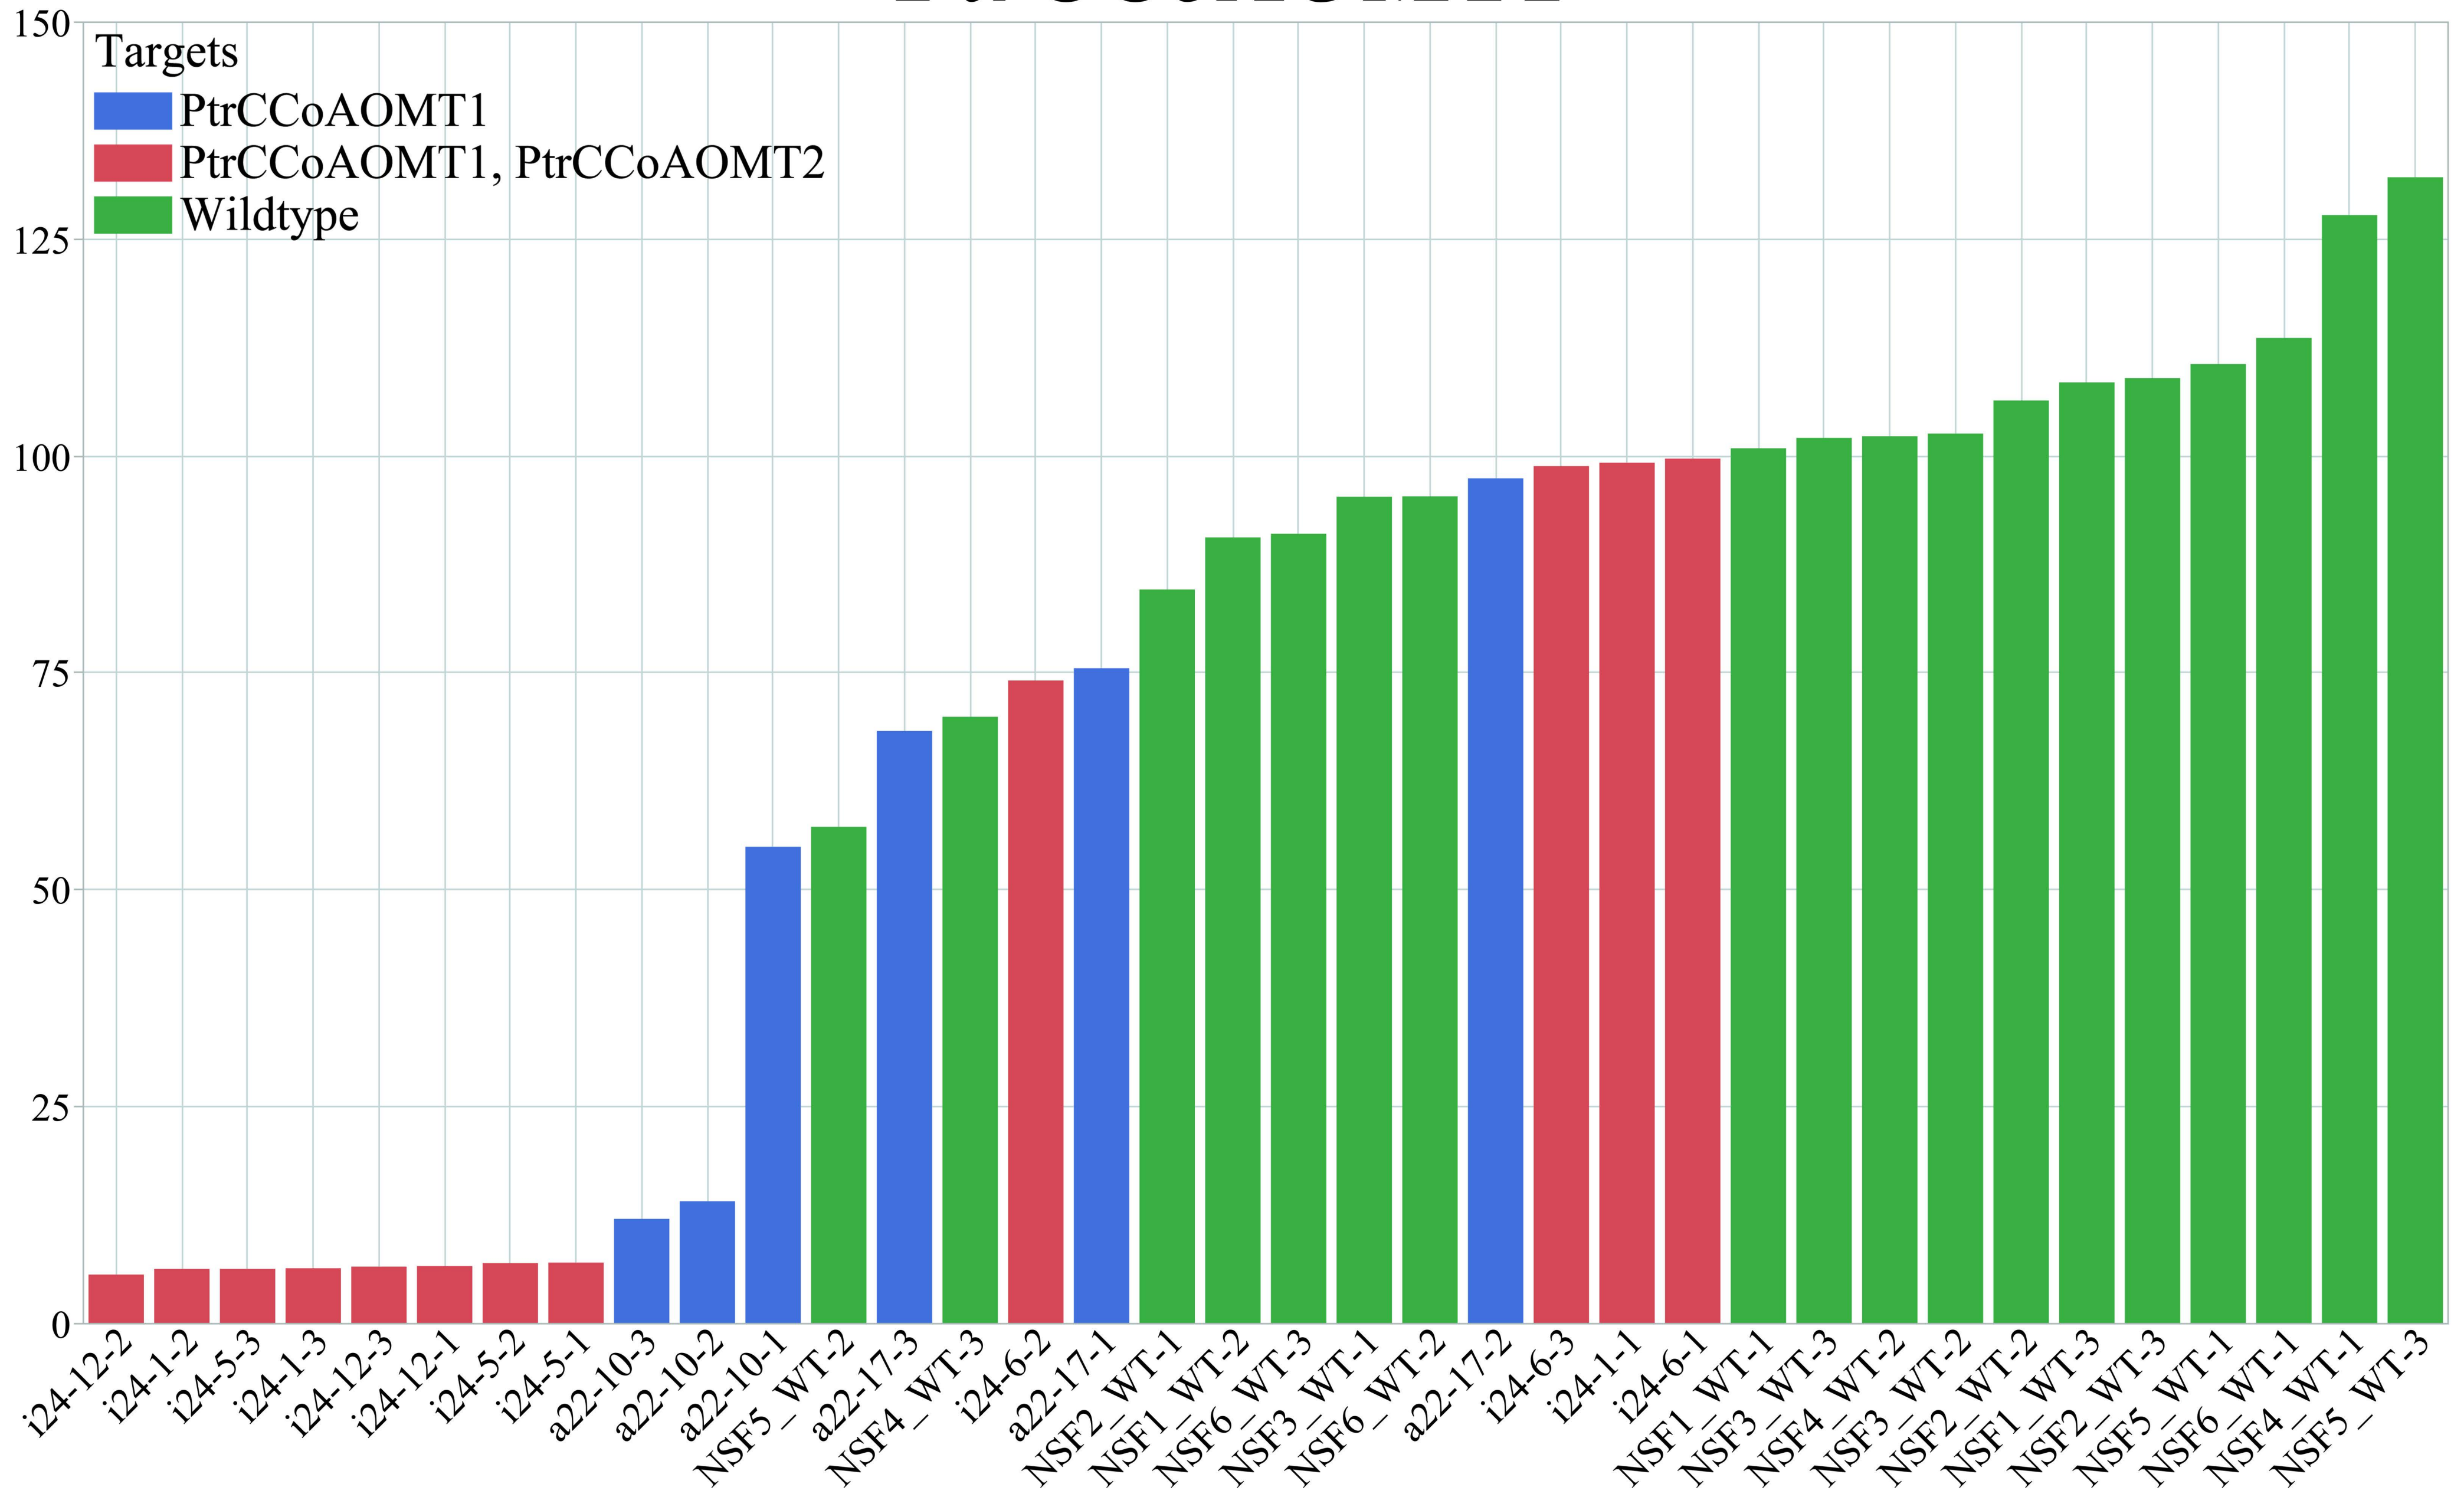

Transgenic and wildtype lines

# *PtrCCoAOMT2*

Relative transcript abundance (%)

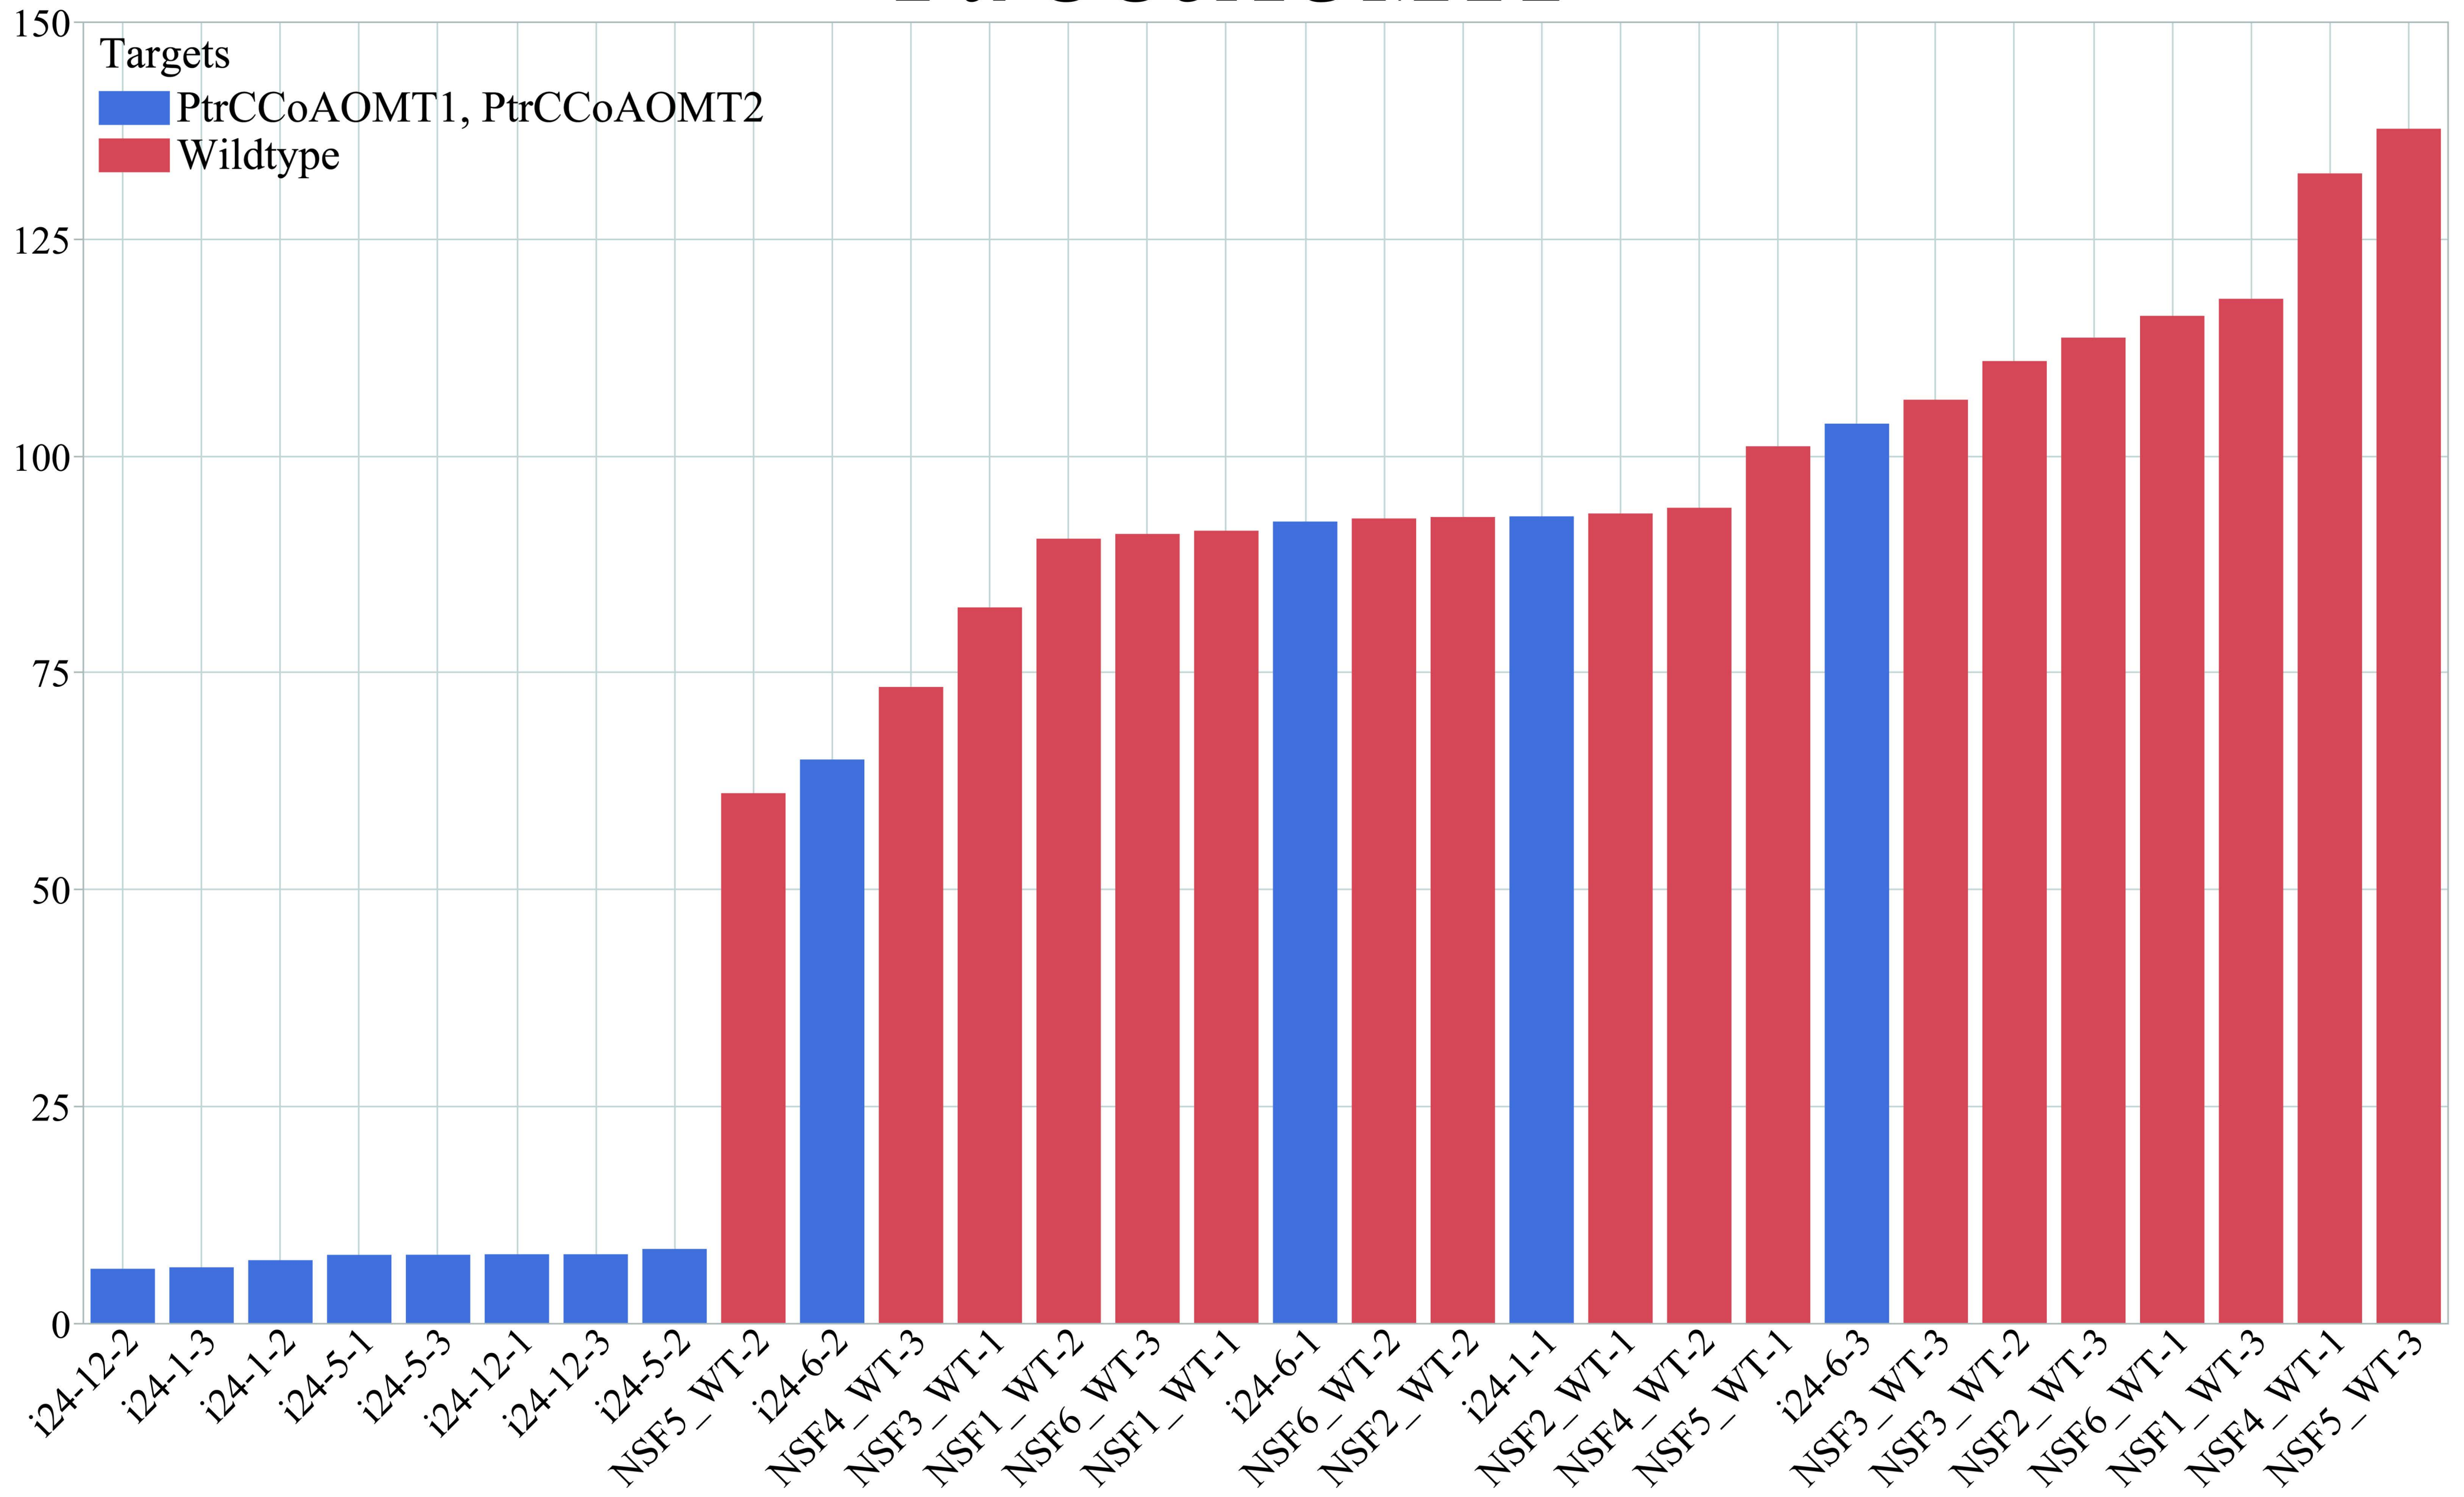

Transgenic and wildtype lines

# *PtrCCoAOMT3*

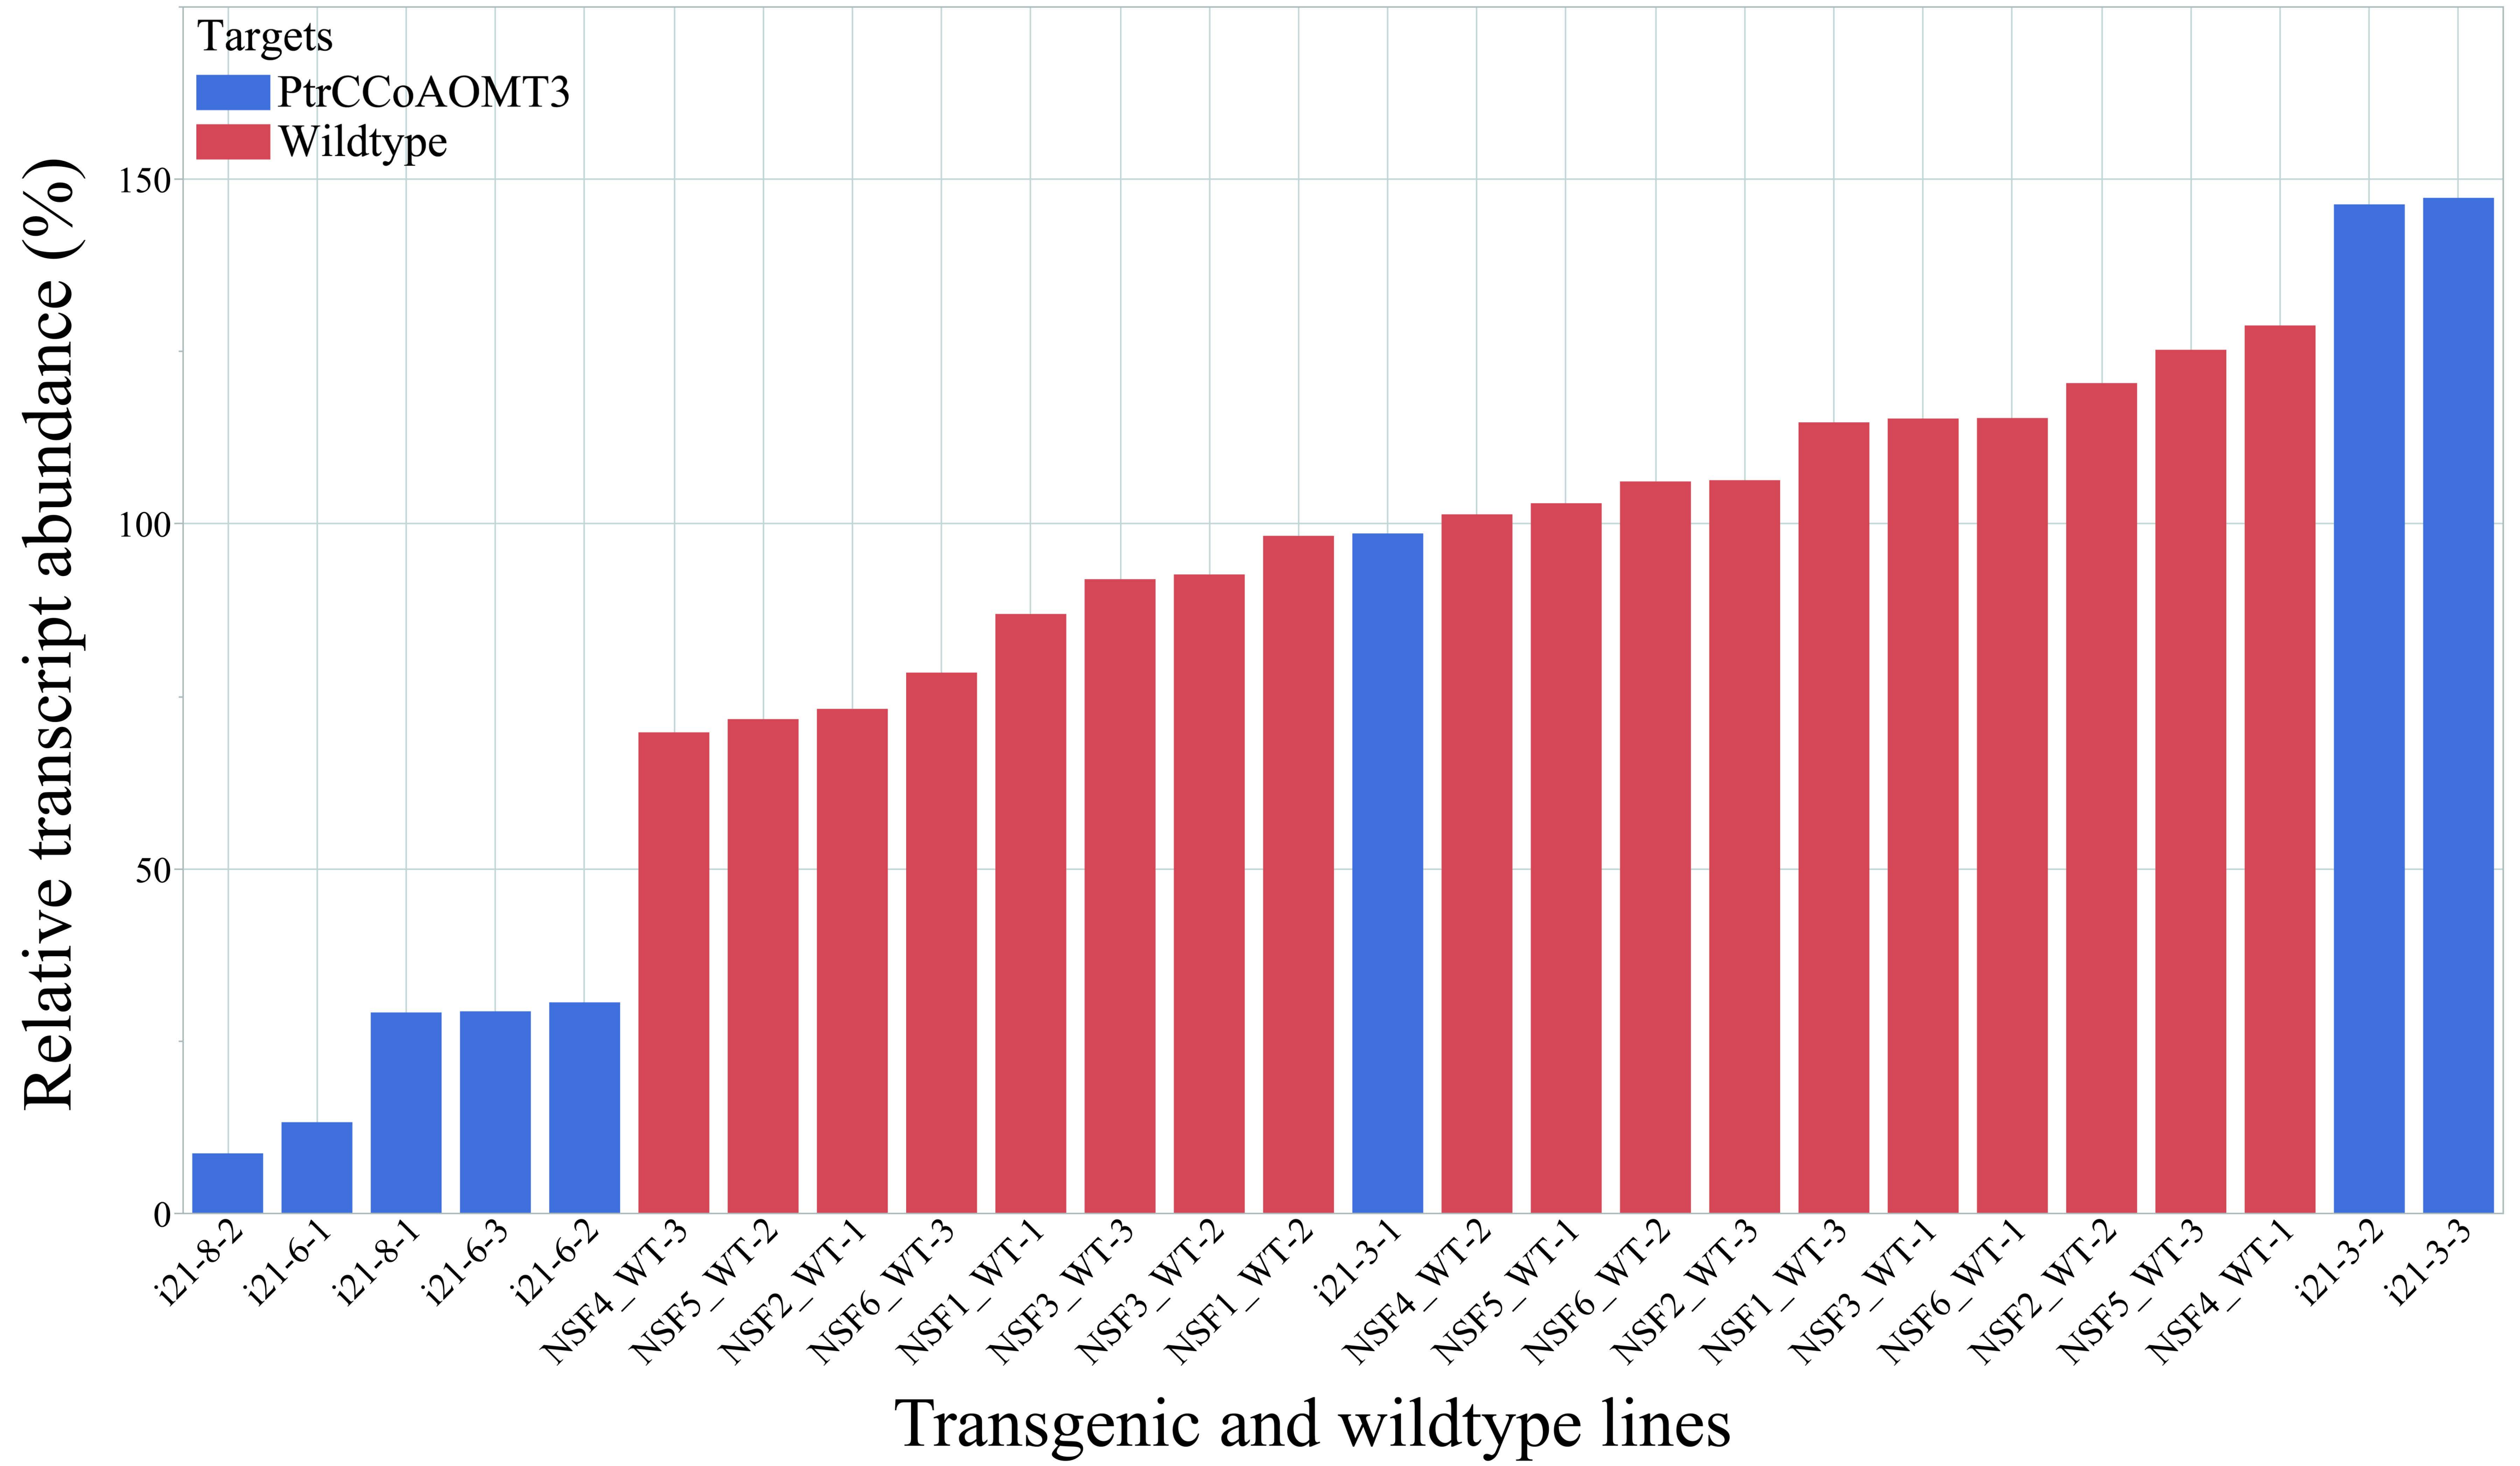

*PtrCCR2*

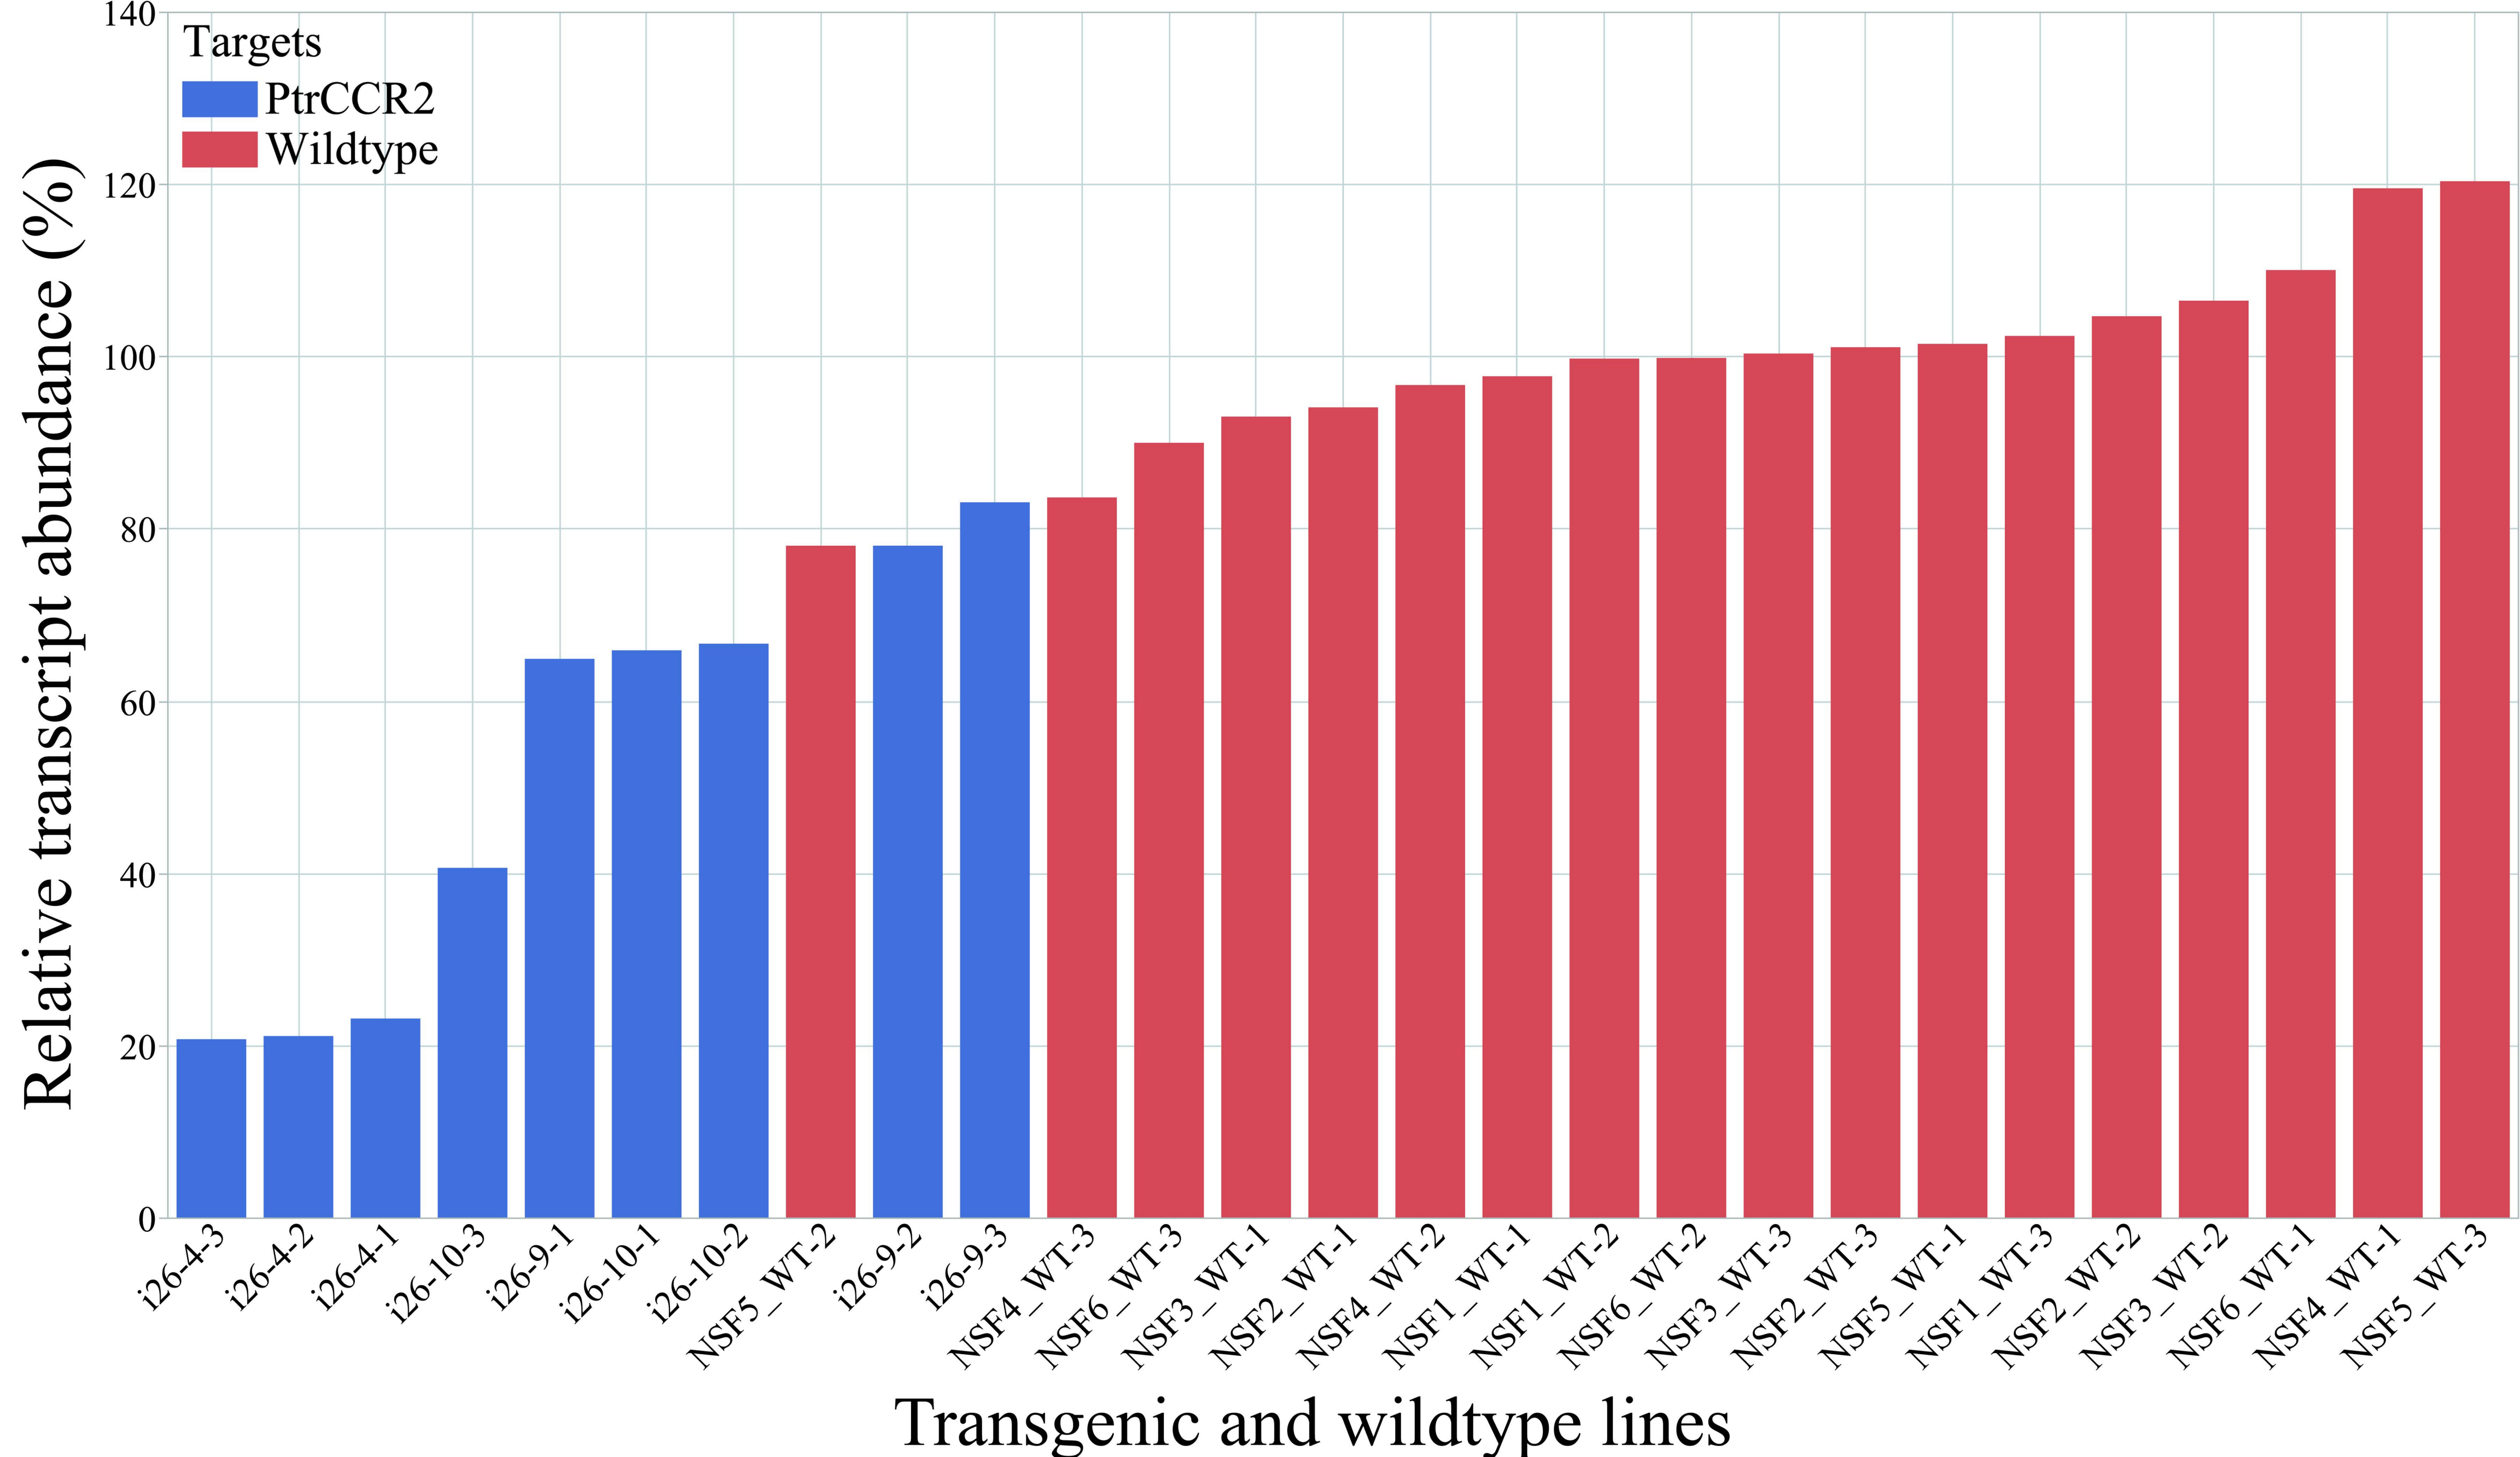

*PtrCAD1*

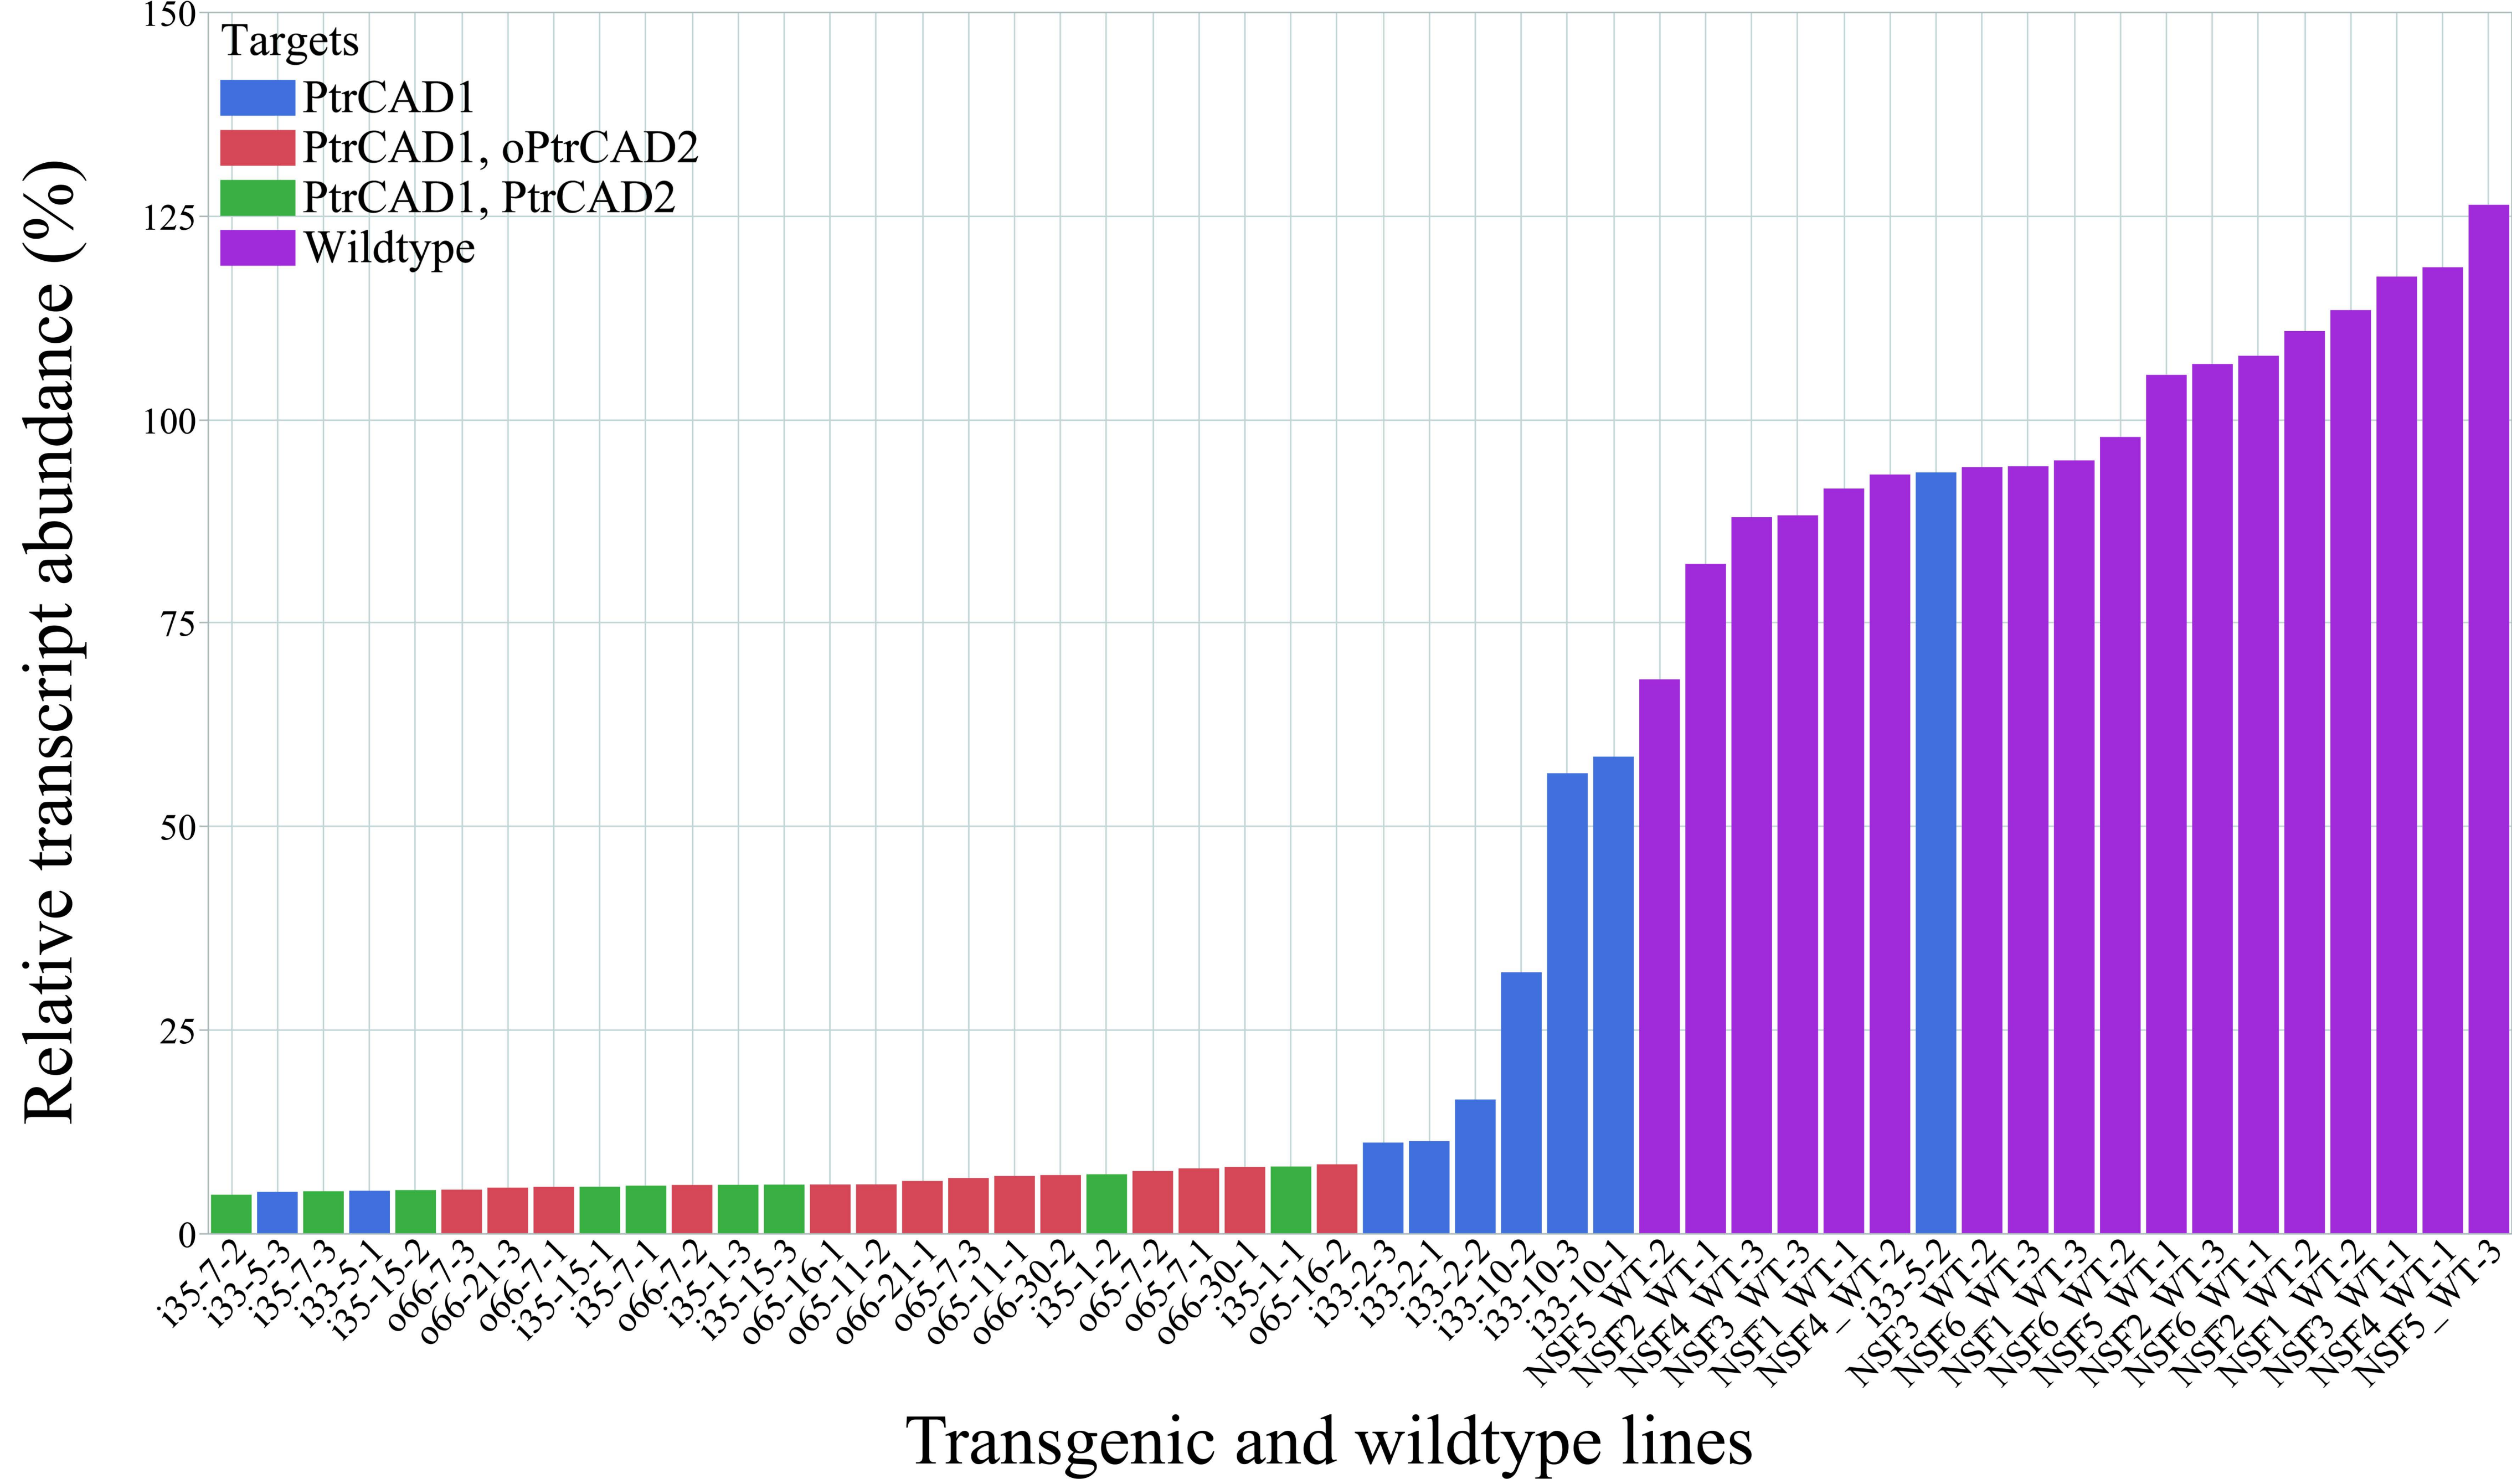

# *PtrCAD2*

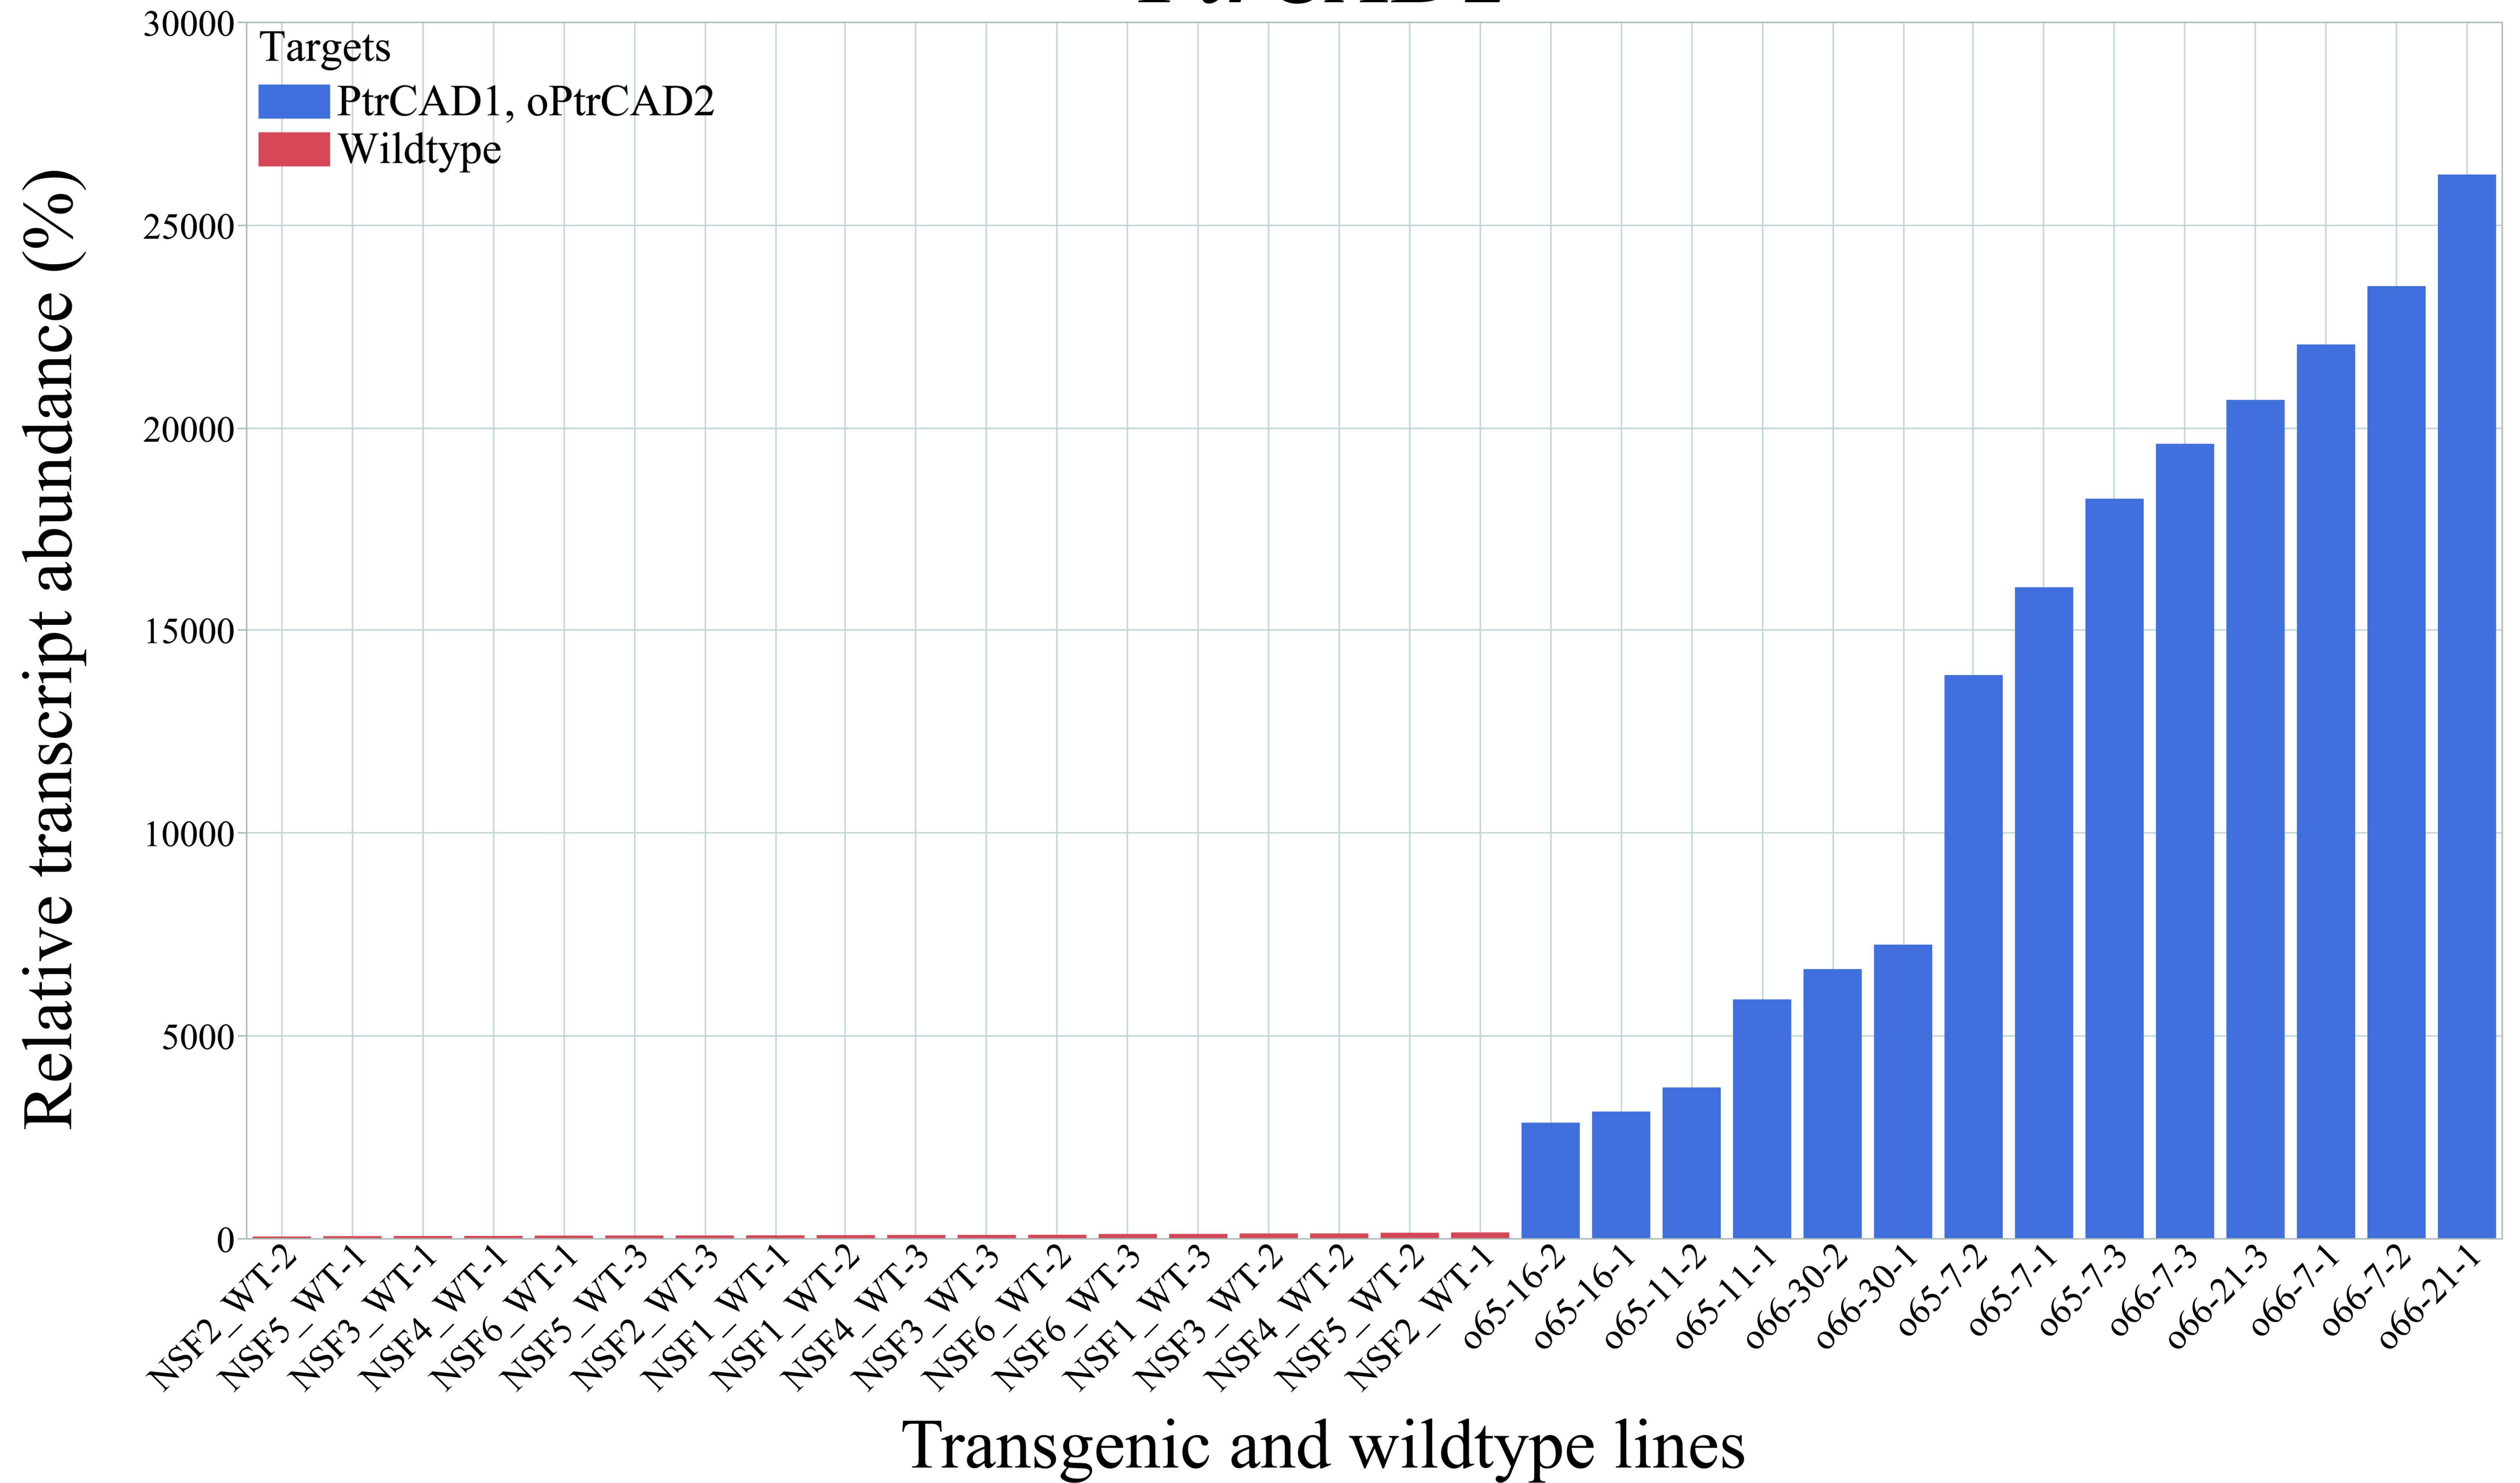

*PtrCAld5H1*

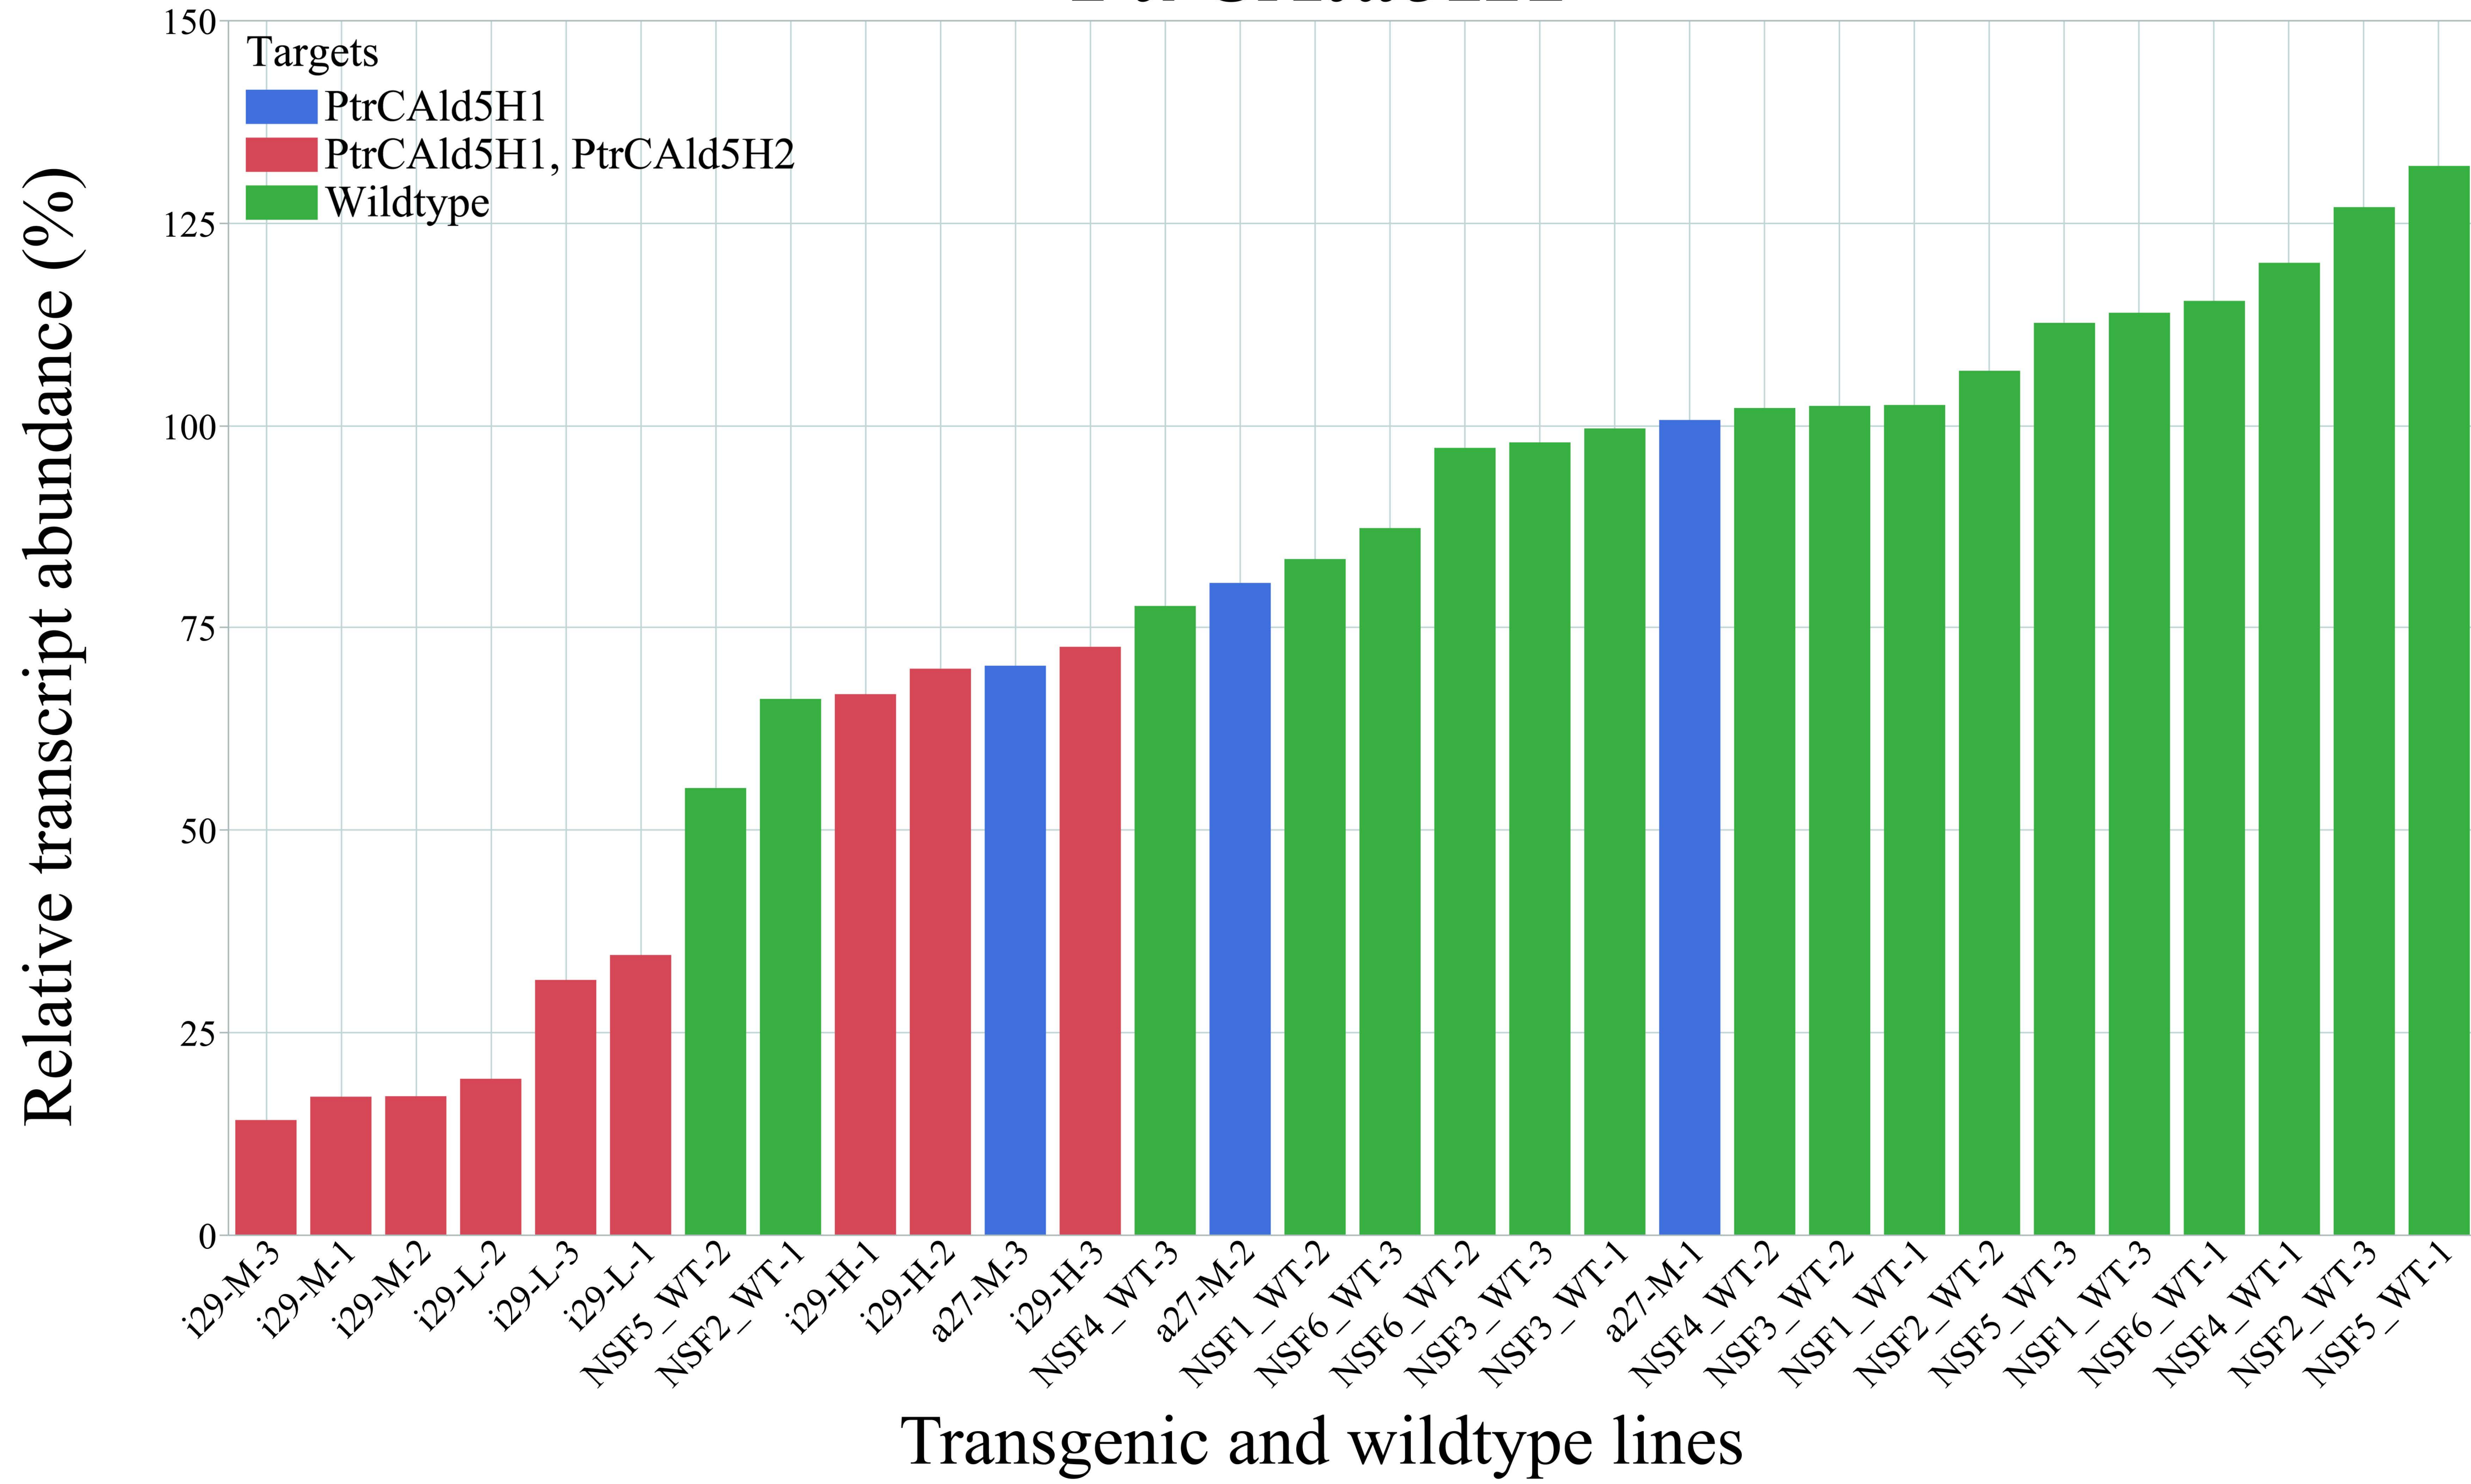

*PtrCAld5H2*

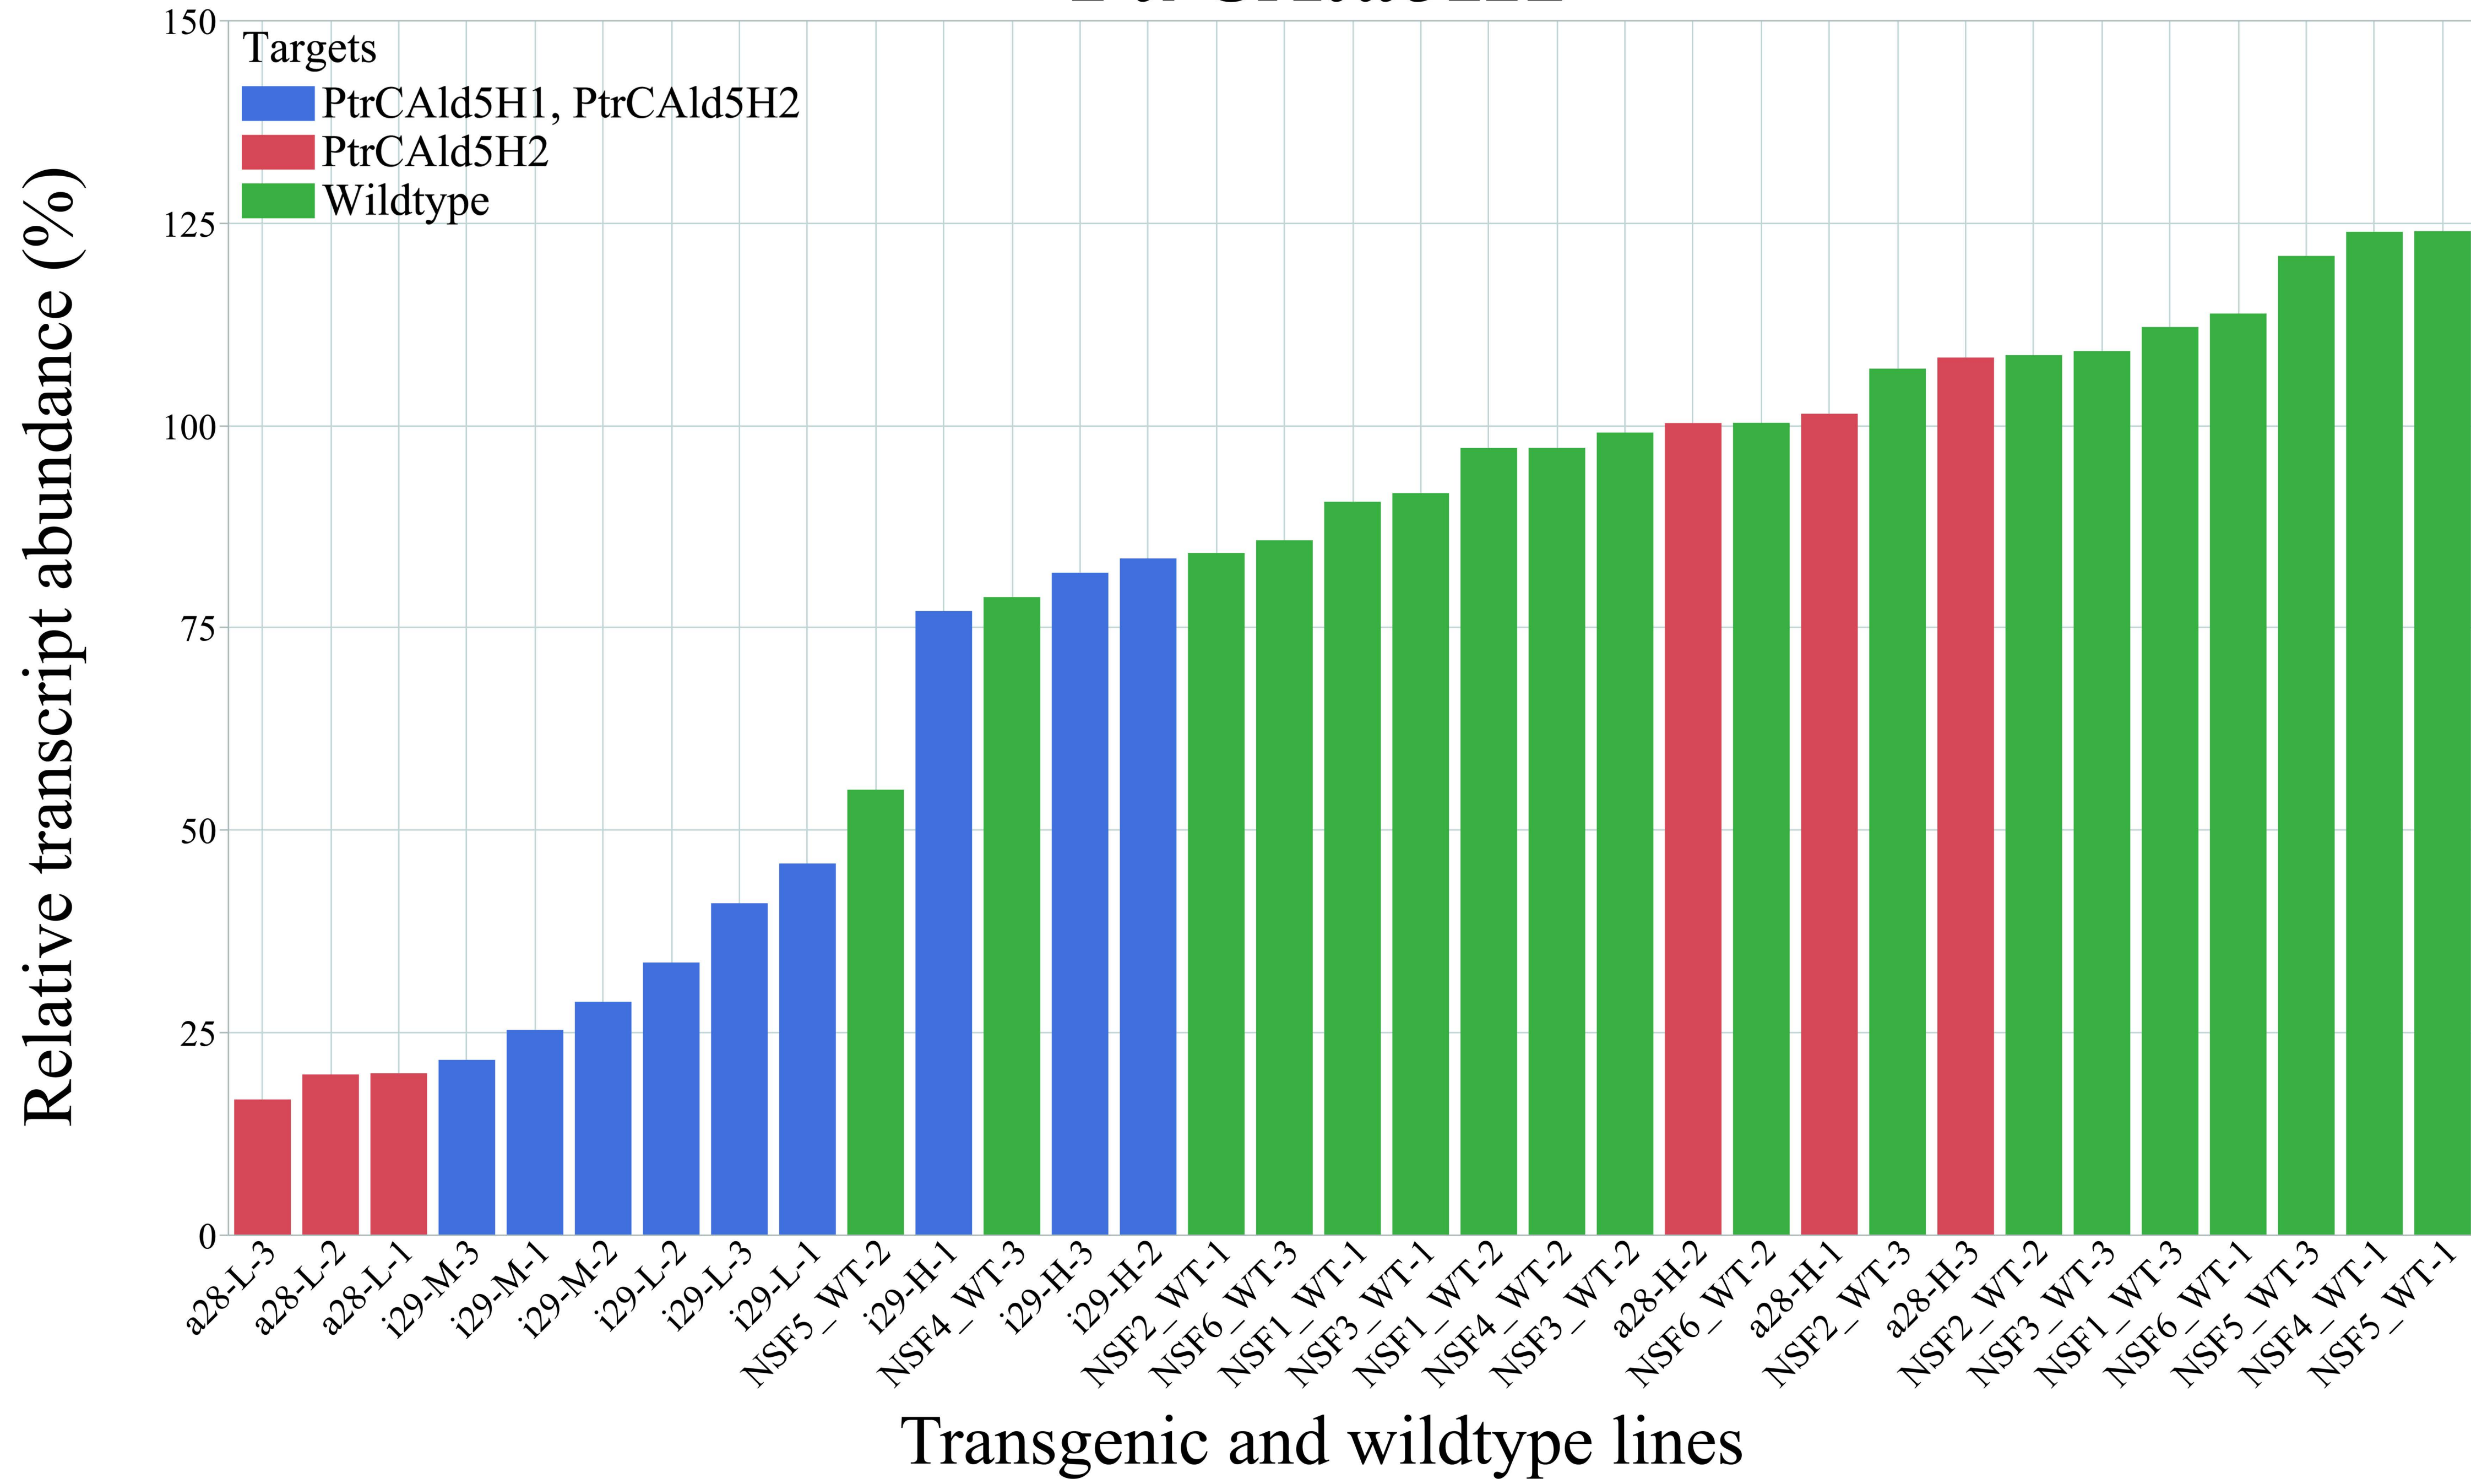

# *PtrAldOMT2*

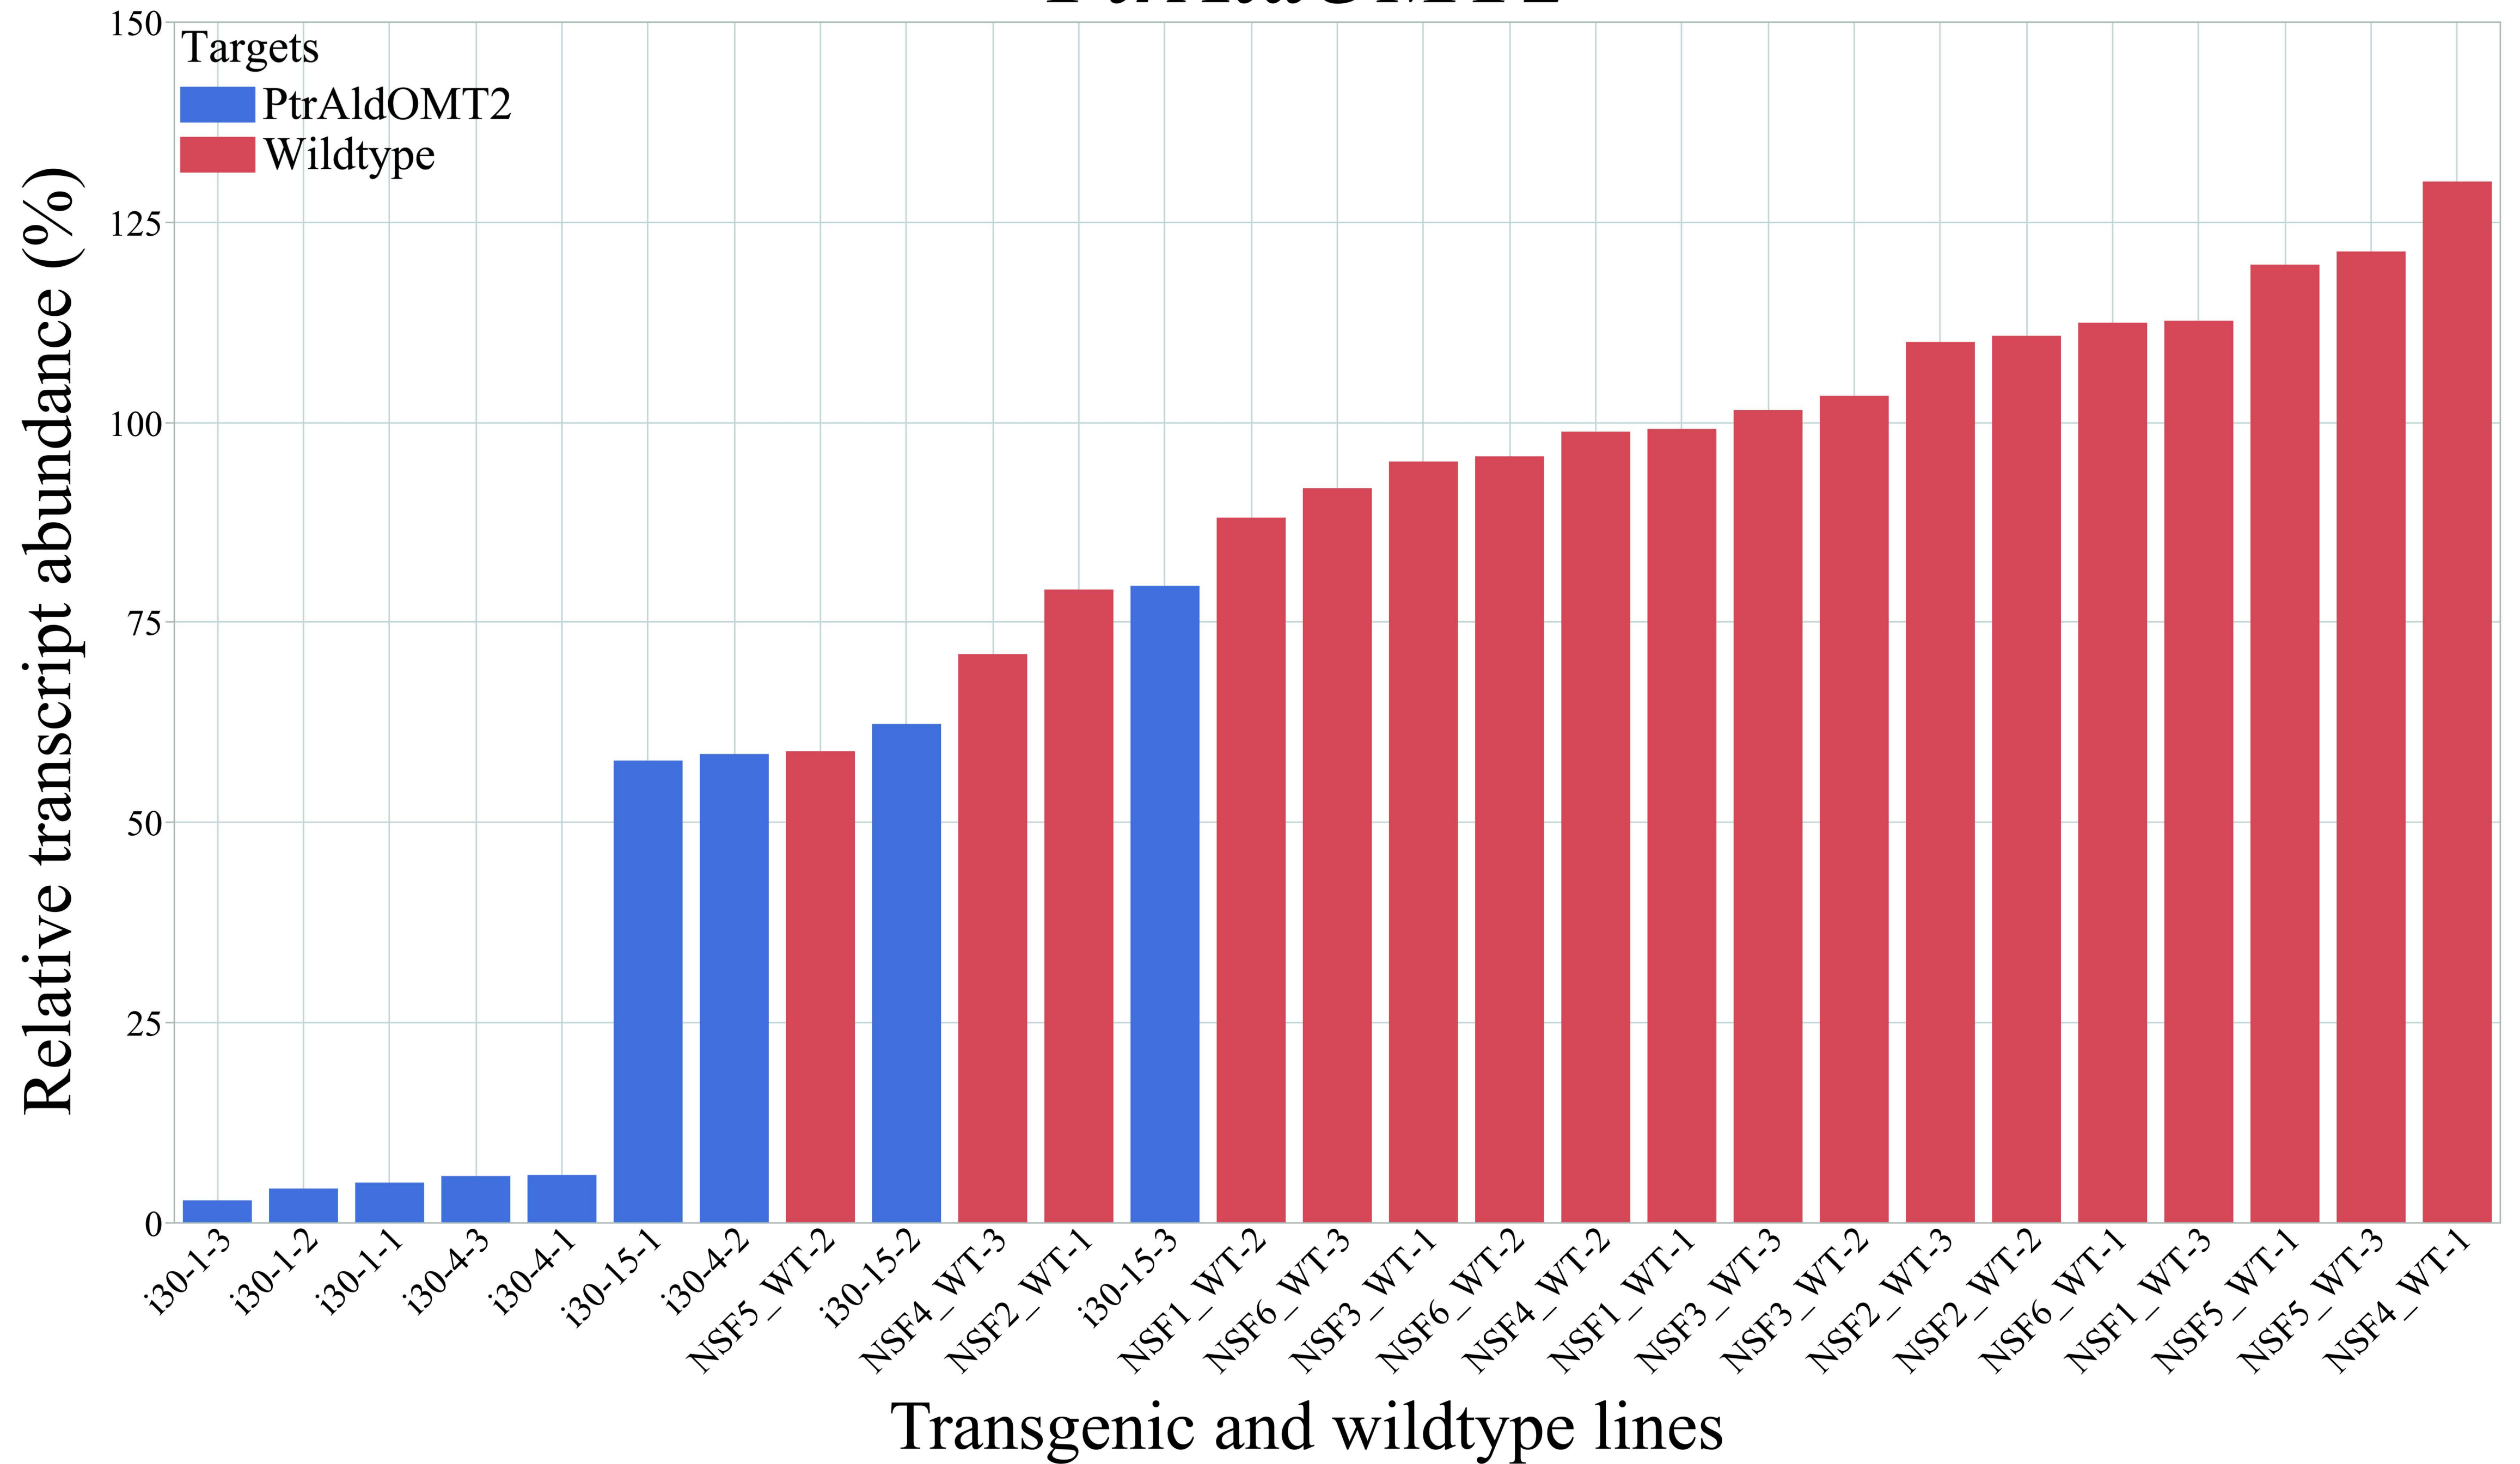

**Supplement:** Supplementary file 3 — Supplementary Data 1

# Supplementary material for: Improving wood properties for wood utilization through multi-omics integration in lignin biosynthesis
**Source:** Nat Commun. 2018 Apr 20;9:1579. doi: 10.1038/s41467-018-03863-z
**Supplement:** Supplementary file 4 — Supplementary Data 2

## Supplementary Data 2 - Equations

## Metabolic Flux Model Equations

$$V1 = \frac{kcat11PtrPAL1y_1}{y_1(1 + \frac{y_4}{k_{iu1}}) + km11(1 + \frac{y_2}{k_{ic11}} + \frac{y_4}{k_{ic111}})} + \frac{kcat12PtrPAL2y_1}{y_1(1 + \frac{y_2}{k_{iu12}} + \frac{y_4}{k_{iu121}}) + km12(1 + \frac{y_2}{k_{ic12}} + \frac{y_4}{k_{ic121}})} \quad (21)$$

$$+ \frac{kcat13PtrPAL3y_1}{y_1(1 + \frac{y_2}{k_{iu13}} + \frac{y_4}{k_{iu131}}) + km13(1 + \frac{y_2}{k_{ic13}} + \frac{y_4}{k_{ic131}})} + \frac{kcat14PtrPAL4y_1}{y_1(1 + \frac{y_4}{k_{iu14}}) + km14(1 + \frac{y_2}{k_{ic14}} + \frac{y_4}{k_{ic141}})}$$

$$V2 = \frac{kcat21PtrC4H1y_2}{y_2 + km21} + \frac{kcat22PtrC4H2y_2}{y_2 + km22} \quad (22)$$

$$V3 = \frac{kcat3PtrC3H3y_3}{y_3 + km3} \quad (23)$$

$$V4 = \frac{kcat4PtrAldOMT2y_4}{y_4(1 + \frac{y_{16}}{k_{iu41}} + \frac{y_{21}}{k_{iu42}} + \frac{y_6}{k_{iu43}} + \frac{y_{18}}{k_{iu44}} + \frac{y_{23}}{k_{iu45}}) + km4(1 + \frac{y_{16}}{k_{ic41}} + \frac{y_{21}}{k_{ic42}} + \frac{y_6}{k_{ic43}} + \frac{y_{18}}{k_{ic44}} + \frac{y_{23}}{k_{ic45}})} \quad (24)$$

$$V5 = \frac{kcat51PtrCAld5H1y_5}{y_5(1 + \frac{y_{17}}{k_{iu51}}) + km51(1 + \frac{y_{17}}{k_{ic51}})} + \frac{kcat52PtrCAld5H2y_5}{y_5(1 + \frac{y_{17}}{k_{iu52}}) + km52(1 + \frac{y_{17}}{k_{ic52}})} \quad (25)$$

$$V6 = \frac{kcat6PtrAldOMT2y_6}{y_6 + km6} \quad (26)$$

$$V7 = \frac{kcat71Ptr4CL3y_3}{km71(1 + \frac{y_4}{k_{73c1}} + \frac{y_5}{k_{73c2}} + \frac{y_6}{k_{73c3}} + \frac{y_7}{k_{73c4}} + \frac{y_9}{k_{73c5}} + \frac{y_{10}}{k_{73c6}}) + y_3(1 + \frac{y_9}{k_{73u1}} + \frac{y_{10}}{k_{73u2}})} \dots \quad (27)$$

How the deposited data were processed for this re-analysis (not part of the article)

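RNA-seq of stem-differentiating xylem was analyzed in 378 labelled libraries, each from a pool of clonally propagated trees. Of these, 239 are listed in the paper's supplementary data, with 221 transgenic pools and 18 wildtype pools in 6 planting batches. The other 139 labelled libraries, of regulator constructs and of further pools, were used only where the text says so. A library of the construct a12 has pool number 3 in the labels and 2 in the count table and the paper, and it was used as a member of its construct. It was not joined to a tree height.

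The authors made the libraries with the TruSeq kit, sequenced them on the Illumina GAIIx platform, mapped the reads to the P. trichocarpa genome v3.0 with Bowtie and TopHat, and converted the alignments to raw counts per gene with BedTools. The deposited values are these raw counts, one column per library, before the TMM normalization that the authors applied afterwards. The file holds 41334 genes, all with a v3.0 identifier, of which 531 had no count in any library. Columns outside the labelled samples numbered 0. How the authors' counting treated reads that map to several genes is not settled by the text used here.

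The identifiers are not paired with gene names in the file. The reference table used for names covers 34621 genes of the assembly P.trichocarpa_v4.1, and 0 identifiers matched it. The monolignol genes were therefore not assigned to identifiers, and the results on named genes that had been set before the data were examined were not run. These are the suppression of targets, changes in non-target monolignol transcripts, PtrPAL1 relative to wildtype, the range of each monolignol transcript, wood properties explained by transcripts, and monolignol transcripts in regulator constructs. In a knockdown design the targeted gene also checks the labels, and this check was not made. A match of table entries to the bars of Supplementary Data 1 by their values, foreseen before the data were examined, was not used, since a name taken that way does not come from a table that pairs names with identifiers.

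Totals per library ranged from 4.57 to 93.5 M counts in the 239 libraries and from 2.12 to 93.5 M in all 378. All tests used the raw counts in R 4.3.3 with edgeR 4.0.16: filterByExpr with the compared groups, TMM factors, estimateDisp, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment, with 0.05 as the threshold. DESeq2 1.42.0 was used as an alternative. Assembly of the tables and figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Each construct was compared with the 3 wildtype libraries of its batch. The 10 constructs tested genome-wide were fixed before the data were examined as the construct directed at the most members of its gene family, with i69, which is also directed at PtrC3H3, for PtrC4H. The rule for named genes, also fixed then, takes from a test across all genes at most the 2 genes with the smallest p that rose and the 2 that fell, among those past the threshold and changed in the same direction in every library of the construct against the mean of its wildtype. It was applied to i8.

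Variance components were estimated by the method of moments from nested sums of squares of log2 CPM, with batch, construct, line and pool as levels, and were summed over genes. They were chosen after the data were examined, as were the variance left after normalization to wildtype and the tests of 4 regulator constructs, which were taken by their labels because each is directed at 2 regulators. Normalization to wildtype followed the paper, with the mean of the 3 wildtype libraries of the batch. The distance of a library from wildtype is the root mean square, over genes with a mean of at least 1 CPM in the batch, of its log2 difference from the mean of the wildtype libraries. Tree height was read from Supplementary Data 5. Permutation tests used all arrangements where these were few and 100000 resamples otherwise.

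The tests across genes, the variance components, the common dispersion, the normalization to wildtype, the distance from wildtype, the direction of batch 2 and the check of replicate numbers were tested on simulated data with known answers. Dixon's test and the permutation tests on lines or pools were not. In counts drawn from the real means and library sizes at a dispersion of 0.05, with 200 genes changed, the edgeR test of 2 groups recovered 166 of the 200 over 26469 genes, with 8 false calls (4.60% of calls), and DESeq2 recovered 175 over 26819 genes, with 26 false calls (12.9%). The test across batches recovered 200 of 200 over 26991 genes, with 8 false calls (3.85%). Variance made with 40, 10, 20 and 30% for batch, construct, line and pool was estimated at 40.4, 10.0, 19.8 and 29.8% over 4000 genes. At a dispersion of 0.12, close to that of all 239 libraries by construct, edgeR recovered 129 of 200 over 26502 genes, with 3 false calls (2.27%), and DESeq2 133 over 29610 genes, with 28 false calls (17.4%). Counts made with a common dispersion of 0.1 gave 0.0999 over 32108 genes. With a batch effect in the transgenic libraries and not in wildtype, normalization left 117% of the batch variance over 25364 genes, so the error of the wildtype average adds to what is left. Libraries shifted by a log2 SD of 1 lay at a mean distance of 1.02, and unshifted ones at 0.238, over 24528 genes. The difference of mean correlations used for batch 2 was 0.0313 with no difference made (25188 genes) and 0.868 with the PtrPAL libraries moved in that direction (25313 genes). The median correlation of libraries with the same number was 0.00111 without a shared effect (26469 genes) and 0.883 with one (26517 genes).

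Alternatives fixed before the data were examined were DESeq2 with its size factors, no filter on low counts, leaving out each wildtype replicate, the pool number as a replicate block, the counts of the pools of a line added up, all labelled libraries of a construct, constructs of other gene families as the reference, and one fit per batch. For the dispersion they were lines or no groups in place of constructs, DESeq2 size factors, no filter, and all labelled libraries. Libraries were compared pairwise for near-identical counts, and none were identical.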

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

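All tests in this part were chosen after the result was seen.

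In 5 of 31 constructs with 4 to 10 libraries, a library lay apart from the others in its distance from wildtype by Dixon's test, where chance gives about 1.55 of 31. The distance is the root mean square over genes of the log2 difference from the wildtype mean of the batch. It was 0.768 for a41-9-1 (others of its construct 0.432 to 0.524), 1.71 for a10-14-2 (others 0.459 to 1.00), 1.03 for a22-10-1 (others 0.519 to 0.669), 0.683 for i29-L-2 (others 0.470 to 0.574) and 1.23 for i30-1-3 (others 0.471 to 0.734). With the libraries thinned to the smallest total of the construct, the gap to the nearest library divided by the range of the construct was 0.685 for a41-9-1, 0.555 for a10-14-2, 0.721 for a22-10-1, 0.560 for i29-L-2 and 0.639 for i30-1-3, all still past the critical value of the test. Library size does not account for these distances.

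A few abundant genes took a large share of the counts in a10-14-2, where the top 10 genes held 64.9% of all counts against at most 26.6% in the other libraries of the construct, and in a41-9-1, where they held 18.6%. Without the top 10 genes of each library of the batch, and with the libraries of the construct thinned as before, the gap divided by the range was 0.603 for a41-9-1, 0.565 for a10-14-2, 0.707 for a22-10-1, 0.555 for i29-L-2 and 0.654 for i30-1-3, all still past the critical value. The other pools of the same line carry the same construct, and no biological explanation was tested for single pools. A pool harvested or prepared otherwise than the rest, or a mislabelled pool, was not tested.

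In 8 of 31 constructs a library lay apart in its total count. The totals were 39.4 M for a1-8-1 (others 4.02 to 5.90 M), 8.00 M for o67-15-2 (others 5.16 to 6.59 M), 63.7 M for i20-2-1 (others 15.7 to 31.1 M), 37.6 M for i33-10-1 (others 12.3 to 22.5 M), 53.9 M for i69-4-3 (others 14.6 to 30.0 M), 32.3 M for a28-H-3 (others 9.10 to 16.4 M), 27.6 M for i56-8-3 (others 12.6 to 19.6 M), and 10.0 M for i30-4-1, the lowest of its construct (others 14.7 to 18.5 M). Scaling by totals does not remove a difference in composition, and a1-8-1 has one: Potri.005G139000 was at 1.41 CPM in it and at 27.9 to 49.5 CPM in the other a1 libraries. The cause of the high and low totals was not tested, and no biological explanation was tested for them.

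Labelled libraries of constructs directed at transcription regulators, on which the paper does not report, differed from the wildtype of their batch. In i45, labelled as a knockdown of MYB090 and MYB167, 1155 genes differed, 610 higher and 545 lower. In i53, labelled as a knockdown of MYB002 and MYB021, 1624 genes differed, 963 higher and 661 lower. Of 100 splits of the libraries into groups of the same sizes, the actual one included, 1 gave as many genes in i45 and 1 in i53, in each case the actual split, and the most that another split gave was 266 and 36 genes. The splits exchanged single pools, although pools of a line are not independent. They therefore do not set these counts against the variation between lines. The 2 other constructs directed at 2 regulators each differed in 12 genes (i42, LIM1 and LIM2; 4 of 100 splits gave as many, and another split gave up to 991) and in 2 genes (i56, MYB003 and MYB020; 3 of 100, up to 5016). The numbers depend on single wildtype libraries, with 79 genes in i45 and 2 in i42 without wildtype replicate 2 of batch 2, 506 in i53 without replicate 1 of batch 6, and 0 in i56 without any of the 3 of batch 5, where 3143 genes had an unadjusted p under 0.05 with all libraries.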

How the results depend on the processing

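The alternatives for the 10 monolignol constructs, the wildtype batches and the dispersion were set before the data were examined. Those for the 4 regulator constructs, the shares of variance, the batch variance left after normalization and i8 against other PtrPAL constructs, as well as the check of the replicate numbers, were chosen after the result was seen. A count is called kept below when it stayed within 1.5 times its first value. Unless a cause is given, the cause was not tested.

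With DESeq2, 4 of the 10 counts of changed genes were kept and 6 rose: 3127 genes in i69, 5689 in i20, 32 in i19, 560 in i26, 591 in i29 and 1282 in i30, where 591 were higher and 691 lower against 30 and 161 with edgeR. In the regulator constructs DESeq2 gave 343 genes in i42, 1938 in i45, 2520 in i53 and 302 in i56, where 147 were higher and 155 lower. On data simulated with the layout of i8, 12.9% of DESeq2's calls and 4.60% of edgeR's were false at a dispersion of 0.05. At 0.12 these shares were 17.4% and 2.27%. With no filter on low counts all 10 were kept, and i56 had 1 gene. With all labelled libraries of the construct, a change that applies to i19 alone, its count of 0 was kept.

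With the pools of a line added up, which leaves 3 or 4 samples per construct, 4 of the 10 were kept and 6 fell: 1500 genes in i8, 0 in i69, 72 in i20, 766 in i35, 42 in i29 and 0 in i30, with 2770 genes in i69 and 4484 in i30 at an unadjusted p under 0.05. In the regulator constructs it gave 2 genes in i42, 872 in i53 and 1 in i56. With a single fit for all libraries of a batch, 4 of the 10 were kept, 2 fell (1623 genes in i8, 949 in i24) and 4 rose (129 in i19, 6 in i26, 10779 in i35, 543 in i30). It gave 592 genes in i45, 221 in i53 and 6 in i56.

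With constructs of other gene families in the same batch as the reference, 2 of the 10 were kept and 8 rose: 7767 genes in i69, 5293 in i20, 6830 in i19, 10577 in i24, 507 in i26, 10664 in i35, 1294 in i29 and 950 in i30. In the regulator constructs it gave 7610 genes in i42, 8899 in i45 and 923 in i56. This reference has more libraries, and the effects of its own transgenes enter the comparison. For i42 and i45 it was made up of the PtrPAL libraries of batch 2. The difference of these libraries from the wildtype of that batch therefore also enters both counts. Against the other PtrPAL constructs of batch 2, the log2 fold changes in i8 of Potri.002G244900 and Potri.005G139000 reversed to -0.35 and 0.40. Of the values of the 4 named genes under alternatives, 37 of 39 had the sign and side of the threshold given first. Except for those against other PtrPAL constructs, all used wildtype or regulator libraries of batch 2 as the reference. They therefore do not show whether a change belongs to i8 or to all PtrPAL libraries of that batch.

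Across the 3 fits that each left out 1 wildtype library, the counts ranged from 1274 to 2356 genes in i8, 112 to 2119 in i69, 221 to 1948 in i20, 10629 to 11171 in i15, 0 to 2 in i19, 1783 to 2791 in i24, 0 to 2 in i26, 2581 to 4324 in i35, 110 to 568 in i29 and 17 to 159 in i30. In the regulator constructs they ranged from 2 to 10 in i42, 79 to 522 in i45 and 506 to 729 in i53, and were 0 in every fit of i56, where 3143 genes had an unadjusted p under 0.05 with all libraries. The lowest came without wildtype replicate 1 in i30 and i53, without replicate 2 in i8, i69, i20, i35, i42 and i45, and without replicate 3 in i24 and i29. Other omissions also moved counts by more than 1.5 times: without replicate 1, 1688 genes in i8, 444 in i69, 1730 in i20, 1871 in i24, 3045 in i35 and 568 in i29, and without replicate 3, 2119 in i69, 1948 in i20 and 69 in i30. The same holds for i42 and i45 without replicate 1 (5 and 522), i53 without replicates 2 and 3 (701 and 729), and i45 without replicate 3 (441). The number of genes differing between the batches in wildtype ranged from 6137 (without replicate 3) to 8105.

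The pool number as a replicate block left 6 of the 10 counts within 1.5 times and gave 448 genes in i69, 1297 in i20, 139 in i29 and 124 in i30, and 0 in i56. The numbers do not pair the libraries in general: wildtype libraries of different batches with the same number deviated together with a median r of 0.0107 over 45 pairs, of which 11 were over 0.1, and of 42 correlations between a construct and the wildtype of its batch 11 were over 0.1. All 3 numbers were over 0.1 in i56 by itself of the 14 constructs (0.141 to 0.557).

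For the comparisons with wildtype, the libraries were also split at random into groups of the same sizes. The splits exchanged single pools, although pools of a line are not independent. A split that mixes lines does not set a count against the variation between lines. Of 100 splits (84 for i15), the actual one included, as many genes as the actual split came from 1 for i8, 2 for i69, 2 for i20, 1 for i15, 100 for i19, 1 for i24, 100 for i26, 2 for i35, 1 for i29 and 3 for i30, and 1 for the batches of wildtype. The most that another split gave was 19 genes for i8, 2011 for i69, 5523 for i20, 5165 for i15, 9290 for i19, 39 for i24, 344 for i26, 14753 for i35, 7 for i29, 7847 for i30 and 4371 for the batches. These largest counts came with the 3 pools of a single line as the reference in i20 (line i20-5), i15 (i15-3), i35 (i35-7) and i30 (i30-1), with i19-7-1, i19-7-3 and i19-8-2 in i19, and with 2 wildtype libraries and i69-10-1 in i69. The counts for i19 and i26 were 0, which every split reaches, so the splits say nothing about them. The reference that gave 9290 genes holds both i19-7 libraries of the paper, from the line that lies far from the others.

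The BCV of the 239 libraries moved to 0.253 with line as the group and to 0.574 with no groups, and DESeq2 size factors, no filter and all 378 libraries left it within the SD between batches. With all 378 libraries the share of variance moved to 13.2% for construct and 15.8% for line. The share of pool moved to 34.1% without TMM and to 26.4% at a mean of at least 10 CPM. The batch variance left after normalization moved to 56.1% without batch 2, 84.4% without batch 4 and 60.6% without batch 5.

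The alternatives set for named monolignol genes were not run, because the identifiers were not paired with names. The wildtype of batches 1 and 2 has the fewest counts and the highest median counting error of the 6 batches (10.6 and 10.2%), which limits what can be called among genes of low expression in these batches.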

Differences from the paper's values

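The paper gives a common dispersion of 0.217 for the 239 libraries and compares it with a typical biological coefficient of variation (BCV). With construct within batch as the groups, the common dispersion was 0.124 against the paper's 0.217, and its square root, the BCV, was 0.353 against the paper's 0.217. Of the alternatives set before the data were examined, transgenic line as the group gave a BCV of 0.253, which lies within the difference allowed here, and on the dispersion scale it gave 0.0641, which does not. No groups (dispersion 0.330, BCV 0.574), DESeq2 size factors (0.126, 0.355), no filter on low counts (0.126, 0.355) and all 378 labelled libraries (0.117, 0.342) did not close the gap on either scale.

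The paper gives 221 independent transgenic lines, and the names of the 221 transgenic libraries gave 88 lines when read as construct, line and pool. The alternatives set before the data were examined do not bear on this count. A count of pools in place of lines, chosen after the values were seen, gives 221, and for each construct it equals the number of lines in the paper's Supplementary Table 1.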

Other observations

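The patterns in this part, and the tests of them, were chosen after the result was seen.

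In batch 2, the 5 PtrPAL constructs shared a difference from the wildtype of the batch. The departure of each construct from that wildtype was correlated across 25790 genes with the difference between the wildtype of batches 3 to 5 and the wildtype of batch 1. Pearson's r was 0.715 to 0.762 for the PtrPAL constructs (mean 0.736) and -0.0984 to 0.0492 for the 7 regulator constructs of the same batch (mean -0.0153). All 12 constructs were compared with the same 3 wildtype libraries, so chance values of these libraries enter both groups. The difference of the means was 0.751, with an exact permutation p of 0.00126, the smallest possible with 792 arrangements. With the PtrPAL libraries thinned to 4.57 M counts, the smallest wildtype total of the batch, the difference was 0.731, so the number of counts by itself does not account for it, although the PtrPAL libraries held 13.4 to 46.0 M counts, the wildtype 4.57 to 9.08 M and the regulator libraries 2.12 to 15.4 M. If suppression of PtrPAL genes gave the pattern, the PtrPAL construct i7 of batch 1 should show it more than o67 of that batch. For this, the departure of each from the wildtype of batch 1 was correlated with another quantity. That was the mean departure of the PtrPAL constructs of batch 2 from their wildtype. The difference between these correlations was -0.0211 (0.0484 for i7 and 0.0695 for o67). The values are consistent with PtrPAL libraries that were made or harvested otherwise than the wildtype of their batch, and these 2 cannot be told apart from the counts.

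Potri.005G139000 shows the split in single libraries. Its level was 0.664 to 2.03 CPM in the PtrPAL libraries of batch 2, 19.9 to 113 CPM in the regulator libraries of that batch and 70.9 to 108 CPM in its wildtype. Batch 1 shows the split between libraries of the same construct: a1-8-1 (39.4 M counts) had 1.41 CPM and a2-3-2 (22.2 M counts) 1.14 CPM, while the other PtrPAL libraries of that batch, all with fewer counts, had 17.5 to 58.4 CPM. These 2 libraries share their construct with libraries on the other side, which the construct does not explain, and each is the only library of its line, so line and library cannot be told apart. In wildtype the level was 27.1 to 29.5 CPM in batch 1, 1.30 to 1.60 in batch 3, 0.529 to 0.817 in batch 4, 0.576 to 1.43 in batch 5 and 21.4 to 23.8 in batch 6.

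In batch 6, 12 transgenic pools without a tree height in Supplementary Data 5 lay farther from wildtype than the 38 pools with one, at a mean distance of 1.48 (SD 0.481, range 0.452 to 2.20) against 0.561 (SD 0.212, range 0.374 to 1.52). The difference was 0.915, with a permutation p of 1e-05, the smallest that 100000 resamples can give, although pools of a line are not independent. It was 0.843 with all libraries thinned to 7.02 M counts and 0.912 without the top 10 genes of each library (52 genes in all), so neither library size nor a few abundant genes account for it. Of the 12 pools, 10 carry constructs directed at Ptr4CL genes (6 of i15, 2 of a12, 2 of a13) and 2 carry i21, and the paper reports severe growth reduction in Ptr4CL transgenics, so suppression of Ptr4CL is left open as an explanation. The pools of a12 and a13 with a height were at 0.394 to 0.570, and the i21 pools without a height were at 0.452 and 2.06, while i21-6-1, with a height, was at 1.52. Within the line a12-10, the pool with a height was at 0.437 and the pools without at 1.20 and 1.27, a ratio of 2.75 for the nearer, so the line by itself does not separate them, and this is left open at 1 line. Why these heights are missing was not tested, and neither was a separate harvest of these pools. The a12 library whose pool number differs between labels and paper was not joined to a height and is in neither group. In batch 5, line a28-L was also without a height, and the a28 libraries lay at 0.547 to 0.661 against a batch median of 0.566. A missing height therefore did not go with a large distance in batch 5.

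Lines far from the wildtype of their batch were tested for shorter trees. Lines without a height were outside this test, among them the i15 lines (pools at 1.00 to 2.20) and a13-6 (1.52 and 1.60). Line a12-10 entered by its pool at 0.437 and without those at 1.20 and 1.27, so batch 6 reached no farther than 0.853. The test therefore does not cover the farthest pools of that batch. Over 82 lines in 6 batches, the rank correlation of distance and height within batches was -0.151 (permutation p 0.229), and that of distance and library total was 0.0503 (permutation p 0.690), which leaves both open. Taken by itself, batch 3 had a Pearson's r of -0.704 over 18 lines (permutation p 0.00257, 0.0154 after adjustment over 6 batches), with a rank correlation of -0.439 (permutation p 0.0698, adjusted 0.419). Without the 2 lines of batch 3 whose height lay farthest from the median, r was -0.268. In batches 1, 2, 4, 5 and 6, r was -0.490, -0.402, 0.0865, -0.472 and 0.108. The adjusted permutation p of these batches was 0.155 to 0.764. In batch 5 the rank correlation had the opposite sign, at 0.142.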
